# Single-cell transcriptomics reveals novel chondrocyte and osteoblast subtypes and their role in knee osteoarthritis pathogenesis

**DOI:** 10.1038/s41392-025-02136-8

**Published:** 2025-02-05

**Authors:** Yuan Liu, Wacili Da, Ming-Jie Xu, Chao-Xin Xiao, Tao Deng, Sheng-Liang Zhou, Xiao-Ting Chen, Yao-Jia Zhou, Li Tang, Yong Nie, Yi Zeng, Hui-Qi Xie, Bin Shen

**Keywords:** Experimental models of disease, Rheumatic diseases

## Abstract

Research on treating knee osteoarthritis (KOA) is becoming more challenging due to a growing number of younger patients being affected. The pathogenesis of KOA is complex for being a multifactorial disease affecting the entire joint, with remodeling of subchondral bone playing a key role in the degeneration of the overlying cartilage. Therefore, this study constructed a bipedal postmenopausal KOA mouse model to better understand how the interplay between subchondral bone remodeling and cartilage degeneration contributes to KOA development. A single-cell atlas of the osteochondral composite tissue was established. Furthermore, three novel subtypes of chondrocytes, including *Smoc2*^+^ angiogenic chondrocytes, *Angptl7*^+^ angiogenic chondrocytes, and *Col1a1*^+^ osteogenic chondrocytes, were identified in femoral condyles of KOA mice. In addition, the *Angptl7*^+^ chondrocytes promoted angiogenesis in the subchondral bone of KOA mice by interacting with endothelial cells via the FGF2-FGFR2 signaling pathway. The number of H-type vessels was increased in the subchondral bone, recruiting osteoprogenitor cells and facilitating osteogenesis in KOA mice. *Sparc*^+^ osteoblasts have negatively regulated bone mineralization and osteoblastic differentiation, aggravated the pathological remodeling of subchondral bone, and promoted the progression of KOA. The above findings have offered new targets and opened up an avenue for the therapeutic intervention of KOA.

## Introduction

Knee osteoarthritis (KOA) is one of the leading diseases impacting the quality of life of middle-aged and elderly individuals. It is increasingly being diagnosed at a younger age, with its onset now observed globally at a progressively earlier stage.^1^ This age shift in the disease’s onset has become a growing concern for public health worldwide. Pain, dysfunction, and even disability caused by the KOA require repeated and long-term treatment, resulting in substantial healthcare expenditures.^2^ In addition, the lifestyle changes brought about by the KOA may increase the chance of suffering from chronic diseases such as cardiovascular and cerebrovascular diseases, resulting in a great socioeconomic burden.^3^ Currently, there have been no effective pharmacological treatments that can completely alleviate the progression of KOA. However, the pathogenesis of KOA is complex for being a multifactorial disease affecting the entire joint.^4^ In particular, pathological remodeling of subchondral bone may be a key factor mediating the degeneration of the overlying cartilage. Osteoclasts are activated to promote the enhanced subchondral bone turnover and trabeculae deterioration at early stage of KOA.^5^ Although late-stage subchondral bone may exhibit sclerotic changes, elevated bone metabolism coupled with a reduced calcium-to-collagen ratio may result in inadequate bone mineralization.^6,7^ Therefore, when the mechanical load on the knee joint increases, stress-induced microfractures are likely to occur at the junction between the cartilage and the subchondral bone.^8^ The microfractures may lead to tidemark disruption, damaging the cartilage tissue barrier, promoting upward vascular invasion, and exacerbating cartilage degeneration.^9,10^ Given the significant role of subchondral bone remodeling in KOA development, elucidating its regulatory mechanisms may identify new therapeutic targets.

In recent years, the advent of single-cell RNA sequencing (sc-RNA-seq) technology has provided valuable new insights into the cellular heterogeneity and molecular mechanisms underlying the pathogenesis of KOA.^11,12^ This novel high-throughput sequencing approach has enabled researchers to explore the disease at a single-cell level, offering a detailed map of the cellular composition and the gene expression profiles of various cell types within affected tissues. Hu et al. have constructed a single-cell atlas for subchondral bones from tibial plateaus with the KOA and found that two novel endothelial cell populations and three osteoblast subtypes have been involved in the development of KOA.^13^ However, it may be insufficient to investigate subchondral bone remodeling without considering chondrocytes. The crosstalk between chondrocytes and subchondral bone cells plays a significant role in cartilage degeneration and subchondral bone remodeling during the progression of KOA.^14,15^ Additionally, as suggested by the histological evaluation of tibial plateaus of KOA patients, the blood vessels may invade the articular cartilage and promote degeneration at the early stage of KOA. Vascular granulation tissue and cartilage-like tissue were found deposited in the subchondral bone, becoming part of the bone remodeling process in late-stage KOA. Therefore, it is imperative to isolate tissues containing both cartilage and subchondral bone for clarifying the pathogenesis of subchondral bone remodeling in KOA through sc-RNA-seq and analysis.

The KOA mouse model has been selected for the sc-RNA-seq in order to mitigate the batch effects produced by waiting for normal control human specimens and minimize the confounding influence of comorbid conditions like diabetes on the subchondral bone microarchitecture of the KOA patients.^16,17^ However, there has been a lack of consensus on a KOA animal model that accurately mirrors the pathology of human disease.^18^ Currently, the majority of KOA animal models have been developed through post-traumatic and chemical injuries, but none has simulated the subchondral bone remodeling in KOA patients. The knee joint serves as a critical weight-bearing joint, and the decline in estrogen levels and the rise in body mass index (BMI) among elder women may initiate pathological alterations in the subchondral bone.^19,20^ Furthermore, postmenopausal women with high BMI have been the most common late-stage KOA patients.^21^ To address these issues, this study has developed a postmenopausal KOA model using bipedal mice, which were chosen to increase the mechanical load on the knee joints. This model was validated using finite element analysis, ensuring that the mechanical load on the knee joint accurately reflects the conditions seen in human KOA patients. Histological analysis at 22 weeks of age confirmed the presence of pronounced KOA phenotypes, including cartilage degeneration and bone changes similar to those observed in KOA patients.

This study presents a novel KOA mouse model characterized by estrogen withdrawal and increased mechanical load on the knee joints. Femoral condyles were isolated from the distal femur for sc-RNA-seq analysis, which allowed for the creation of a single-cell atlas of the femoral condyles in the KOA mouse model. By exploring the cellular heterogeneity and molecular mechanisms underlying the pathogenesis of KOA, the study uncovered important findings. Specifically, it was found that Angptl7+ chondrocytes and Sparc+ osteoblasts play key roles in mediating increased angiogenesis and abnormal bone remodeling, respectively. These findings suggest that targeting these cell populations may offer new therapeutic strategies for the treatment of KOA, providing hope for future advancements in the management of this debilitating disease.

## Results

### Pathological remodeling of subchondral bone in patients with KOA

By following the instructions from the OARSI and ICRS,^22^ tibial plateau samples were collected from patients with primary KOA who underwent knee replacement surgery (Supplementary Table 1, Supplementary Fig. 1). Cylindrical specimens with a diameter of 8 mm were drilled from both the medial and lateral tibial plateaus (Fig. 1a). For KOA patients with varus deformity, H&E (Fig. 1b) and SO&FG (Fig. 1c) staining showed more severe progression of KOA in the medial tissue of the tibial plateau compared with the lateral side. The lateral cartilage tissue showed less damage and even distribution of trabeculae. In contrast, the medial cartilage tissue wore away, and there was a noticeable and regional subchondral bone hyperplasia and sclerosis. Micro-CT examination further proved that the trabecular bone in the medial tibial plateaus of the KOA patients was significantly denser compared with the lateral side (Fig. 1d). Additionally, compared to the subchondral bone microstructure of the lateral tibial plateau, the medial trabeculae have a significantly greater BV/TV (*p* = 0.006), number (*p* = 0.020) and thickness (*p* = 0.0001), and lower separation (*p* = 0.026) and SMI (*p* = 0.021), but reduced bone mineral density (MD = −23.90 Kg/m^2^, *p* = 0.232) (Fig. 1e). This suggests that in KOA, the more severe subchondral bone sclerosis remodeling of the medial tibial plateau is accompanied by insufficient bone mineralization.

**Fig. 1:**
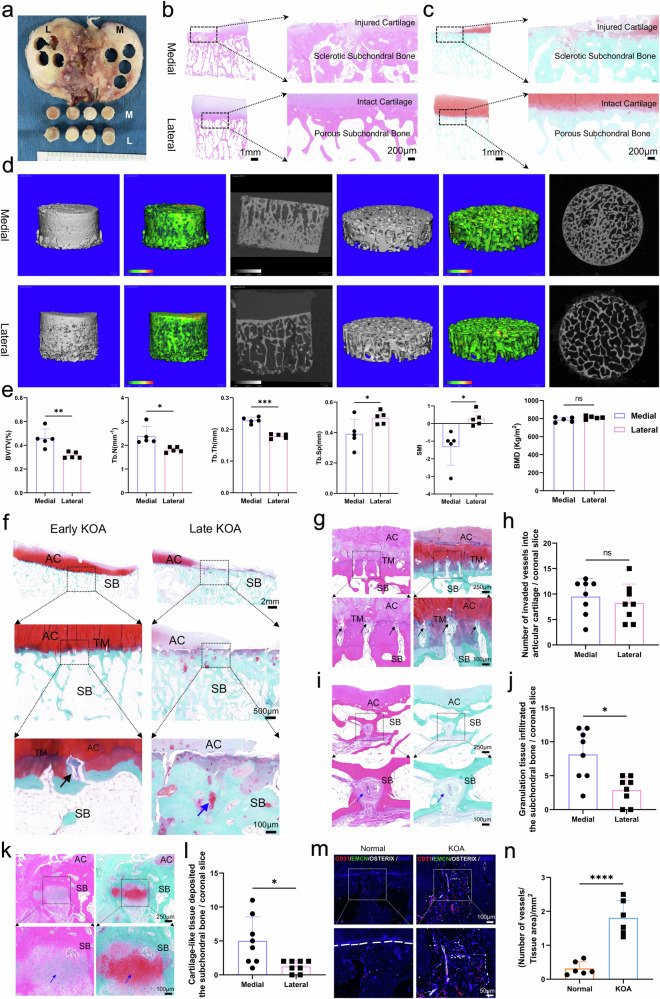
Pathological remodeling of subchondral bone in patients with KOA. **a** Tissue samples were isolated from tibial plateaus with KOA. **b**, **c** Representative sagittal micrographs of H&E (**b**) and SO&FG (**c**) staining for the samples of tibial plateaus with KOA, injured cartilage and subchondral bone lesions were marked. Scale bars = 1 mm, 200 μm. **d** Micro-CT measurement and heatmap of Tb.Th for the samples of tibial plateaus with the KOA. The color scale changes from green to red. The darker the color, the greater the Tb.Th. **e** Quantitative analysis of BV/TV, BMD, Tb.N, Tb.Th, Tb.Sp and SMI (*n* = 5 per group). The BMD of trabeculae on the medial tibial plateau is significantly lower than that on the lateral side. And the parameters measured in the lateral side appeared to be more concentrated compared with the medial side. **f** Representative sagittal micrographs of pathological alterations of tibial plateaus at early and late stage of KOA. Articular cartilage (AC), tidemark (TM), and subchondral bone (SB) are marked. Scale bars = 2 mm, 500 μm, 100 μm. **g** Representative micrographs of vascular invasion from the subchondral bone into articular cartilage. Scale bars = 250 μm, 100 μm. Black arrow indicates the vascular invasion into cartilage. **h** Quantitative analysis of invaded vessels crossing tidemarks in the medial and lateral tibial plateaus (*n* = 8 per group). **i** Representative micrographs of vascular rich granulation tissue infiltrated the subchondral bone with KOA. Scale bars = 250 μm, 100 μm. Scale bars = 100 μm, 50 μm. Blue arrow suggests the granulation tissue deposited in subchondral bone. **j** Quantitative analysis of the number of infiltrated granulation tissue in the medial and lateral subchondral bone (*n* = 8 per group). **k** Representative micrographs of cartilage-like tissue, positively stained with safranin O, deposited in the subchondral bone with KOA. Scale bars = 250 μm, 100 μm. Blue arrow suggests the cartilage-like tissue deposited in subchondral bone. **l** Quantitative analysis of the number of deposited cartilage-like tissue in the medial and lateral subchondral bone (*n* = 8 per group). **m** Representative micrographs of type H vessels (CD31^hi^EMCN^hi^) immune-positively stained with CD31 and EMCN in subchondral bone with KOA. White arrow indicates the type H vessels grown in subchondral bone with KOA. The white dashed line marked the boundary of the subchondral bone in the normal tibial plateau, while that was disrupted and unclear in the KOA group. **n** Quantitative analysis of the density of vessels in the normal and osteoarthritic tibial plateaus (*n* = 8 per group). Data are shown as mean ± SD. *P*-values were determined by paired, two-tailed *t*-test for (**e**, **h**, **j**, **l**) and unpaired, two-tailed *t*-test for (**n**)

Further histological analysis revealed that, in the early stages of KOA, vessels invaded the articular cartilage, and in the later stages, cartilage-like tissue was deposited within the subchondral trabeculae (Fig. 1f). Vascular invasion was accompanied by the destruction of tidemark, thickening of calcified cartilage, and degeneration of hyaline cartilage (Fig. 1g). And the number of vessels invaded into cartilage was not significantly different between medial and lateral tibial plateaus (Fig. 1h). The infiltration of vascular-rich granulation tissue within the trabecular bone (Fig. 1i) along with the deposition of cartilage-like tissue positive for safranin O (Fig. 1k), are important pathological features of subchondral bone remodeling. These phenomena were markedly more prevalent and pronounced in the medial tibial plateaus of individuals with KOA, where the pathological alterations were considerably more severe compared to the lateral side (Fig. 1j, l). Type H vessels, a newly identified subtype of bone vasculature characterized by endothelial cells with high expression of CD31 and EMCN, have been found to be closely associated with osteogenesis.^23^ Through multiple immunofluorescence staining using CD31 and EMCN antibodies, it has been confirmed that Type H vessels are indeed present in the subchondral bone of individuals with KOA (Fig. 1m). Furthermore, the density of these vessels within a given area was significantly higher in the KOA group compared to the normal control group (Fig. 1n). Consequently, it can be inferred that the increased angiogenesis, deposited cartilage-like tissue and the activated bone remodeling processes are markedly joining and promoting the development of KOA disease.

### Postmenopausal KOA model is successfully constructed in bipedal mice

The mouse grouping and experimental setup are shown in Fig. 2a. This study included a total of six groups of mice: MN (male normal mice), MB (male bipedal mice), FN (female normal mice), FB (female bipedal mice), FO (female mice with bilateral ovariectomy), and FBO (female bipedal mice with bilateral ovariectomy). The forelimbs and tails of C57 mice at 3 weeks of age were amputated, with half of the female mice undergoing bilateral ovariectomy at 10 weeks of age. The KOA phenotype was assessed monthly from 10 to 22 weeks of age.

**Fig. 2:**
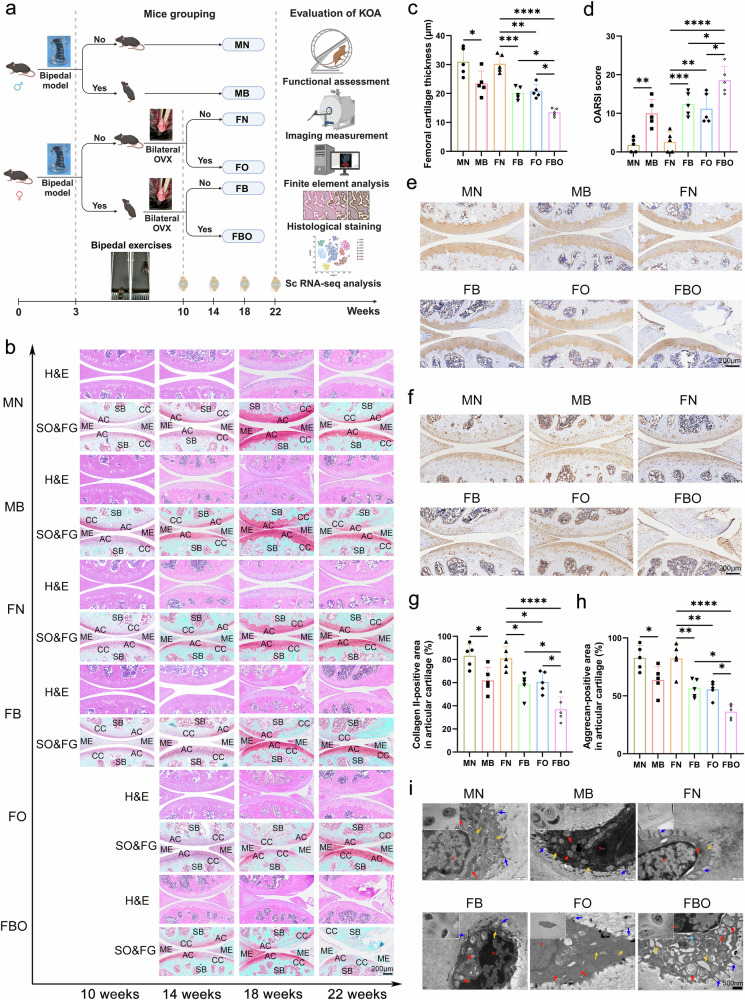
Postmenopausal KOA model was successfully constructed in bipedal mice. **a** A schematic of mice experimental design. This study has included six groups of mice: MN (male normal mice), MB (male bipedal mice), FN (female normal mice), FB (female bipedal mice), FO (female mice with bilateral ovariectomy), and FBO (female bipedal mice with bilateral ovariectomy). The forelimbs and tail of 3-week-old C57 mice were cut off in a sterile environment, and exercise for the bipedal activities was performed on a treadmill with a slow speed. Half of female mice were bilaterally ovariectomized at 10 weeks of age. The phenotype of KOA was evaluated monthly from 10 to 22 weeks of age. **b** Representative micrographs of H&E and SO&FG staining in sagittal sections of the medial sides of knee joints of experimental mice at 10, 14, 18, and 22 weeks of age. Articular cartilage (AC), calcified cartilage (CC), subchondral bone (SB) and meniscus (ME) are marked. Scale bar = 200 μm. **c** Measurement and quantitative analysis of femoral cartilage thickness (*n* = 5 per group). **d** The Osteoarthritis Research Society International score for different animal models (*n* = 5 per group). **e**, **f** Representative micrographs of immunohistochemical staining of Collagen II (**e**) and Aggrecan (**f**) in sagittal sections of the medial sides of the knee joints in the six groups at 22 weeks of age, Scale bar = 200 μm. **g**, **h** Semi-quantitative analysis of immune-positive percentage of Collagen II (**g**) and Aggrecan (**h**) (*n* = 5 per group). **i** Representative TEM images of the chondrocytes in cartilage tissues of knees at 22 weeks of age, Scale bars = 2 μm, 500 nm. Red, orange, cyan and blue arrows indicated the mitochondrial, rough endoplasmic reticulum, perinuclear space, and cell protrusions, respectively. Data are shown as mean ± SD. *P*-values were determined by one-way ANOVA with a Tukey post hoc test for (**c**, **d**, **g**, **h**)

Compared to the other five groups of mice at the ages of 10, 14, and 18 weeks, H&E and SO&FG staining revealed that, in the FBO group, the degenerative changes in articular cartilage had progressively worsened, with cartilage tissue being eroded and deformed by the age of 22 weeks (Fig. 2b). The thickness of femoral cartilage was significantly decreased (Fig. 2c), and the OARSI score was significantly increased (Fig. 2d). The loss of main components of the extracellular matrix (ECM) of chondrocytes in the FBO group mice, including collagen II (Fig. 2e, g) and aggrecan (Fig. 2f, h), was most pronounced at 22 weeks of age. Furthermore, transmission electron microscopy (TEM) observation of cartilage tissue in the FBO group showed damaged chondrocytes with swollen mitochondria, expanded rough endoplasmic reticulum, and widened perinuclear space (Fig. 2i).

There were significant differences in gait between the bipedal mice and normal mice (Fig. 3a), despite the bipedal mice being able to move freely within their cages. Compared with normal mice, the bipedal mice exhibited markedly shortened stride length (Fig. 3b), slower walking speed (Fig. 3c), longer touchdown time (Fig. 3d), but similar walking cycle (Fig. 3e) and gait asymmetry index (Fig. 3f). The imaging examination revealed an obvious decrease in bone strength in the hindlimbs of FBO mice, along with narrowing of the knee joint space, an increased presence of osteophytes, and varus deformity when compared to FN mice (Fig. 3g). In addition, subchondral bone damage with decreased BV/TV, BMD, and Tb.Th, and increased Tb.Sp was found in the FBO mice compared to FN mice (Fig. 3h–k). Taken together, the above findings suggested that the KOA phenotypes were most pronounced in FBO mice at 22 weeks of age.

**Fig. 3:**
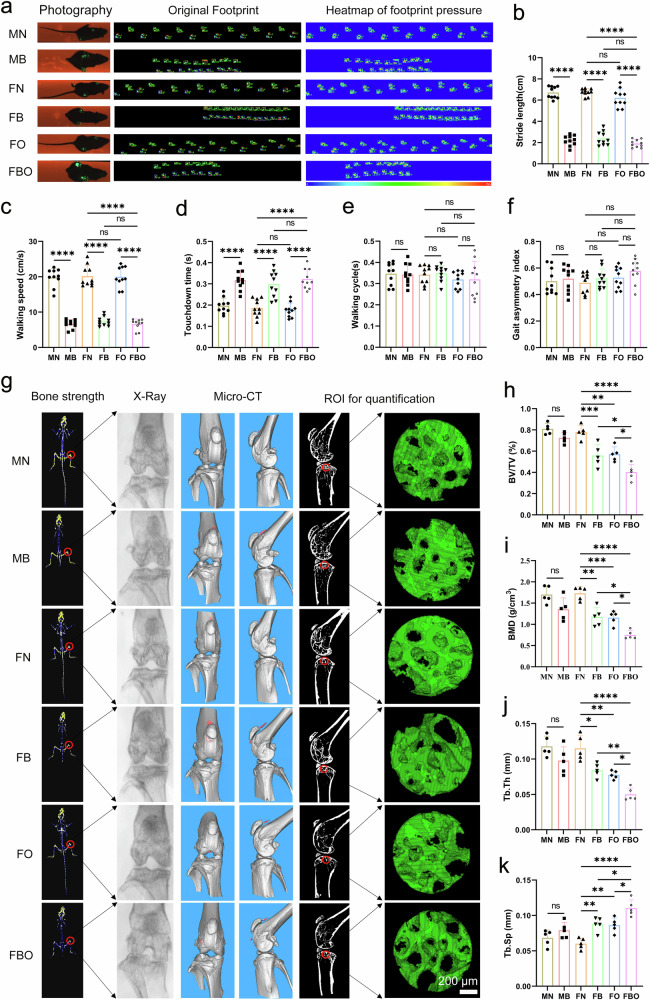
Gait analysis and micro-CT measurement of KOA mice. **a** Results of gait analysis of mice at 22 weeks of age, including the original footprint and heatmap of footprint pressure. **b** Quantitative analysis of stride length (*n* = 5 per group). **c** Quantitative analysis of walking speed (*n* = 5 per group). **d** Quantitative analysis of touchdown time (*n* = 5 per group). **e** Quantitative analysis of walking cycle (*n* = 5 per group). **f** Quantitative analysis of gait asymmetry index (*n* = 5 per group). **g** Representative images of bone strength heatmap and micro-CT images for the 3-dimensional (3D) reconstruction of knee joints at 22 weeks of age. Scale bar = 200 μm. **h** Quantitative analysis of BV/TV (*n* = 5 per group). **i** Quantitative analysis of BMD (*n* = 5 per group). **j** Quantitative analysis of Tb.Th (*n* = 5 per group). **k** Quantitative analysis of Tb.Sp (*n* = 5 per group). Data are shown as mean ± SD. *P*-values were determined by one-way ANOVA with a Tukey post hoc test for (**b**–**f** and **h**–**k**)

### Pathological remodeling of subchondral bone in KOA mice

The BMD and body composition (bone mineral content, fat mass, and lean mass) of the mice in six groups were assessed using the InAlyzer (Fig. 4a). From the age of 14 to 22 weeks, the weight of the bipedal mice was significantly less than that of the normal mice. When they grew to 18 and 22 weeks of age, the weight of the FO mice increased a lot and was significantly higher than that of the FN mice. Furthermore, the weight of the FBO mice increased much more than that of FB mice (Fig. 4b). In addition, the percentage of fat of FO and FBO mice at 22 weeks of age was significantly increased than that of the FN mice (Fig. 4c, d), but the BMD of FO and FBO mice was significantly lower (Fig. 4c, e). The damage to the subchondral bone microstructure of FBO mice was the most pronounced among the six groups (Fig. 4c). The BMD of the knee joint of MN mice was the highest among all groups, and it was significantly lower in FO and FBO mice than that of FN mice (Fig. 4f). That is, compared with normal mice, model mice exhibited a higher proportion of fat deposition surrounding the knee joint and a lower proportion of lean tissue.

**Fig. 4:**
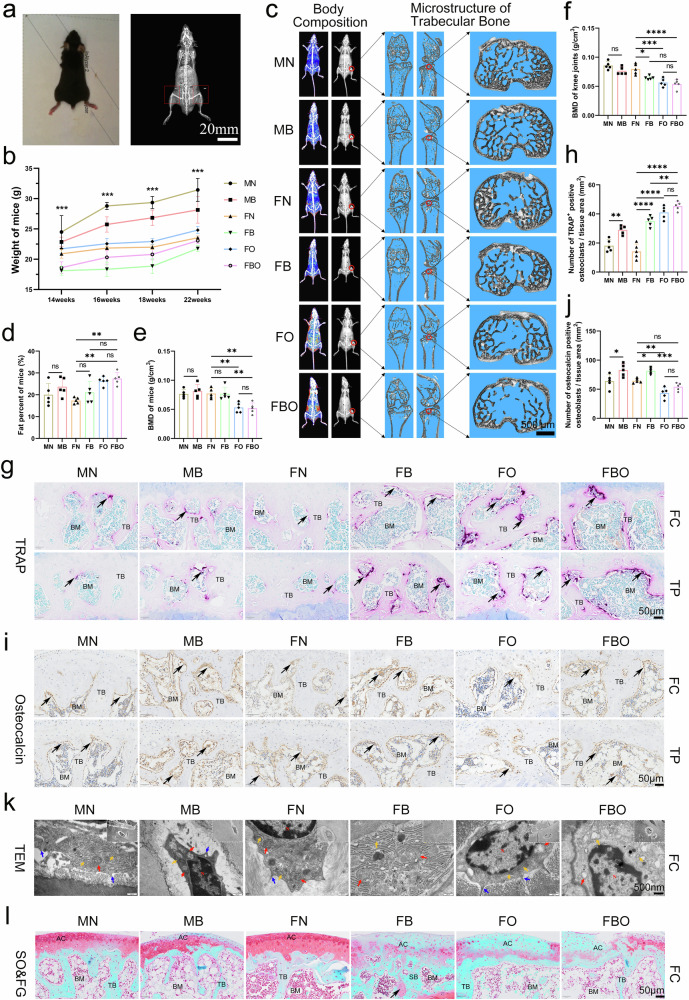
Pathological remodeling of the subchondral bone in the KOA mice. **a** The BMD and body composition (bone mineral content, fat mass, and lean mass) of the mice were measured by Inalyzer (left), and the corresponding X-ray photograph of mice (right). Red box indicated the selected region of interest of knee joints for analysis. Scale bar = 20 mm. **b** Changing trend and quantitative analysis of weights of mice in six groups from 14 to 22 weeks of age (*n* = 5 per group). **c** Representative images of body composition heatmap and microstructure of trabecular bone of mice in six groups at 22 weeks of age. The bone is white, fat is red, blue & green are mixed lean and liquid. Scale bar = 500 μm. **d**, **e** Quantitative analysis of percentage of fat (**d**) and BMD (**e**) of mice in six groups at 22 weeks of age (*n* = 5 per group). **f** Quantitative analysis of the BMD of the knee joints of mice in six groups at 22 weeks of age (*n* = 5 per group). **g**, **h** Representative sagittal micrographs of TRAP staining (**g**) and related semi-quantitative analysis (**h**) in subchondral bone of femoral condyles (FC) and tibial plateaus (TP) of mice in the six groups at 22 weeks of age (*n* = 5 per group). Scale bar = 50 μm. Black arrows indicated the TRAP^+^ osteoclasts. **i**, **j** Representative sagittal micrographs of IHC staining of osteocalcin (**i**) and related semi-quantitative analysis (**j**) in subchondral bone of mice in the six groups at 22 weeks of age (*n* = 5 per group). Scale bar = 50 μm. Black arrows indicated the TRAP^+^ osteoclasts or osteocalcin^+^ osteoblasts. **k** Representative TEM images of osteoblasts in subchondral bone of femoral condyles of mice in the six groups at 22 weeks of age. Scale bars = 2 μm, 500 nm. Red, orange and blue arrows indicated the mitochondrial, rough endoplasmic reticulum, and cell protrusions, respectively. **l** Representative sagittal micrographs of SO&FG staining of femoral condyle (FC) of mice in the six groups at 22 weeks of age, indicating the cartilage degeneration and pathological remodeling of subchondral bones. Articular cartilage (AC), subchondral bone (SB) and bone marrow cavity (BM) were marked. Scale bar = 50 μm. Black arrow indicated the cartilage-like tissue deposited in the subchondral bone. Data are shown as mean ± SD. *P*-values were determined by one-way ANOVA with a Tukey post hoc test for (**b**, **d**, **e**, **f**, **h**, and **j**)

Specifically, the quantity of TRAP^+^ osteoclasts showed a significant increase in the subchondral bone of FB, FO, and FBO mice (Fig. 4g, h). Additionally, the number of osteocalcin^+^ osteoblasts significantly increased in the subchondral bone of FB and FBO mice (Fig. 4i, j). These findings suggest that both subchondral bone resorption and formation were notably activated in FBO mice. Furthermore, observation of osteoblasts in the femoral condyle using TEM showed swollen mitochondria of osteoblasts in MB, FB, and FBO mice, and expanded rough endoplasmic reticulum of osteoblasts in FBO mice, potentially impacting protein synthesis (Fig. 4k). Notably, histological changes similar to the pathological remodeling of subchondral bone in KOA patients were also observed in FB and FBO mice, such as vascular invasion and cartilage-like tissue deposition (Fig. 4l).

### Single-cell transcriptional landscape of femoral condyles in KOA mice

To define cell populations and identify genome-wide gene expression patterns in the development of subchondral bone remodeling and cartilage degeneration. 

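The deposited data are raw UMI counts of 28158 genes per cell for 6 libraries, made with a droplet-based 3' kit, with 1 library per group. The 6 groups are male normal (MN), male bipedal (MB), female normal (FN), female bipedal (FB), ovariectomized female (FO) and ovariectomized bipedal female (FBO) mice. The CD45+ and CD45- cells of each group were mixed 1:1 by the authors, so the share of blood cells in a library is not that of the tissue. Over the cells kept by the filter on genes and mitochondrial counts, total UMIs per library were 53063058 in MN, 51400667 in MB, 52816684 in FN, 75048845 in FB, 77616100 in FO and 72857542 in FBO. Median UMIs per kept cell were 5533 in MN, 4153 in MB, 3789 in FN, 4500.5 in FB, 2179 in FO and 4718 in FBO. The lowest total of a cell was higher in FO than in each of the other libraries. Supplementary Table S5 lists Ensembl as a genome resource, and the paper's text does not name the aligner, the genome build, the annotation release or the step that called cells. The counts were filtered, normalized, integrated and clustered along the lines of the authors' methods, clusters were named from fixed marker genes, and a name such as chondrocyte-like stands for such a cluster. Within a class, the UMIs of a gene were summed over the cells of a library and divided by all UMIs of these cells (CPM). As no group has a second library, no test was made and no p-value is given; a difference between groups cannot be told apart from a difference between their single libraries. Each CPM has an exact Poisson 95% interval, each log2 ratio between 2 libraries an exact conditional binomial one and each share an exact Clopper-Pearson one, and all of them cover counting error only. They are too narrow for differences between cells: when the FN chondrocyte-like cells were divided at random in 2 parts, the interval of the log2 ratio missed 0 for a median of 12.0% of genes over 20 divisions, and for 21.1% of those with at least 100 CPM.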

Ten femoral condyles from hindlimbs of 5 mice in each group at 22 weeks of age were isolated for scRNA-seq using a modified STRT strategy^24^ (Fig. 5a). Femoral condyle used for scRNA-seq was isolated manually at the junction connected the femoral shaft and condyle, to eliminate the influence of chondrocytes distributed in the growth plate (Fig. 5b). A total of 82,083 cells were isolated from femoral condyles in mice of six groups, and 65,491 cells were retained for subsequent analysis after rigorous filtration (Supplementary Table 2). That consisted of 26 clusters (Supplementary Fig. 2a), which were identified as 15 cell types (Fig. 5c), including chondrocytes (CC, 16,378), endothelial cells (EC, 553), osteoblast (OB, 2203), progenitor cells (PC, 5461), reticular cells (RC, 2184), B cells (11,463), T cells (2528), monocytes likes (1193), monocyte-macrophages (4404), dendritic cells (1155), erythrocytes (2929), smooth muscle cells (819), granulocyte-1 (10,657), granulocyte-2 (2821), granulocyte-3 (743) (Supplementary Fig. 2b–d). 

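The deposited matrices hold 82083 cells: 7843 in MN, 9606 in MB, 10806 in FN, 13600 in FB, 27413 in FO and 12815 in FBO. The rule of the methods, more than 250 genes and under 10% mitochondrial counts, kept 80883 of them. By library these were 7753 in MN, 9360 in MB, 10663 in FN, 13438 in FB, 27165 in FO and 12504 in FBO, or 98.9%, 97.4%, 98.7%, 98.8%, 99.1% and 97.6% of the deposited cells, in that order. A stricter filter of at least 500 genes and under 5% mitochondrial counts kept 73904 cells. Which cells make up the 65491 of the study is not marked in the files, so all 80883 were used. The female libraries had 664 to 794 CPM of Xist over all cells, against 1.90 in MN and 0.447 in MB. The Y-linked Ddx3y had 75.7 CPM in MN and 118 in MB, and between 0.0947 and 0.567 in the female libraries.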

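Clustering of the 80883 kept cells gave 40 clusters, of which 31 could be named from the fixed markers and 9 could not. The named classes held 15582 chondrocyte-like, 192 endothelial-like, 1598 osteoblast-like, 4853 progenitor-like and 2661 reticular-like cells. Of the blood classes, 13086 cells were B cell-like, 2757 T cell-like, 5747 monocyte-macrophage-like, 850 dendritic-like and 3685 erythrocyte-like. The class that the study calls monocytes likes had 1177 cells, smooth muscle-like cells numbered 1032, and the 3 granulocyte classes had 14853, 3249 and 957 cells. Another 2376 cells lay in unnamed clusters. Chondrocyte-like cells made up 4.15% (3.72 to 4.62) of the kept cells in MN, 23.7% (22.9 to 24.6) in MB, 17.0% (16.3 to 17.8) in FN, 23.4% (22.7 to 24.1) in FB, 20.6% (20.1 to 21.1) in FO and 19.9% (19.2 to 20.6) in FBO. These shares rest on names rebuilt from markers and on the 1:1 mixing of sorted cells, and are not compared between groups. The share in FBO moved most when the genes of the study's figures were left out of the clustering, an alternative chosen after the data were examined, and was then 12.4%.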

Identity of each cell type was determined based on the expression of previously published specific marker genes (Fig. 5d, e, and Supplementary Fig. 2e). For example, CC was identified for high expression of *Sox9*, *Acan*, and *Col2a1*; EC was defined for high expression of *Pecam1*, *Cldn5*, and *Cdh5*; OB was confirmed for high expression of *Alpl*, *Bglap*, *Col1a1*, and *Ibsp*; PC was identified for high expression of *Cd34*, *Ly6a*, and *Thy1*; RC was defined for high expression of *Adipoq*, *Cxcl14*, and *Gdpd2*. Additionally, the volcano plots of differentially expressed genes in all cell types across the different groups were shown in Supplementary Figs. 3–8.

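A cluster of at least 50 cells took a name only when at least 3 markers of that cell type, and no fewer than were missing, were found in it, each in at least 10% of its cells and at least 1 log2 unit above the other cells. One large cluster led by Angptl7 held 4 chondrocyte and 4 osteoblast markers. Clusters that held enough markers of a second class were otherwise left unnamed, but the pair of chondrocyte and osteoblast was exempt. Without this exemption the cluster would have had no name. The tie was then broken as chondrocyte-like because Angptl7, a marker of a chondrocyte subtype, was among its 10 leading genes. Without Harmony, and with the genes of the study's figures left out of the clustering, the clusters led by Npy and Angptl7, with 5816 and 5778 cells, could not be named, so the chondrocyte-like class lacks them under both settings. When the cells of the chondrocyte-like, osteoblast-like, progenitor-like and endothelial-like clusters were clustered again, some sub-clusters were led by blood cell genes such as S100a8, Cd74 or Hba-a2, or by markers of another of these classes, and were left out. Such a sub-cluster had at least 3 blood cell markers and more of them than of its own class, or at least 10 markers of another class. This rule was set after the data were examined. Only the chondrocyte list has as many as 10 markers, so no sub-cluster could be left out for osteoblast, progenitor or endothelial markers. Left out were 3515 of 19097 chondrocyte-like cells, or 18.4%, with 7.81% in FN, 6.79% in FB, 8.83% in FBO, 8.52% in MN and 12.8% in MB, but 31.2% (30.2 to 32.2) in FO. Of the osteoblast-like cells, 5.90% were left out in FN, 25.6% in FBO and 58.7% in FO. Of the progenitor-like cells, 14.8% were left out in FN, 10.5% in FBO and 50.6% in FO. In FN the left out chondrocyte-like cells had a median of 1005 UMIs, against 4239 in the others, while in FO the medians were 2027 and 2024. The methods name no doublet step and none was applied; scoring against simulated doublets, tried as an alternative, marked 21.7% of the FO cells at the rate set for its 27165 cells.

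**Figure D1:**
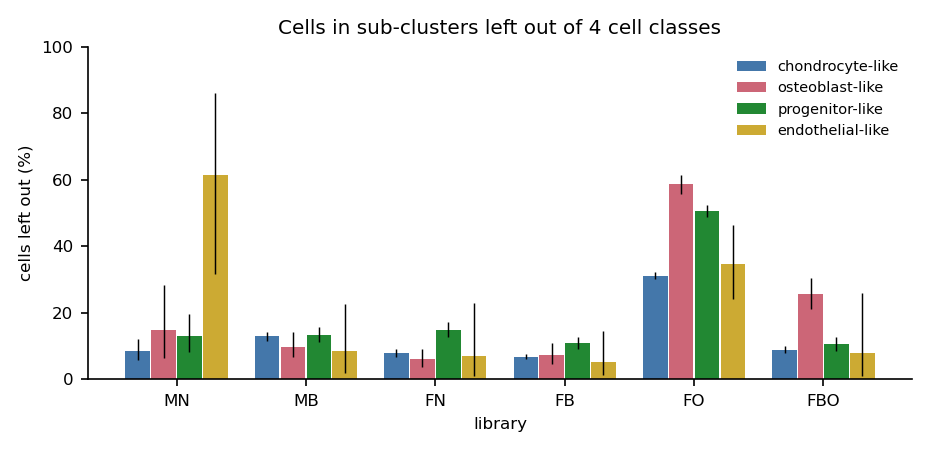
Percent of cells in the named clusters of 4 classes that lay in left out sub-clusters, per library (x axis); lines are exact 95% intervals. FO has the highest share in the chondrocyte-like, osteoblast-like and progenitor-like classes, at 31.2%, 58.7% and 50.6%, and the endothelial-like bar of MN rests on 13 cells.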

**Fig. 5:**
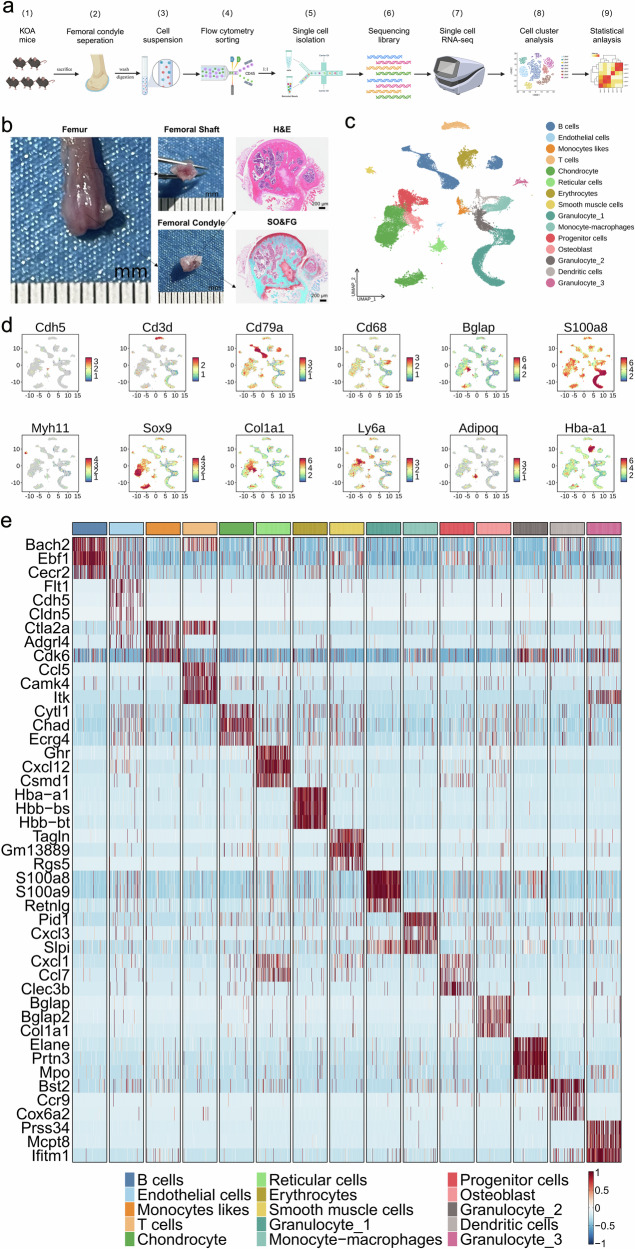
The single-cell landscape of femoral condyles in six groups at 22 weeks of age. **a** Schematic workflow for transcriptomic profiling of the mice femoral condyles with KOA using scRNA-seq. The scRNA-seq data (one sample per group, six groups) were assayed by following the SeekOne protocol, including 5 pairs of knees in each sample. The CD45^+^ cells were selected by flow cytometric sorting, and the CD45^+^ and CD45^−^ cells were mixed in a ratio of 1:1 before the examination. **b** Process of isolation for femoral condyle from femur for scRNA-seq, and representative images of isolated femoral condyles stained with H&E and SO-FG, Scale bar = 200 μm. **c** UMAP plot of single cells profiled in the presenting work colored by cell types. A total of 65,491 cells were isolated from six groups of femoral condyles and divided into 15 cell types. **d** Feature plots showing the expression of key markers in various clusters projected on the UMAP plot. Red indicates high expression and blue indicates low or no expression. **e** Heatmap revealing the scaled expression of the top 3 discriminative genes in each cell cluster defined in (**c**), the color scheme is based on z-scores

### Enhanced mechanical stress accelerates cartilage degeneration

AUCell package was used to score the “response to mechanical stimulus” pathways of CCs and OBs of samples from six groups. In comparison to the FN group, the AUCell scores were significantly higher in the FB and FBO groups, and significantly lower in the FO group (Fig. 6a, b). 

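Piezo1 (ENSMUSG00000014444) was measured in 1818 chondrocyte-like cells with 8831292 UMIs in FN, 3143 with 17083661 in FB, 5590 with 14401905 in FO and 2488 with 12649158 in FBO. Its level in these cells was 471 CPM (457 to 485) in FN, 438 CPM (428 to 448) in FB, 347 CPM (337 to 357) in FO and 555 CPM (542 to 568) in FBO. The log2 ratio to FN was 0.24 (95% interval 0.18 to 0.29) for FBO and -0.44 (-0.50 to -0.38) for FO. For FB it was -0.11 (-0.16 to -0.050), while the median gene of this class had a log2 ratio of -0.19 between FB and FN. Relative to that median, Piezo1 in FB was 0.087 above FN, so its direction in FB depends on the scaling. In osteoblast-like cells the log2 ratio to FN was 0.069 (-0.13 to 0.27) for FB, 0.16 (-0.038 to 0.37) for FBO and -0.44 (-0.66 to -0.23) for FO, from 405 Piezo1 UMIs in FN, 402 in FB, 402 in FBO and 324 in FO. The median gene of this class lay at -0.25 between FO and FN, and Piezo1 in FO at -0.19 relative to it. Between MB and MN, Piezo1 had a log2 ratio of 0.092 (-0.035 to 0.22) in chondrocyte-like and -0.12 (-0.53 to 0.33) in osteoblast-like cells, neither detectable at this depth. The difference between FO and FN in chondrocyte-like cells moved most when free RNA was subtracted, to -0.22. A Piezo1 UMI was found in 69.6% of the chondrocyte-like cells in FN, 76.9% in FB, 48.2% in FO and 76.9% in FBO, at median depths of 4239, 5138, 2024 and 4748 UMIs per cell. With each cell thinned to 1000 UMIs, and 154, 48, 0 and 125 shallower cells left out in that order, these shares were 34.2% (31.9 to 36.5), 34.0% (32.4 to 35.7), 26.7% (25.5 to 27.8) and 37.5% (35.6 to 39.5). In B cell-like cells of the 4 libraries, thinned in the same way from medians of 2254 to 4283 UMIs, the share was 5.65% to 7.76%, far under that of chondrocyte-like cells. In osteoblast-like cells the thinned shares were 32.1% (26.5 to 38.1) in FN, 27.2% (22.0 to 33.0) in FB, 21.5% (17.9 to 25.5) in FO and 26.1% (20.5 to 32.3) in FBO, so that FB and FBO lay below FN, unlike the log2 ratios of CPM, with overlapping intervals.

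**Figure D2:**
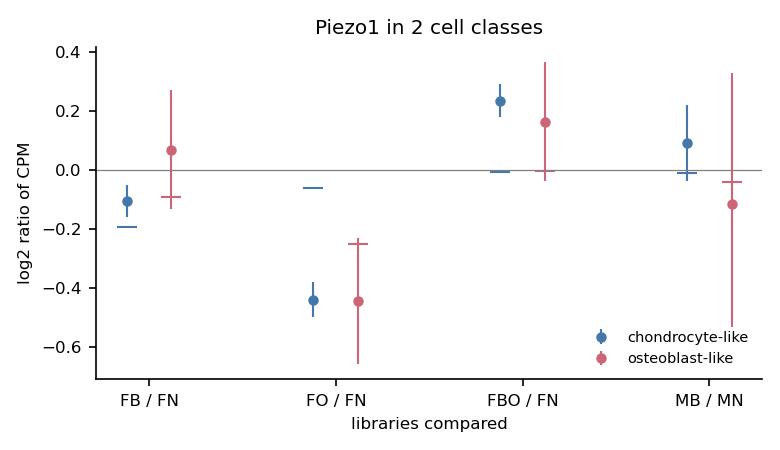
Log2 ratio of Piezo1 CPM (y axis) between pairs of libraries (x axis) in chondrocyte-like and osteoblast-like cells; points are values, vertical lines 95% counting intervals, and short horizontal lines the median gene of the class. In chondrocyte-like cells, FO lies at -0.44 and FBO at 0.24, and FB lies below 0 but above the median gene.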

The changes in expression levels of *Piezo1*, a mechanically-activated ion channel that links mechanical forces to biological signals, exhibited consistent patterns with AUCell scores in both CCs (Fig. 6c) and OBs (Fig. 6e), as confirmed by IHC staining (Fig. 6d, f). Furthermore, the finite element analysis was performed for the mechanical stress distribution on the cartilage surface and subchondral bone based on the constructed three-dimensional models of knee joints of mice in each group (Fig. 6g). Bipedal mice at 18 and 22 weeks of age had higher mechanical stress in cartilage and subchondral bone compared to normal and FO mice, with FBO mice having the highest stress levels (Fig. 6h, i). These findings indicated that the study effectively increased the stress intensity of the knee joint using the bipedal mouse model.

**Fig. 6:**
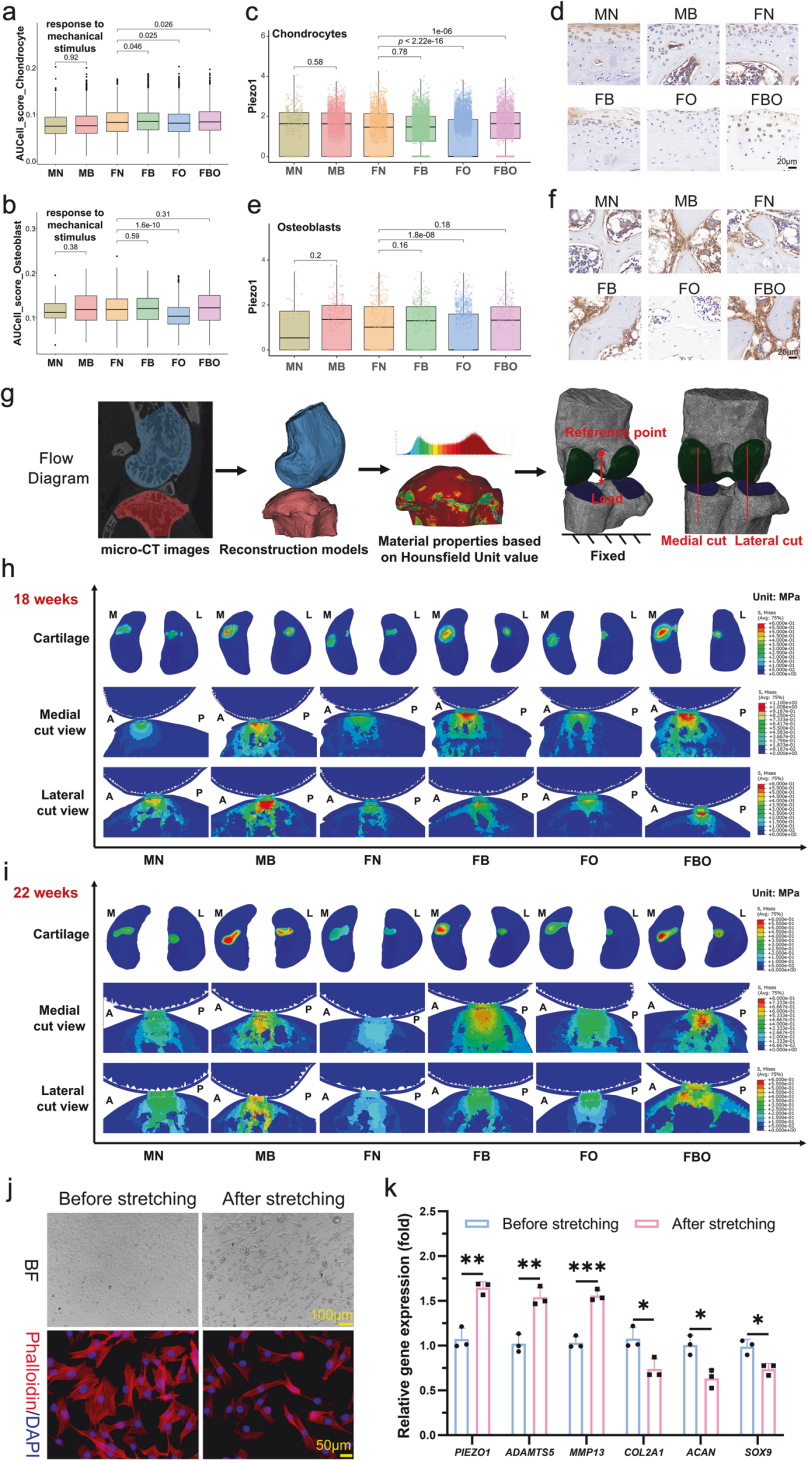
Enhanced mechanical stress accelerated cartilage degeneration. **a**, **b** The box plot represents the scores of chondrocytes (**a**) and osteoblasts (**b**) in each group for “response to mechanical stimulus” pathway in the GO database, scores come from the R package “AUcell”. **c**, **d** The box plot represents the *Piezo1* gene expression of chondrocytes (**c**), and representative images of immunohistochemistry staining of indicated *Piezo1* gene in cartilage tissue (**d**) in each group, Scale bar = 20 μm. **e**, **f** The box plot represents the *Piezo1* gene expression of osteoblasts (**e**), and representative images of immunohistochemistry staining of indicated *Piezo1* gene in subchondral bone (**f**) in each group, Scale bar = 20 μm. **g** Schematic representation of the workflow followed for Finite Element Analysis (FEA) of the models reconstructed from DICOM data of knees measured by micro-CT. **h**, **i** Heatmap of stress distribution (MPa) on cartilage surface and subchondral bone of knee joints in six groups at 18 (**h**) and 22 (**i**) weeks of age. The stress distribution is mainly concentrated on the medial side of the knee joints, and the stress intensity in bipedal mice was significantly higher than that in normal and FO mice. **j** Representative images of chondrocytes in bright field or staining with phalloidin (red) to present the cytoskeleton changes of chondrocytes before and after stretching for 24 h, Scale bars = 100 μm, 50 μm. **k** Expression level of genes related to mechanical stress and cartilage degeneration, including *PIEZO1*, *ADAMTS5*, *MMP13*, *COL2A1*, *ACAN* and *SOX9*, of chondrocytes before and after stretching for 24 h. Data are shown as mean ± SD, *n* = 3 per group. *P*-values were determined by unpaired, two-tailed *t*-test

In order to further explore the effect of mechanical stress on CCs, this study constructs an in vitro CC stress stimulation model using the IonOptix C-Pace EM stretch system. After 24 h of stretching, it was observed that CCs exhibited a notable elongation and narrowing of their shape and skeletal structure (Fig. 6j). Moreover, the expression levels of *PIEZO1* gene and ECM-degrading metalloproteinases such as *ADAMTS5* and *MMP13* of CCs significantly increased after stretching, while the expression levels of ECM synthesis-related genes such as *COL2A1*, *ACAN* and *SOX9* significantly decreased (Fig. 6k). The aforementioned findings suggest that enhanced mechanical stress may contribute to cartilage degeneration by reducing ECM synthesis.

### Aggravated chondrocyte damage, vessel invasion and subchondral bone remodeling in the KOA mice

The FB mice have shown increased osteoclast differentiation and inhibited BMP signaling compared with the FN mice, while the MB mice showed an opposite trend compared with the MN mice (Supplementary Figs. 9–11). This could explain why the KOA phenotype of FB mice progressed more rapidly than that of MB mice during the same observation period. 

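The panels of Supplementary Figs. 9 to 11 name 6 genes, of which 5 were drawn for both sexes, which gives 11 comparisons of a bipedal with a normal group, and 10 of the 11 log2 ratios had the sign drawn by the study. Camp (ENSMUSG00000038357), drawn for osteoblasts, had 226 UMIs in the osteoblast-like cells of FN, 372 in FB, 112 in MN and 431 in MB. Its log2 ratio was 0.80 (95% interval 0.56 to 1.04) for FB against FN and -0.93 (-1.23 to -0.61) for MB against MN. Whether the sexes differ in this change was not tested, as each ratio compares 2 single libraries. Camp is a granulocyte gene, and moved alike in B cell-like cells, by 0.74 (0.65 to 0.83) in females and -1.14 (-1.22 to -1.07) in males, but the other way in smooth muscle-like cells, by -0.78 (-1.08 to -0.48) and 0.75 (0.38 to 1.13). In granulocyte-1-like cells themselves it had log2 ratios of 0.44 and 0.0014. Ngp, another granulocyte gene, had log2 ratios of 0.073 and -1.09 in the osteoblast-like cells. The paper states more osteoclast differentiation and less BMP signaling in bipedal than in normal females, with the reverse in males, and proposes this as a reason for the faster course in FB mice.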

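Fig. 7d draws 12 genes for chondrocytes, 9 of them as higher and 3 as lower in FBO than in FN, and all 12 log2 ratios in chondrocyte-like cells had the sign drawn. The largest increase was that of Apoe (ENSMUSG00000002985), with 2456 UMIs in FN and 5275 in FBO and a log2 ratio of 0.58 (95% interval 0.52 to 0.65). Next came Enpp2 (ENSMUSG00000022425) at 0.51 (0.43 to 0.60) and Chadl (ENSMUSG00000063765) at 0.47 (0.35 to 0.59). The other increases drawn, of S100a1, Gas1, Txnip, Rpl11, Thbs1 and Ccn1, lay between 0.20 and 0.35. The 3 genes drawn as lower were Tnfaip3 (ENSMUSG00000019850) at -0.85 (-1.04 to -0.66), Nfe2l1 (ENSMUSG00000038615) at -0.57 (-0.67 to -0.46) and Nfe2l2 (ENSMUSG00000015839) at -0.52 (-0.63 to -0.40). With each ratio turned in the direction drawn, the median was 0.41, above that of all 10000 random lists of matched genes; the study picked the list from these libraries, so this is not independent evidence. The median gene of the class had a log2 ratio of -0.0070. Txnip moved most between settings, to 0.54 without Harmony, where Thbs1 stood at 0.075.

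**Figure D3:**
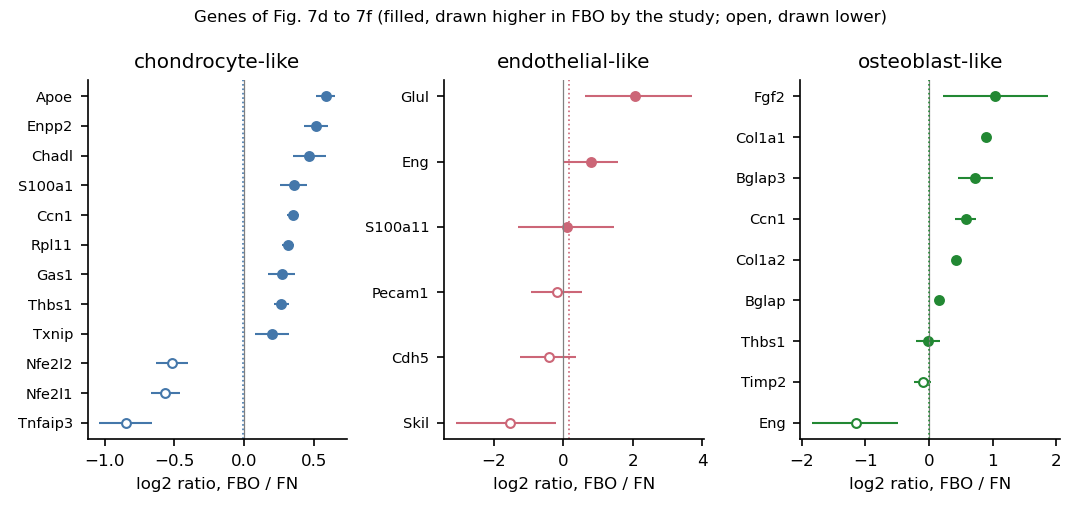
Log2 ratio of CPM between FBO and FN (x axes, with their own ranges) for the genes of Fig. 7d in chondrocyte-like, Fig. 7e in endothelial-like and Fig. 7f in osteoblast-like cells; filled points were drawn as higher in FBO by the study, open points as lower, lines are 95% counting intervals and dotted lines the median gene. Intervals are widest in the endothelial-like cells, where 3 of the 6 drawn include 0; Bmp2 has too few UMIs there for a ratio.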

Compared to FN mice, alterations of gene expression of CCs in FBO mice were significantly related to oxidative stress, angiogenesis, senescence, and ECM dysregulation (Fig. 7a, d). 

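The endothelial-like class had 27 cells with 64447 UMIs in FN and 23 cells with 41066 UMIs in FBO, and its median gene had a log2 ratio of 0.16. Of the 7 genes of Fig. 7e, Bmp2 (ENSMUSG00000027358) had 1 UMI in FN and 3 in FBO, too few for a ratio, and the other 6 had a log2 ratio of the sign drawn by the study. The intervals left out 0 for Glul (ENSMUSG00000026473), with 6 UMIs in FN and 16 in FBO at 2.07 (0.64 to 3.71), for Skil (ENSMUSG00000027660), with 27 and 6 UMIs at -1.52 (-3.09 to -0.21), and for Eng (ENSMUSG00000026814), with 29 and 32 UMIs at 0.79 (0.021 to 1.57). The other 3 differences were not detectable at this depth: Pecam1 (ENSMUSG00000020717) at -0.17 (-0.93 to 0.55), Cdh5 (ENSMUSG00000031871) at -0.42 (-1.24 to 0.36) and S100a11 (ENSMUSG00000027907) at 0.12 (-1.29 to 1.46). Relative to the median gene, the ratio of S100a11 was -0.045. The median of the list, turned in the direction drawn and with Bmp2 counted in, lay at percentile 97.1 of the matched random lists. Without Harmony, 4 of the 7 had the sign drawn, and at a cluster resolution of 0.4 no cluster was endothelial-like. Over the 6 libraries, 82 of the 192 endothelial-like cells lay in a sub-cluster led by Pde3a and Gpx3, in which 6 markers of another class and no endothelial marker stood above the rest of the class. This sub-cluster was kept, since leaving it out needed at least 10 markers of another class.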

Changes in the gene expression of the ECs in the FBO mice regulated abnormal vascular proliferation and pathological remodeling of the subchondral bone (Fig. 7b, e). Altered gene expression of the OBs in the FBO mice has enhanced osteoblast development, angiogenesis, and ECM degradation (Fig. 7c, f). Among these, the expression level of aging-related gene *Rpl11* was significantly increased in the CCs of FBO group compared with that in the FN group (Fig. 7g). 

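In osteoblast-like cells, with 303 cells and 1196131 UMIs in FN and 265 cells and 1059287 UMIs in FBO, 8 of the 9 genes of Fig. 7f had a log2 ratio of the sign drawn. Fgf2 (ENSMUSG00000037225), with 21 UMIs in FN and 38 in FBO, stood at 1.03 (0.23 to 1.87), Bglap3 (ENSMUSG00000074489) at 0.72 (0.45 to 1.002) and Ccn1 (ENSMUSG00000028195) at 0.57 (0.40 to 0.74). Col1a2 (ENSMUSG00000029661) at 0.43 (0.39 to 0.46) and Bglap (ENSMUSG00000074483) at 0.16 (0.12 to 0.19) changed less, and both are markers of the naming. Eng (ENSMUSG00000026814), drawn as lower, had 70 UMIs in FN and 28 in FBO and a log2 ratio of -1.15 (-1.83 to -0.50). Thbs1 (ENSMUSG00000040152), drawn as higher, had a log2 ratio of -0.016 (-0.21 to 0.18), a difference that was not detectable at this depth. It rose to 0.54 when each cell had equal weight. Col1a1 and Timp2 complete the list, whose median, turned in the direction drawn, was 0.57, above that of all matched random lists drawn for this class. The paper states that the altered genes of chondrocytes in FBO mice relate to oxidative stress, angiogenesis, senescence and ECM dysregulation, and that those of osteoblasts enhance osteoblast development, angiogenesis and ECM degradation.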

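Rpl11 (ENSMUSG00000059291) had 6733 UMIs in the chondrocyte-like cells of FN and 11995 in those of FBO, or 762 CPM (744 to 781) against 948 CPM (931 to 965), a log2 ratio of 0.31 (95% interval 0.27 to 0.36). The gene encodes a ribosomal protein, and 72 of the 81 ribosomal protein genes with at least 10 CPM were higher in FBO in these cells, with a median log2 ratio of 0.20; Rpl11 ranked 7 among them. Against FN, Rpl11 in chondrocyte-like cells was also higher in FB, at 0.51, and in FO, at 0.80, both more than in FBO. In other cell classes the log2 ratio of Rpl11 between FBO and FN was 0.33 (0.30 to 0.36) in B cell-like, 0.31 (0.23 to 0.39) in T cell-like, 0.33 (0.26 to 0.39) in progenitor-like and 0.12 (0.070 to 0.16) in granulocyte-1-like cells.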

And so was *Thbs1*, a gene associated with the dysregulation of ECM (Fig. 7h). 

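Thbs1 (ENSMUSG00000040152) was at 480.5 CPM (466 to 495) in the chondrocyte-like cells of FN, from 4243 UMIs, and at 578 CPM (564 to 591) in FBO, from 7307 UMIs. Its log2 ratio was 0.27 (95% interval 0.21 to 0.32), and 0.12 when the Angptl7-led sub-cluster was left out, an alternative chosen after the data were examined.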

Angiogenic gene *Ccn1* was upregulated in CCs of FBO mice than that of FN mice (Fig. 7i). 

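In chondrocyte-like cells, Ccn1 (ENSMUSG00000028195) had 6996 UMIs in FN, or 792 CPM (774 to 811), and 12764 in FBO, or 1009 CPM (992 to 1027). The log2 ratio was 0.35 (95% interval 0.31 to 0.39), and kept its sign in all 12 alternatives, with values from 0.29 to 0.37.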

The expression level of *Col1a1*, relevant to OB differentiation, was significantly increased in the OBs of FBO group compared with that in the FN group (Fig. 7j). 

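The osteoblast-like cells had 12780 UMIs of Col1a1 (ENSMUSG00000001506) in FN, or 10684 CPM (10500 to 10871), and 20966 in FBO, or 19793 CPM (19526 to 20062), a log2 ratio of 0.89 (95% interval 0.86 to 0.92). Col1a1 is also a marker by which these clusters were named; with the genes of the study's figures left out of the clustering, the log2 ratio was 0.92. It was highest, at 1.54, with simulated doublets removed.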

*Timp2*, a gene inhibited the expression level of matrix metalloproteinase, was significantly downregulated in the OBs of FBO mice compared with that of FN mice (Fig. 7k).

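Timp2 (ENSMUSG00000017466) had 1041 UMIs in the osteoblast-like cells of FN and 861 in FBO, or 870.3 CPM (818 to 925) against 813 CPM (759 to 869). The log2 ratio of -0.10 (95% interval -0.23 to 0.033) includes 0 in its interval, so the difference was not detectable at this depth. Under the alternatives it lay between -0.42, without Harmony, and -0.041, with cells classed by their own marker UMIs.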

**Fig. 7:**
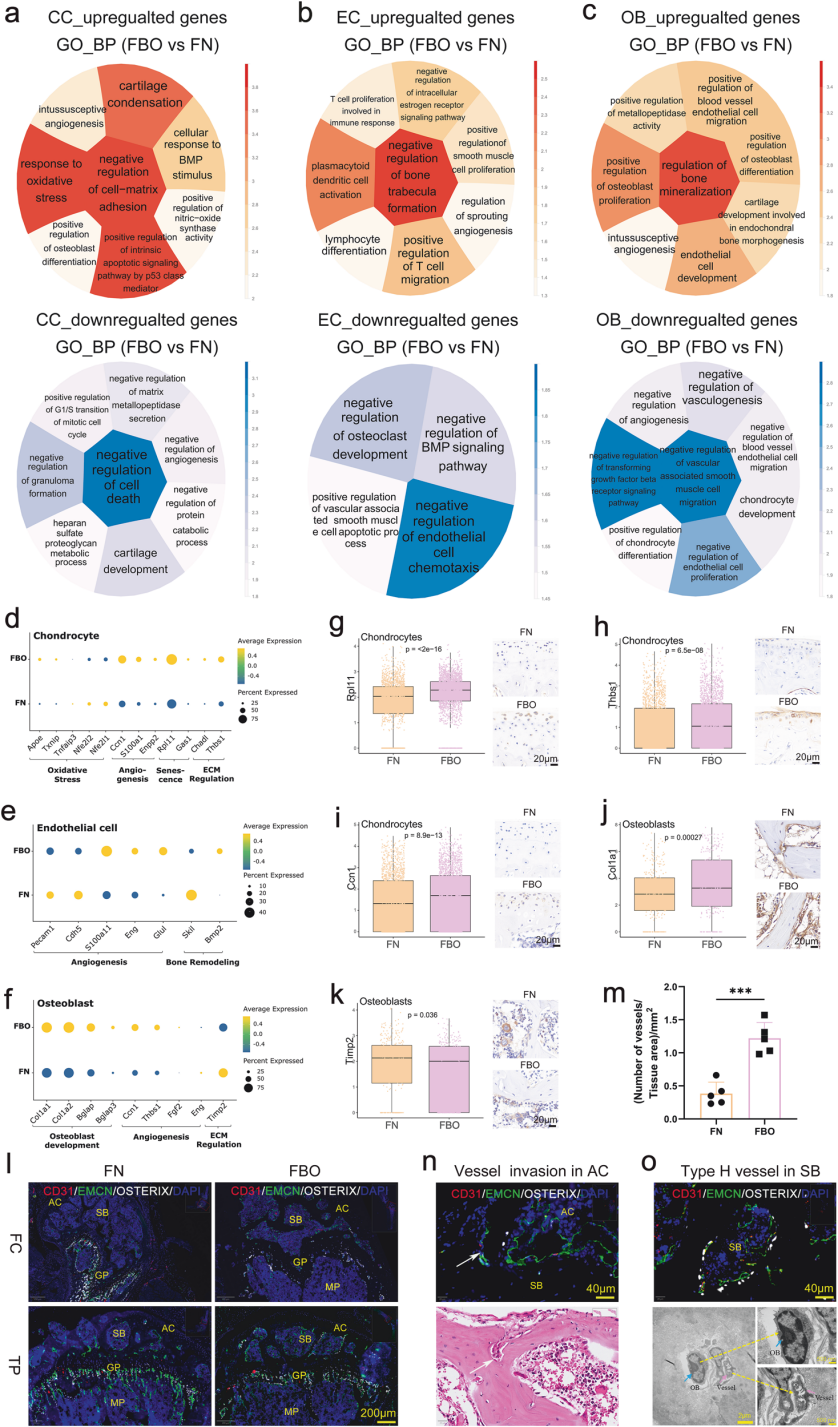
Chondrocyte damage, vessel invasion and subchondral bone remodeling was aggravated in the KOA mice. **a**–**c** The circle enrichment plot shows the GO database results of group FBO compared with group FN in chondrocytes (**a**), endothelial cells (**b**) and osteoblasts (**c**). The deeper the color or the bigger the size is, the −log_10_(*p*-value) is greater, indicating a more significant difference. Red (YlOrRd) circle plot indicated the up-regulation function of group FBO relative to group FN (left), and the blue (PuBu) circle plot indicated the down-regulation function (right). **d**–**f** Dot plots indicated differentially expressed genes of chondrocytes (**d**), endothelial cells (**e**) and osteoblasts (**f**) between the FBO and FN groups. Presented genes are derived from the results of interest in the enrichment analysis and mostly refer to degeneration of chondrocytes, angiogenesis and remodeling of subchondral bone. **g** The box plot represents the *Rpl11* gene expression of chondrocytes related to the “senescence” pathway in (**d**). **h** The box plot represents the *Thbs1* gene expression of chondrocytes related to the “ECM regulation” pathway in (**d**). **i** The box plot represents the *Ccn1* gene expression of chondrocytes related to the “angiogenesis” pathway in (**d**). **j** The box plot represents the *Col1a1* gene expression of osteoblasts related to the “osteoblast development” pathway in (**f**). **k** The box plot represents the *Timp2* gene expression of osteoblasts related to the “ECM regulation” pathway in (**f**). All referred genes were confirmed in vivo by IHC staining, Scale bar = 20 μm. **l** Representative images of multi-immunofluorescence staining for type H vessels (CD31^hi^EMCN^hi^) grown in femoral condyles (FC) and tibial plateaus (TP) of FN and FBO mice. Articular cartilage (AC), subchondral bone (SB), growth plate (GP), and metaphysis (MP) were marked. *Osterix*^+^ progenitor cells (white) distributed a lot in the growth plate of FN mice, while it significantly decreased in FBO mice. And vessels highly expressed CD31 (red) and EMCN (green), even *osterix*^+^ progenitor cells (white) appeal around it, grown more in the subchondral bone of FBO mice than FN. Scale bar = 200 μm. **m** Quantitative analysis of the density of vessels in the subchondral bone of knees from the FN and FBO mice. Data are shown as mean ± SD, *n* = 5 per group. *P*-values were determined by unpaired, two-tailed *t*-test. **n** Representative images of multi-immunofluorescence and H&E staining for CD31^hi^EMCN^hi^ vessels (white arrow indicated) invaded into articular cartilage of FBO mice. Scale bar = 40 μm. **o** Representative images of multi-immunofluorescence staining for type H vessels grown in SB of FBO mice. Scale bar = 40 μm. And representative TEM images of osteoblast grown around the vessel. Scale bars = 2 μm, 500 nm

The potential results concerning the alterations in gene expression in the CCs, ECs, and OBs in the FBO sample were validated. It was found that the blood vessels have significantly proliferated in the subchondral bone (Fig. 7l, m), while *Osterix*^+^ osteoprogenitor cells and blood vessels were obviously reduced in the growth plate of the FBO mice compared with the FN mice. Further observation revealed that the blood vessels have invaded the articular cartilage of the FBO mice (Fig. 7n). And CD31^hi^ EMCN^hi^ H-type vessels, recruiting *Osterix*^+^ osteoprogenitor cells, have grown in the subchondral bone of the FBO mice, which was closely coupled with osteogenesis (Fig. 7o). In addition, the expression of TRAP (Fig. 4g, h) in the subchondral bone of the FBO mice was significantly increased compared with the FN mice, which indicated the pathological remodeling of subchondral bones.

### *Angptl7*^+^ chondrocytes promote angiogenesis through the FGF2-FGFR2 signaling pathway in the KOA mice

Six sub cell types of 16,378 chondrocytes of six samples were visualized by a UMAP plot (Supplementary Fig. 16a), including angiogenic chondrocytes-1 (AngC-1, 6263), angiogenic chondrocytes-2 (AngC-2, 4800), prehypertrophic chondrocytes (preHTC, 2651), aging chondrocytes (AgeC, 1362), osteogenic chondrocytes (OstC, 939), inflammatory chondrocytes (InfC, 363) (Fig. 8a, Supplementary Fig. 16b, c). 

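Re-clustering of the chondrocyte-like cells at a resolution of 0.2 left 5 sub-clusters after those led by blood cell genes were taken out, the smallest with 38 cells. Among the 15582 cells of the 6 libraries together, a sub-cluster led by Msmp, Krt17 and Prg4 held 6047 cells, or 38.8% (38.0 to 39.6), and is called Prg4-led here; Prg4 was a marker fixed for AngC-2, but too few markers of any subtype were found for a name. A second one, led by Angptl7, held 4774, or 30.6% (29.9 to 31.4). Angptl7 is the gene that the study gives to AngC-2, but 3 of the markers fixed for OstC, Col1a1 among them, were also found there, so this sub-cluster stands in for AngC-2 by its leading gene only. Another sub-cluster, with 6 markers of preHTC such as Col9a1 and Matn3, held 4632, or 29.7% (29.0 to 30.5). Of these cells, 53.4% came from FO. A small sub-cluster of 91 cells had 5 markers of InfC, and 64.8% of its cells came from FO; of the smallest, 36 of 38 cells did. No sub-cluster could be named AngC-1 or AgeC. Sizes are given over all libraries, and shares are not read as differences between groups, but the mix differed between the single libraries. Prg4-led cells made up 35.8% of the chondrocyte-like cells in FN and 55.6% in FB, and Angptl7-led cells 41.9% and 23.8%. For preHTC-like cells the share was 22.0% in FN and 44.3% in FO. A log2 ratio over all chondrocyte-like cells can therefore reflect this mix as well as a change within cells. Under each alternative, the sub-cluster of at least 100 cells in which Angptl7 stood highest was taken for the Angptl7-led one. Without Harmony these were 1692 cells led by Nrgn, only 38 of them among the 4774, of which 4002 now lay in unnamed clusters. With the genes of the study's figures left out of the clustering they were 148 cells led by the stress gene Dnajb1, 9 of them shared, while 3799 of the 4774 were unnamed. Under these 2 settings, values for the Angptl7-led sub-cluster therefore describe other cells. At a sub-cluster resolution of 0.4, the Prg4-led share was 18.6%, and the Angptl7-led share 19.2%.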

Based on the GO enrichment analysis of genes highly expressed in each subtype of CCs (Fig. 8b, Supplementary Fig. 16d–i), it was found that both AngC-1 and AngC-2 had the function of promoting angiogenesis (Supplementary Fig. 16d, e), and highly expressed *Smoc2* and *Angptl7*, respectively; PreHTC highly expressed *Col9a3*, which was closely related to CCs hypertrophy (Supplementary Fig. 16f); AgeC highly expressed *Apoe*, that was closely associated with senescence (Supplementary Fig. 16g); OstC highly expressed *Col1a1* and other related genes, that was closely coupled with osteoblast differentiation and bone development (Supplementary Fig. 16h); InfC highly expressed *Ccl2*, which was closely correlated with inflammation (Supplementary Fig. 16i). The number and position of six subpopulations of CCs in the femoral condyle of FBO mice were presented through multiplex IF staining of marker genes (Fig. 8c).

**Fig. 8:**
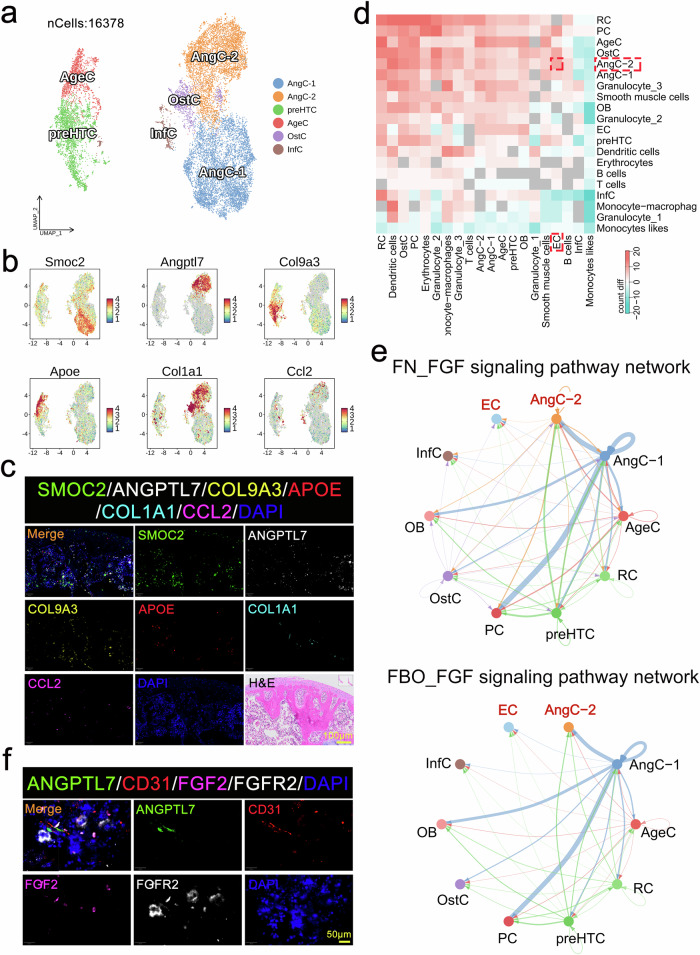
*Angptl7*^+^ chondrocytes promoted angiogenesis through the FGF2-FGFR2 signaling pathway in the KOA mice. **a** Six sub cell types of 16,378 chondrocytes were visualized by a UMAP plot, including angiogenic chondrocytes-1 (AngC-1, 6263), angiogenic chondrocytes-2 (AngC-2, 4800), prehypertrophic chondrocytes (preHTC, 2651), aging chondrocytes (AgeC, 1362), osteogenic chondrocytes (OstC, 939), inflammatory chondrocytes (InfC, 363). **b** Expression patterns of selected markers projected on the UMAP plot. Red color indicated high expression and blue color indicated low or no expression, one marker for each sub cell type of chondrocytes was shown. **c** Representative images of immunofluorescence and H&E staining for marking the location and expression of six subtypes of chondrocytes in a FBO sample. Scale bar = 50 μm. **d** The heatmap shows the number of interactions in FBO group and FN group among each cell sub cell types. Red indicates a higher number of interactions in group FBO; blue indicates a higher number of interactions in group FN. **e** Circle plot showing the inferred FGF signaling networks in FN and FBO datasets. Edge line thickness indicated the interaction strength of FGF signaling between different cell types. The interaction between AngC-2 and EC was significantly improved through FGF signaling pathway in FBO sample. **f** Representative images of multi-immunofluorescence staining for the interaction between AngC-2 and EC through the FGF2-FGFR2 signaling pathway in the FBO sample. Scale bar = 50 μm

It was likely that AngC-2 is involved in the abnormal proliferation of vessels in the subchondral bone of FBO mice, rather than AngC-1 (Supplementary Fig. 17a–d). 

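Supplementary Fig. 17f draws 21 genes in AngC-2 cells, and 20 of them had a log2 ratio of the sign drawn in the Angptl7-led cells, 762 with 3225686 UMIs in FN and 888 with 4098096 UMIs in FBO. Of those drawn as higher, Cebpb (ENSMUSG00000056501) rose most, from 672 to 2139 UMIs with a log2 ratio of 1.33 (95% interval 1.199 to 1.45). Thbs1 (ENSMUSG00000040152) stood at 0.54 (0.45 to 0.63), Ecrg4 (ENSMUSG00000026051) at 0.50 (0.47 to 0.53) and Ubb (ENSMUSG00000019505) at 0.50 (0.42 to 0.58). Rpl11 (ENSMUSG00000059291) was at 0.40 (0.33 to 0.48), S100a10 (ENSMUSG00000041959) at 0.36 (0.30 to 0.43) and Cst3 (ENSMUSG00000027447) at 0.26 (0.24 to 0.28). Of those drawn as lower, Hk2 (ENSMUSG00000000628) was at -0.91 (-0.998 to -0.83), Bmp2 (ENSMUSG00000027358) at -0.59 (-0.67 to -0.52), Nfkb1 (ENSMUSG00000028163) at -0.37 (-0.45 to -0.28) and Fn1 (ENSMUSG00000026193) at -0.27 (-0.30 to -0.24). The largest decrease was that of Cdk8 (ENSMUSG00000029635), from 5534 to 2235 UMIs, or 1716 CPM (1671 to 1761) to 545 CPM (523 to 568), a log2 ratio of -1.65 (-1.72 to -1.58). Cdk8 was lower in FBO than in FN in all 11 classes compared, among them B cell-like cells at -1.98 (-2.02 to -1.93) and granulocyte-1-like cells at -2.22 (-2.28 to -2.15).

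**Figure D4:**
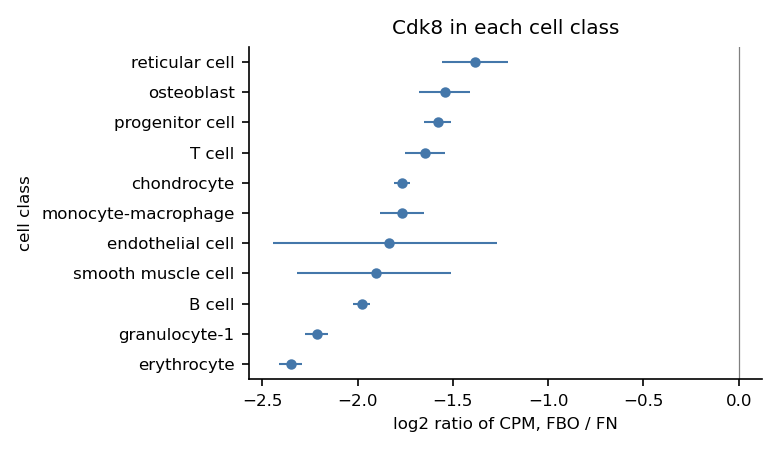
Log2 ratio of Cdk8 CPM between FBO and FN (x axis) in each cell class (y axis); points are values and lines 95% counting intervals. The values lie between -2.35 in erythrocyte-like and -1.38 in reticular-like cells.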

Compared with the FN sample, the expression of *Cebpb*, *Cst3*, *Ecrg4*, *Thbs1*, *Ubb*, *Rpl11*, and *S100a10* in AngC-2 cells of the FBO sample was significantly upregulated, while the expression of *Cdk8*, *Hk2*, *Fn1*, *Bmp2*, and *Nfkb1* was significantly downregulated (Supplementary Fig. 17f). Cell interaction analysis revealed that the interaction between AngC-2 and ECs in the FBO mice was obviously enhanced compared with that in the FN mice (Fig. 8d). And pathway screening reveals that AngC-2 may enhance its regulatory effects on ECs through the FGF signaling pathway (Fig. 8e and Supplementary Fig. 18). Further analysis found that AngC-2 in the FBO mice was believed to interact with ECs through the FGF2-FGFR2 ligand-receptor pair, which was also observed by multiplex IF staining (Fig. 8f and Supplementary Fig. 19).

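The ligand Fgf2 (ENSMUSG00000037225) had 321 UMIs in the Angptl7-led cells of FN, or 99.5 CPM (88.9 to 111), and 455 in FBO, or 111 CPM (101 to 122). Its log2 ratio of 0.16 (95% interval -0.051 to 0.37) was not detectable at this depth, and under the alternatives it ranged from -0.20, without Harmony, to 1.07, with the genes of the study's figures left out of the clustering, both for sub-clusters that share few cells with this one. The Prg4-led cells had a higher level of Fgf2, 446 CPM in FN and 445 CPM in FBO. The receptor Fgfr2 (ENSMUSG00000030849) had 13 UMIs in the 27 endothelial-like cells of FN and 4 in the 23 of FBO, a log2 ratio of -1.05 (-3.12 to 0.64). Fgfr1 (ENSMUSG00000031565) had 32 and 12 UMIs there, a log2 ratio of -0.76 (-1.86 to 0.23). In FN, Fgfr2 stood at 202 CPM (107 to 345) in endothelial-like cells. It was at 264 CPM in Angptl7-led, 241 in Prg4-led, 400 in osteoblast-like and 216 in progenitor-like cells, so it was not higher in the endothelial-like class. That class also held a sub-cluster without endothelial markers above the rest, so these UMIs may not all be of endothelial cells. Neither receptor's difference was detectable at this depth, and the probabilities of the authors' interaction analysis were not computed. From that analysis and the staining, the paper proposes that AngC-2 acts on endothelial cells in FBO mice through FGF2 and FGFR2.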

To further investigate the role of *ANGPTL7*^+^ chondrocytes in cartilage degeneration and KOA progression, we constructed human chondrocyte models with *ANGPTL7* knockdown (Supplementary Fig. 20a, b) and overexpression (Supplementary Fig. 20c, d) in vitro. Through cell immunofluorescence staining, we found that overexpression of *ANGPTL7* exacerbated chondrocyte degeneration, whereas knockdown of *ANGPTL7* mitigated chondrocyte degeneration (Supplementary Fig. 20e–j). For example, knocking down the *ANGPTL7* gene expression in chondrocytes led to increased synthesis of ECM components, such as COL2A1 (Supplementary Fig. 20e) and ACAN (Supplementary Fig. 20f), and promoted the expression of cartilage differentiation gene *SOX9* (Supplementary Fig. 20g), while reducing the expression of ADAMTS5 (Supplementary Fig. 20h) and MMP13 (Supplementary Fig. 20i). Additionally, we co-cultured common chondrocytes and *ANGPTL7*-overexpressing chondrocytes with human umbilical vein endothelial cells (HUVECs), selectively adding FGF2 protein or Alofanib (a FGFR2 inhibitor). Through tube-forming experiments, we verified that *ANGPTL7*^+^ chondrocytes significantly enhanced the angiogenic ability of HUVECs. However, the angiogenic ability of *ANGPTL7*^+^ chondrocytes was weakened after the addition of Alofanib (Supplementary Fig. 20k, l).

### *Sparc*^+^ OBs negatively regulate bone mineralization and osteoblastic differentiation in KOA mice

It was found that starting from PCs in FN and FBO samples, both can differentiate into different subtypes of OBs and CCs through trajectory analysis (Fig. 9a–c). 

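Sparc, Ecm1, Mgp and Srgn were compared between FBO and FN within progenitor-like, osteoblast-like and each of the 3 large chondrocyte-like sub-clusters, since pseudotime was not computed; 15 of the 20 log2 ratios were above 0. The largest progenitor-like sub-cluster was led by Ccnb1ip1 and the stress genes Hspa1b and Hspa1a. Sparc (ENSMUSG00000018593) had log2 ratios of 0.41 (0.37 to 0.45) in progenitor-like, 1.10 (1.07 to 1.12) in Prg4-led, 0.30 (0.27 to 0.33) in Angptl7-led and 0.27 (0.25 to 0.29) in preHTC-like cells, and of -0.019 (-0.058 to 0.020) in osteoblast-like cells, where it had 11290 UMIs in FN and 9868 in FBO. Ecm1 (ENSMUSG00000028108) was higher in FBO in all 5, from 0.23 in Angptl7-led to 0.65 (0.47 to 0.83) in osteoblast-like cells, with an interval that included 0 in preHTC-like cells only. Mgp (ENSMUSG00000030218) was higher in Prg4-led cells at 0.39 (0.35 to 0.42) and in preHTC-like cells at 0.062 (0.047 to 0.077). It was lower in Angptl7-led cells at -0.34 (-0.37 to -0.31), in osteoblast-like cells at -0.57 (-0.82 to -0.33), and in progenitor-like cells at -0.062 (-0.12 to -0.00053). Srgn (ENSMUSG00000020077) lay between -0.12 in preHTC-like and 0.15 in osteoblast-like cells, with intervals that included 0 in all 5, so no difference was detectable in the kept cells. Srgn was itself among the genes by which sub-clusters were left out. These took 25.6% of the osteoblast-like cells in FBO and 5.90% in FN, so a difference in Srgn may have been removed with them. Sparc in osteoblast-like cells depended on the setting, at 0.31 with simulated doublets removed, 0.37 at a cluster resolution of 1.2, 0.42 with cells classed by their own marker UMIs and 0.30 with the mean of per-cell CPM. Mgp in osteoblast-like cells stood at 0.63 with the left out sub-clusters kept and at 0.22 with the genes of the study's figures left out of the clustering, both chosen after the data were examined, and in progenitor-like cells at 0.49 with cells classed by their own marker UMIs. Ecm1 in osteoblast-like cells stood at -0.41 and Sparc in Angptl7-led cells at -0.27 without Harmony, the latter in other cells.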

While the expression levels of genes that negatively regulate bone mineralization such as *Sparc*, *Ecm1*, *Mgp*, and *Srgn* in each cell group during the differentiation process of PCs in FBO samples were always higher than those in FN samples, which were verified by IHC staining (Fig. 9d). It was suggested that there was a significant inhibition of subchondral bone mineralization in FBO mice. Furthermore, the expression levels of osteoblastic differentiation-related genes such as *Runx2*, *Ibsp*, *Alpl*, and *Bmp2* in some OBs and OstCs in FBO samples were significantly lower than those in FN samples, which were verified by IHC staining (Fig. 9e), suggesting that impaired osteogenic differentiation of subchondral bone in FBO mice.

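Of the 4 genes of Fig. 9e, 3 were lower in FBO than in FN in osteoblast-like cells. Ibsp (ENSMUSG00000029306) had 6346 UMIs in FN and 4184 in FBO, a log2 ratio of -0.43 (-0.48 to -0.37), Runx2 (ENSMUSG00000039153) had 852 and 628 UMIs, a log2 ratio of -0.26 (-0.42 to -0.11), and Bmp2 (ENSMUSG00000027358) had 876 and 648 UMIs, a log2 ratio of -0.26 (-0.41 to -0.11). Alpl (ENSMUSG00000028766) had 755 and 717 UMIs, a log2 ratio of 0.10 (-0.049 to 0.25), not detectable at this depth. Ibsp and Alpl are also naming markers of this class. The Angptl7-led sub-cluster is the one in which OstC markers were found, and in its cells all 4 log2 ratios were below 0, with Ibsp at -0.38 (-0.42 to -0.35), Runx2 at -0.34 (-0.56 to -0.12) and Alpl at -0.15 (-0.30 to 0.0026). Ibsp and Runx2 changed sign there without Harmony, in other cells, to 0.19 and 0.17, at a sub-cluster resolution of 0.4, to 0.51 and 0.35, and at a cluster resolution of 1.2, to 0.51 and 0.27. From the levels of these genes and of the 4 genes of Fig. 9d, with staining, the paper proposes that mineralization and osteogenic differentiation of the subchondral bone are impaired in FBO mice.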

**Fig. 9:**
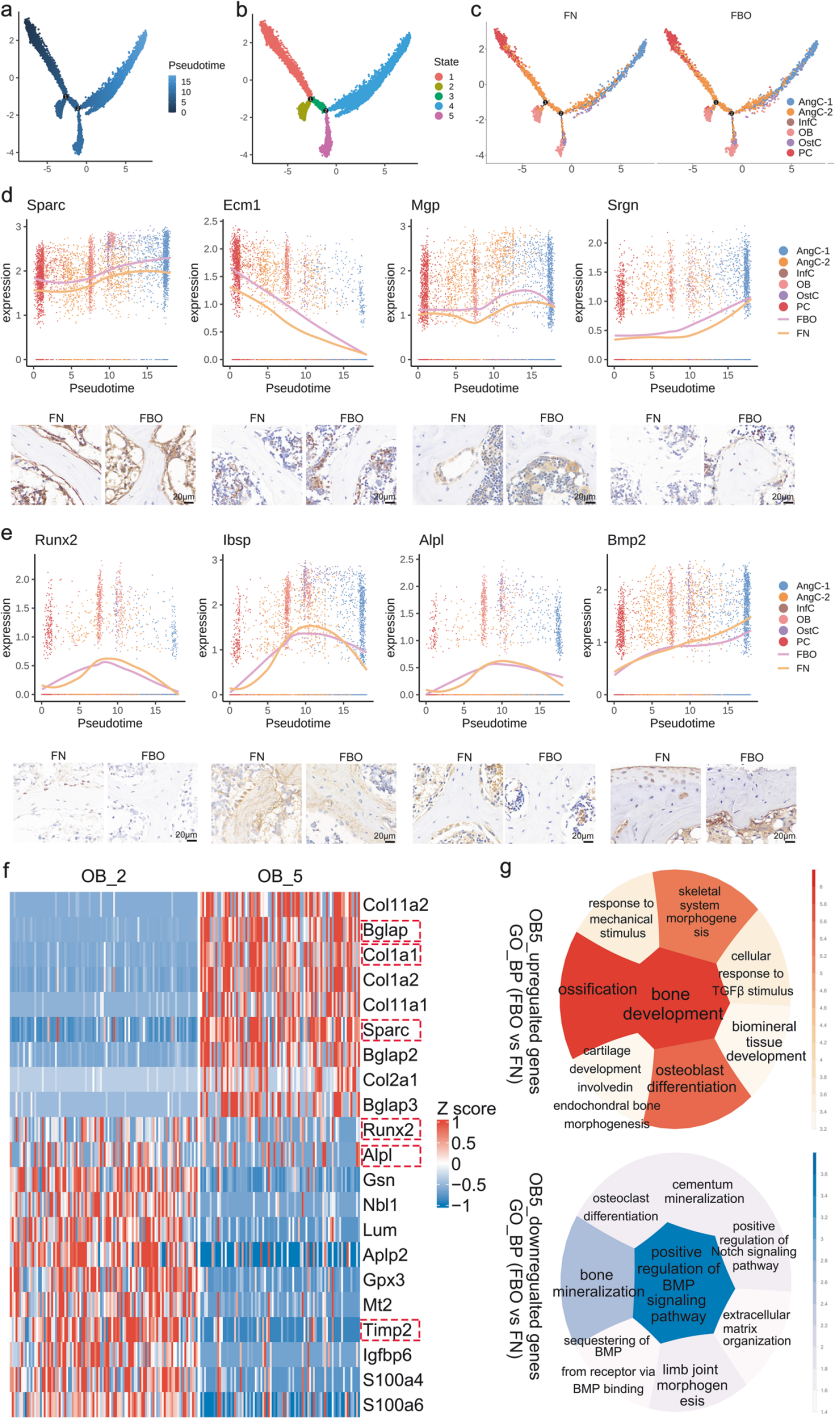
*Sparc*^+^ OBs negatively regulated bone mineralization and osteoblastic differentiation in KOA mice. **a**–**c** Developmental pseudotime for cells present along the trajectory inferred by Monocle 2. The trajectory plot shows the pseudotime, cell state, and cell subtypes of each cell, and choose PC cells as the start of time. **d** Increased *Sparc*, *Ecm1*, *Mgp*, and *Srgn* gene expression levels of all cells along cell trajectory in FBO sample compared with FN sample, which was highly related with the limited mineralization of trabecular bone. **e** Decreased *Runx2*, *Ibsp*, *Alpl*, and *Bmp2* gene expression levels of OB and OstC along cell trajectory in FBO sample compared with FN sample, which was highly related with the osteoblast development. All referred genes were confirmed in vivo by IHC staining, Scale bar = 20 μm. **f** Heatmap shows the differential expressed genes of state5 osteoblasts (OB5) and state2 osteoblasts (OB2) in FBO group. **g** The circle enrichment plot shows the GO database results of group FBO compared with group FN in OB5. The deeper the color is, or the bigger the size is, the −log_10_(*p*-value) is greater, indicating a more significant difference. Red (YlOrRd) circle plot indicates the up-regulation function of group FBO relative to group FN, and the blue (PuBu) circle plot indicates the down-regulation function

OBs differentiated from PCs are naturally divided into two subgroups (Fig. 9c), and there are significant differences in gene expression of OBs in the two states. 

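The osteoblast-like cells of FN and FBO were split in 2 clusters by k-means on principal components computed without the 21 genes of Fig. 9f, as a stand-in for the 2 states of the trajectory. The split was lopsided, with 535 cells in the first cluster and 33 in the second, which was led by Tmc1, Csmd1 and the reticular cell marker Gdpd2. Of the 21 genes, 11 were higher or lower in the first cluster in the way that Fig. 9f draws them for one state against the other. When the 33 cells were left out and the rest was split again, an alternative chosen after the data were examined, 20 of the 21 genes did so. In that split, the first cluster had 19538 UMIs of Bglap (ENSMUSG00000074483) against 2444 in the second, a log2 ratio of 4.18 (4.12 to 4.24). For Col1a1 (ENSMUSG00000001506) it was 3.28 (3.24 to 3.32), for Sparc (ENSMUSG00000018593) 1.46 (1.42 to 1.50), for Timp2 (ENSMUSG00000017466) -1.69 (-1.91 to -1.49) and for Alpl (ENSMUSG00000028766) -1.005 (-1.22 to -0.80). Runx2 (ENSMUSG00000039153) went the other way, at 0.30 (0.11 to 0.48).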

State 5 OBs (OB5) highly expressed genes such as *Sparc*, *Bglap*, and *Col1a1*, but lowly expressed genes such as *Runx2*, *Alpl*, and *Timp2* compared with state 2 OBs (OB2) (Fig. 9f). In addition, the number of OB5 increased, while the number of OB2 decreased in FBO sample compared with those in the FN sample (Supplementary Fig. 21). 

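Of the osteoblast-like cells, 285 of 303 in FN lay in the first cluster of the k-means split, or 94.1% (90.8 to 96.4), and 250 of 265 in FBO, or 94.3% (90.8 to 96.8). This split set a small cluster apart and matched Fig. 9f for only a part of its genes, so it does not tell whether OB5 grew. With the smaller cluster left out and the rest split again, the first cluster held 117 of 285 cells in FN, or 41.1% (35.3 to 47.0), and 102 of 250 in FBO, or 40.8% (34.6 to 47.2). In both splits the 2 libraries differed by less than the counting intervals. With the genes of Fig. 9f used in the split, the cluster in which the genes drawn higher were highest held 21.8% in FN and 33.2% in FBO; these genes differ between the libraries within osteoblast-like cells, so this split is not independent of their levels. It held 19.0% in FN and 26.8% in FBO under the stricter filter, and 56.0% in FN and 56.0% in FBO at a cluster resolution of 1.2.

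**Figure D5:**
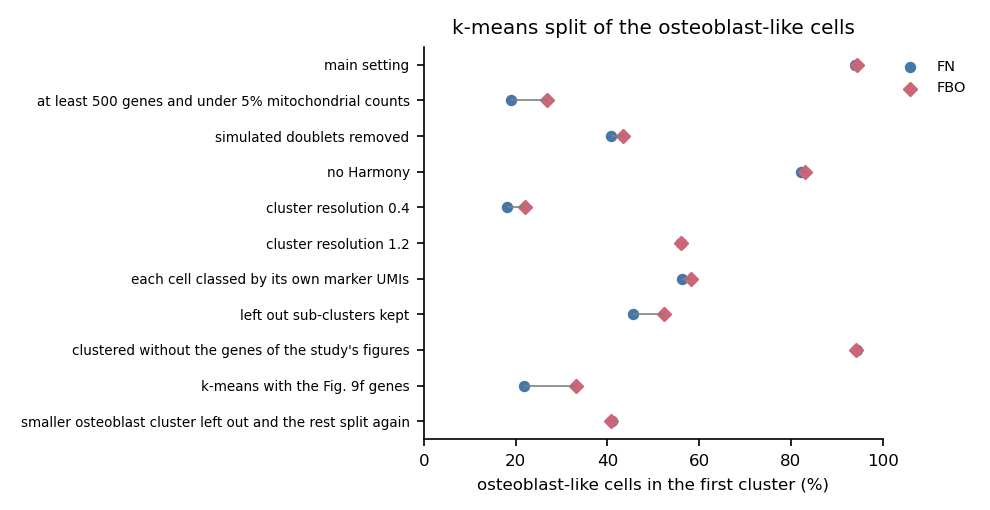
Percent of osteoblast-like cells in the first cluster of a k-means split (x axis) in FN and FBO, under the setting reported and each alternative (y axis). In FN the first cluster is smallest at a cluster resolution of 0.4, with 18.1%, and the gap between the libraries is widest with the Fig. 9f genes used in the split.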

And GO enrichment analysis of the upregulated and downregulated genes of OB5 in the FBO sample compared to the FN sample, revealed that increased *Sparc*^+^ OB5 was highly related to the insufficient osteoblastic differentiation and subchondral bone mineralization in FBO mice (Fig. 9g). Therefore, it is suggested that *Sparc*^+^ OB5 potentially inhibited bone mineralization and osteoblastic differentiation during subchondral bone remodeling in FBO mice.

To further investigate the role of *Sparc*^+^ osteoblast in bone remodeling and KOA progression, we constructed osteoblast-like *MC3T3* cells models with *Sparc* knockdown (Supplementary Fig. 22a, b) and overexpression (Supplementary Fig. 22c, d) in vitro. Through cell immunofluorescence staining, we found that overexpression of *Sparc* mitigated osteoblast development, whereas knockdown of *Sparc* promoted osteoblast differentiation (Supplementary Fig. 22e–h). Specifically, knocking down the *Sparc* gene expression in osteoblast-like *MC3T3* cells led to increased expression of proteins coupling with osteoblast differentiation, including COL1A1 (Supplementary Fig. 22e) and OSTEOCALCIN (OCN, Supplementary Fig. 22f), and ALKALINE PHOSPHATASE (ALP, Supplementary Fig. 22g). Furthermore, we performed the Alizarin Red staining (ARS) for the osteoblast-like *MC3T3* cells treated with PBS, si-SPARC 3, and SPARC-overexpressing lentivirus. And it was found that osteoblasts with *Sparc* knocking down presented significantly bigger ARS positive area compared with the control and *Sparc*^+^ osteoblasts (Supplementary Fig. 22i, j).

### Positive correlation between the expression level of *ANGPTL7* and *SPARC* genes with KOA progression

Tibial plateau samples were further tested for the verification of the correlation between the expression of *ANGPTL7* and *SPARC* genes with KOA development. Specimens obtained from patients who had undergone above-knee amputation were classified as the normal group, while samples from patients with KOA who underwent total knee arthroplasty were categorized as the KOA group (Supplementary Fig. 23a). Immunohistochemical staining and semi-quantitative analysis revealed that the expression levels of ANGPTL7 in chondrocytes (Supplementary Fig. 23b, c) and SPARC in osteoblasts (Supplementary Fig. 23e, f) from KOA tibial plateau specimens were notably elevated compared to those in the normal control group. Furthermore, a correlation analysis was performed between the proportion of ANGPTL7 and SPARC-positive cells and their respective tissue OARSI scores. The results indicated a positive correlation between the gene expression levels and the tissue OARSI scores (Supplementary Fig. 23d,g). Specifically, higher expression levels of ANGPTL7 and SPARC genes correspond to a higher OARSI score, suggesting a more severe progression of KOA.

## Discussion

This study re-confirmed that pathological remodeling of subchondral bone plays a key role in KOA development.^25,26^ It was found that vascular invasion in the early stage of KOA led to a bottom-up degradation of the articular cartilage.^27^ Research by Xiao et al. reported that cartilage degradation of KOA might resemble an endochondral ossification process similar to that of the growth plate.^28^ Wang et al. found that pathological calcification of the cartilage presented a bidirectional pathological calcification process from the cartilage surface downward and from calcified cartilage upward.^29^ Therefore, the findings in this study suggest that cartilage degeneration in early KOA is a bidirectional process. For the late-stage KOA, the tidemark was destroyed with the cartilage tissue worn away. Additionally, granulation tissue and cartilage-like tissue infiltrated the subchondral trabeculae. Reines et al. found that the subchondral bone of inflammatory arthritis might undergo an autoregulatory repair process similar to limb development.^30^ Zhang et al. reported deposits of cartilaginous tissue within the trabeculae of exposed subchondral bone in KOA patients,^31^ which was further verified by immune-positively stained with COL2A1 and ACAN in this study. Therefore, it was induced that the deposited chondrocytes likely participated in subchondral bone remodeling in the form of endochondral ossification.

A postmenopausal KOA mouse model in bipedal mice has been successfully developed to understand the pathogenesis of KOA through single-cell transcriptomics. Previous study had shown that the bipedal mouse model was suitable for studying KOA.^32^ Son et al. demonstrated that obesity and forced bipedal walking on a specially designed treadmill can promote the development of KOA.^33^ During human evolution, the knee joint underwent adaptations in response to the biomechanical requirements of bipedalism through modifications in chondrocyte developmental programs, which may affect the risk of KOA.^34^ This study offers preliminary evidence, through FEA and in vitro cell experiments in limited conditions, that the exacerbation of KOA in bipedal mice is attributed to the increased mechanical stress on the knee joint. In addition, decreased subchondral bone mass due to estrogen signaling impairment worsens load-induced KOA development,^35^ and postmenopausal osteoporosis potentially aggravated KOA pathology by increasing subchondral osteoclast activity.^36^

Single-cell transcriptomics elucidates key changes in the progression of KOA. The previous findings including the classification of chondrocytes, such as effector chondrocytes, regulatory chondrocytes, and homeostatic chondrocytes,^37^ as well as senescent chondrocytes,^38^ pre-inflammatory and inflammatory chondrocyte population,^39^ iron-related chondrocyte subpopulations.^40^ Femoral condyle tissue, excluding the growth plate, was isolated for sc-RNA-seq and analysis in this study. A single-cell atlas of the osteochondral composite tissue, including CCs, ECs, OBs, PCs, and so on, was successfully constructed. In addition to the abovementioned InfCs, preHTCs, and AgeCs, this study discovered three novel subtypes of CCs, including OstCs and two different types of AngCs. Vascular invasion facilitates the formation of channels that connect the subchondral bone and cartilage, allowing for the migration of CCs. Some migrated CCs participated in subchondral bone remodeling and differentiated into cells that highly expressed angiogenic genes. Through cell interaction analysis and IF staining, this study further confirmed that *Angptl7*^+^ CCs (AngC-2) activate ECs via the FGF2 (ligand)-FGFR2 (receptor) interaction, mediating vessel growth and invasion.^41,42^

It has been reported that the growth of H-type vessels in the subchondral bone was closely related to KOA development.^43–45^ This study found that some of the proliferative vessels in the subchondral bone and cartilage were H-type vessels, and TEM revealed the recruitment of OBs around the vessel. This was possibly related to the increase in the number of osterix^+^ osteoprogenitor cells and sclerotic changes in the subchondral bone. Nevertheless, the trabecular bone exhibited signs of under-mineralization, resulting in compromised stress-bearing capacity and exacerbating the KOA development. Bianco et al. reported that reduced expression of bone sialoprotein in PCs in sclerotic areas of KOA subchondral bone leads to inadequate osteoblastic differentiation and mineralization of trabecular bone.^46^ While this study identified a subset of dysfunctional OBs in KOA subchondral bone, known as *Sparc*^+^ OBs. *Sparc*^+^ OBs exhibit decreased expression of osteogenic differentiation-related genes, including *Runx2*, *Ibsp*, and *Alpl*, and heightened expression of genes associated with inhibiting bone mineralization, such as *Sparc*, *Ecm1*, *Mgp*, and *Srgn*. It was suggested that *Sparc*^+^ osteoblast negatively regulated the bone mineralization and osteoblastic differentiation in KOA mice.

Additionally, this study had several limitations. First, the construction of the KOA mouse model requires a long period of time. The bipedal mouse model needs to be established at 3 weeks of age, followed by bilateral ovariectomy at 10 weeks of age, with significant KOA phenotypes only observed at 18 and 22 weeks of age. Second, the single-cell transcriptomics results of this study may only be applicable to certain subtypes of KOA characterized by subchondral bone remodeling and cannot yet be generalized to all KOA subtypes. Third, a longer observation period was still needed to detect and validate the late-stage characteristics and mechanisms of subchondral bone remodeling in the KOA mouse model. In conclusion, we constructed a postmenopausal KOA model in bipedal mice and generated a single-cell atlas of the osteochondral complex tissue. Three novel subpopulations of CCs, including *Smoc2*^+^ angiogenic CCs, *Angptl7*^+^ angiogenic CCs, and *Col1a1*^+^ osteogenic CCs were identified. *Angptl7*^+^ CCs may promote the growth and invasion of H-type vessels by interacting with ECs via Fgf2-Fgfr2 signaling pathway. The increase in H-type vessels recruited many Osterix^+^ PCs for promoting osteogenesis in subchondral bone remodeling. Nevertheless, *Sparc*^+^ OBs exhibited functional dysregulation throughout the process of osteoblastic differentiation and bone mineralization, leading to pathological remodeling of the subchondral bone. These discoveries offer novel avenues for potential therapeutic interventions in the treatment of KOA.

## Materials and methods

Detailed methods for all protocols used in this study are provided in the “Expanded materials and methods” in the Supplementary files.

### Acquisition of human tibial plateau samples

Five patients with primary KOA who had undergone knee replacement surgery were included in this study. The osteotomized tibial plateau specimen from each patient was obtained immediately after surgery and preserved in 4% paraformaldehyde at 4 °C for subsequent micro-CT measurement and histological evaluation. Informed consent has been obtained from all patients in the study, and the Biomedical Ethics Review Committee of West China Hospital, Sichuan University has granted approval for this study (No. 2022-243).

### Construction of KOA mouse model

The forelimbs and tail of 3-week-old C57 mice were cut off in a sterile environment, and exercises for the bipedal activities were performed on a treadmill with a slow speed. Then half of female normal and bipedal mice were bilateral ovariectomized via a midline incision for excising both ovaries at 10 weeks of age. KOA phenotype of experimental mice was evaluated once a month until 22 weeks of age. All animal experiments have been conducted to conform to the guidelines of the Experimental Animals Management Committee of Sichuan Province and approved by the Sichuan University Animal Care and Use Committee (No. 20230609002).

### Finite element analysis (FEA)

Three-dimensional model reconstruction of the knee joint was performed using Mimics software (Materialize, Belgium).^47^ Subsequently, the bones and articular cartilage were meshed using 4-node quadratic tetrahedron (C3D4) elements and 10-node quadratic tetrahedral (C3D10) elements respectively. The grid cell edge lengths of articular cartilage and bone were 10 μm and 35 μm, respectively. The meshed model was imported into Abaqus (Dassault Systemes, USA) for material assignment and FEA. Since this study was carried out on the basis of morphological changes rather than tissue material properties, articular cartilage was considered an isotropic linear elastic material (modulus of elasticity, *E* = 6 Mpa; Poisson’s ratio, *ν* = 0.49). Additionally, the femoral and tibial cortical bones are also considered to be isotropic elastic materials (*E* = 18,000 Mpa; *ν* = 0.3).^47,48^ The cancellous bone material was assigned in Mimics software using the nonlinear apparent density elastic modulus equation:$$E={E}_{\max }* {(\frac{\rho }{{\rho }_{\max }})}^{2}{GPa}$$ (*E*_*max*_ = 9.89 GPa, $${\rho }_{\max }=1.683g/{{cm}}^{3}$$, *ν* = 0.3), the measurement of BMD of tibial was based on the Micro-CT gray value of each mouse.^49^ The articular cartilage is completely attached to the bone, and the contact between the femoral cartilage and the tibial cartilage is regarded as a frictionless hard contact with limited slippage and no penetration characteristics.^48^ In addition, during the simulation analysis, the femur was considered a rigid body controlled by the midpoint of the femoral transcondylar line. The joint bending angle of each group of models is guaranteed to be 150° to ensure the consistency of model analysis conditions. The tibia of mouse models was completely fixed, and a vertical load related to the weight of the mouse was applied to the femur (four-legged mice applied 1/4 of their body weight, and bipedal mice applied 1/2 of their body weight), to analyze and compare the strain and stress distribution of bone, and cartilage contact pressure in each model.

### Cell preparation for single-cell RNA sequencing and analysis

Ten femoral condyle tissue, excluding the growth plate, was isolated from the distal epiphyseal line of hindlimbs of 5 mice in each group at 22 weeks of age. Then the femoral condyles tissues were washed in ice-cold RPMI1640, and dissociated using Collagenase II (Sigma, V900892-100MG) and DNase I (Sigma 9003-98-9). Cell count and viability were estimated using fluorescence Cell Analyzer (Countstar^®^ Rigel S2) with AO/PI reagent after removal of erythrocytes (Solarbio R1010) and then debris and dead cells removal was decided to be performed or not (Miltenyi 130-109-398/130-090-101). Finally, fresh cells were washed twice in the RPMI1640 and then resuspended at 1 × 10^6^ cells per ml in 1×PBS and 0.04% bovine serum albumin. To increase the number of CD45-negative cells, the fresh cells were selected by flow cytometric sorting, and the CD45-positive and negative cells were mixed in a ratio of 1:1 before the examination.

### Statistical analysis

Statistical analysis was carried out by using the R package and GraphPad Prism software (V.9.3). The difference between groups was analyzed by Student’s *t*-test. Multiple group comparison was analyzed by One-way ANOVA followed by Tukey post hoc analysis. Pearson correlation coefficients were performed by correlation analysis. Of note, paired *t*-tests were performed for the quantitative analysis of subchondral bone parameters in Fig. 1, because each corresponding medial and lateral tibial plateau sample was from the same individual. Results were considered statistically significant when *p* < 0.05.

## Supplementary information

Supplementary material

Movie S1. Activities of bipedal mice in feeding cage

## Data Availability

All data associated with this study are present in the paper or the Supplementary Materials. All single-cell RNA sequencing data generated by this study are deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/). The data can be accessed under the accession number GSE267616.

# Supplementary material for: Single-cell transcriptomics reveals novel chondrocyte and osteoblast subtypes and their role in knee osteoarthritis pathogenesis
**Source:** Signal Transduct Target Ther. 2025 Feb 5;10:40. doi: 10.1038/s41392-025-02136-8
**Supplement:** Supplementary file 1 — Supplementary material

Supplementary Materials for

**Single-Cell Transcriptomics Reveals Novel Chondrocyte and Osteoblast Subtypes and Their Role in Knee Osteoarthritis Pathogenesis**

Insights from a Bipedal Postmenopausal KOA Mouse Model

Yuan Liu, Wacili Da, Ming-Jie Xu, Chao-Xin Xiao, Tao Deng, Sheng-Liang Zhou, Xiao-Ting Chen, Yao-Jia Zhou, Li Tang, Yong Nie, Yi Zeng, Hui-Qi Xie, Bin Shen

**This PDF file includes:**

Materials and Methods

Figs. S1 to S23

Tables S1 to S6

Caption for Supplementary Movie. S1

**Other Supplementary Materials for this manuscript include the following:**

Movies S1

**Materials and Methods**

**Micro-CT measurement of human tibial plateau**

The microstructure of subchondral bone in tibial plateaus with KOA was assessed using a micro-CT imaging system (vivaCT 80, Scanco Medical AG, Switzerland). For quantitative analysis, the region of interest (ROI) was input into the SCANCO μCT Evaluation Program for analysis. Various parameters of bone microstructure were measured and compared, including trabecular bone volume fraction (BV/TV, %), bone mineral density (BMD, kg/m^2^), trabecular number (Tb. N, mm^-1^), trabecular thickness (Tb. Th, mm), trabecular separation (Tb. Sp, mm), and structure model index (SMI).

**Histological evaluation of human tibial plateau**

The sample taken from tibial plateau were fixed in 4% paraformaldehyde at 4℃ for 3 days, and followed by decalcification with 10% EDTA at pH 7.4 for approximately 1 month. The specimen was then embedded in paraffin, and coronally sliced with a thickness of 4 μm. The sections were then deparaffinized and hydrated before Hematoxylin and Eosin (H&E), Safranin O-Fast Green (SO&FG) and immunohistochemistry (IHC) staining. The vessels invaded into articular cartilage through the channel crossed tidemark was found in sections with H&E and SO&FG staining. CD31^hi^EMCN^hi^ type H vessels in tibial plateaus were determined through multiplex immunofluorescence staining. The cartilage-like tissue deposited in the subchondral bone, which was positively stained with safranin O.

**Histological evaluation of KOA mouse model**

The isolated knee specimens were fixed in 4% paraformaldehyde for 3 days and then decalcified in a 10% EDTA solution for 1 month at 37℃. After decalcification, the tissue specimens were embedded in paraffin, sectioned into 4-µm-thick sagittal sections. The sections were stained with H&E and SO&FG for histological analysis. The sections were scored by the Osteoarthritis Research Society International (OARSI) scoring criteria based on the results of the staining, and hyaline cartilage thickness was calculated to systematically quantify the healthy level of cartilage. Damage of cartilage ECM was determined by immunostaining for sections incubated with anti-Collagen II (abcam, ab34712) and anti-Aggrecan (ABclonal, A11691). Cells with positive staining was quantified using Image J software (J2).

**TEM observation**

For ultrastructural analysis, femoral condylar tissues of the mice were prefixed with a 3% glutaraldehyde, the tissue was then postfixed in 1% osmium tetroxide, dehydrated in series acetone, infiltrated in Epox 812 and embedded. The semi-thin sections were stained with methylene blue, and ultrathin sections were cut with diamond knife, stained with uranyl acetate and lead citrate. Finally, the sections were examined with a Transmission Electron Microscope (TEM, JEM-1400-FLASH, Japan).

**Gait analysis**

The gait analysis for the mice was conducted using an automated animal gait analysis system (VisuGait, Shanghai, China). The footprints from the spontaneous walking of mice were collected by placing each mouse individually in the walkway, allowing them to walk freely from one side to the other. Gait changes were recorded and analyzed using camera and VisuGait analysis software (Version 2.0). The recorded parameters including the walking cycle, stride length, walking speed, touchdown time and gait asymmetry index.

**Micro-CT measurement of mouse knees**

The knee joints of mice were scanned using a micro-computed tomography system (NMC-100, Ping sheng Medical Technology Co., LTD, China) with high resolution (30 mm) at 90 kV (0.06 mA). The obtained imaging data were subsequently reconstructed in 3D and analyzed for bone density using Recon 1.6.9.3 and Avatar 1.6.9.3. The data were statistically analyzed for subchondral bone-specific parameters, including BV/TV (%), BMD (g/cm^3^), Tb. Th (mm) and Tb. Sp (mm).

**InAlyzer examination**

The BMD and body composition (bone mineral content, fat mass, and lean mass) of mice were measured by InAlyzer equipment and dual X-Ray digital imaging software (Medikors Inc, Korea), based on the dual-energy x-ray absorptiometry (max: 80 kV, 1.25mA and 220VAC). Mice were anesthetized with isoflurane and placed in a supine position on testbed. And weight (g), BMD (g/cm^3^), fat and lean percent (%) of the whole body or knee joint (ROI selection) were measured and analyzed blindly.

**Mechanics experiment**

A mechanistic experiment was carried out using IonOptix C-Pace EM stretch system. Firstly, chondrocytes were plated in the PDMS chambers coated with fibronectin (50 μg/ml). The cells in the chamber were then stretched at 0%～10% strain with a stretching frequency of 0.2 Hz (4 ms). After 24 hours of stretching, the cells were stained with phalloidin to reveal the alterations of cytoskeleton. And RNA of stretched cells was extracted to determine the related gene changes. RT-PCR was employed to detect the mRNA expression of *PIEZO1*, *ADAMTS5*, *MMP13*, *COL2A1*, *ACAN*, and *SOX9*. The relative mRNA expression was calculated using the comparative cycle threshold (CT) method (ΔΔCT method), and all experiments were performed in triplicate. Detailed primer information for different genes was provided in Supplementary Table 3. Additionally, immunofluorescence staining was carried out for the aforementioned genes, and the mean optical density was measured by Image J (J2) software.

**Immunohistochemistry (IHC) staining**

The sections were dewaxed and treated with 1% hydrogen peroxide (Sigma-Aldrich) for 30 minutes. Antigen retrieval was achieved at 37 °C using 2 mg mL^−1^ hyaluronidase (Sigma-Aldrich). Following this, slides were blocked with 1.5% goat serum and incubated overnight at 4 °C with various primary antibodies. Detailed antibody information for various proteins was provided in Supplementary Table 4. Subsequently, they were exposed to secondary antibodies for 1 hour at room temperature, stained with 3,3′-diaminobenzidine (DAB, Vector Laboratories, Burlingame, CA, USA), and counterstained with hematoxylin.

**Multiplex IF staining**

Prepare paraffin sections, after dewaxing and rehydration, heat the EDTA repair solution to boiling and maintain above 95 ℃ for 30 minutes, naturally cool to repair antigens. IF staining for multiple antibodies was carried out sequentially using a multiplex immunofluorescence kit (IRISKit HyperView mIF kit, Minghong® LUMINIRIS®). Detailed antibody information for the proteins was provided in Supplementary Table 4. Olympus VS200 was used to capture images. And semi-quantitative analysis was performed through Qupath (Version 4.3) and Image J (J2) software.

**Single cell RNA-seq library construction and sequencing**

Single-cell RNA-Seq libraries were prepared by using a SeekOne^®^ Digital Droplet Single Cell 3’ library preparation kit (SeekGene Catalog No. K00202). Briefly, appropriate number of cells were mixed with reverse transcription reagent and added to the sample well on a SeekOne^®^ chip. Subsequently, Barcoded Hydrogel Beads (BHBs) and partitioning oil were separately dispensed into corresponding wells on the chip. After the generation of emulsion droplet, reverse transcription was performed at 42℃ for 90 minutes and inactivated at 80℃ for 15 minutes. Thereafter, cDNA was purified from broken droplet and amplified through PCR reaction. The amplified cDNA product was then cleaned, fragmented, end repaired, A-tailed and ligated to a sequencing adaptor. Finally, the indexed PCR were performed to amplified the DNA representing 3’ polyA part of expressing genes which also contained Cell Barcode and Unique Molecular Index. The indexed sequencing libraries were cleanup with SPRI beads, quantified by quantitative PCR (KAPA Biosystems KK4824) and then sequenced on illumina NovaSeq 6000 with PE150 read length.

**Data preprocessing**

Count data were imported into the Seurat single‐cell analysis software (v4.1.3; https://github.com/satijalab/seurat), and quality control of the sequenced libraries was carried out by removing the outlier cells and genes. Seurat was used to perform the downstream analysis following the standard pipeline using cells with more than 250 genes, and expressing < 10% mitochondrial genes were retained, resulting in 28158 genes × 65491 cell matrix for further analysis.

**Analysis and visualization of the processed sequencing data**

We have used the functions in the Seurat package to normalize and scale the single-cell gene expression data. It was first normalized by “NormalizeData” function with setting normalization method as “LogNormalize”. In detail, the expression of each gene *i* in cell *j* was determined by the UMI count of gene *i* divided by the total number of UMI of the cell *j*, followed by multiplying 10000 for the normalization and the log-transformed counts were then computed with base as 2. We then restricted the corrected expression matrix to the subsets of highly variable genes (HVGs), and centered and scaled the values before performing dimension reduction and clustering on them. Methodologically, the highly variable genes (HVGs) were selected based on vst method in function “FindVariableGenes”, and top 2000 HVGs were left for downstream analysis. All samples were integrated by the R package harmony. We then used the “RunPCA” function in the Seurat package to perform the principle component analysis (PCA) on the single-cell expression matrix with genes restricted to HVGs. Given that many principle components may lead to the very low proportion of the variance, the signal-to-noise ratio can be improved substantially by selecting a subset of significant principle components. The number of significant principal components was determined with a permutation test, implemented by permutationPA function from the jackstraw R package. The analysis had identified 25 significant principal components and only scores from these principle components were used for further analysis. We then utilized the “Find Clusters” function in the Seurat package to conduct the cell clustering analysis through embedding the cells into a graph structure in a PCA space.

Clustering at a resolution of 0.8 was performed on PCA‐reduced expression data for the top 25 principal components using the graph‐based shared nearest neighbor method (SNN), which calculated the neighborhood overlap (Jaccard index) between every cell and its nearest neighbors. Clustering results were visualized using uniform manifold approximation and projection (umap). Individual samples and sample groups were also visualized using umap. The marker genes for every cluster compared with the remaining cells were identified using the FindAllMarkers function. For each cluster, genes were selected such that they were expressed in at least 25% of cells with at least 0.25-fold difference.

**Cell Clusters Annotation and Data Visualization**

Cell type annotation was performed based on the collected bone marker genes, which leverages reference transcriptomic datasets of known cell types, was used to annotate the identities of various cell clusters. The umap was applied to visualize the single cell transcriptional profile in a 2D space. Other bar plots, boxplots, violin plots and heatmaps were generated by customized R code through ggplot2 (*v*3.4.3) and ComplexHeatmap (*v*2.14.0).

**Functional Enrichment Analysis**

To assess the function of identified cell marker genes, an enrichment test was conducted using R package cluster profiler (*v*4.4.4) with default settings. Gene ontology terms or KEGG pathways having adjusted *p*-value of less than 0.05 calculated by the hypergeometric test followed by the Benjamini-Hochberg method were defined as significant enriched term/pathways. Top 20 enriched term/pathways (ordered by ascending unadjusted *p* value) were chosen to be visualized.

To score individual cells for pathway activities, we used the R package AUCell. For each cell, an expression matrix was used to compute its gene expression rankings with the AUCell_build Rankings function with default parameters. The canonical pathway database was downloaded from the GO and KEGG website, and canonical pathway gene sets were used to score each cell. For each gene set and cell, area-under-the-curve (AUC) values were computed (AUCell_calcAUC function) based on gene expression rankings, where AUC values represented the fraction of genes within the top-ranking genes for each cell that are defined as part of the pathway gene set.

**Identification of sub-populations of chondrocytes**

Chondrocytes were divided into 6 clusters under resolution 0.2 by dimensionality reduction clustering. Subtyping of the chondrocytes are based on the highly expressed genes of each cluster. First, we used “FindAllmarker” to find top genes of each cluster, and then used GO/KEGG/Wikipath databases to found the specific biological functions of each cluster and named them.

**Cell-cell interaction analysis**

Cell-cell interaction from scRNA-seq data was predicted using CellChat. To validate the ligand-receptor interactions between Chondrocyte, Reticular cells, Progenitor cells, Osteoblast and Endothelial cells, we applied CellChat to further identify cellular communications. Normalized count matrix along with cell annotation metadata was processed through the standard CellChat pipeline, except that the communication probability was calculated with a truncated mean of 10%.

**Trajectory analysis**

Single-cell pseudotime trajectories were reconstructed using the R package monocle2. Dimensionality reduction was first performed with the DDRTree algorithm, using the expression of all highly variable genes detected as described above in “scRNA-seq analysis”. Cell trajectory was then captured using the orderCells function, with the starting pseudotime state denoted as the end of the trajectory that was found to be enriched for progenitor cells clusters.

**Cell Transfection**

*ANGPTL7* and *Sparc* was transfected into the human chondrocytes and osteoblast-like *MC3T3* cells (at 70% confluence) using lentivirus from GenePharma. The lentivirus was transfected by following the manufacturer’s instructions, with the efficiency monitored by qPCR and western blotting analyse. The human chondrocytes and osteoblast-like *MC3T3* cells (at 70% confluence) were transfected with 50 nM small interfering RNA (siR)–negative or siRNA-*ANGPTL7*, siRNA-*Sparc* (Tsingke Biotechnology) using Hieff Trans in vitro siRNA Transfection Reagent (YEASEN) by following the manufacturer’s protocols. The cells were harvested 48 hours later to confirm the efficiency of knockdown by qPCR and western blotting analyse.

**Western Blotting**

Proteins from Chondrocytes or osteoblast-like *MC3T3* cells under different treatments were extracted using Radioimmunoprecipitation assay buffer with 1 mM phenylmethanesulfonylfluoride (Beyotime Biotechnology), and the total protein concentration was determined using a BCA kit (Pierce). The extracted proteins were then mixed with a loading buffer (Pierce) and boiled at 100 ℃ for 8 minutes. Equal amounts of protein were separated by 12.5% sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred to a polyvinylidene difluoride membrane (Hybond). After blocking in 5% skim milk for 1 hour at room temperature, the membrane was probed with primary antibodies (Supplementary Table 4) at 4℃ overnight. The membrane was then incubated with secondary antibodies (ABclonal; 1:5000) at 37℃ for 1 hour. Chemiluminescent signals were generated using an enhanced chemiluminescence (ECL) imaging kit (Thermo Fisher Scientific). GAPDH was used as the internal control. The intensity of the bands was quantified using Image Processing and Analysis in Java (ImageJ; National Institutes of Health) software.

**Immunofluorescence Staining**

Chondrocytes or osteoblast-like *MC3T3* cells were seeded in a 24-well plate and incubated in a cell culture incubator for 24 h. Afterward, the cells were divided into the following groups: control group, gene knockdown group, and over-expression group. After the incubation period, the cells were fixed with 4% paraformaldehyde for 15 minutes. Subsequently, they were treated with a blocking solution containing 0.1% Triton X-100 for 15 min. The cells were then incubated overnight at 4 ℃ with primary antibodies (Supplementary Table 4). After washing the cells three times with PBS, they were incubated with appropriate secondary antibodies (1:400) for 1 h. Finally, the cell nuclei were stained with DAPI for 5 min at room temperature. The cells were observed using a fluorescence microscope.

**Human Umbilical Vein Endothelial Cell Tube Formation Assay**

After co-culture with human chondrocytes under different treatment, human umbilical vein endothelial cells (HUVECs) (7×10^5^) were seeded into 24-well plates coated with Matrigel 356234 (20 μL per well; BD Biosciences). After 8 hours of incubation at 37℃, the tube formation was visualized under a microscope (Nikon Corporation). The number of junctions of the associated tubes was calculated and compared among various groups.

**Alizarin red S (ARS) staining**

Alizarin red S (ARS) staining was carried out after 21 days of differentiation, after which the osteoblast-like *MC3T3* cells were washed with PBS, fixed with 4% paraformaldehyde for 10 min, and then incubated with 2% ARS solution (Solarbio, Beijing, China). After washing with PBS, the stained cells were examined using an inverted microscope. The fractions ARS^+^ areas were calculated using ImageJ software.

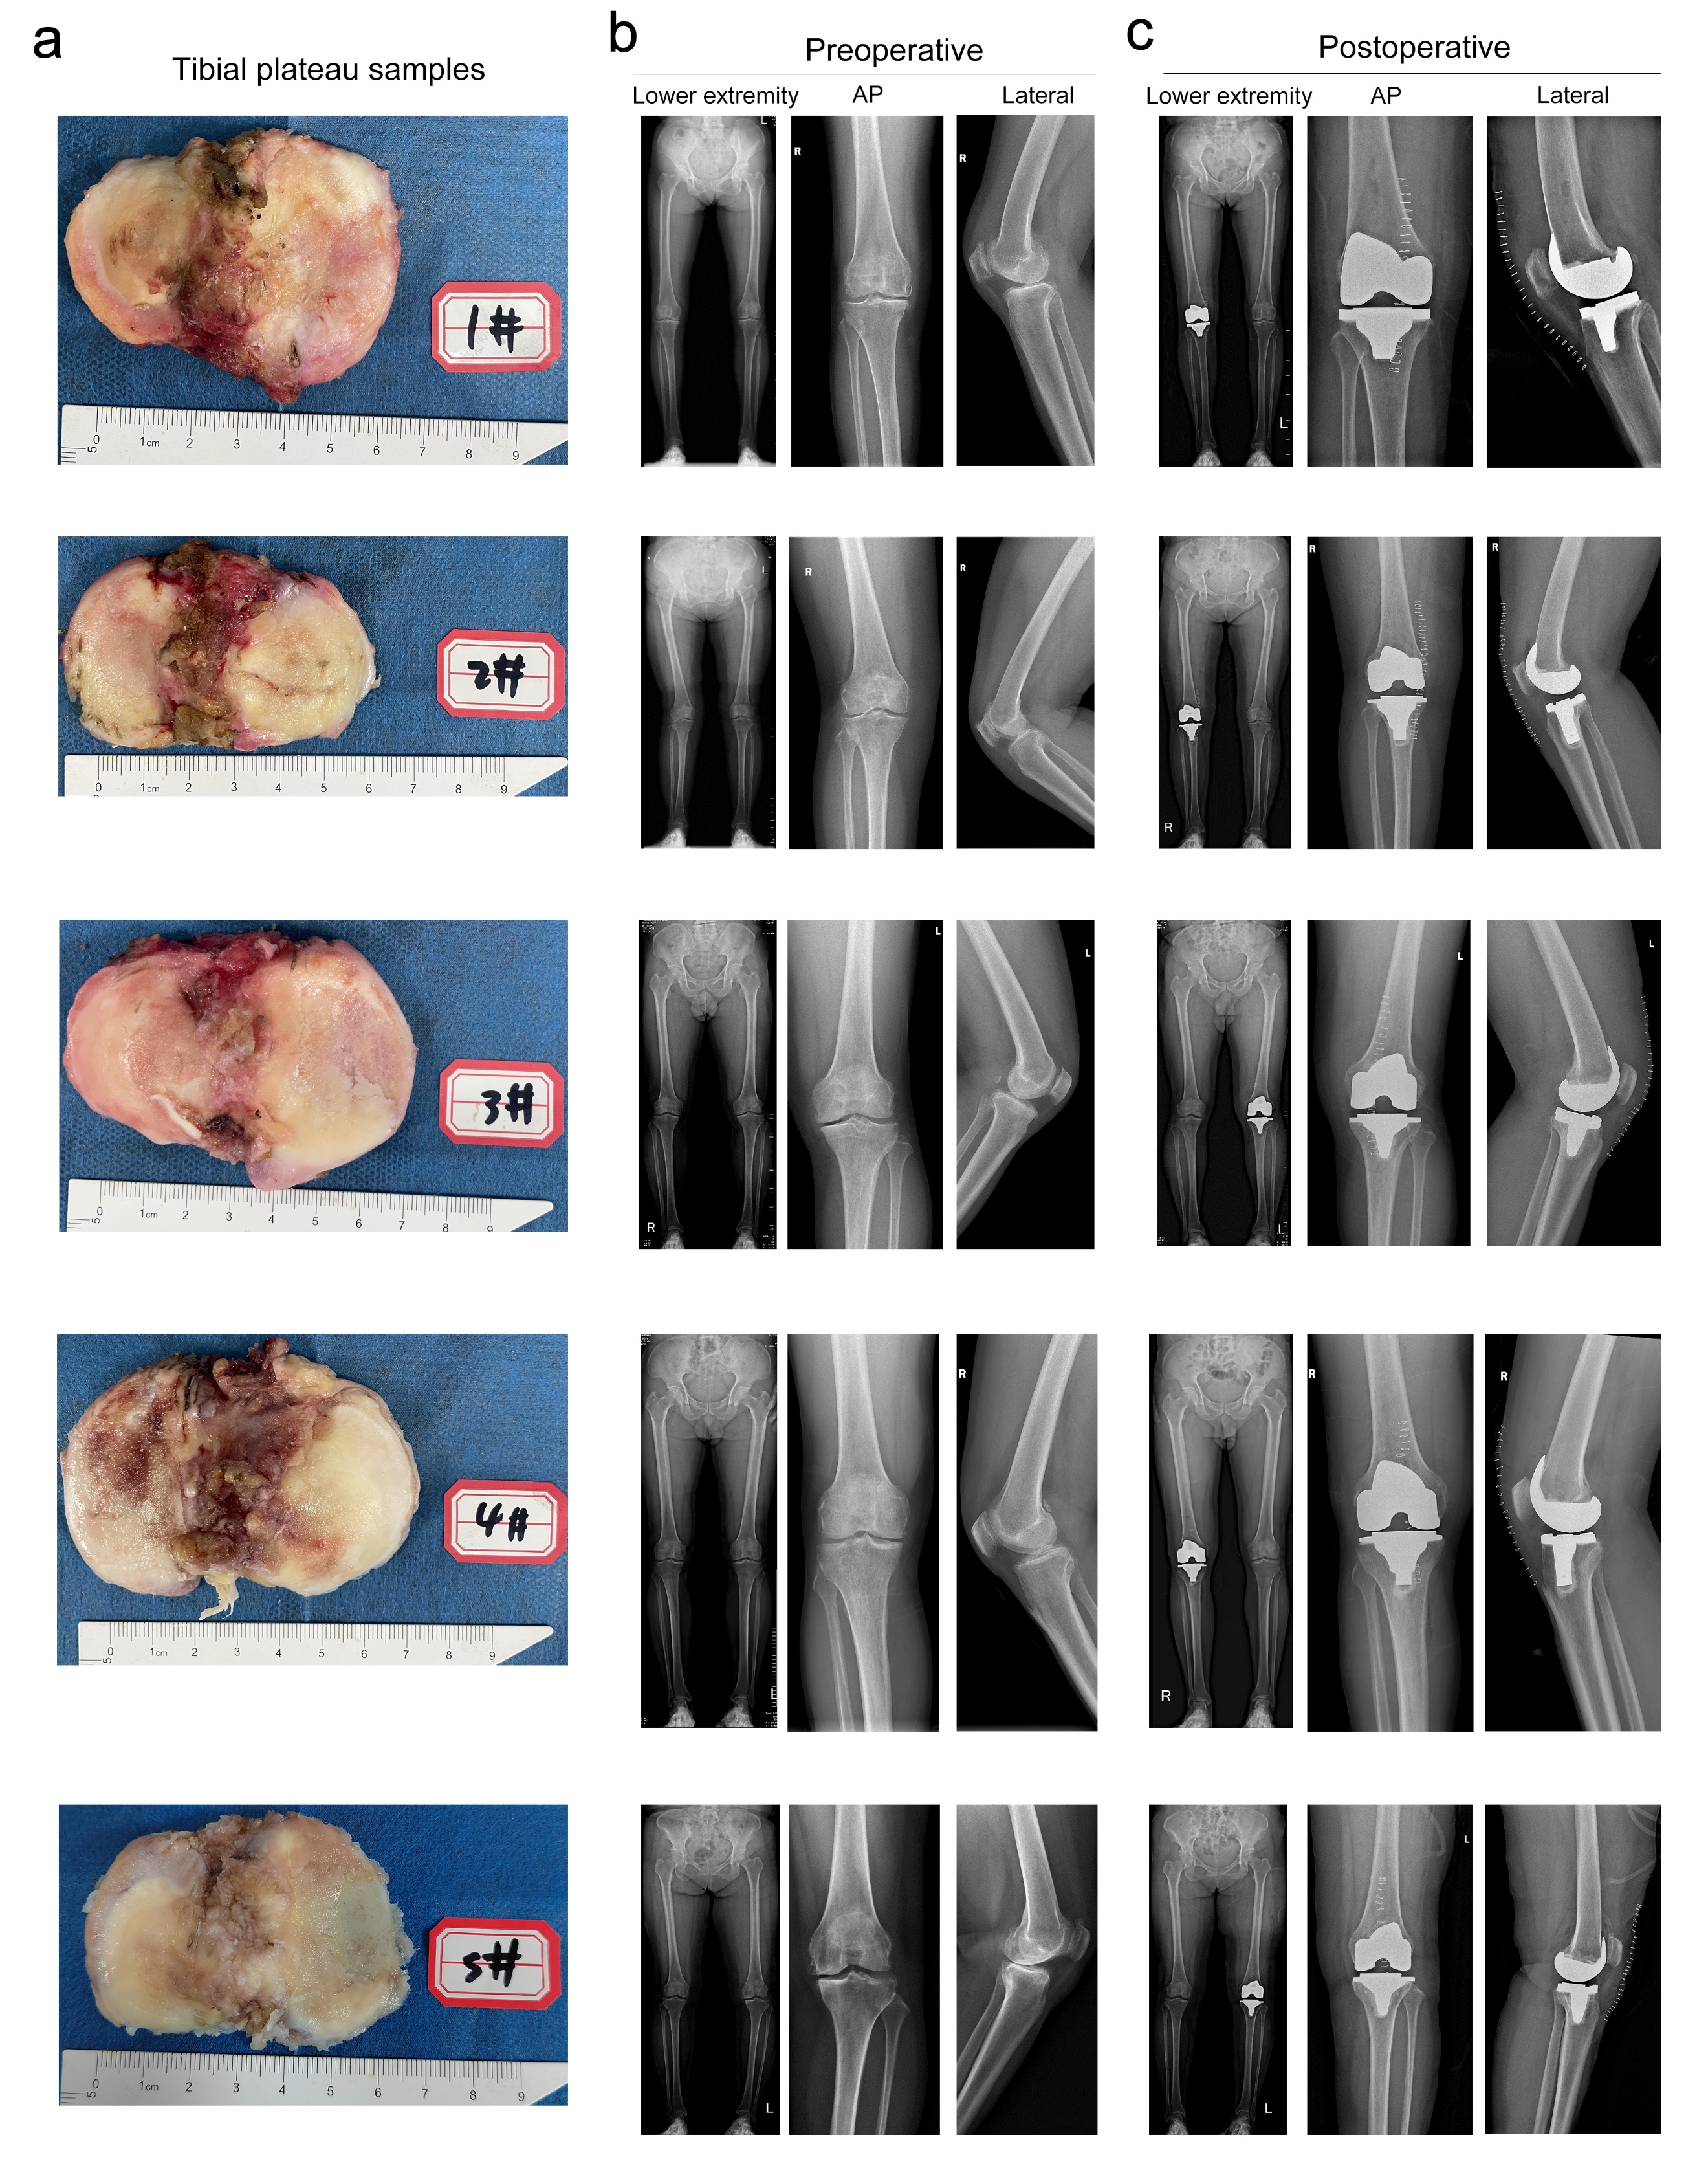

**Figure. S1.** Macroscopic images of tibial plateaus and radiographs of knees of representative KOA patients. **a** Macroscopic image of tibial plateaus from representative patients included in this study. **b** Full-length standing anteroposterior (AP) radiographs of lower extremities, AP and lateral radiographs of affected knees before TKA surgery. **c** Full-length standing AP radiographs of lower extremities, AP and lateral radiographs of the affected knees after the TKA surgery.

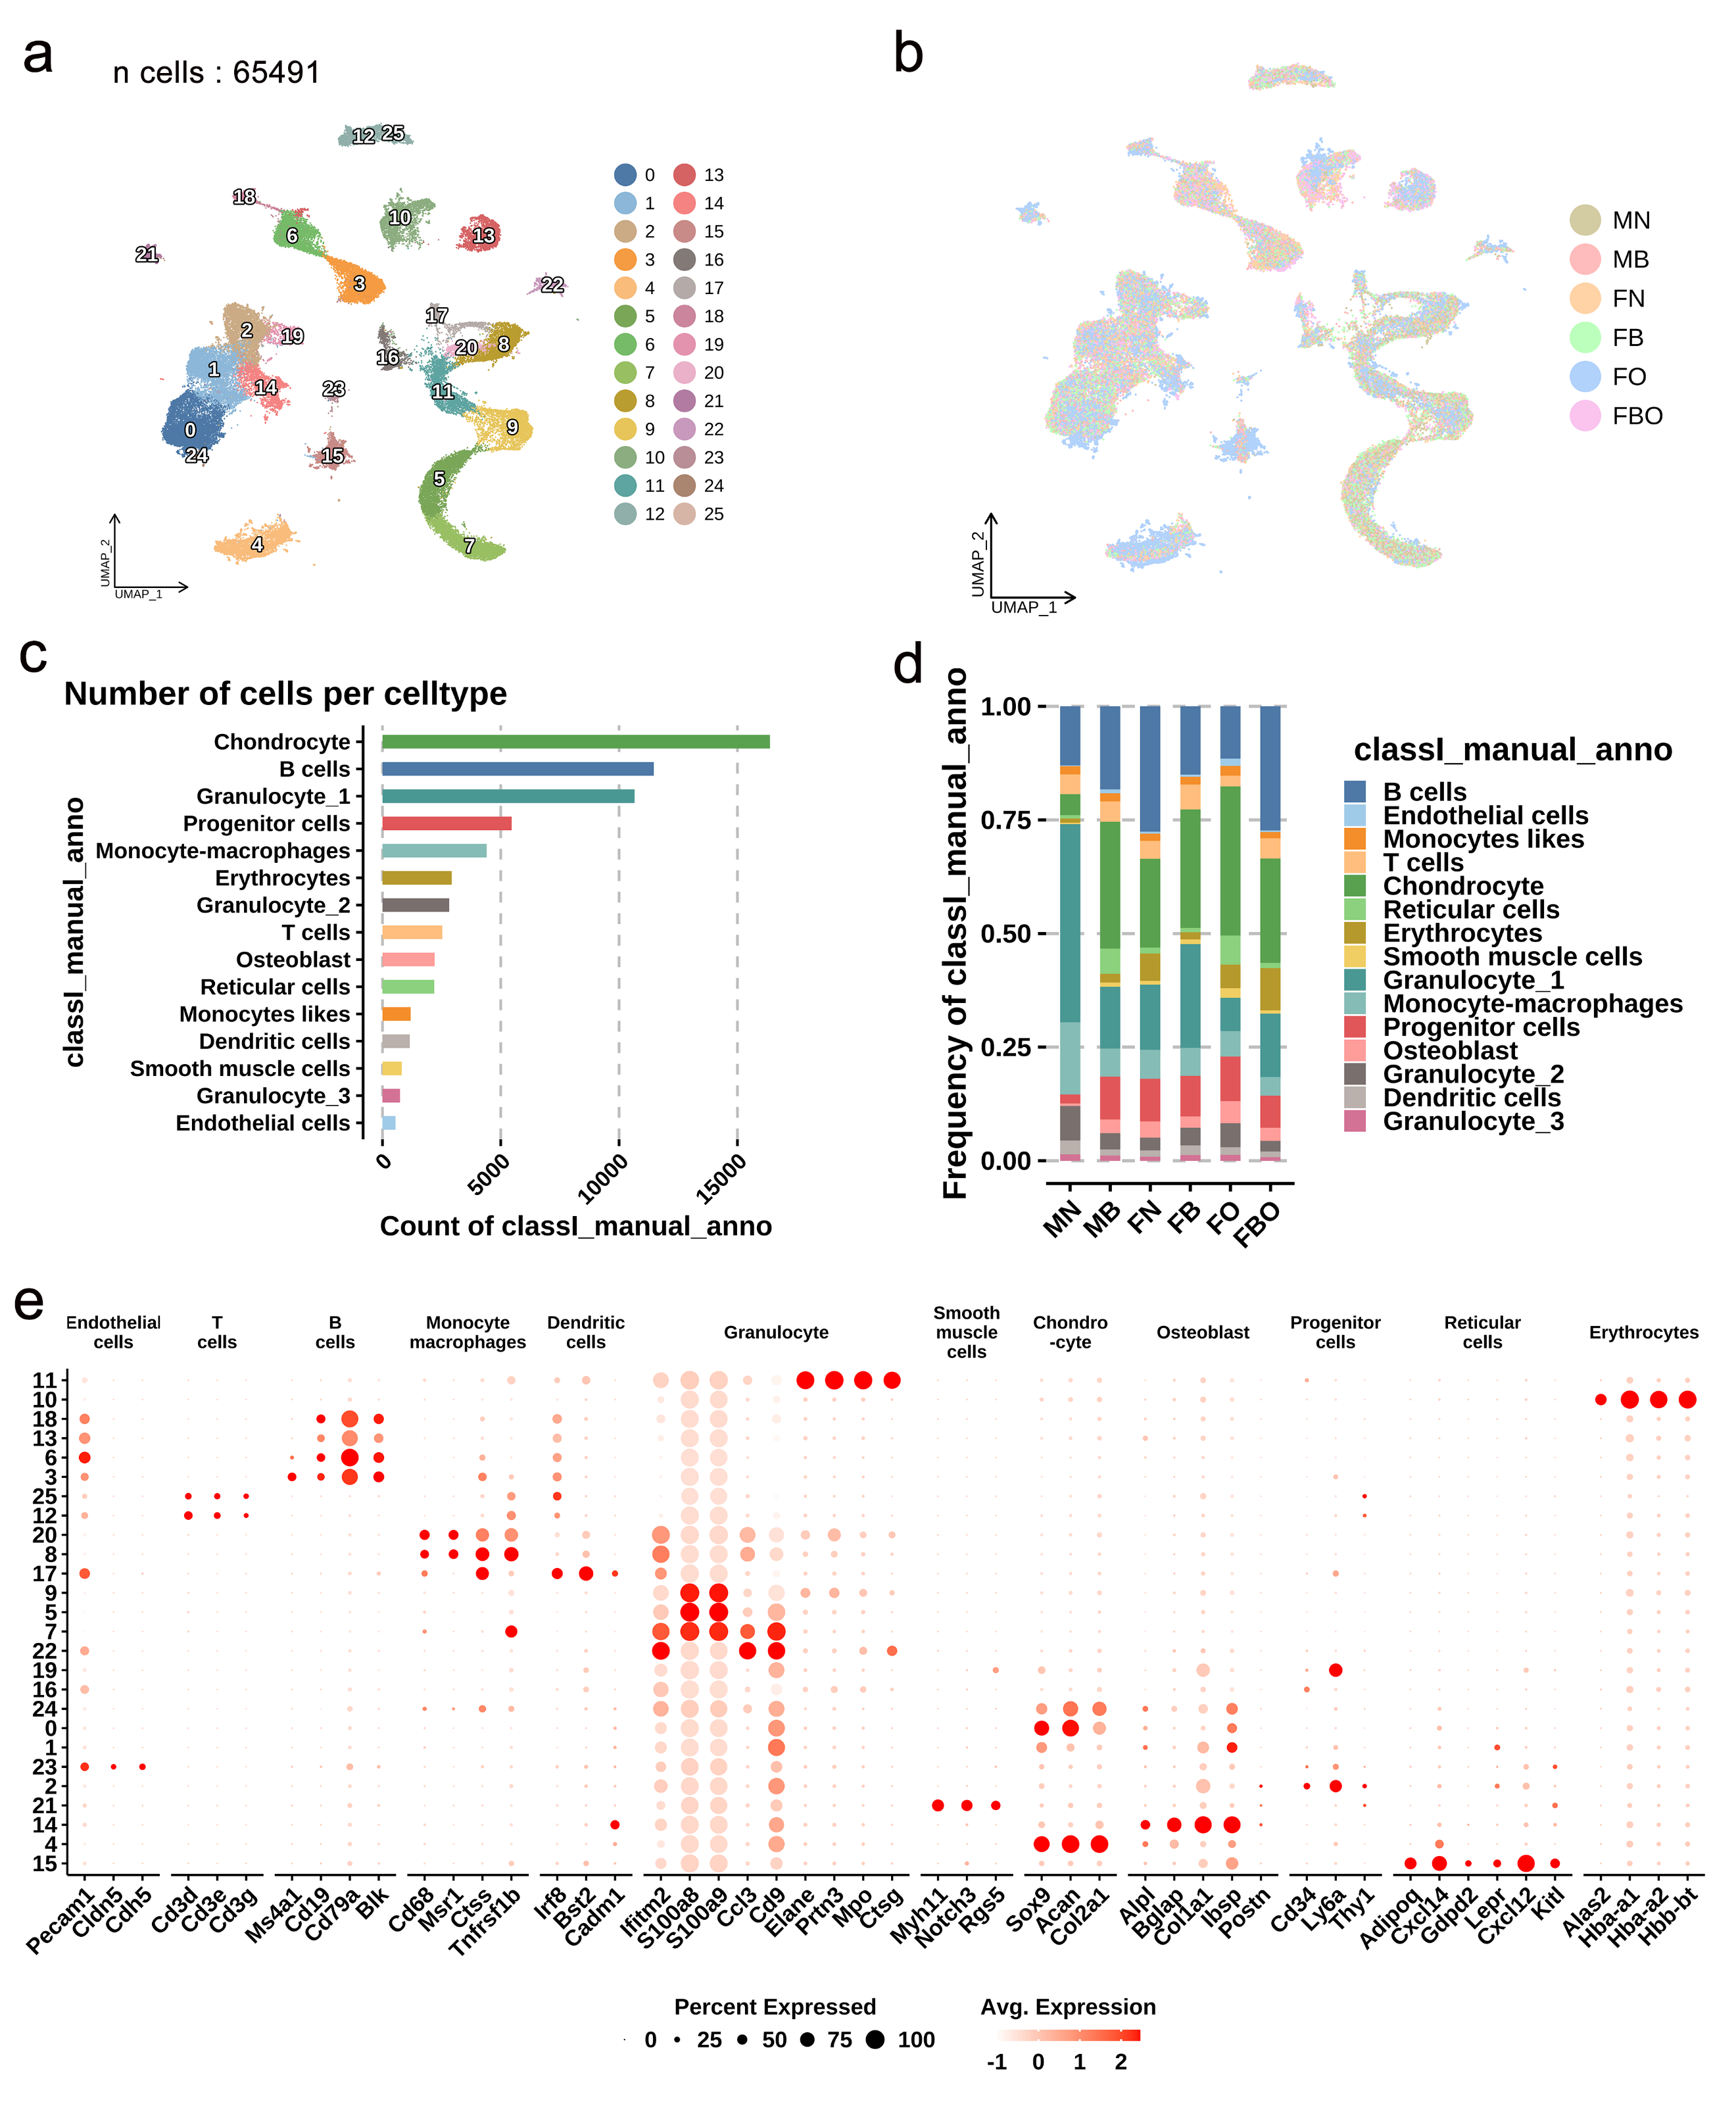

**Figure. S2.** ScRNA-seq atlas of cell clusters of femoral condyles for the six groups at 22 weeks of age. **a** UMAP plot of single cells profiled in the presenting work colored by clusters. **b** Uniform manifold approximation and projection (UMAP) plot showing the clusters distribution in the merged data set, which was colored by sample group. **c** Numbers of various cell types of the knee joints from the six groups. **d** Proportion of various cell types from the knee joints among the six groups. **e** Dot plot showing the expression of specific signatures in identified cell types. The dot color and size represent the mean expression and proportion of each cell population expressing genes, respectively.

**
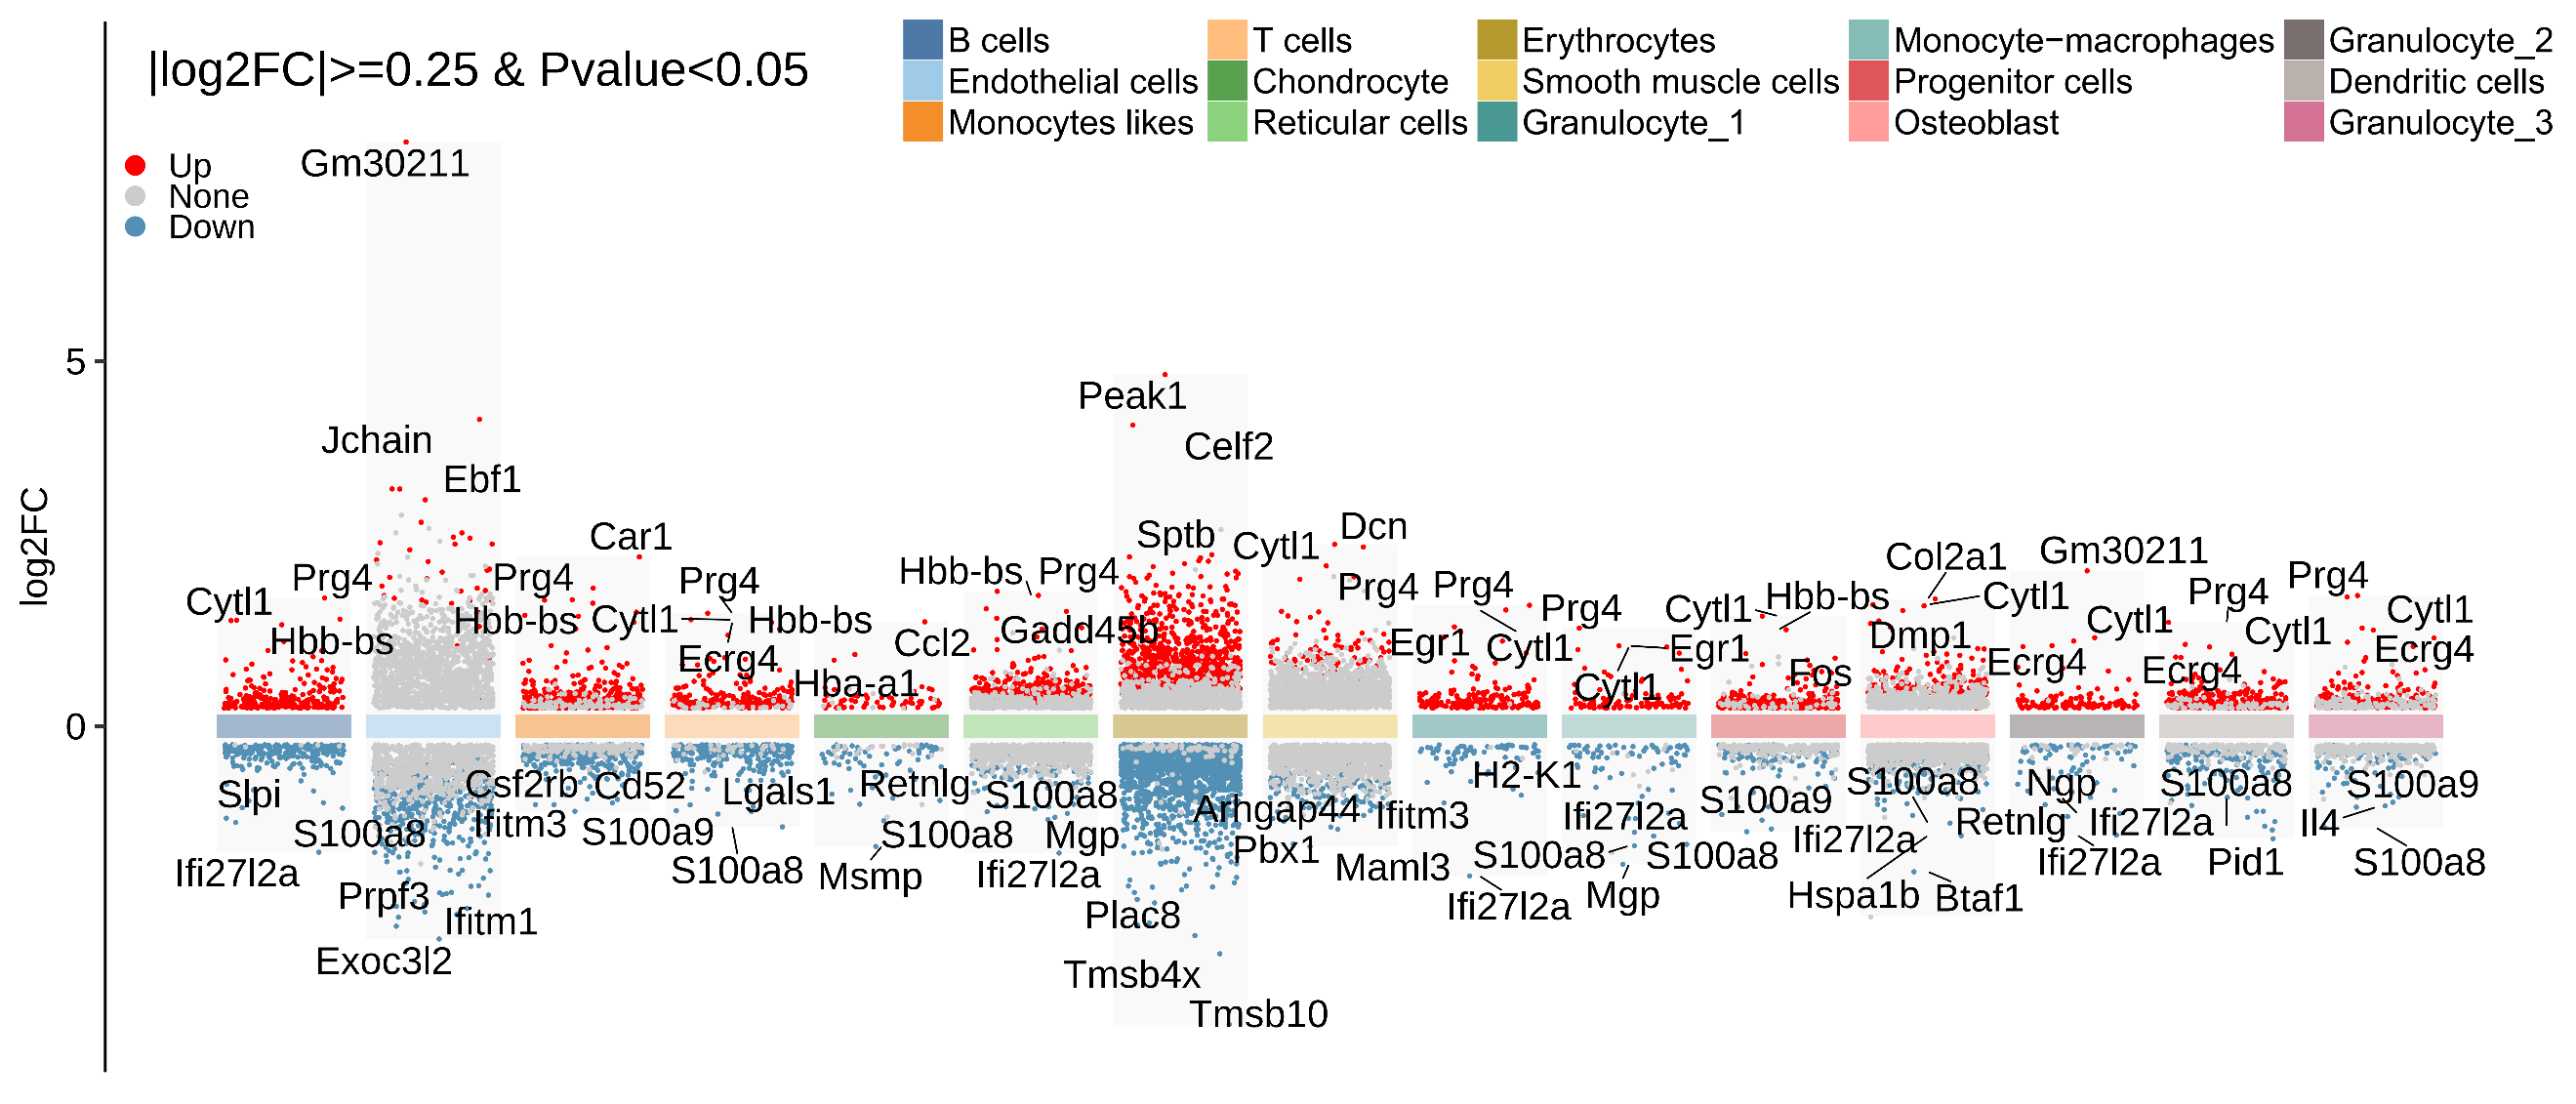
**

**Figure. S3.** The volcano plot of multi-group differential analysis shows the results of differential gene analysis in 15 cell groups between the MB and the MN group. Each color block on the horizontal axis represents a cell type, and the vertical axis represents the difference fold (log_2_Fold Change). The farther the point is from the X-axis, the greater the difference fold. The color of the dots indicates significant differences. We consider that genes with the average log_2_FC more than 0.25, and a *p* value less than 0.05 are significantly differentially expressed. Red dots indicate significantly up-regulated genes, blue dots indicate significantly down regulated genes, and gray dots indicate no significant differences.

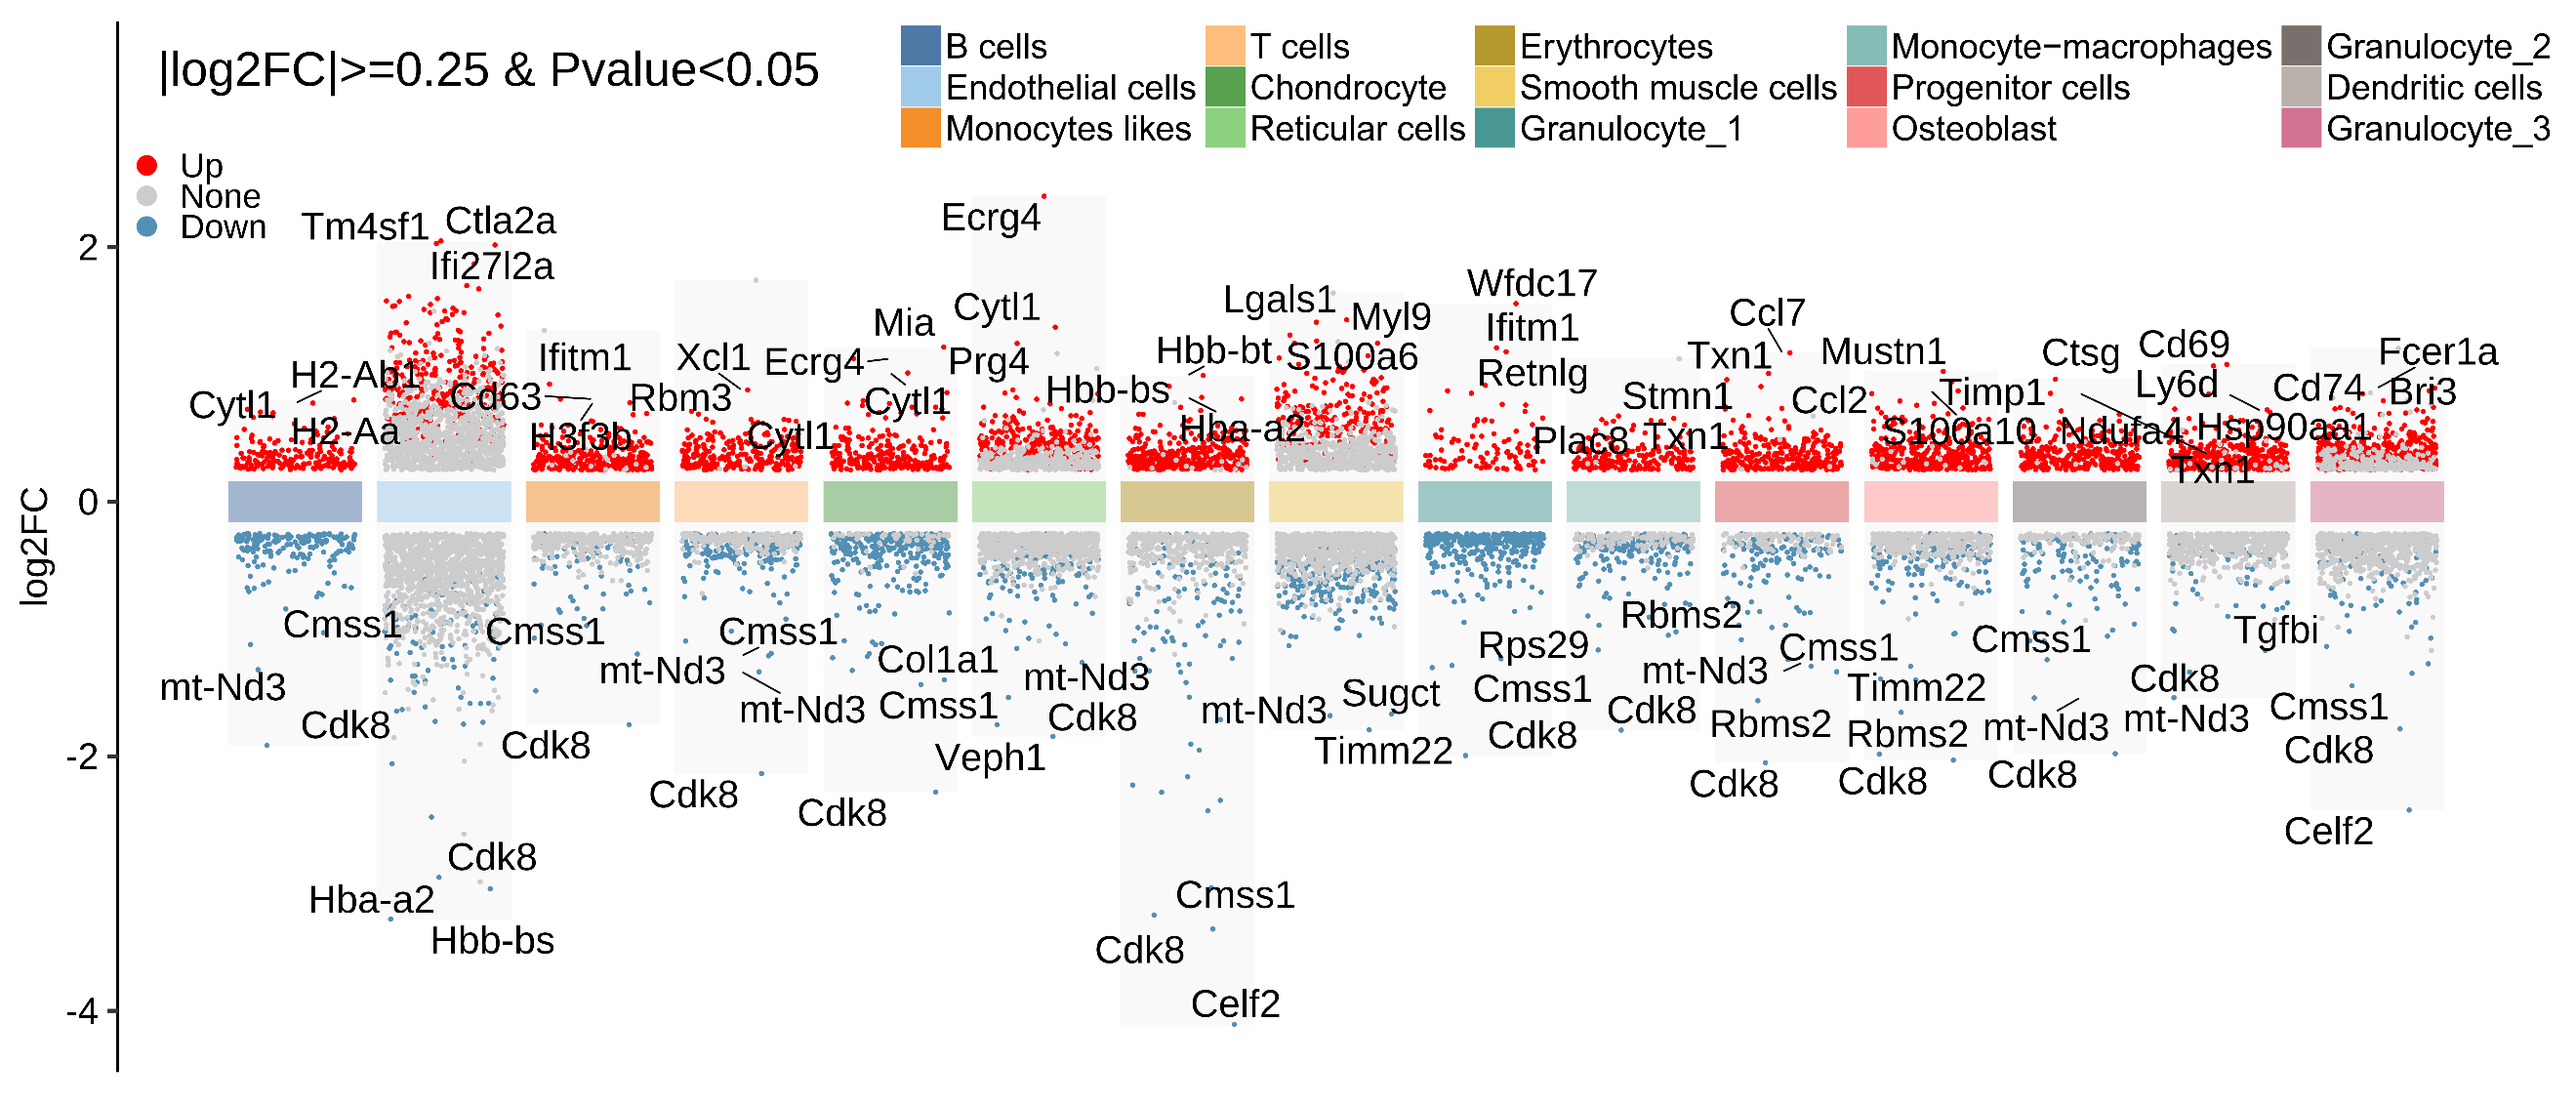

**Figure. S4.** The volcano plot of multi-group differential analysis shows the results of differential gene analysis in 15 cell groups between the FB and the FN group.

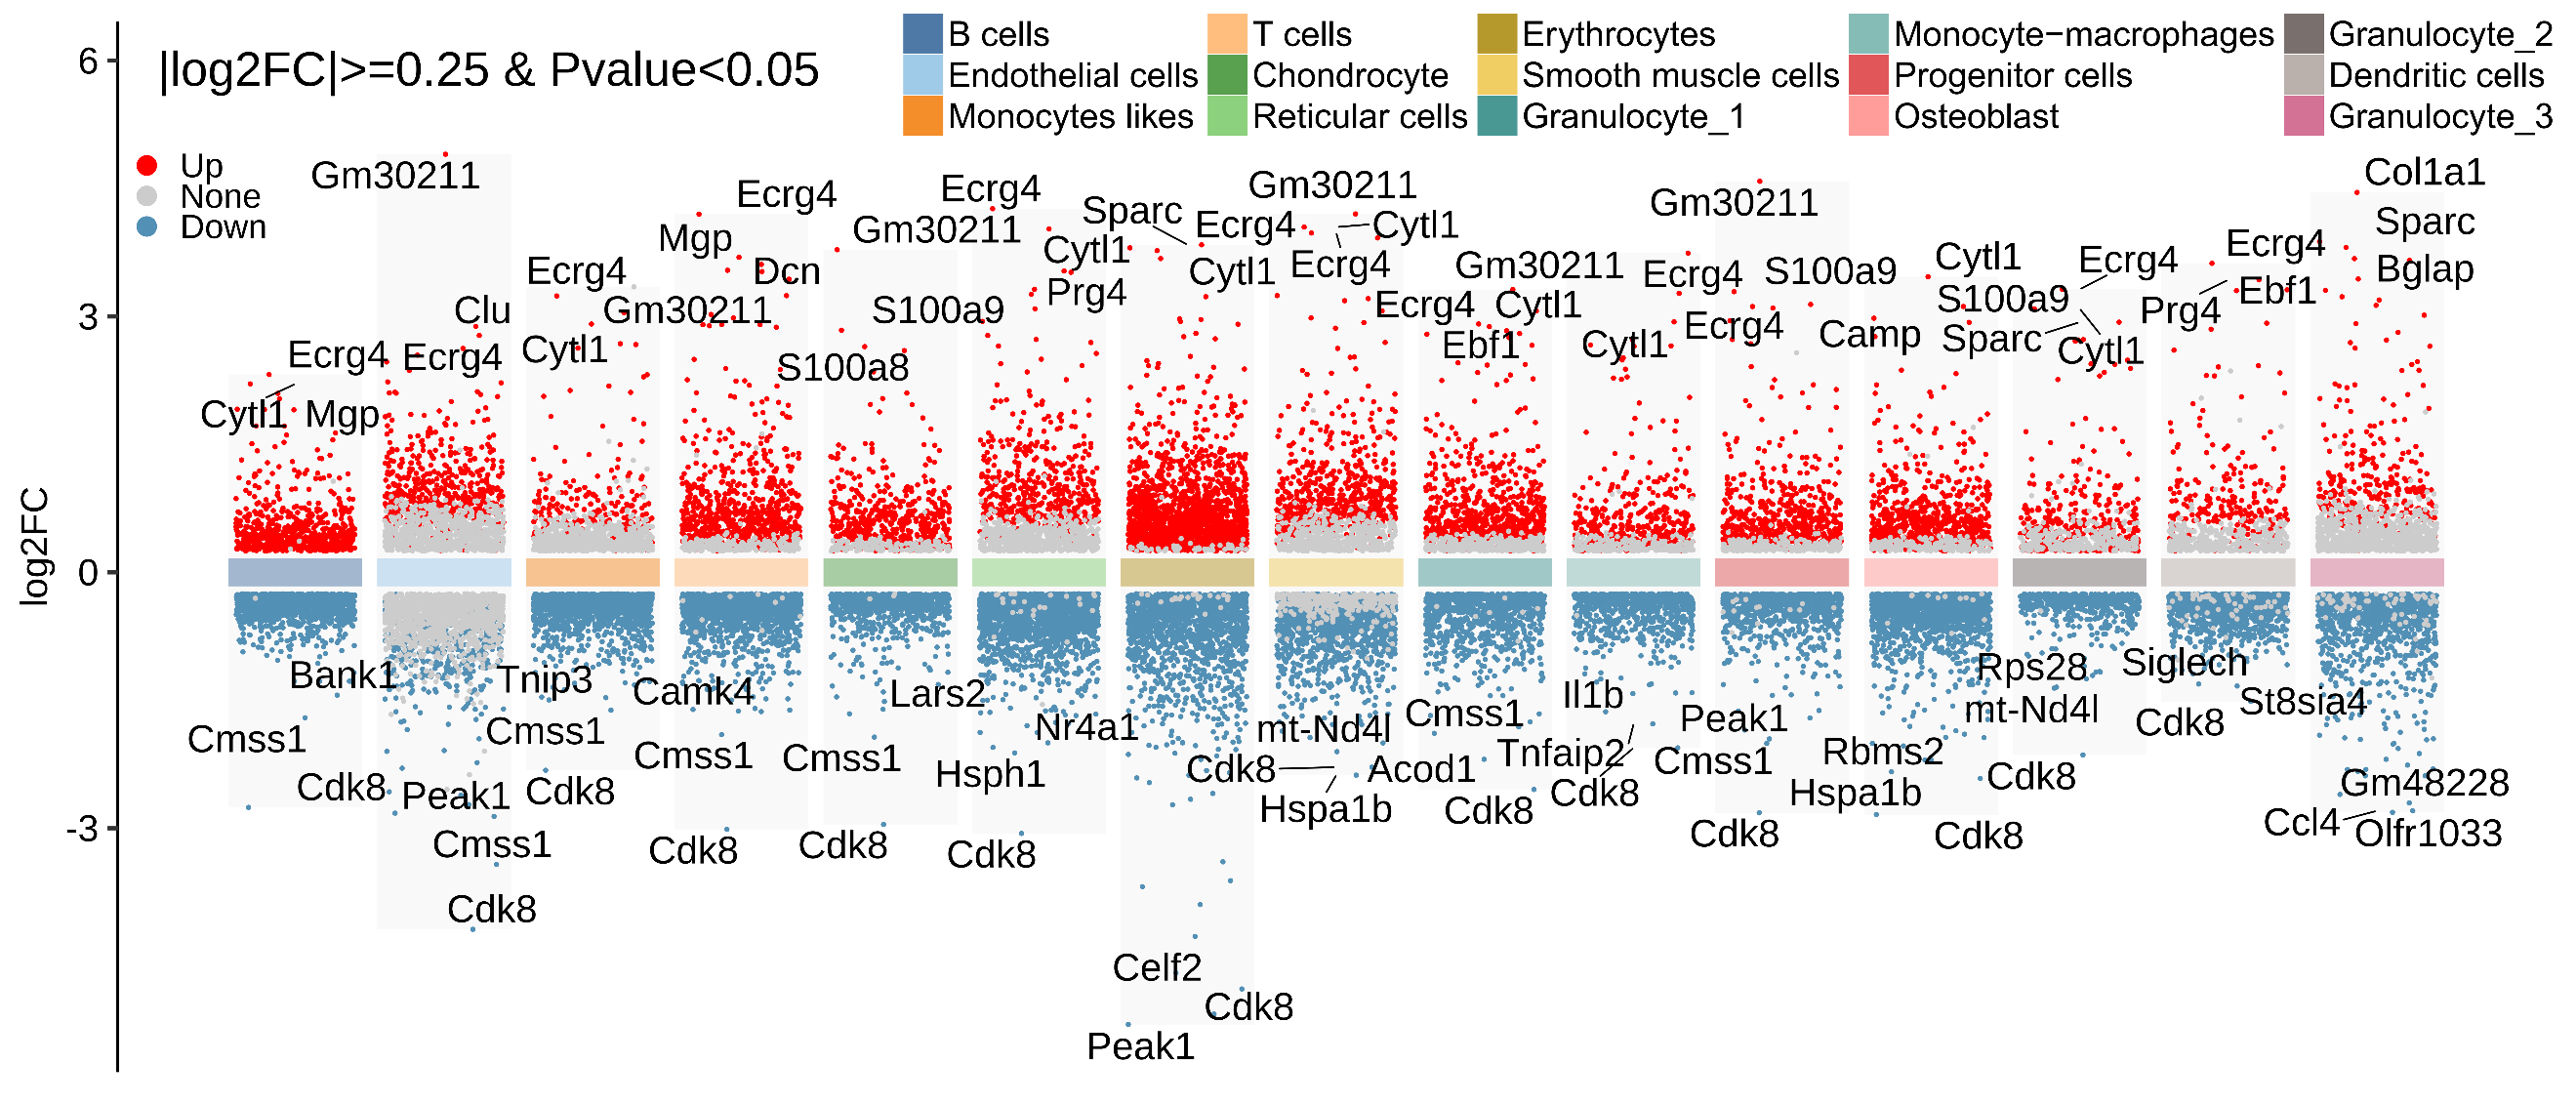

**Figure. S5.** The volcano plot of multi-group differential analysis shows the results of differential gene analysis in 15 cell groups between the FO and the FN group.

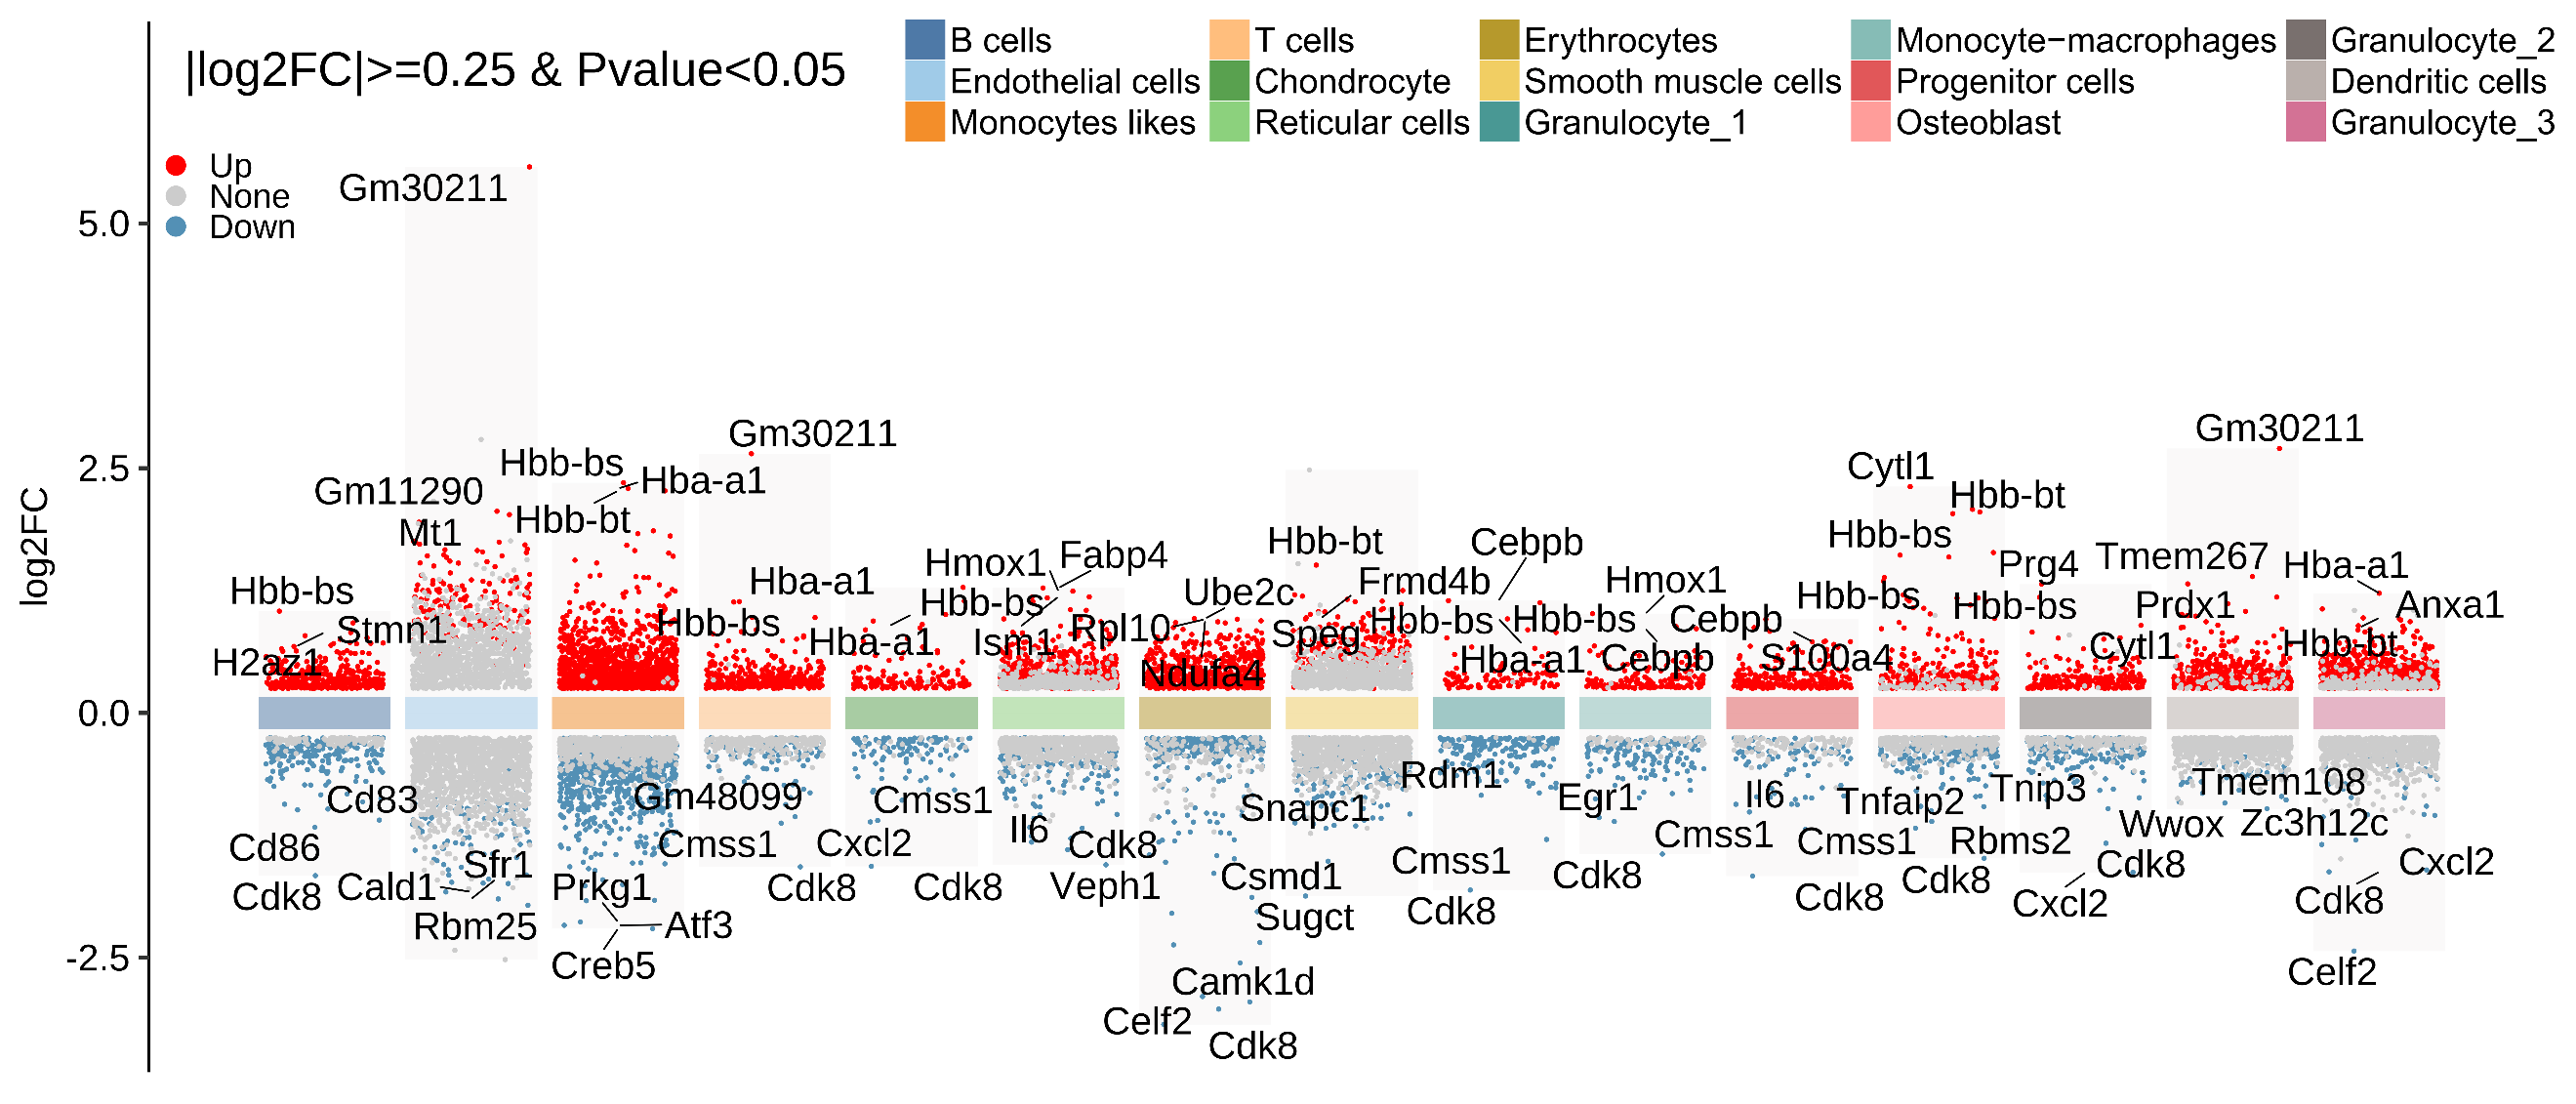

**Figure. S6.** The volcano plot of multi-group differential analysis shows the results of differential gene analysis in 15 cell groups between the FBO and the FN group.

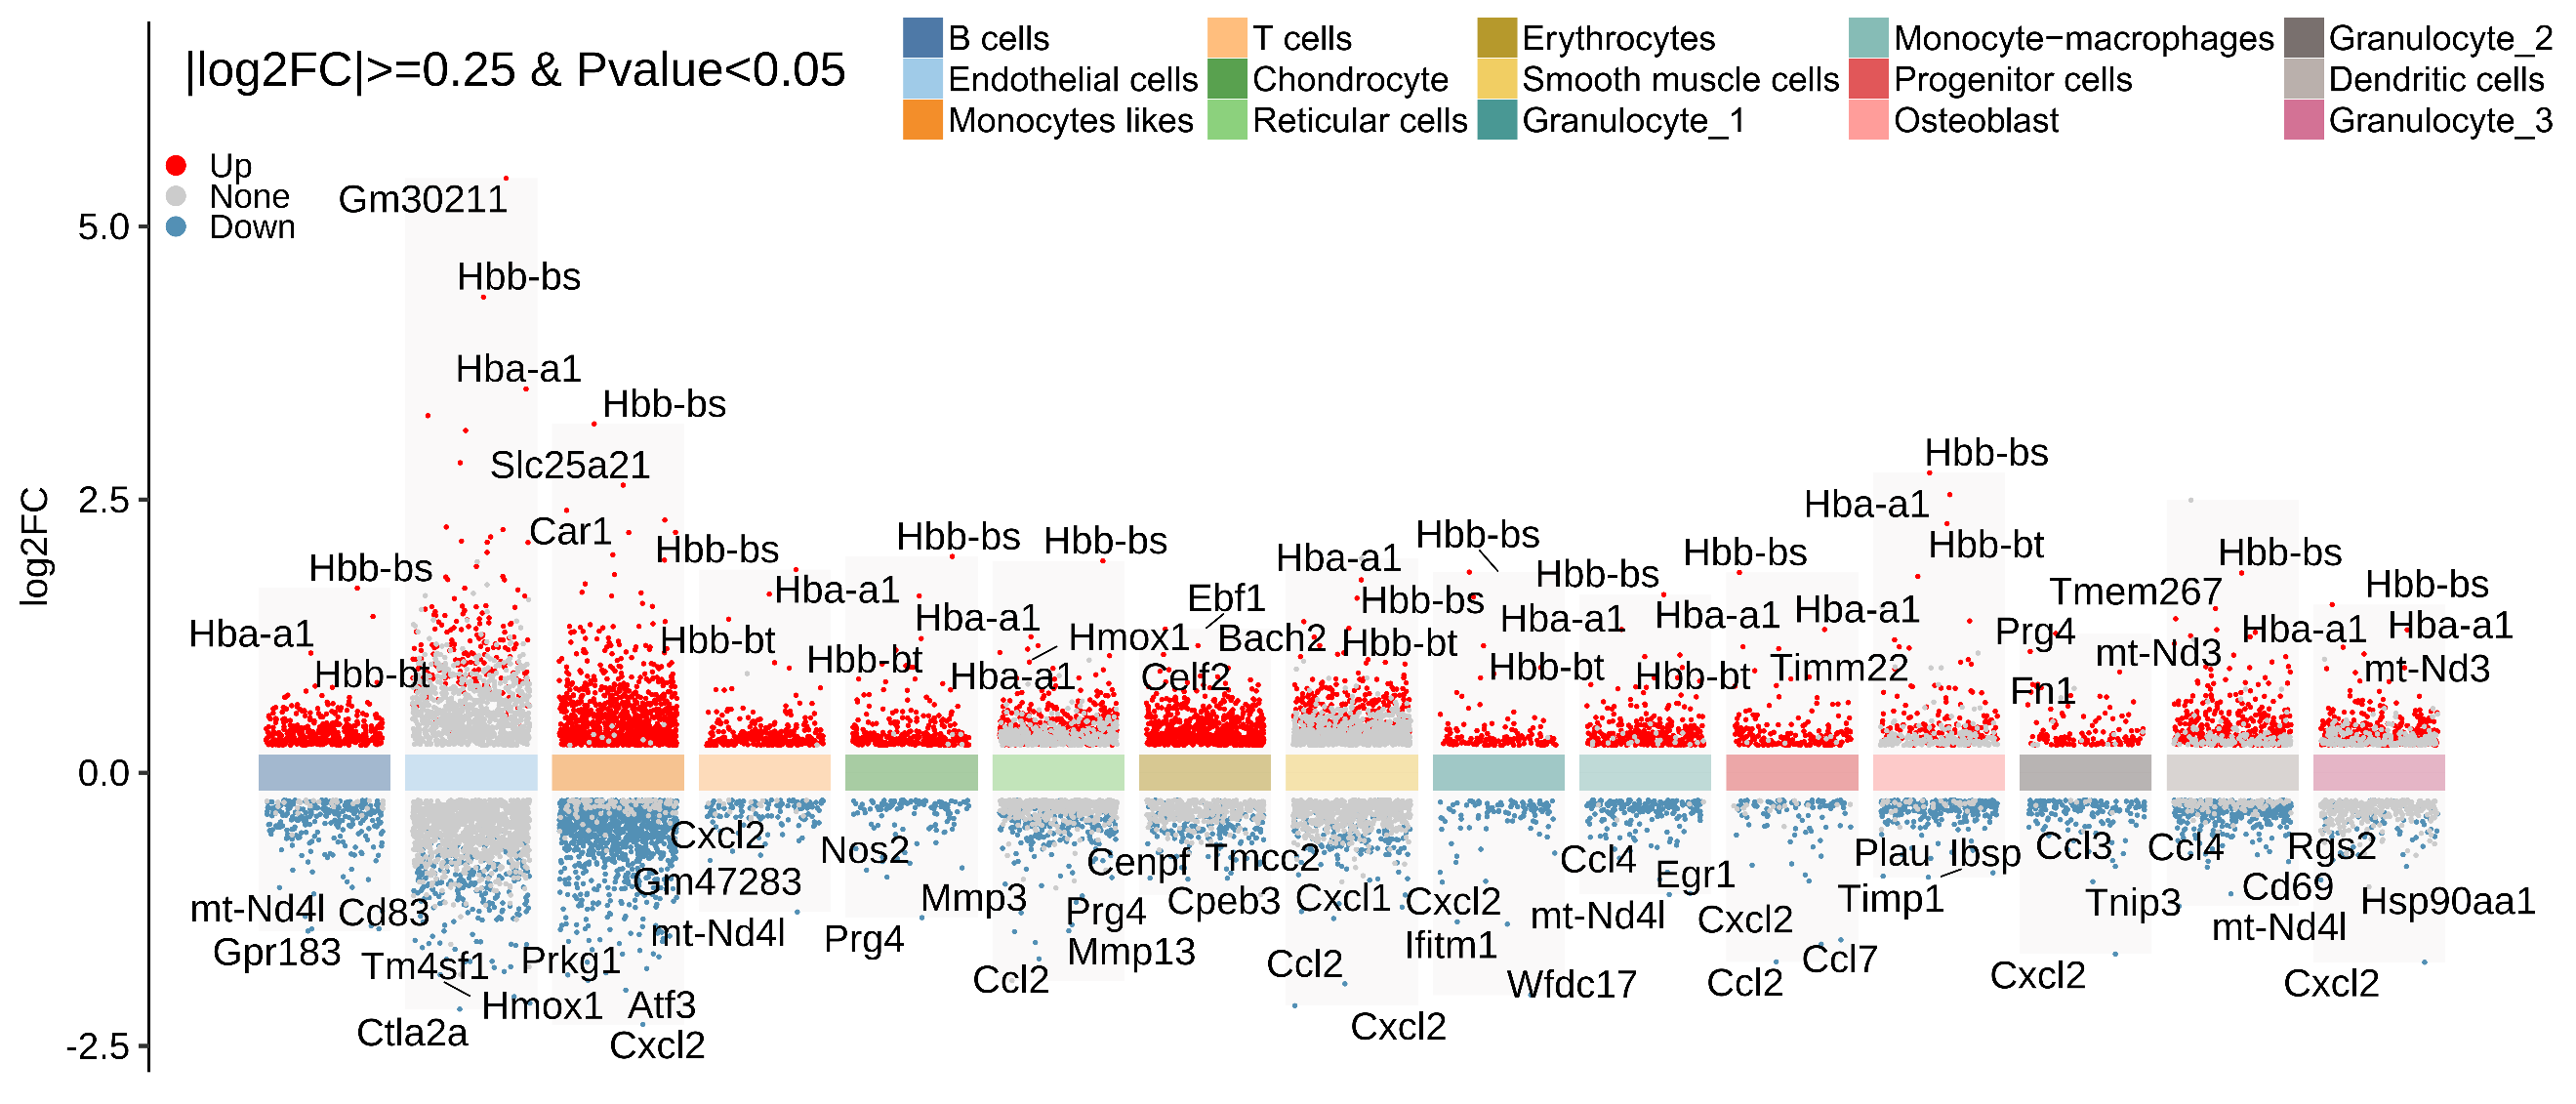

**Figure. S7.** The volcano plot of multi-group differential analysis shows the results of differential gene analysis in 15 cell groups between the FBO and the FB group.

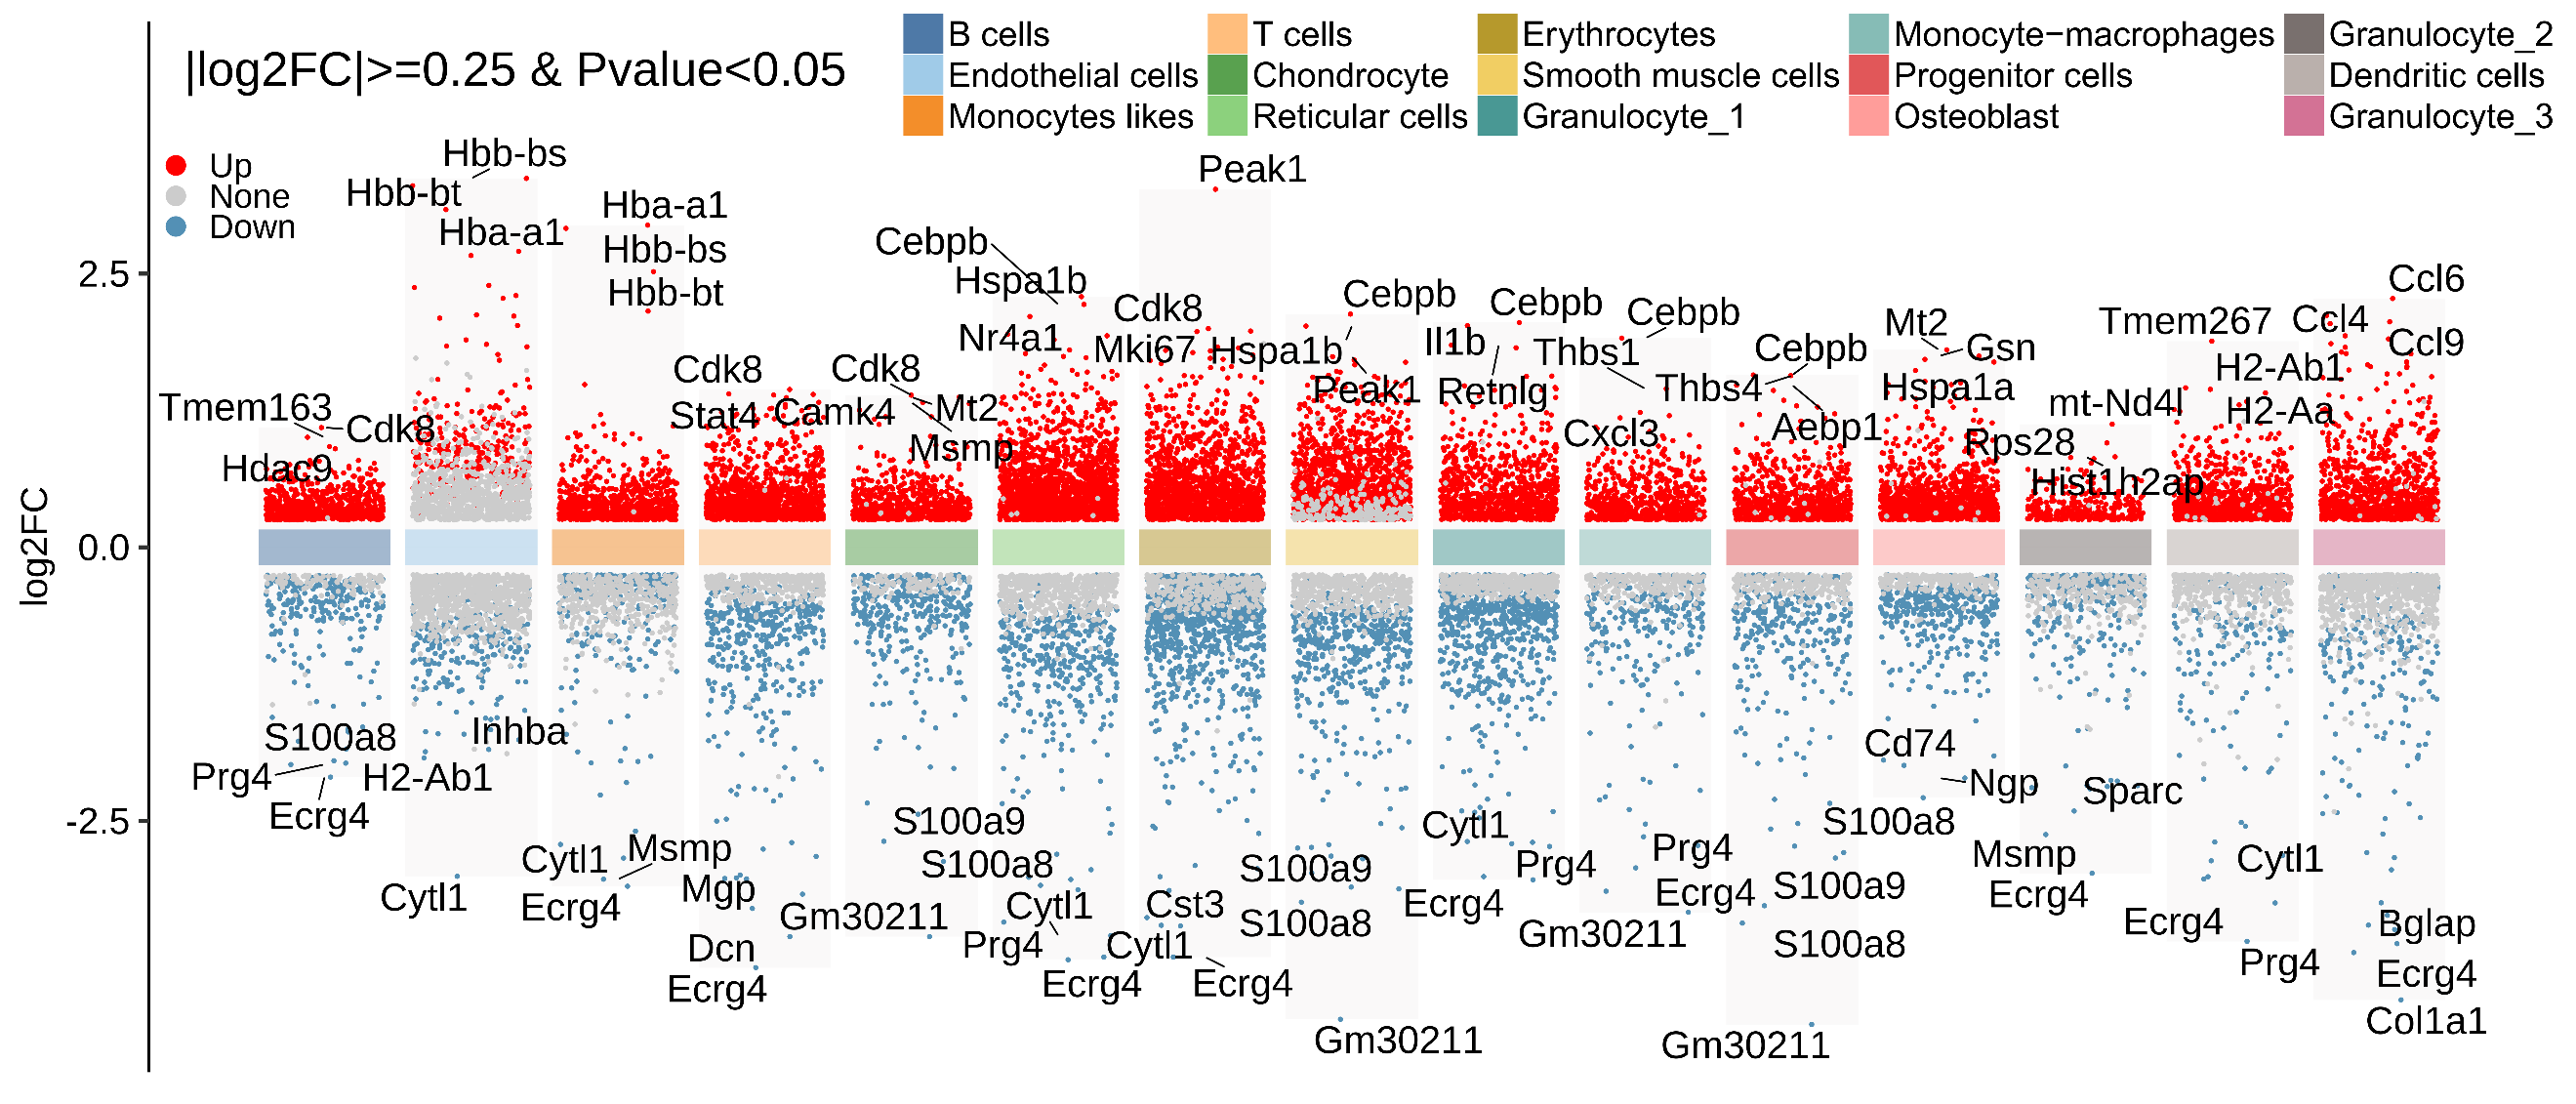

**Figure. S8.** The volcano plot of multi-group differential analysis shows the results of differential gene analysis in 15 cell groups between the FBO and the FO group.

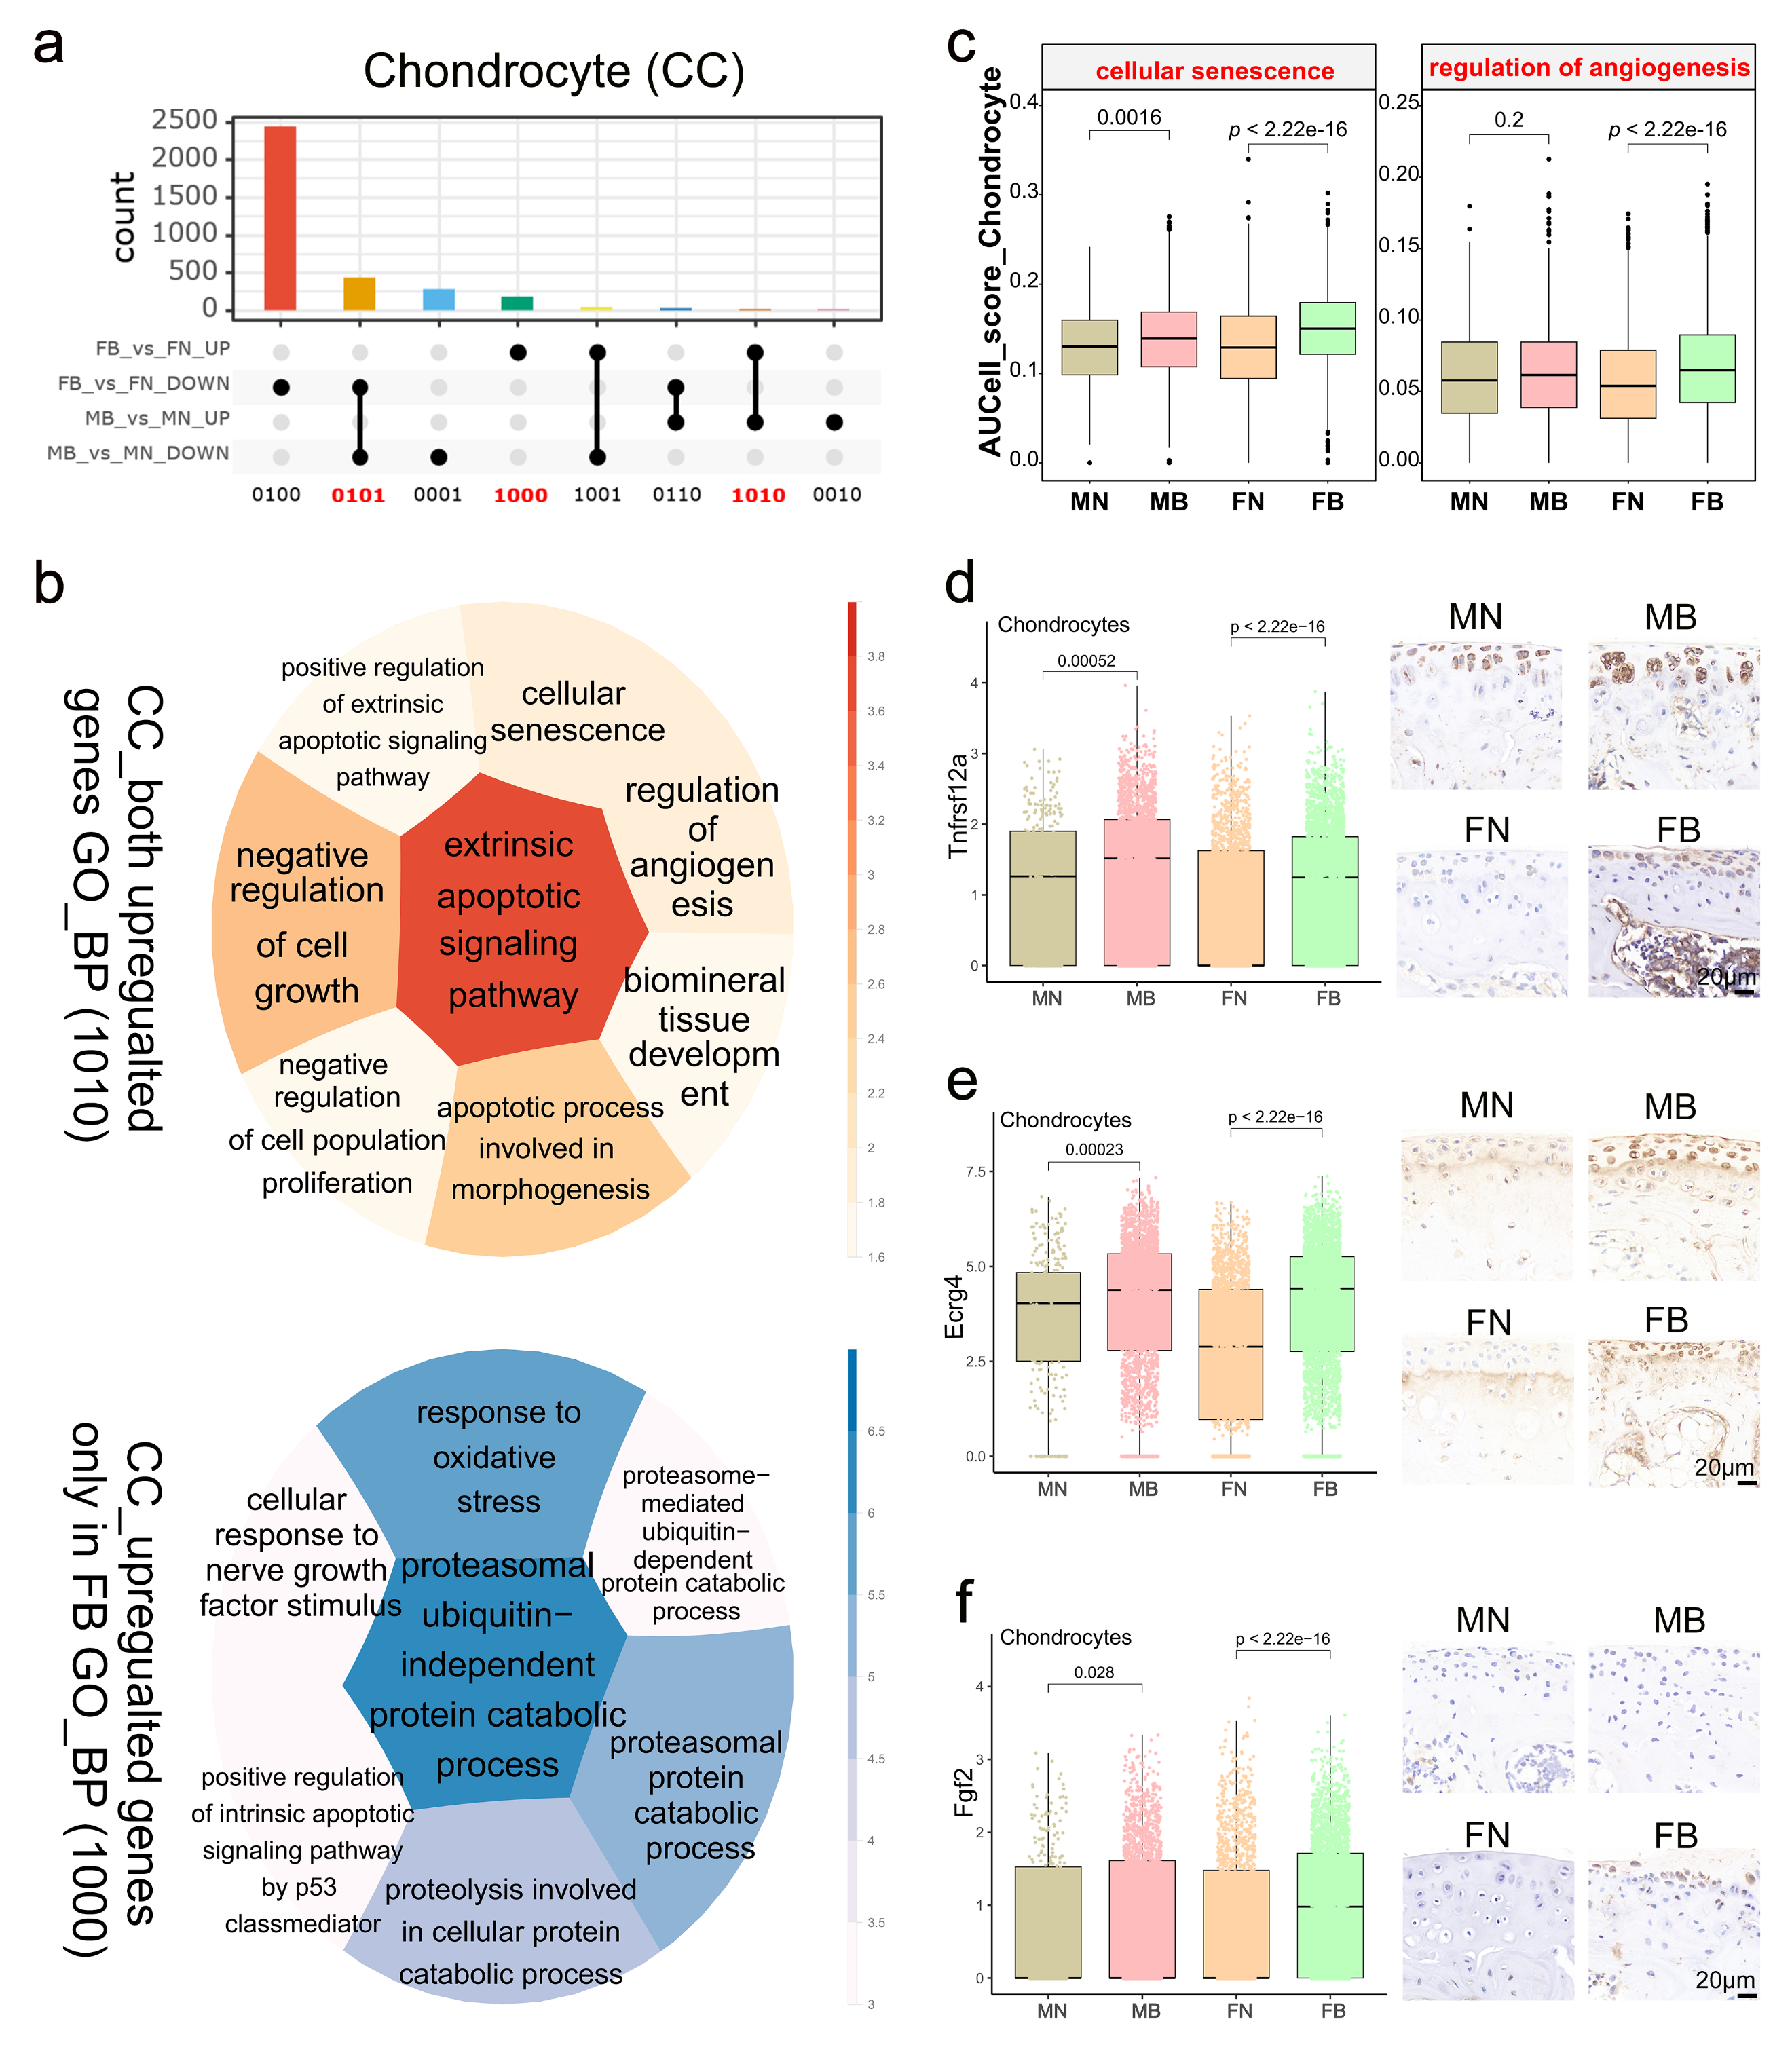

**Figure. S9.** Comparison of chondrocytes in female bipedal mice compared with the male group. **a** The VENN analysis results of upset were analyzed by the intersection set of gender differences among chondrocyte. Number 0 (No) and 1 (Yes) were used to indicate genes upregulated or downregulated in FB or MB group compared with FN or MN group. For example, 1010 refers to genes both upregulated in FB and MB group compared with FN and MN group, 1000 indicates genes only upregulated in FB vs FN comparison. **b** The circle enrichment plot shows the GO database pathways of genes regulated similarly or differently by the intersection set of gender differences among CC. The deeper the color is, or the bigger the size is, the -log_10_(*p*-value) is greater, indicating a more significant difference. **c** The box plot represents the scores of chondrocytes in normal and bipedal mice for “cellular senescence” and “regulation of angiogenesis” pathway in the GO database, scores come from the R package `AUcell`. **d-e** The box plot represents the *Tnfrsf12a* gene (**d**) *Ecrg4* gene (**e**) expression of chondrocytes related to the “cellular senescence” pathway in figure c. **f** The box plot represents the *Fgf2* gene expression of chondrocytes related to the “regulation of angiogenesis” pathway in figure c. All referred genes were confirmed *in vivo* by IHC staining, Scale bar = 20 μm.

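In chondrocyte-like cells, Tnfrsf12a (ENSMUSG00000023905), Ecrg4 (ENSMUSG00000026051) and Fgf2 (ENSMUSG00000037225) were compared between bipedal and normal mice of each sex. Ecrg4 had 57723 UMIs in FN and 231476 in FB, a log2 ratio of 1.05 (1.04 to 1.06), and 12982 in MN and 143286 in MB, a log2 ratio of 0.43 (0.40 to 0.45). It is also one of the markers by which the clusters were named. Relative to the median gene of the class, which was lower in FB, the female log2 ratios of all 3 genes were larger. Tnfrsf12a had log2 ratios of 0.30 (0.24 to 0.37) in females and 0.14 (0.011 to 0.28) in males. For Fgf2 the values were 0.17 (0.10 to 0.25) and 0.11 (-0.074 to 0.30), and that in females changed sign without Harmony, to -0.10, and with cells classed by their own marker UMIs, to -0.012. It also did under 2 alternatives chosen after the data were examined, to -0.061 without the Angptl7-led sub-cluster and to -0.031 with the genes of the study's figures left out of the clustering. The median log2 ratio of the 3 genes lay at percentile 91.3 of 10000 random lists of genes with matched mean CPM in females and at 86.5 in males, a description of these libraries and not a test.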

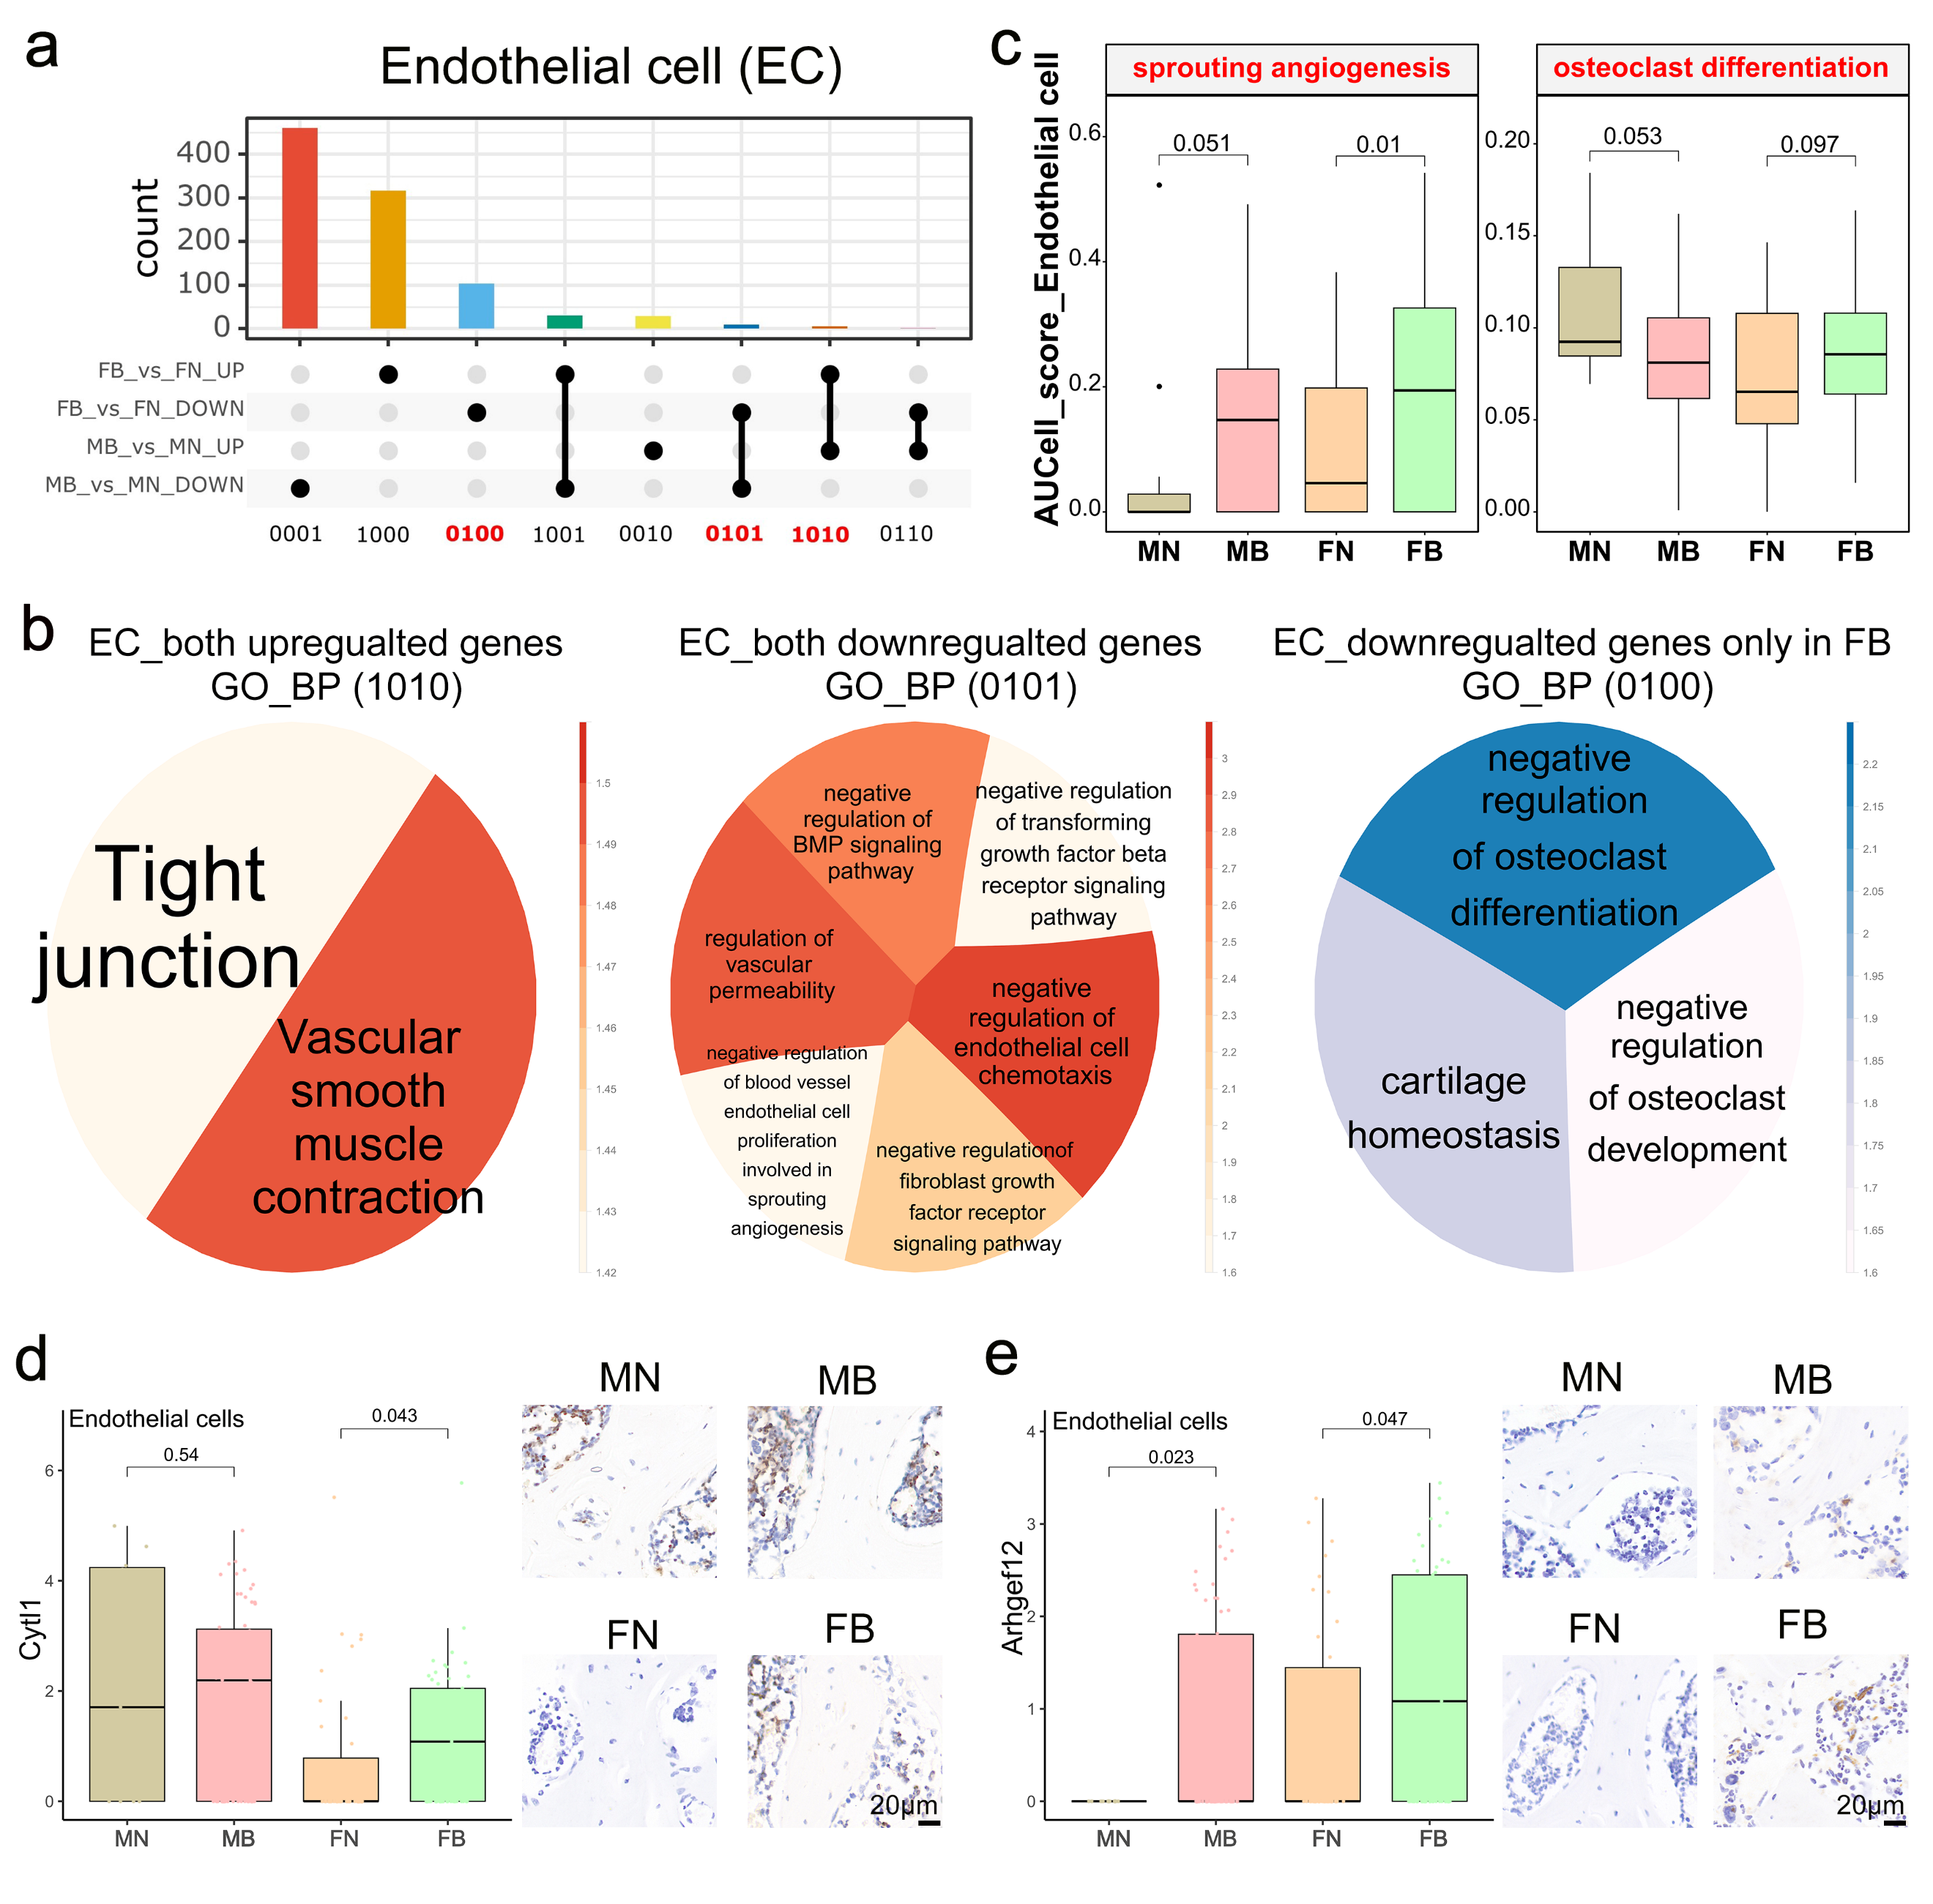

**Figure. S10.** Comparison of endothelial cells in female bipedal mice compared with the male group. **a** The VENN analysis results of upset were analyzed by the intersection set of gender differences among endothelial cell. Number 0 (No) and 1 (Yes) were used to indicate genes upregulated or downregulated in FB or MB group compared with FN or MN group. For example, 1010 refers to genes both upregulated in FB and MB group compared with FN and MN group, 1000 indicates genes only upregulated in FB vs FN comparison. **b** The circle enrichment plot shows the GO database pathways of genes regulated similarly or differently by the intersection set of gender differences among EC. The deeper the color is, or the bigger the size is, the -log_10_(*p*-value) is greater, indicating a more significant difference. **c** The box plot represents the scores of endothelial cells in normal and bipedal mice for “sprouting angiogenesis” and “osteoclast differentiation” pathway in the GO database, scores come from the R package `AUcell`. **d-e** The box plot represents the *Cytl1* gene (**d**) *Arhgef12* gene (**e**) expression of endothelial cells related to the “sprouting angiogenesis” pathway in figure c. All referred genes were confirmed *in vivo* by IHC staining, Scale bar = 20 μm.

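The endothelial-like class was small, with 27 cells in FN, 55 in FB, 5 in MN and 33 in MB. The median gene of the class had a log2 ratio of -0.25 between FB and FN and of -0.24 between MB and MN. Cytl1 (ENSMUSG00000062329) had 9 UMIs in FN and 36 in FB, a log2 ratio of 1.13 (0.052 to 2.37); it is a chondrocyte marker of the naming. Arhgef12 (ENSMUSG00000059495) had 44 and 69 UMIs, a log2 ratio of -0.22 (-0.78 to 0.36), or 0.032 relative to the median gene, a difference that was not detectable at this depth. In males it had 10 UMIs in MN and 60 in MB, a log2 ratio of 1.13 (0.15 to 2.26). Of the 5 endothelial-like cells of MN, 4 were scored as doublets, and 3.50% of their UMIs were of granulocyte genes, against 0.612% in MB.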

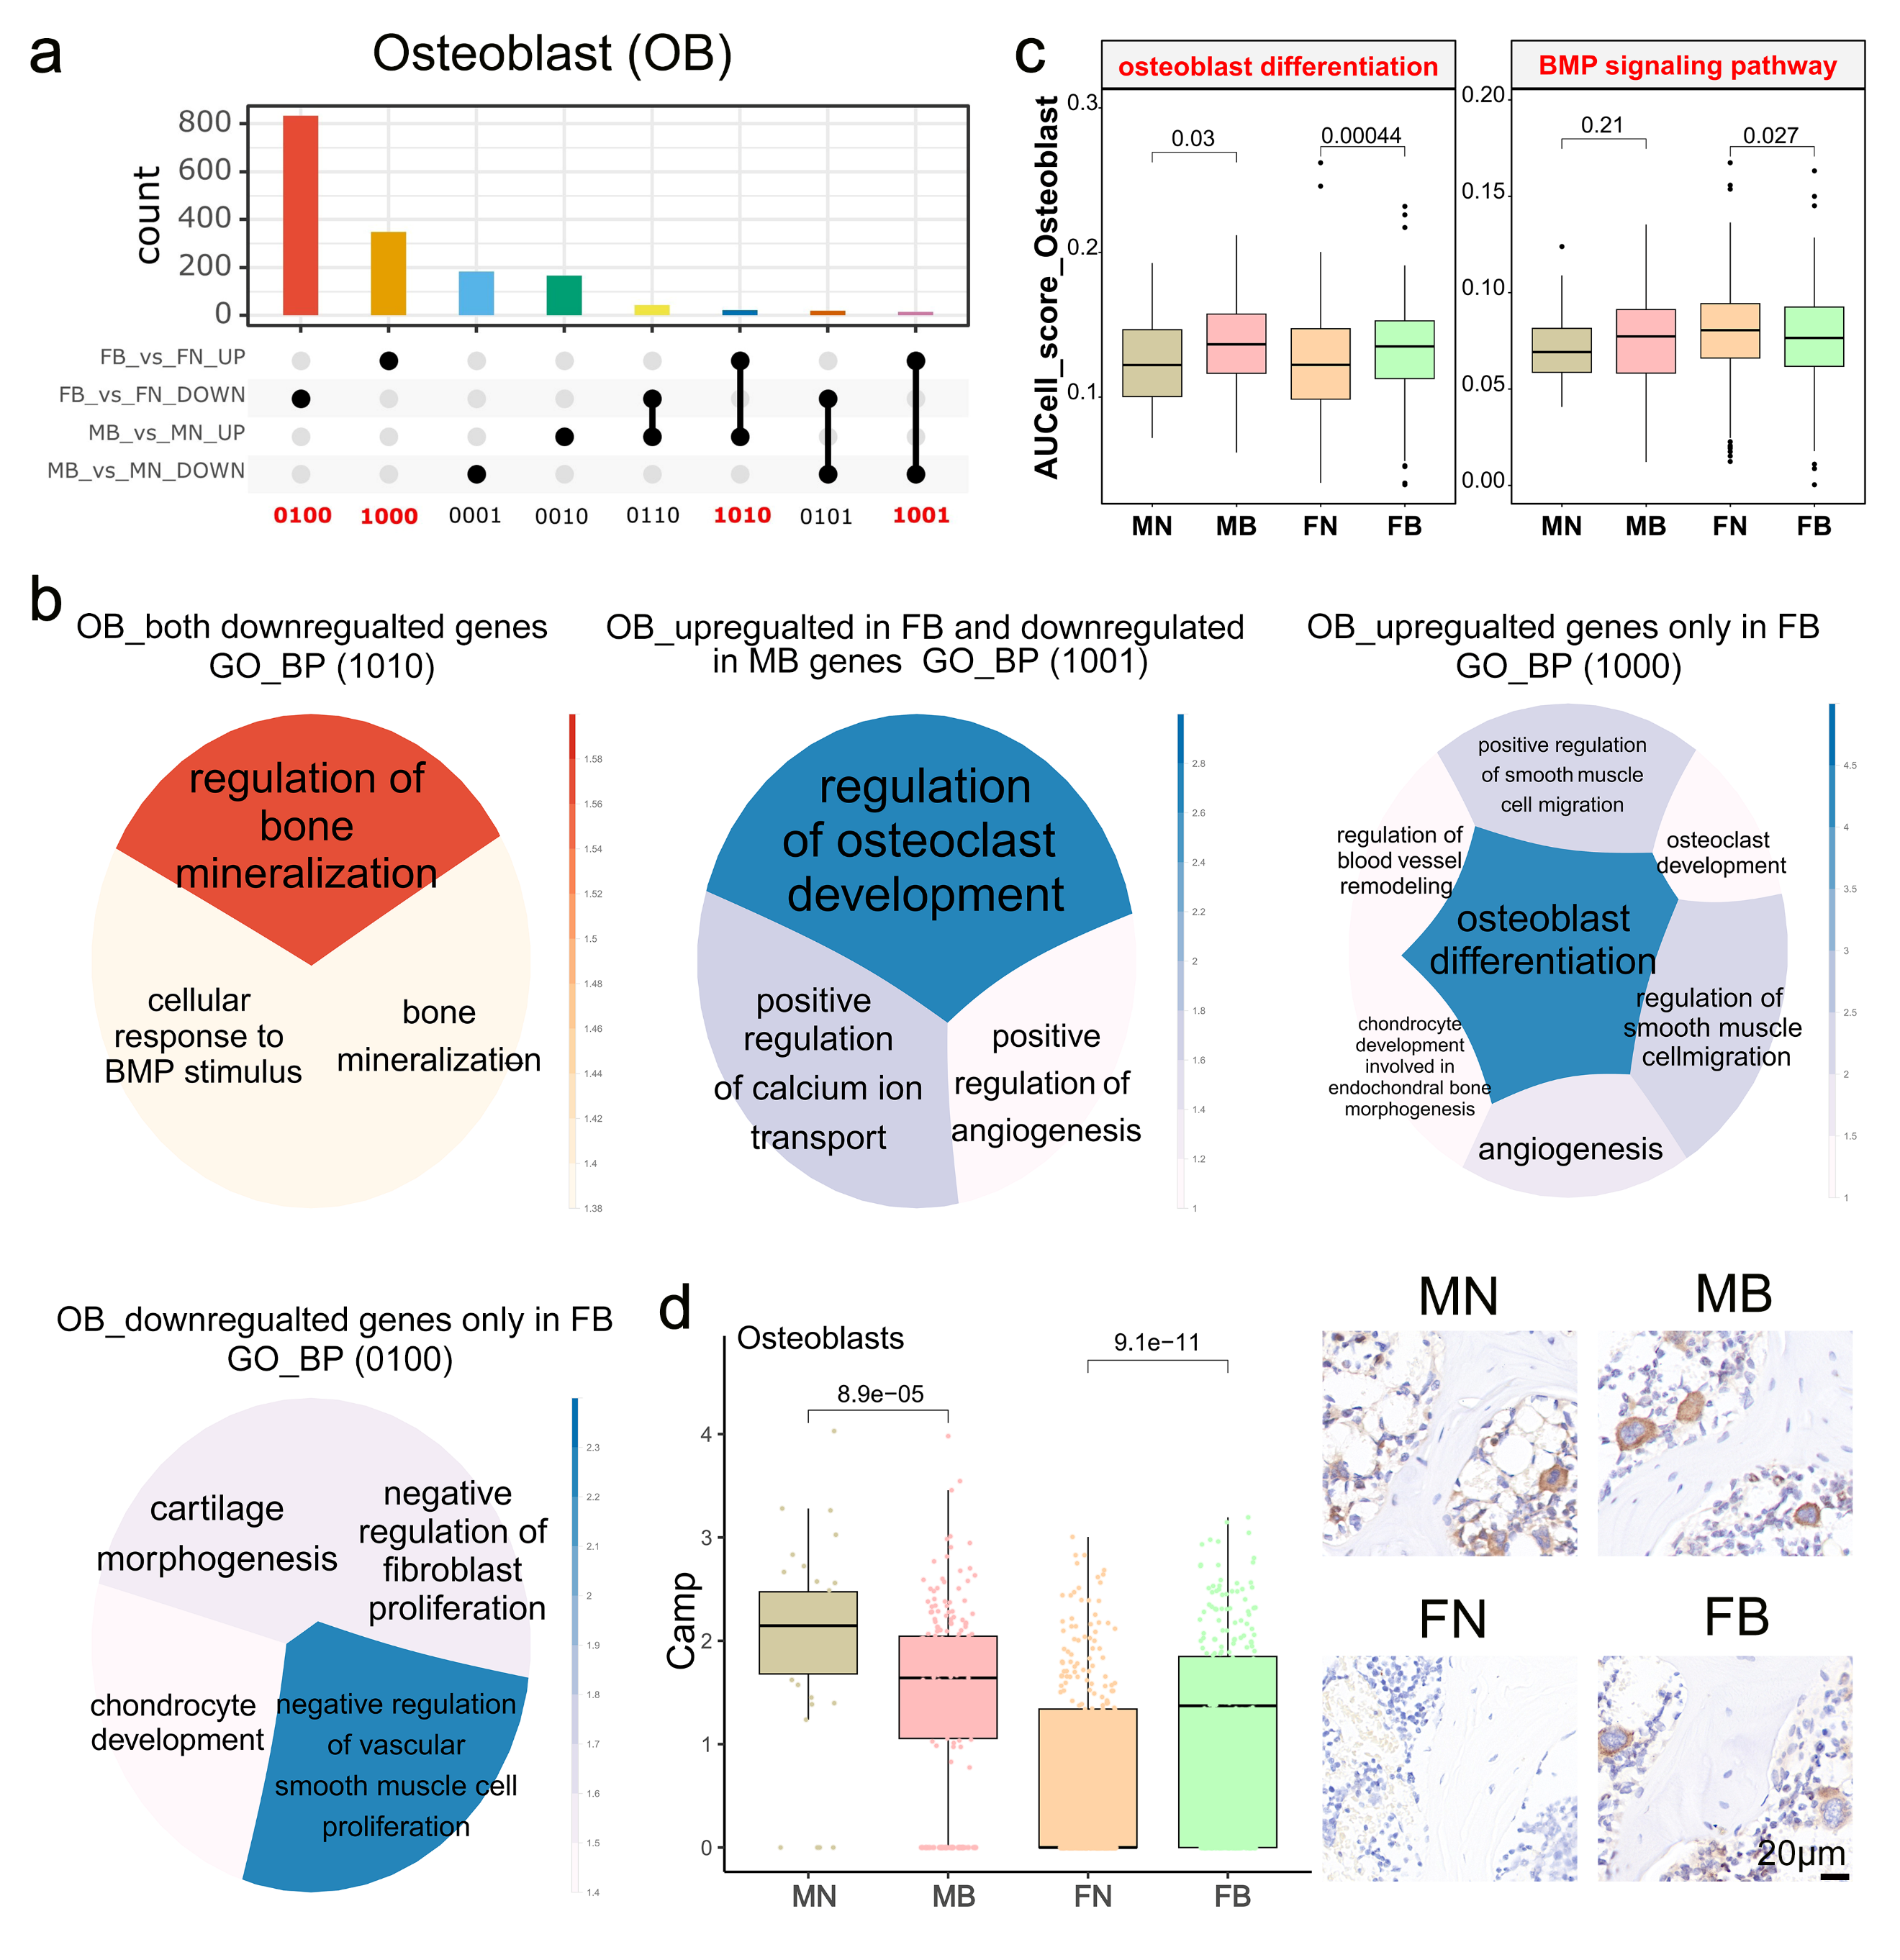

**Figure. S11.** Comparison of osteoblasts in female bipedal mice compared with the male group. **a** The VENN analysis results of upset were analyzed by the intersection set of gender differences among osteoblast**s**. Number 0 (No) and 1 (Yes) were used to indicate genes upregulated or downregulated in FB or MB group compared with FN or MN group. For example, 1010 refers to genes both upregulated in FB and MB group compared with FN and MN group, 1000 indicates genes only upregulated in FB vs FN comparison. **b** The circle enrichment plot shows the GO database pathways of genes regulated similarly or differently by the intersection set of gender differences among OB. The deeper the color is, or the bigger the size is, the -log_10_(*p*-value) is greater, indicating a more significant difference. **c** The box plot represents the scores of osteoblasts in normal and bipedal mice for “osteoblast differentiation” and “BMP signaling pathway” pathway in the GO database, scores come from the R tool `AUcell`. **d** The box plot represented the *Camp* gene expression of osteoblasts related to the “osteoblast differentiation” pathway in figure c. All referred genes were confirmed *in vivo* by IHC staining, Scale bar = 20 μm.

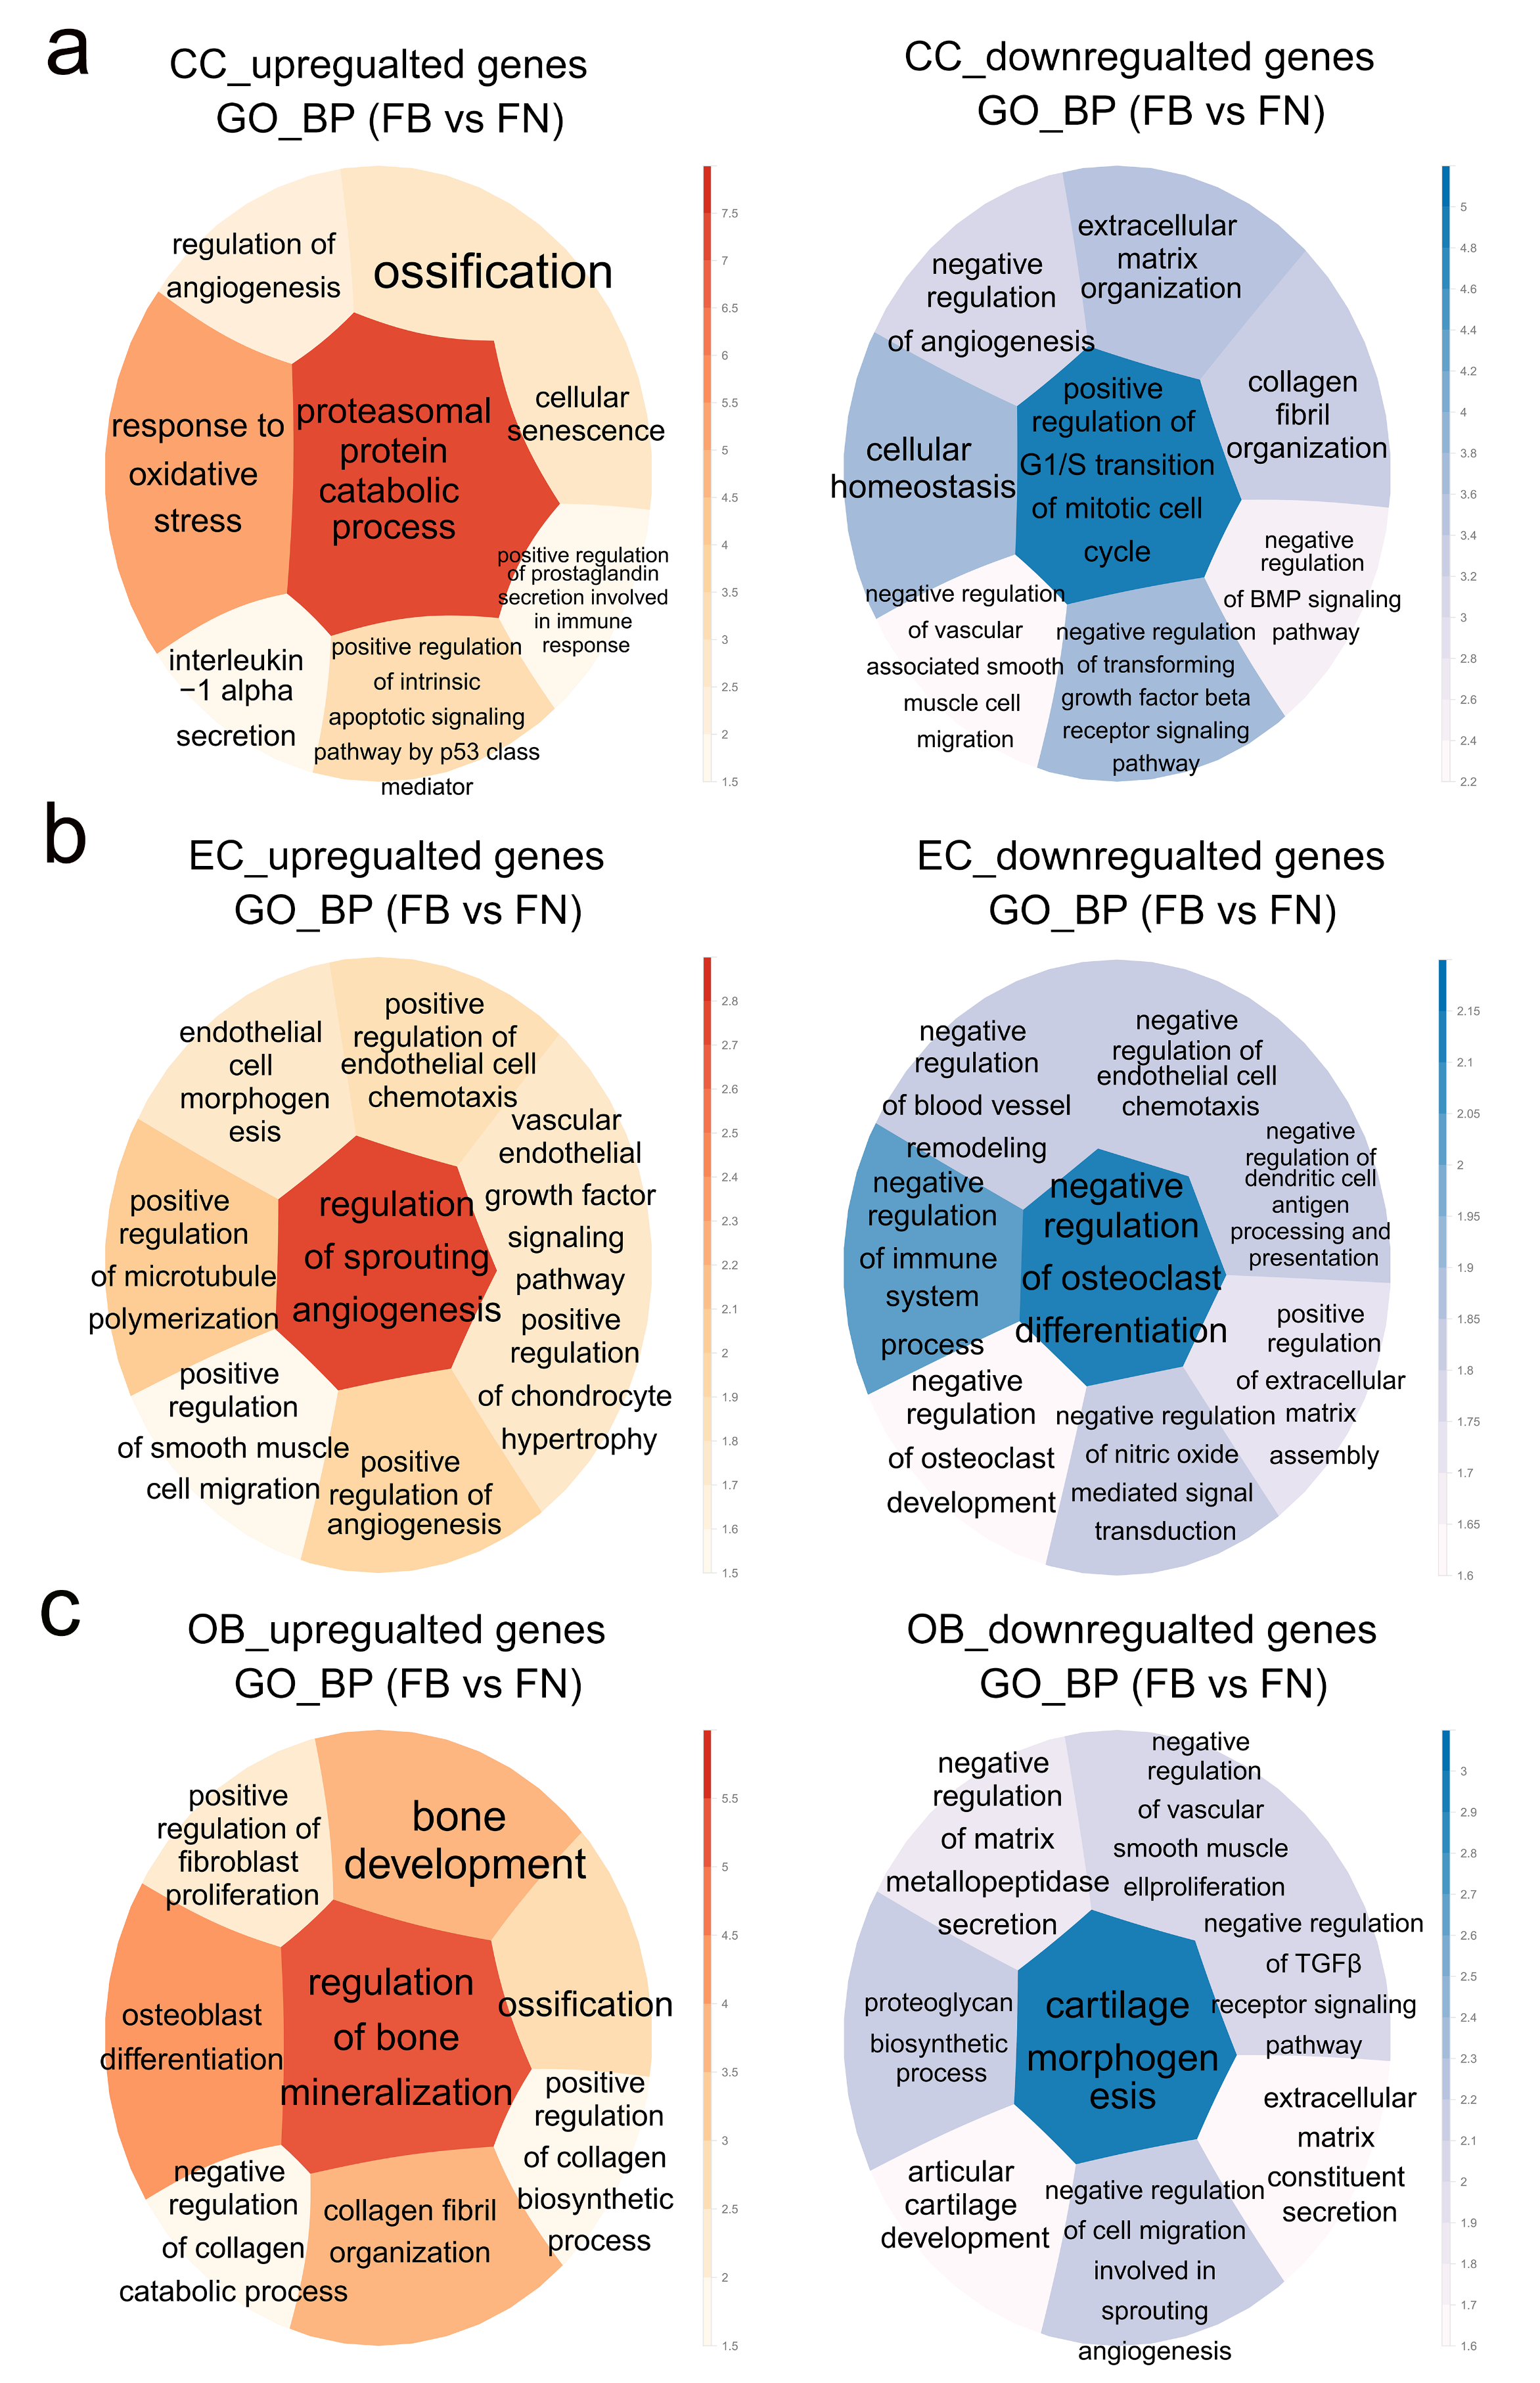

**Figure. S12.** The circle enrichment plot shows the GO database results for the group FB compared with the group FN in chondrocytes **(a)**, endothelial cells **(b)** and osteoblasts **(c)** The deeper the color is, or the bigger the size is, the -log_10_(*p*-value) is greater, indicating a more significant difference. Red (YlOrRd) circle plot indicates the up-regulation function of group FB relative to group FN (left), and the blue (PuBu) circle plot indicates the down-regulation function (right).

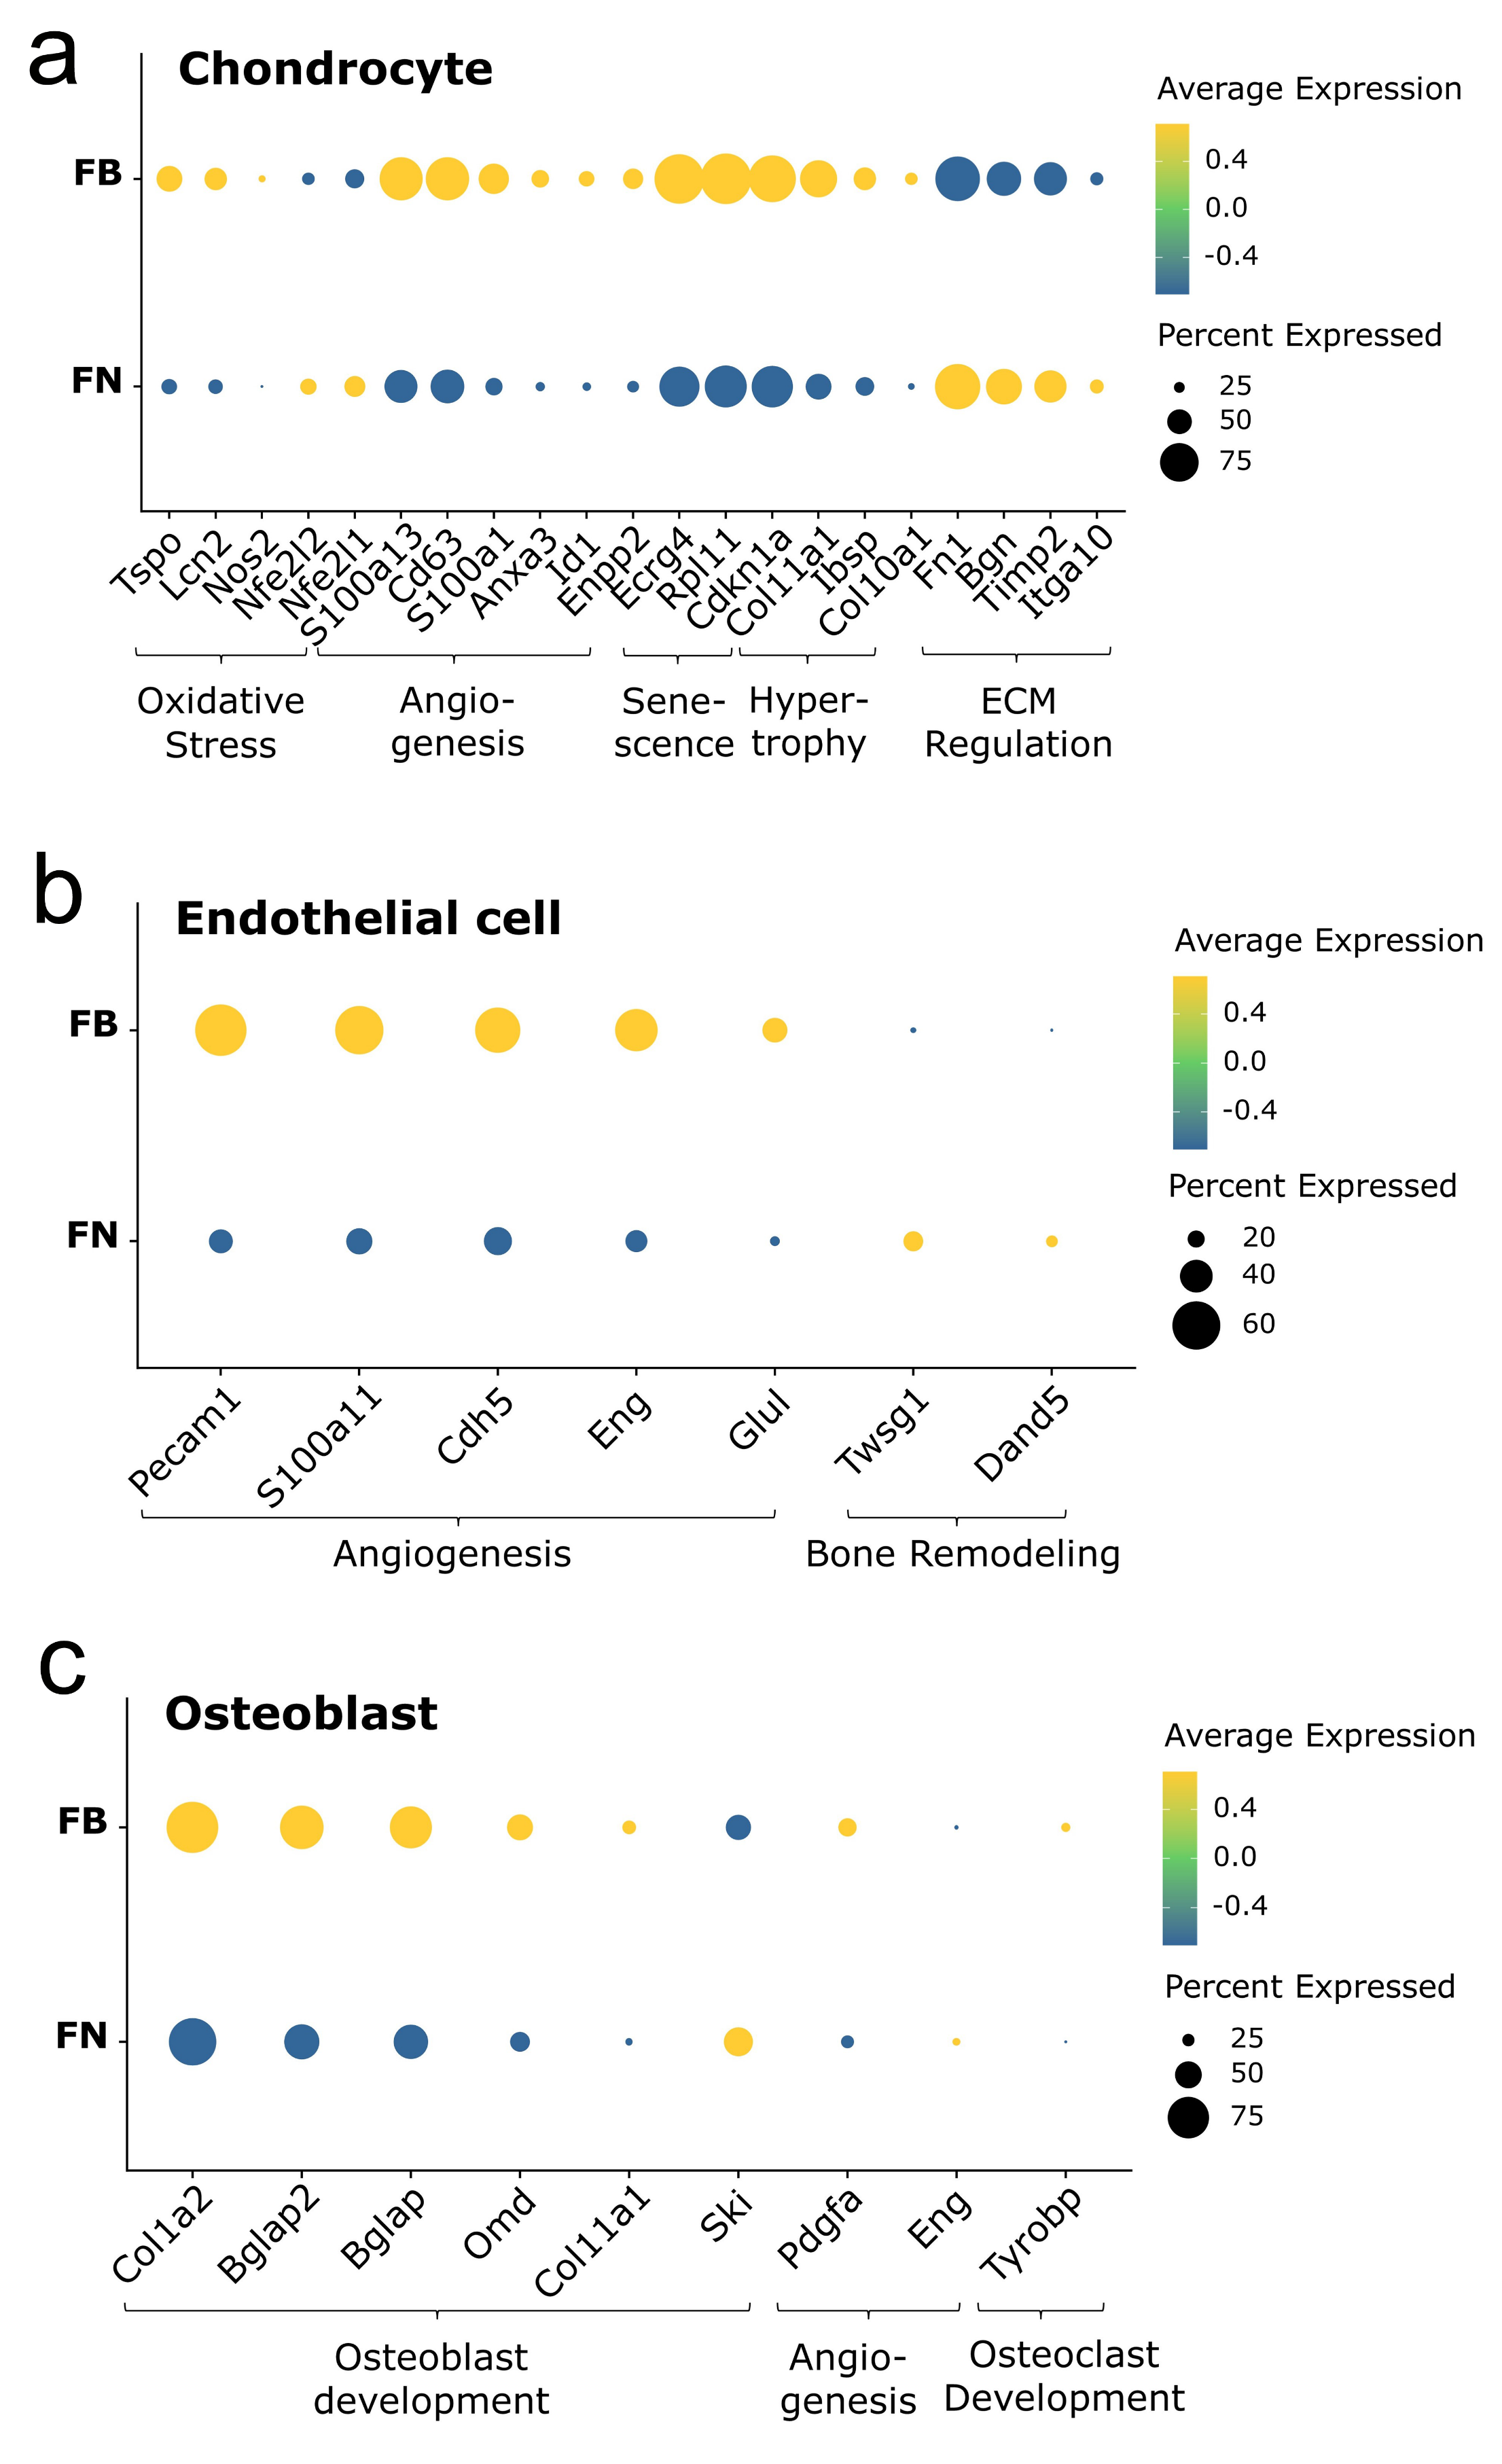

**Figure. S13.** Dot plots indicate differentially expressed genes in the chondrocytes **(a)**, endothelial cells **(b)** and osteoblasts **(c)** between the FB and FN groups. Presented genes are derived from the results of interest through the enrichment analysis, mostly referring to degeneration of chondrocytes, angiogenesis and remodeling of subchondral bone.

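For FB against FN, all 21 genes drawn for chondrocytes had a log2 ratio of the sign drawn, and the same held relative to the median gene of the class. Ecrg4 and Lcn2 had the largest increases, the latter (ENSMUSG00000026822) with 1728 UMIs in FN and 6712 in FB and a log2 ratio of 1.01 (0.93 to 1.08); it is a granulocyte gene. The other genes drawn as higher ranged from 0.12 for Ibsp (ENSMUSG00000029306) to 0.70 for S100a1 (ENSMUSG00000044080), and those drawn as lower from -0.81 for Nfe2l2 to -0.37 for Fn1 (ENSMUSG00000026193). In endothelial-like cells all 7 genes had the sign drawn, but only for S100a11, with 13 UMIs in FN and 82 in FB at 1.79 (0.94 to 2.76), did the interval leave out 0. In osteoblast-like cells all 9 genes had the sign drawn, from -0.73 for Eng to 0.73 for Tyrobp (ENSMUSG00000030579), a white blood cell gene. Of these 9, 5 had it when each cell was classed by its own marker UMIs, and at a cluster resolution of 1.2 Bglap2 stood at -0.026. Tyrobp stood at -0.35 without Harmony. The medians of the 3 lists lay at percentile 100 for chondrocyte-like, 99.96 for endothelial-like and 98.7 for osteoblast-like cells, the last falling to 83.1 with a minimum of 50 CPM.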

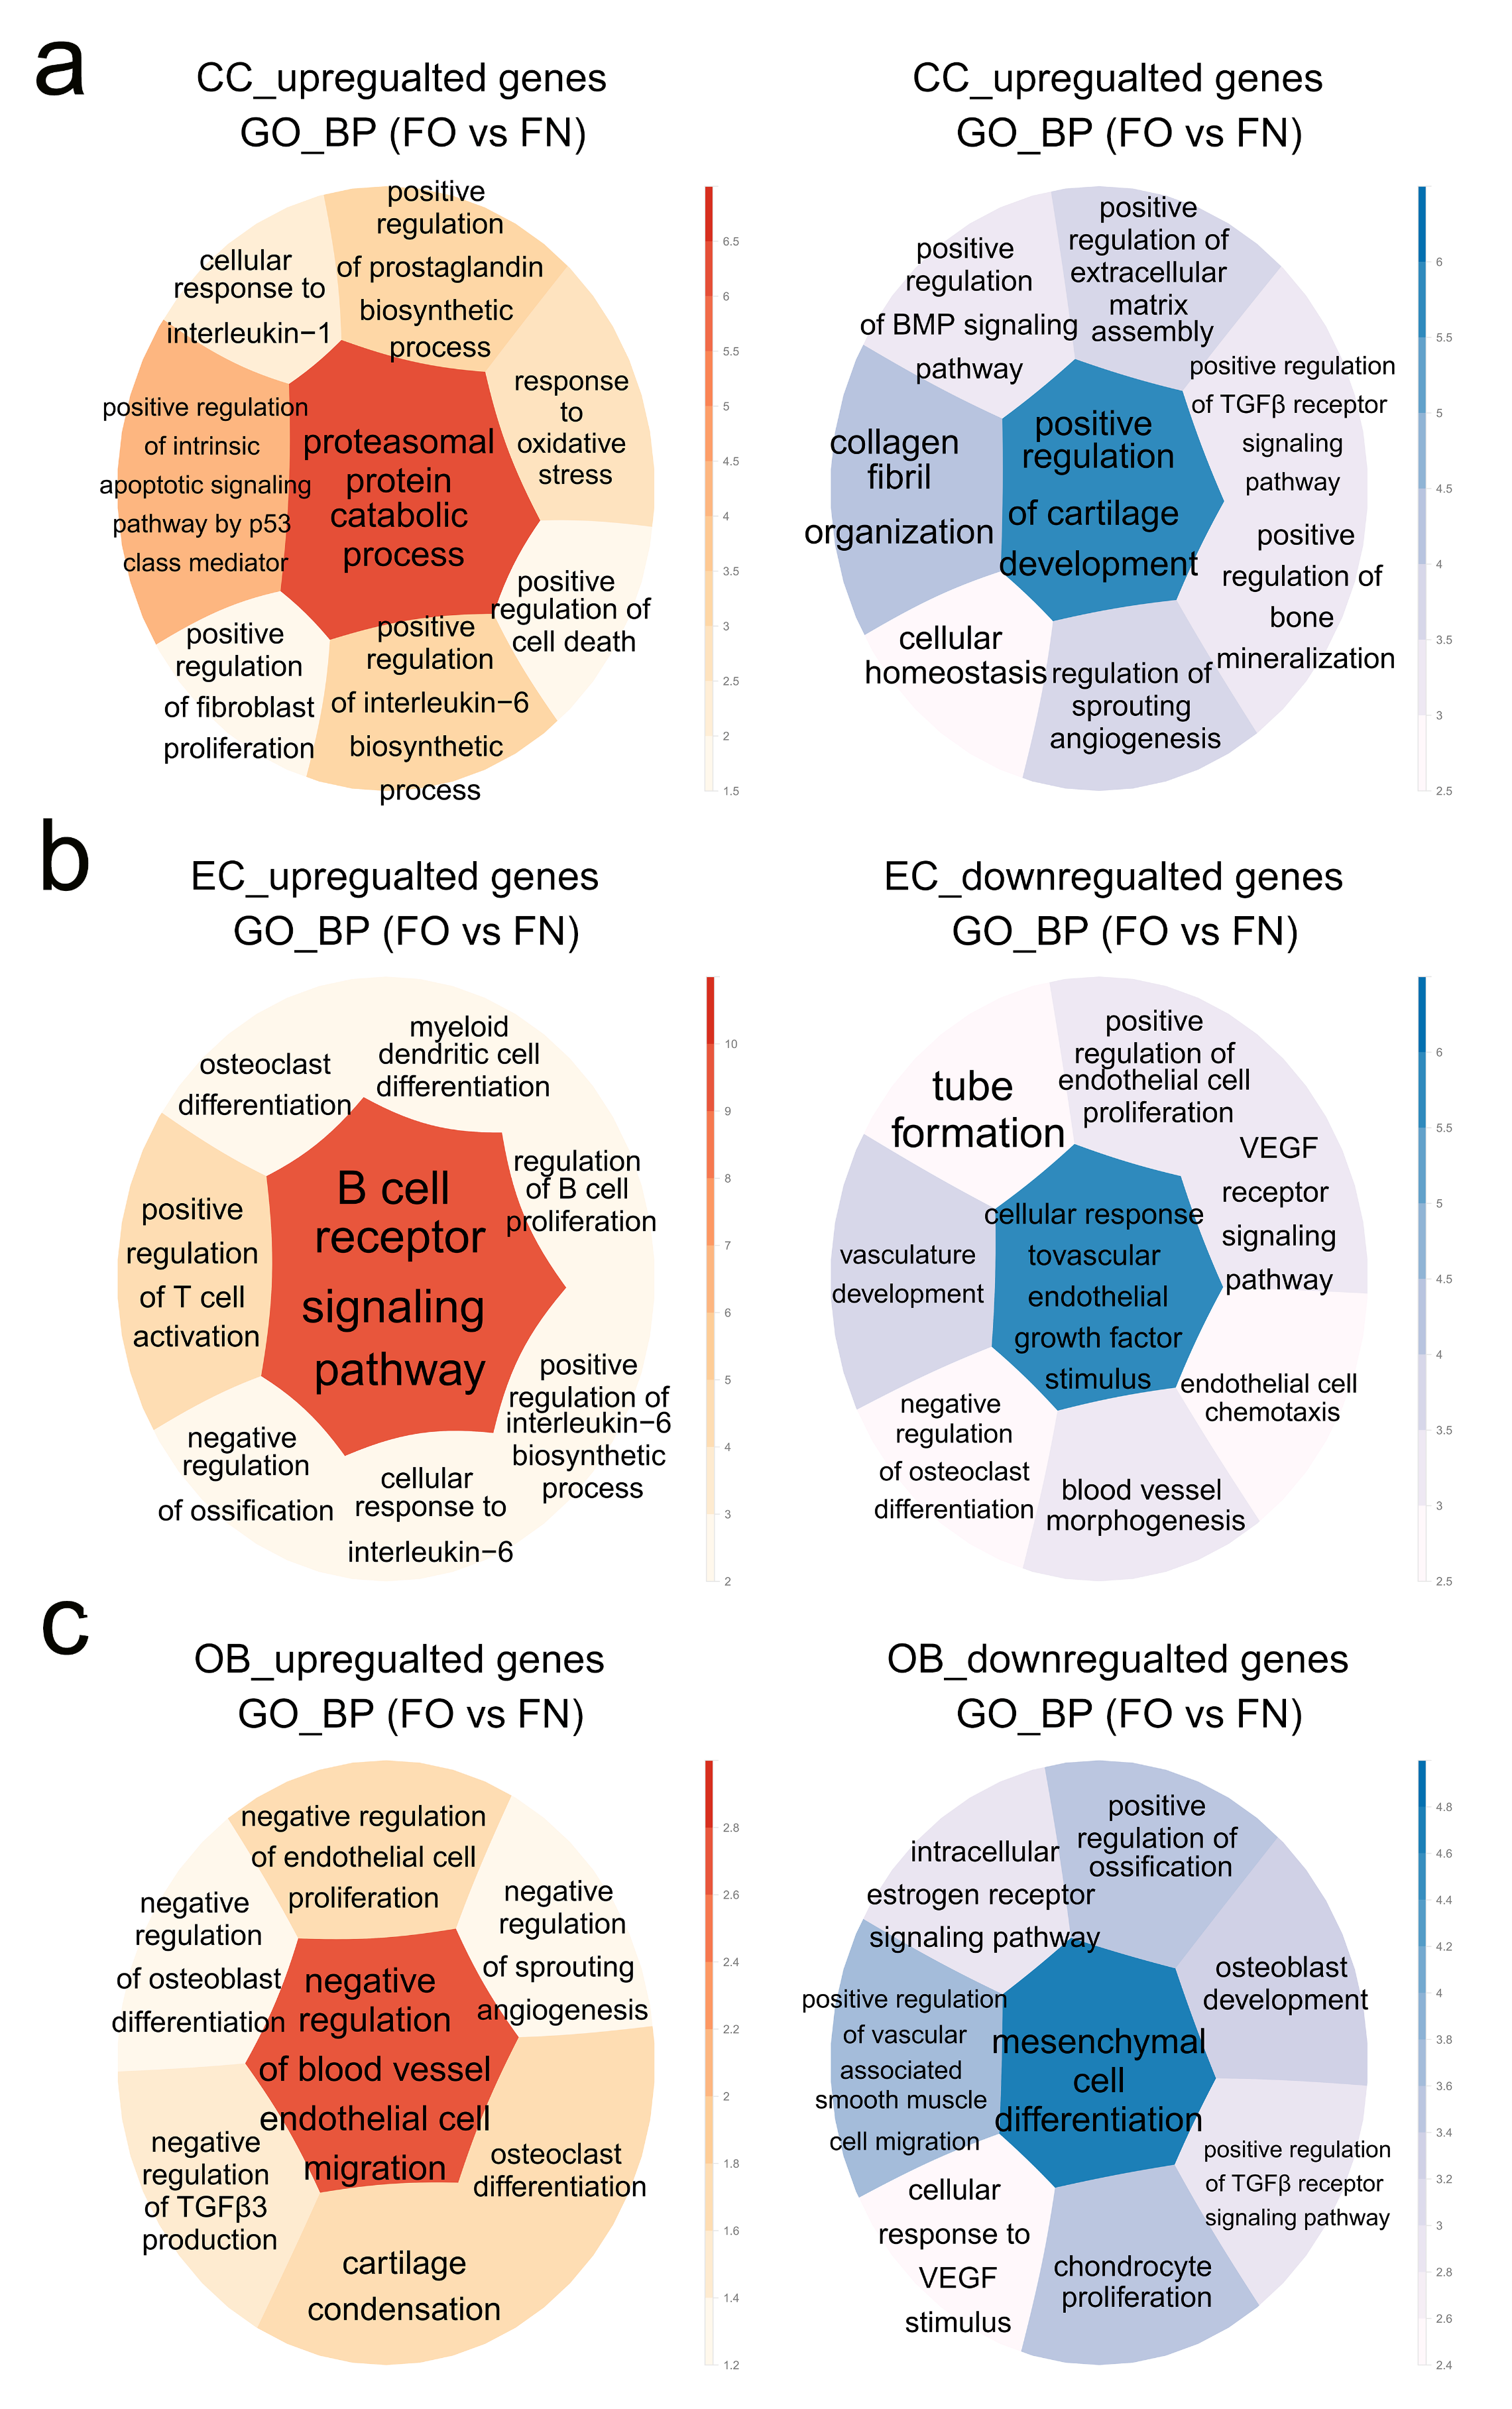

**Figure. S14.** The circle enrichment plot showed the GO database results of group FO compared with group FN in chondrocytes **(a)**, endothelial cells **(b)** and osteoblasts **(c)** The deeper the color is, or the bigger the size is, the -log_10_(*p*-value) is greater, indicating a more significant difference. Red (YlOrRd) circle plot indicates the up-regulation function of group FO relative to group FN (left), and the blue (PuBu) circle plot indicates the down-regulation function (right).

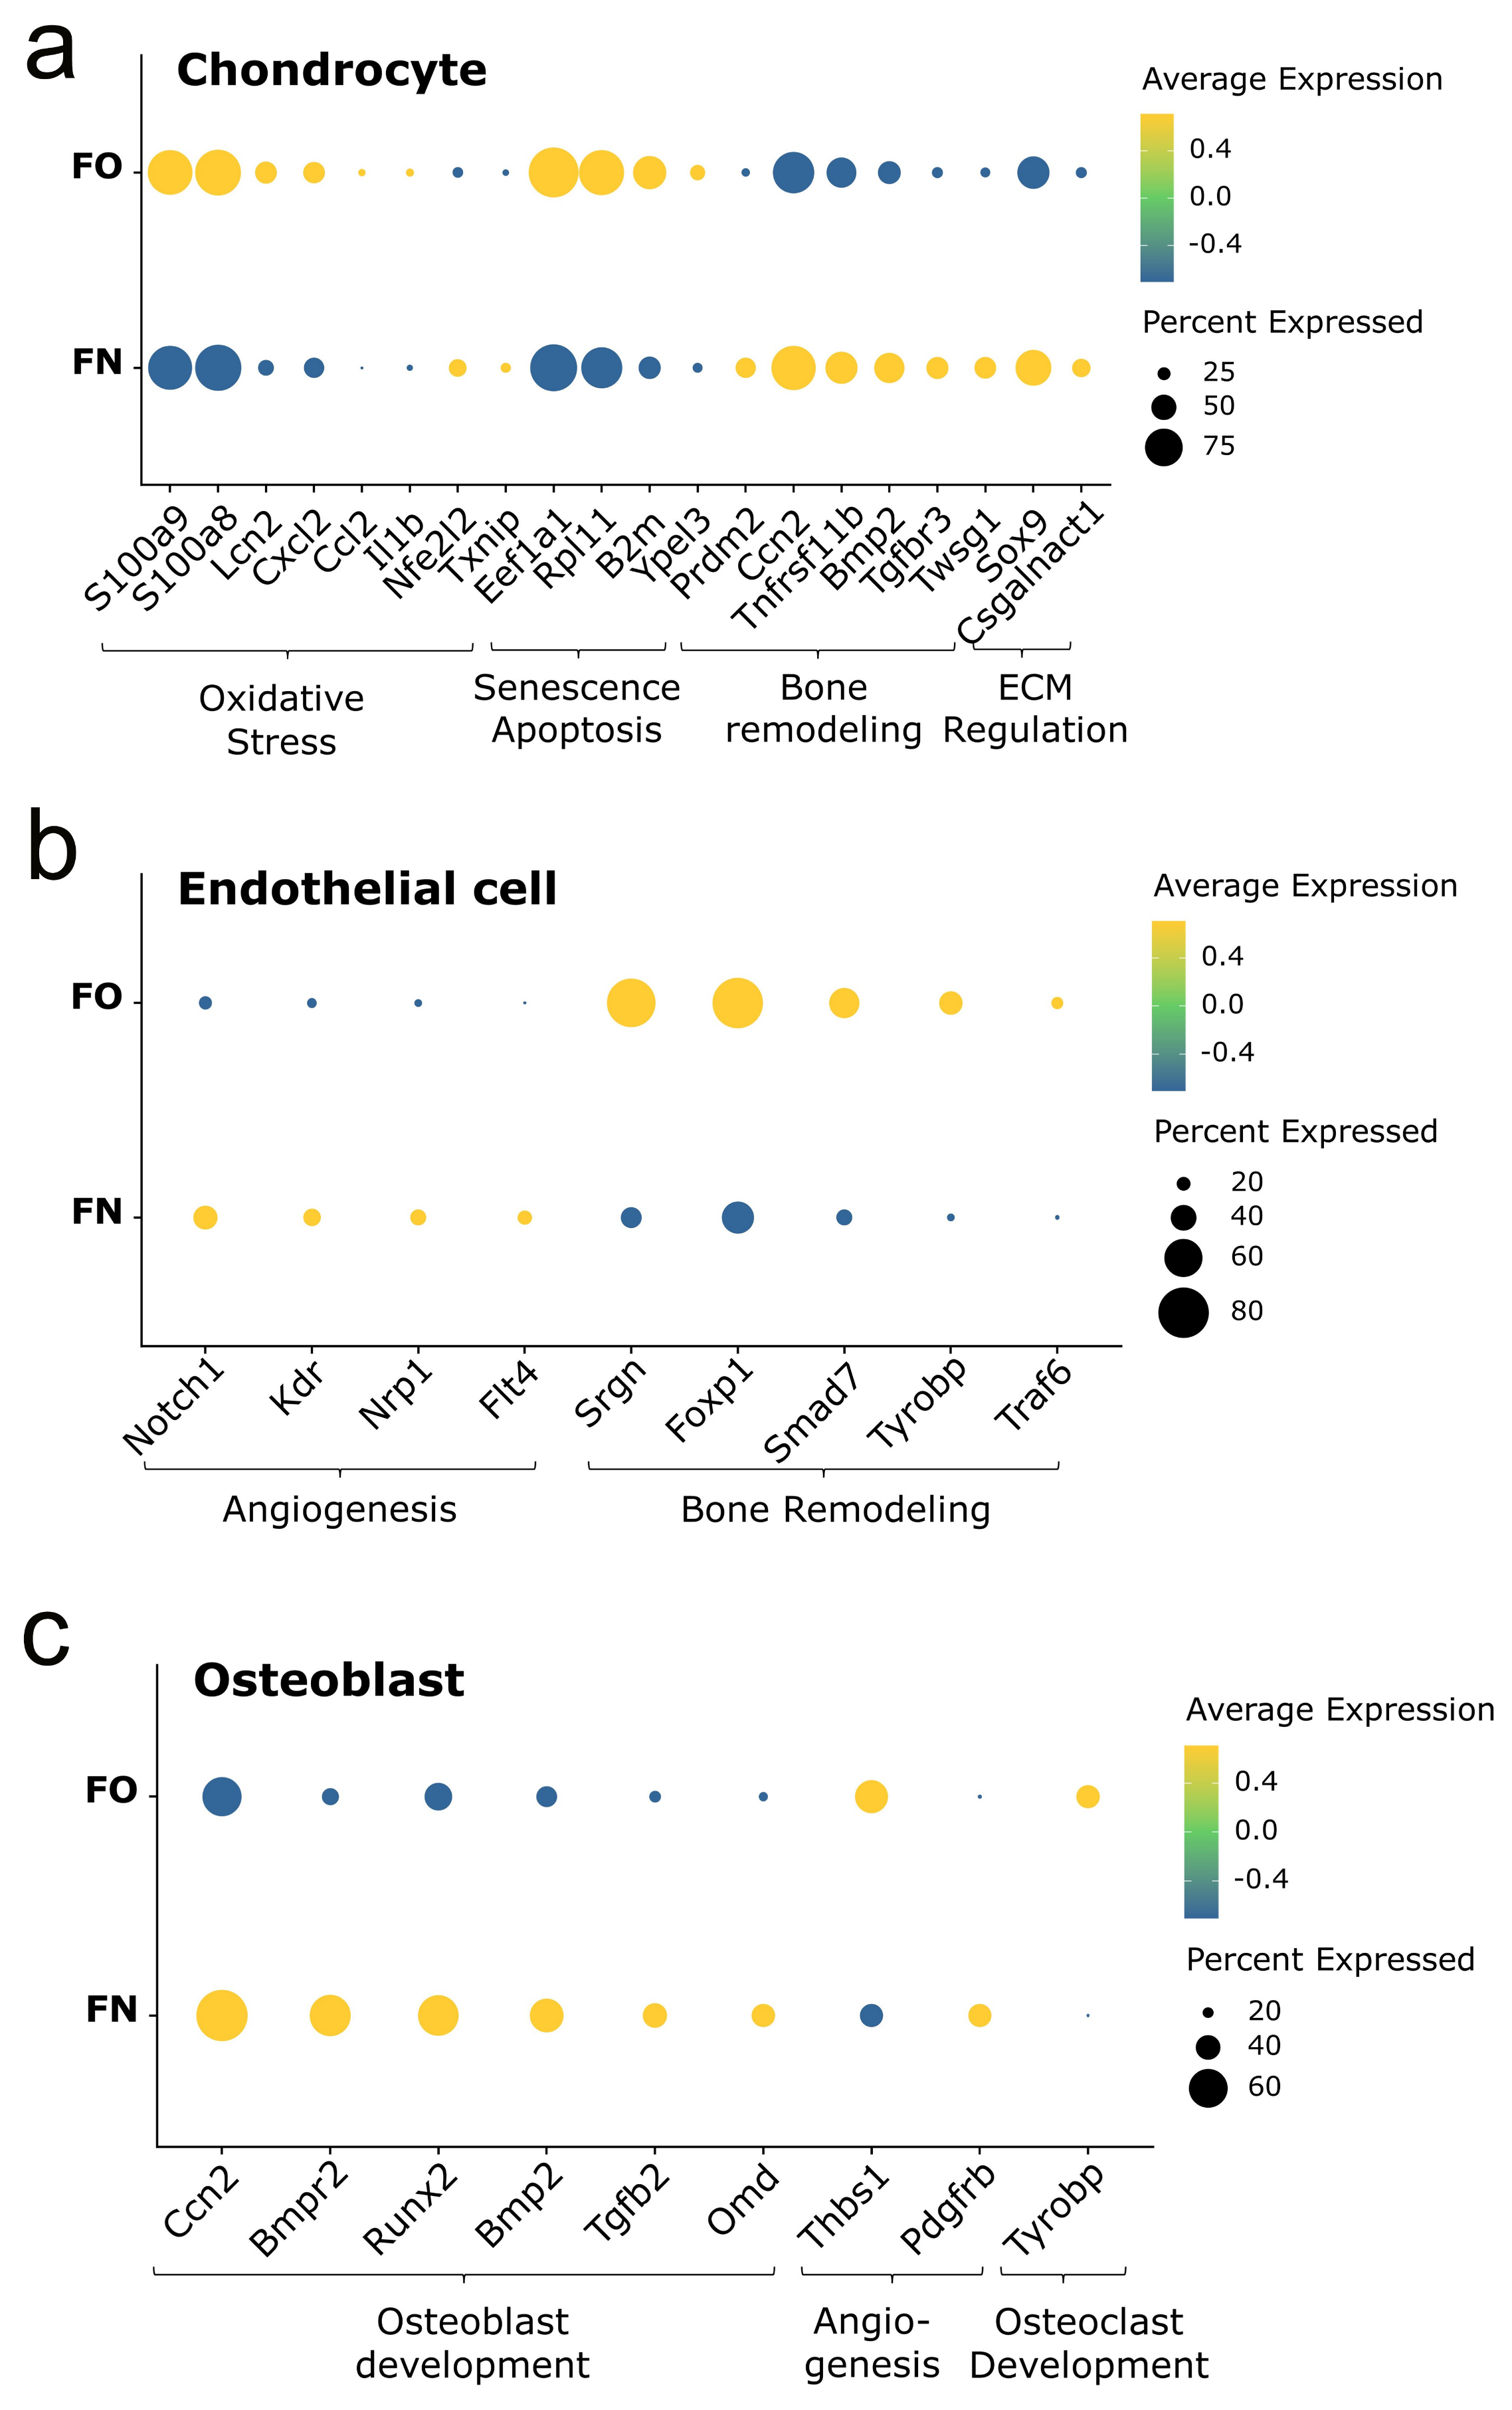

**Figure. S15.** Dot plots indicate differentially expressed genes of chondrocytes **(a)**, endothelial cells **(b)** and osteoblasts **(c)** between FO and FN groups. Presented genes are derived from the results of interest in the enrichment analysis, mostly refer to degeneration of chondrocytes, angiogenesis and remodeling of subchondral bone.

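For FO against FN, all 20 genes drawn for chondrocytes had a log2 ratio of the sign drawn. S100a9 (ENSMUSG00000056071) had 9717 UMIs in FN and 73635 in FO, a log2 ratio of 2.22 (2.19 to 2.25), and S100a8 (ENSMUSG00000056054) had 12164 and 81576 UMIs, a log2 ratio of 2.04 (2.01 to 2.07). Both are granulocyte genes, and both were among the genes by which sub-clusters were left out; with those sub-clusters kept, the log2 ratios were 2.37 and 2.10. The log2 ratio of S100a8 between FO and FN was also 2.02 in B cell-like, 2.06 in T cell-like and 2.09 in progenitor-like cells, and -0.26 in granulocyte-1-like cells. Of the genes drawn as lower, Bmp2 (ENSMUSG00000027358) had 8580 UMIs in FN and 6920 in FO at -1.02 (-1.06 to -0.97), Ccn2 (ENSMUSG00000019997) stood at -0.93 (-0.95 to -0.91) and Sox9 (ENSMUSG00000000567) at -0.73 (-0.77 to -0.69). Cxcl2 (ENSMUSG00000058427) changed sign with simulated doublets removed, from 0.36 to -0.061, and with free RNA subtracted, to -0.15. Txnip (ENSMUSG00000038393) changed sign without Harmony, from -0.77 to 0.39, and under 2 alternatives chosen after the data were examined, to 0.30 with the Angptl7-led sub-cluster left out and to 0.38 with the genes of the study's figures left out of the clustering. In osteoblast-like cells all 9 genes had the sign drawn, also relative to the median gene, with Ccn2 at -1.77 and Tyrobp at 1.96; without Harmony, 5 of them had it. In endothelial-like cells, with 49 cells in FO and a median gene at -0.20, 7 of 9 genes had the sign drawn; the intervals left out 0 for Srgn (ENSMUSG00000020077), with 19 and 91 UMIs at 1.47 (0.75 to 2.27), and Smad7 (ENSMUSG00000025880), with 18 and 80 UMIs at 1.37 (0.62 to 2.19). Srgn and Tyrobp were also among the genes by which sub-clusters were left out; with those kept, Srgn in endothelial-like cells stood at 1.97 and Tyrobp in osteoblast-like cells at 2.92. The medians of the lists lay at percentile 100 for both chondrocyte-like and osteoblast-like cells and at 88.1 for endothelial-like cells.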

**
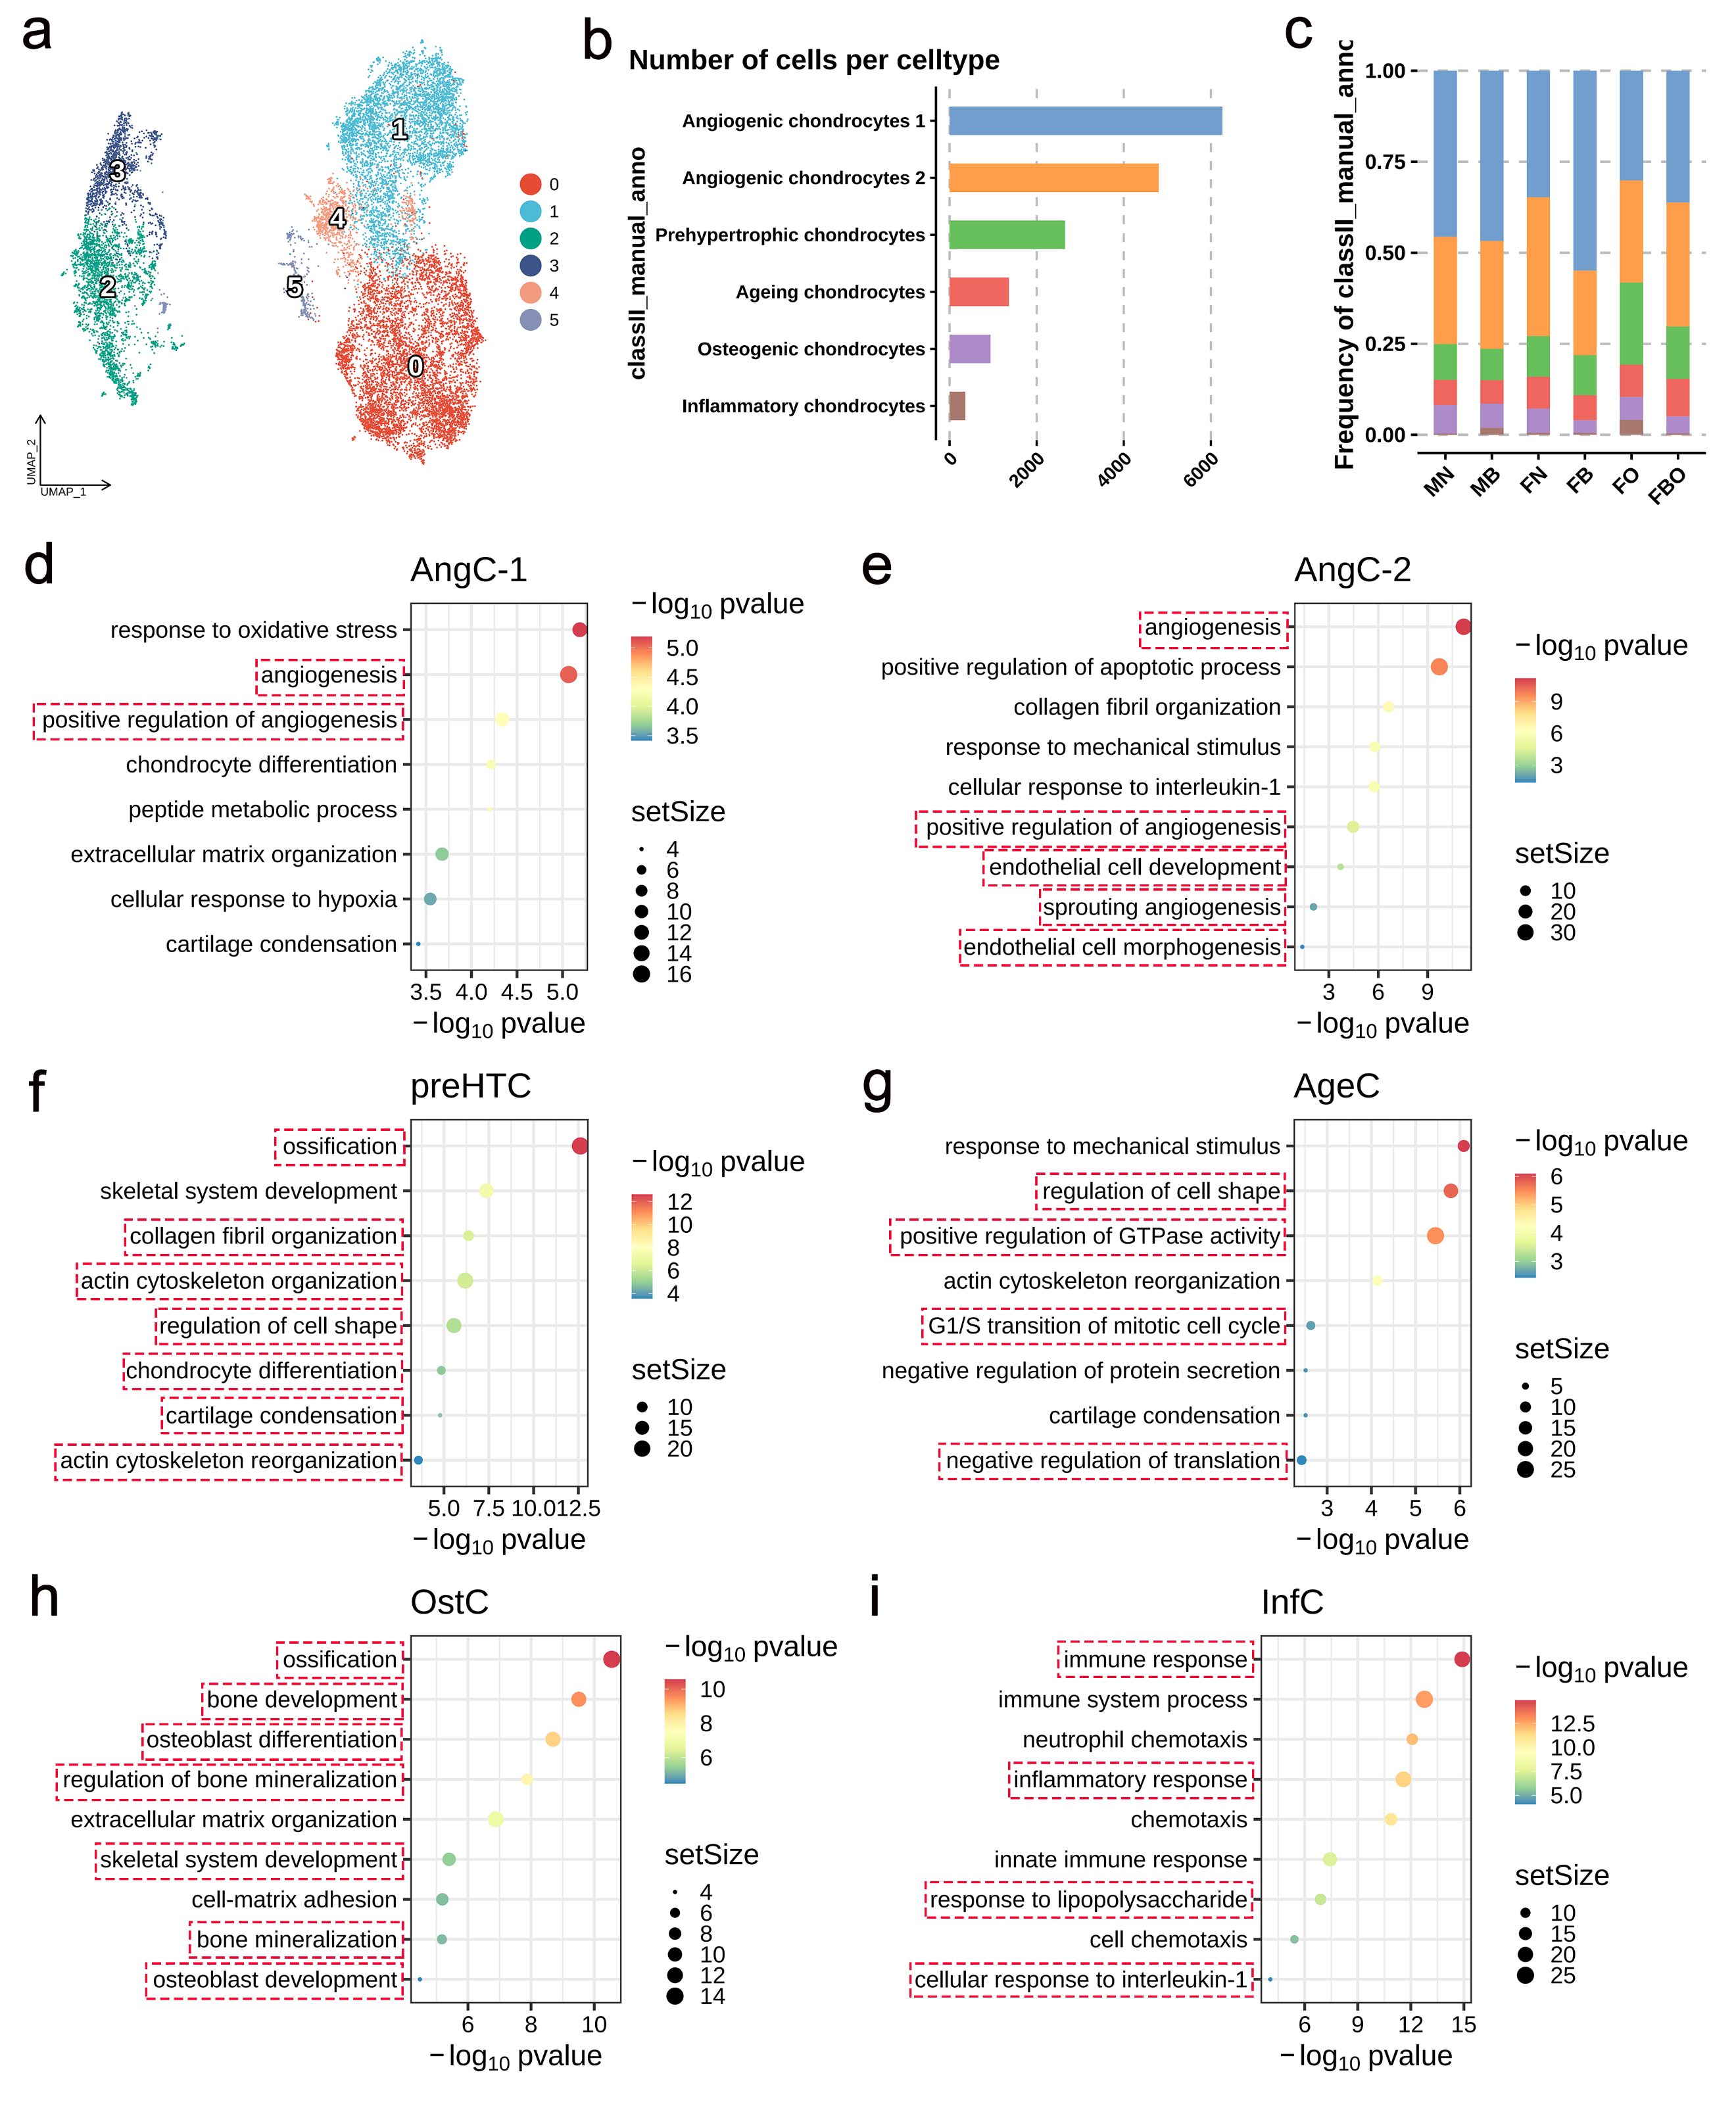
**

**Figure. S16.** ScRNA-seq atlas of chondrocytes subpopulations of femoral condyles for the six groups. **a** UMAP plot of chondrocyte single cells profiled in the presenting work colored by cell types. **b** Barplot shows the number of six sub types of chondrocytes. **c** Barplot shows the proportion of six sub types of chondrocytes in each group. **d** Functional enrichment analysis of highly expressed genes specific to AngC-1 using bubble plots, including angiogenesis, positive regulation of endothelial cell chemotaxis and so on. **e** Functional enrichment analysis of highly expressed genes specific to AngC-2 using bubble plots, including angiogenesis, positive regulation of endothelial cell proliferation and so on. **f** Functional enrichment analysis of highly expressed genes specific to preHTC using bubble plots, including ossification, actin cytoskeleton organization and so on. **g** Functional enrichment analysis of highly expressed genes specific to AgeC using bubble plots, including regulation of cell shape, positive regulation of GTPase activity and so on. **h** Functional enrichment analysis of highly expressed genes specific to OstC using bubble plots, including ossification, bone development and so on. **i** Functional enrichment analysis of highly expressed genes specific to InfC using bubble plots, including immune response, immune system process and so on.

**
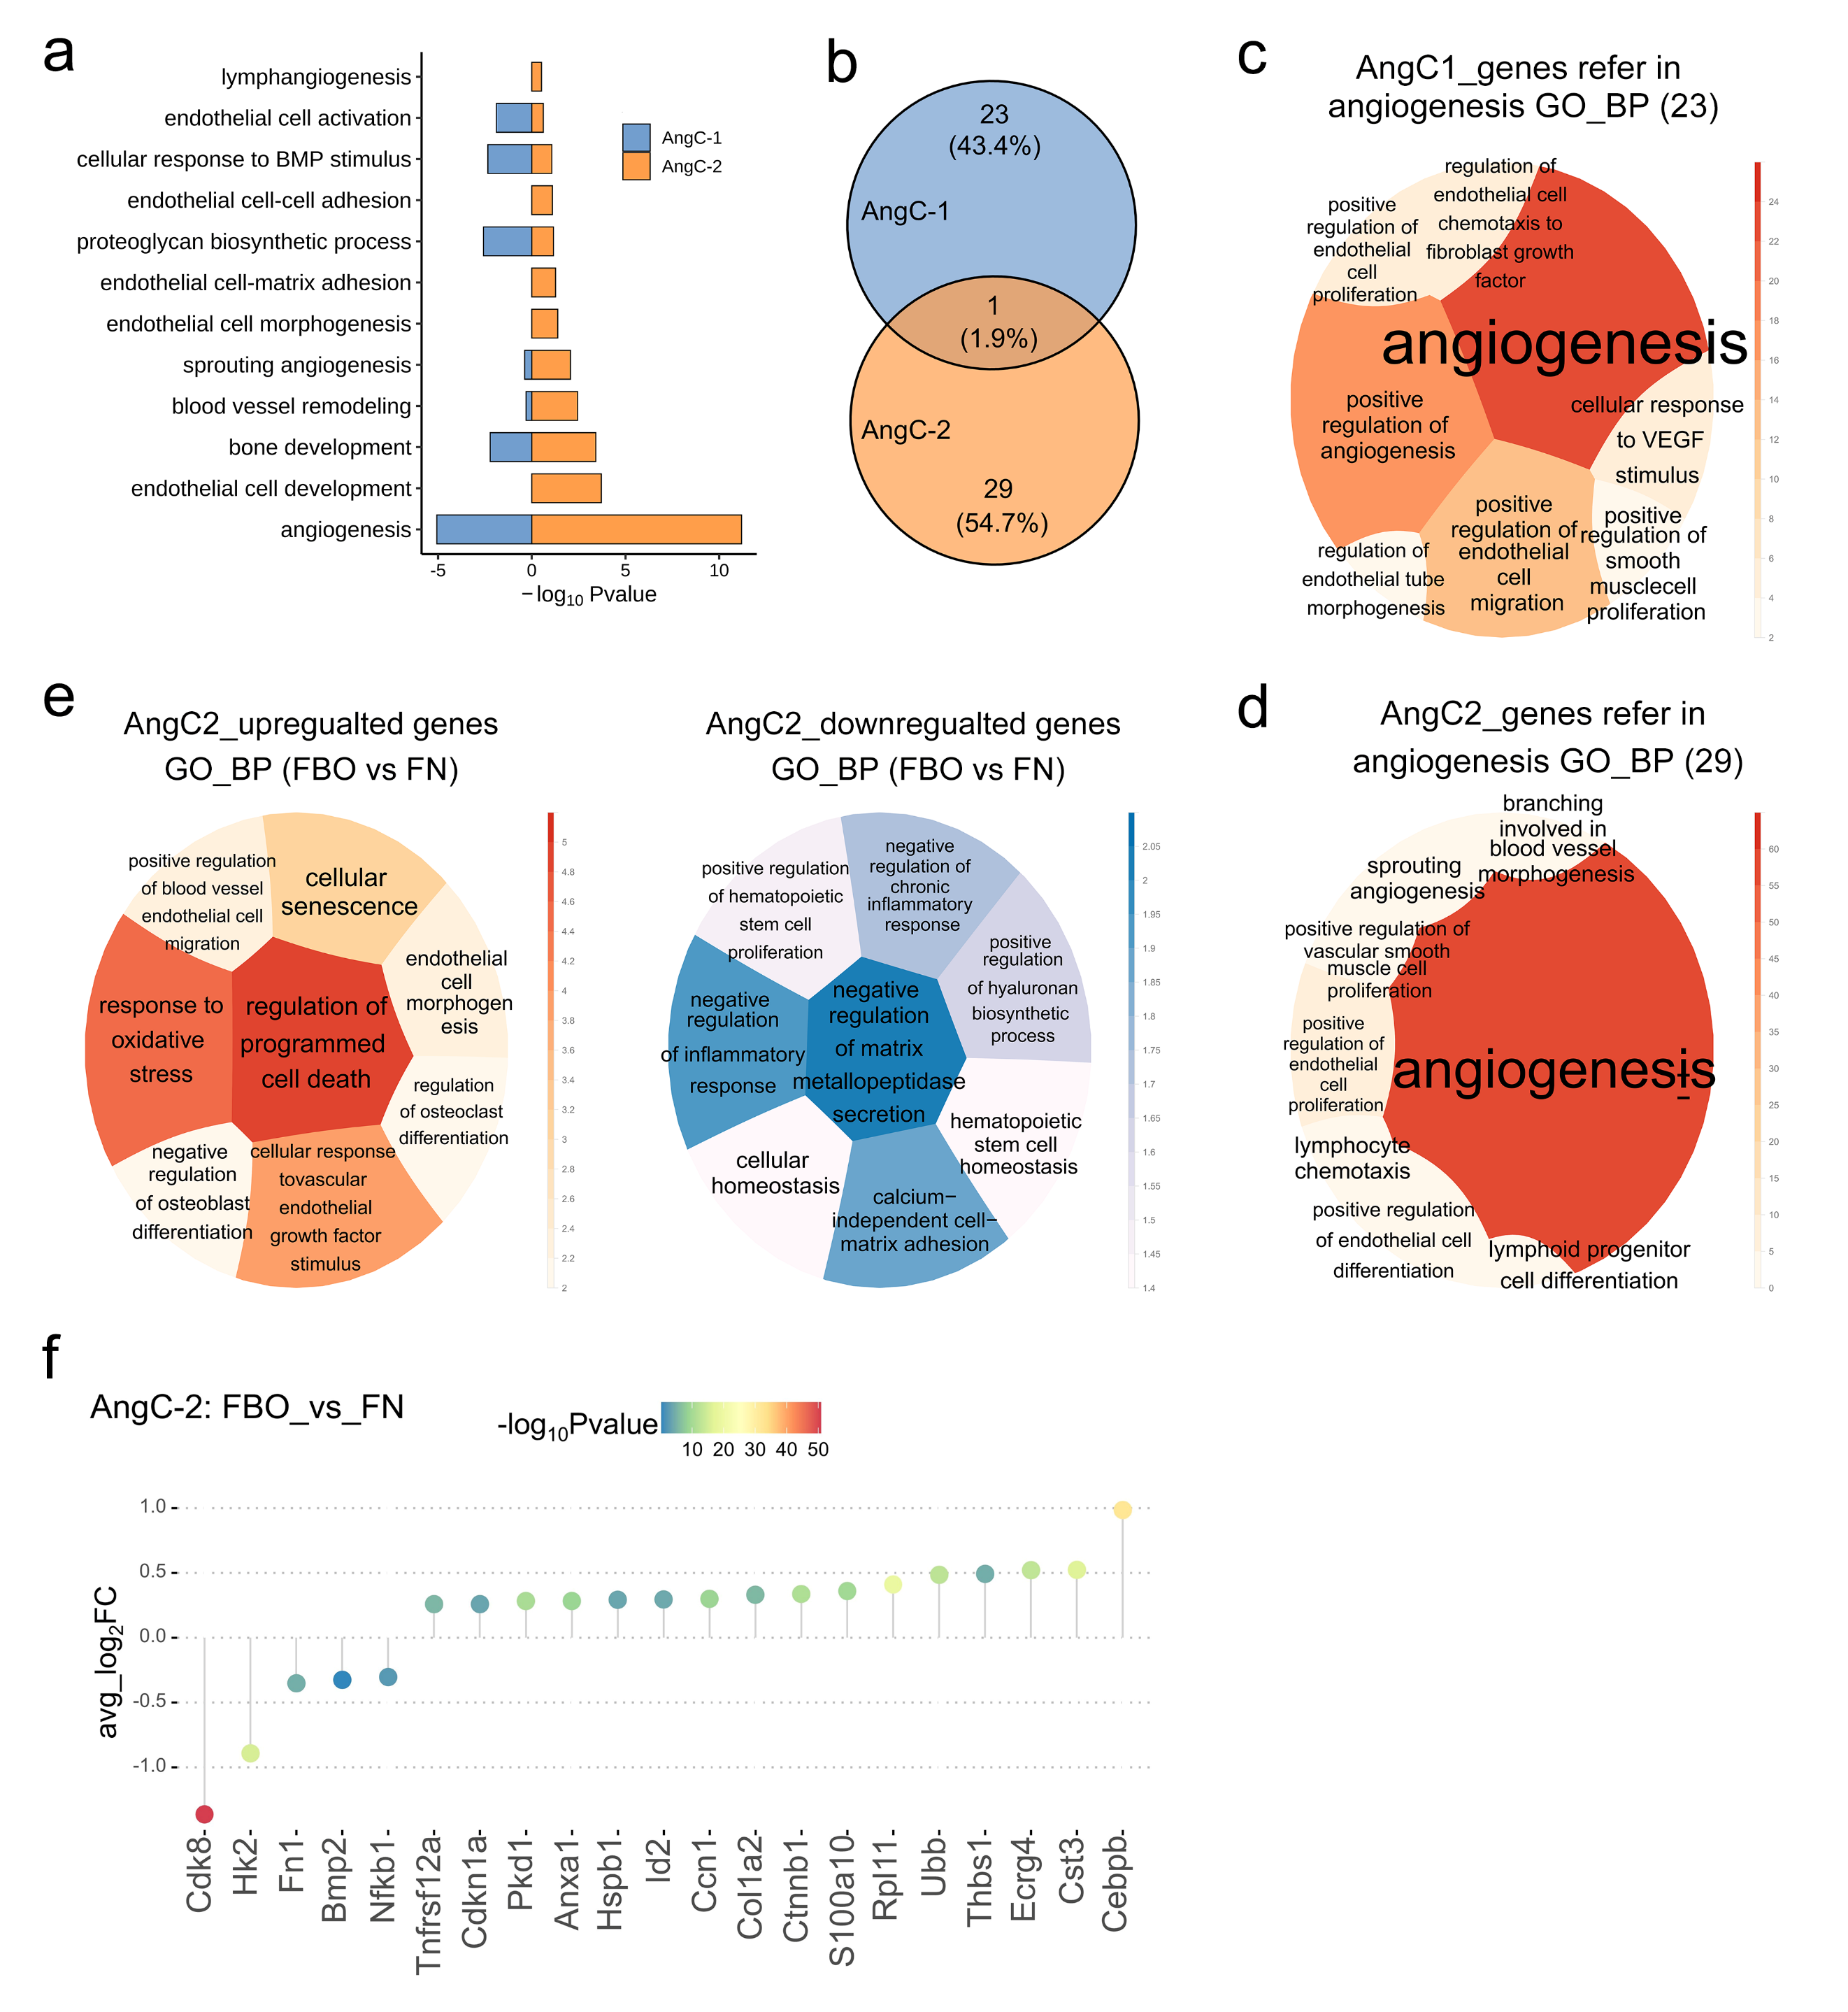
**

**Figure. S17.** Comparisons between AngC-1 and AngC-2. **a** The bar plot showed the specific biological functions of AngC-1 and AngC-2. The specific function is derived from the enrichment analysis of top genes in each sub cell types of chondrocytes calculated by “FindAllmarker”. The X-axis represents the -log_10_(*p*-value) of the pathway, and the length of the column indicates the significance of pathway enrichment in the cell types. **b** Venn plot shows the number of genes refer in the “angiogenesis” pathway to AngC-1 and AngC-2. **c** The red circle plot shows the enrichment results of 23 genes related with angiogenesis pathway in AngC-1. The deeper the color is, or the bigger the size is, the -log_10_(*p*-value) is greater, indicating a more significant difference. **d** The red circle plot shows the enrichment results of 29 genes linked to angiogenesis pathway in AngC-2. The deeper the color is, or the bigger the size is, the -log_10_(*p*-value) is greater, indicating a more significant difference. **e** The circle enrichment plot shows the GO database results of group FBO compared with group FN in AngC-2. The deeper the color is, or the bigger the size is, the -log_10_(*p*-value) is greater, indicating a more significant difference. Red (YlOrRd) circle plot indicates the up-regulation function of group FBO relative to group FN (left), and the blue (PuBu) circle plot indicates the down-regulation function (right). **f** Ggdotchart showed the expression of interest genes in group FBO and group FN in AngC-2. Genes are sorted from left to right according to their fold differences (avg_log_2_FC), with the vertical axis representing the magnitude of the fold differences. Genes with fold differences less than 0 are downregulated, while those with fold differences greater than 0 are upregulated. The color of the dot represents - log_10_ (P value), and the redder the color, the higher the significance.

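Over the 21 genes drawn for AngC-2, the median log2 ratio between FBO and FN, turned in the direction drawn, was 0.37 in the Angptl7-led cells, above that of all matched random lists drawn for them. Hspb1 (ENSMUSG00000004951), drawn as higher, had a log2 ratio of -0.0058 (-0.11 to 0.10). Of the genes not named in the text, Id2 (ENSMUSG00000020644) was at 0.51 (0.43 to 0.60) and Pkd1 (ENSMUSG00000032855) at 0.43 (0.30 to 0.57). The directions depended on which cells made up the sub-cluster. Without Harmony, when other cells, 17.0% of the chondrocyte-like class, were taken for it, 15 of the 21 genes had the sign drawn, and Thbs1 stood at -0.75. With the genes of the study's figures left out of the clustering, where it again consisted of other cells, 11 of them had it.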

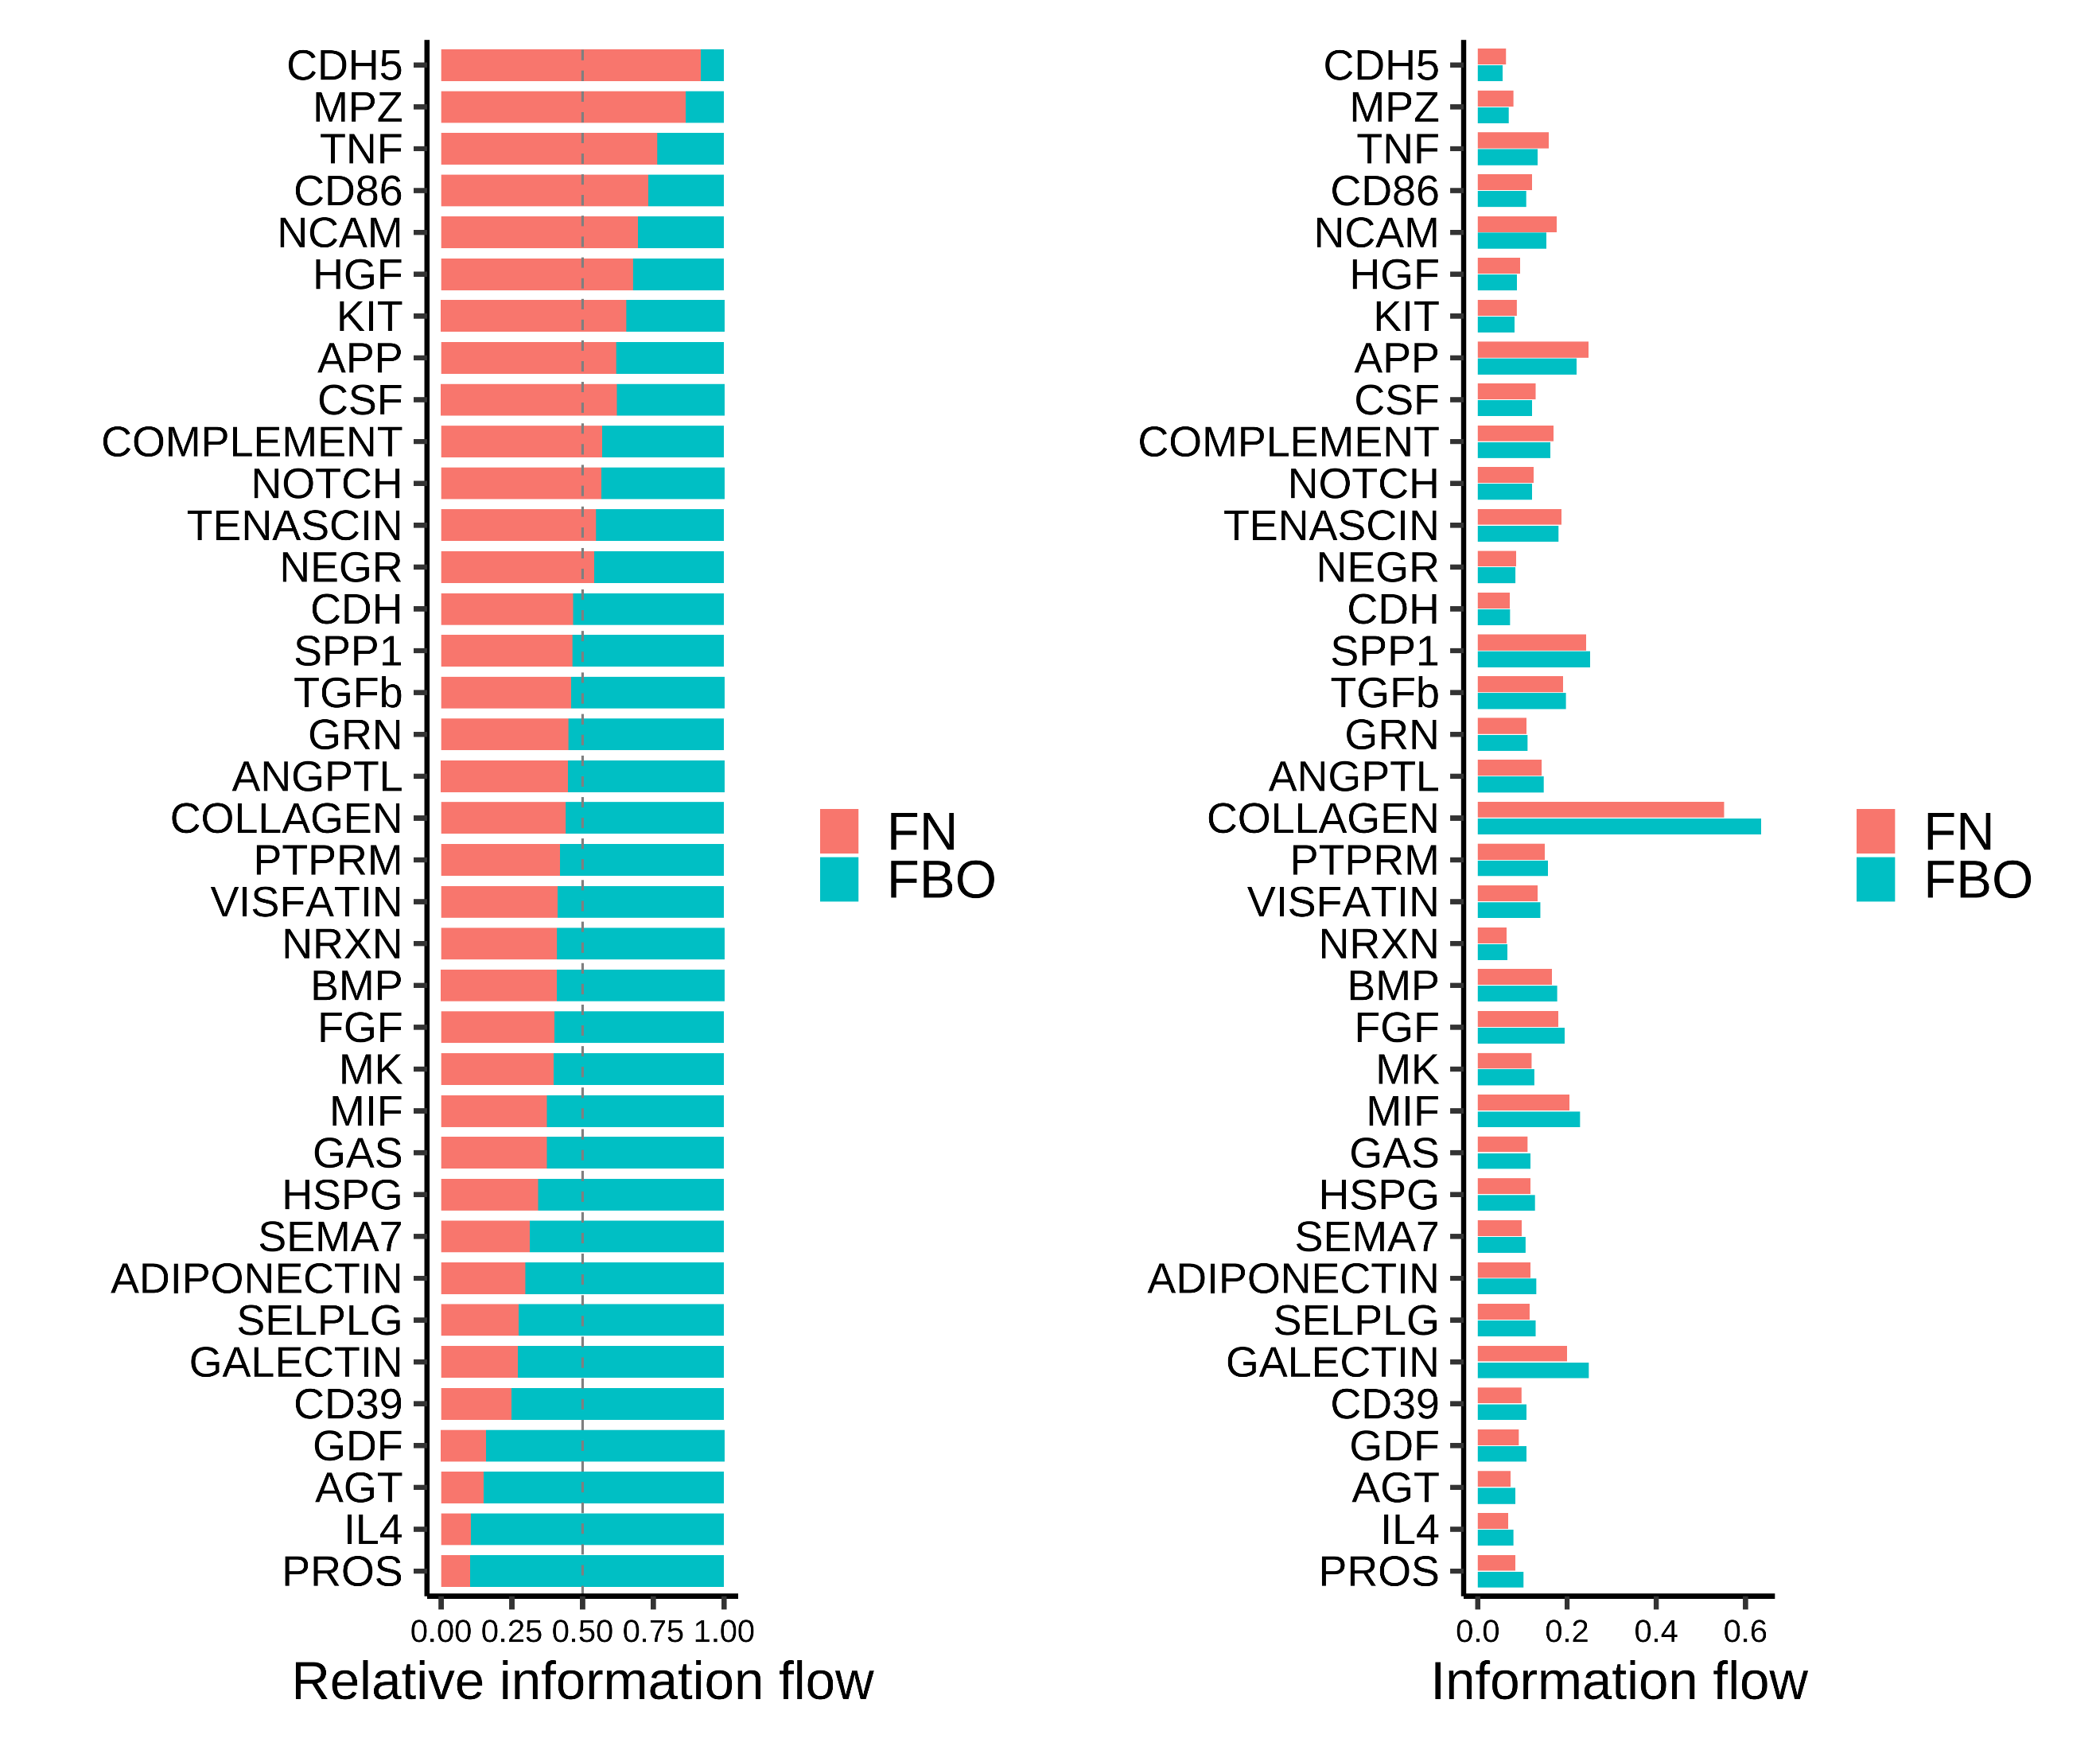

**Figure. S18.** The bar plot showed the strength of the interaction signal pathways for group FBO and group FN.

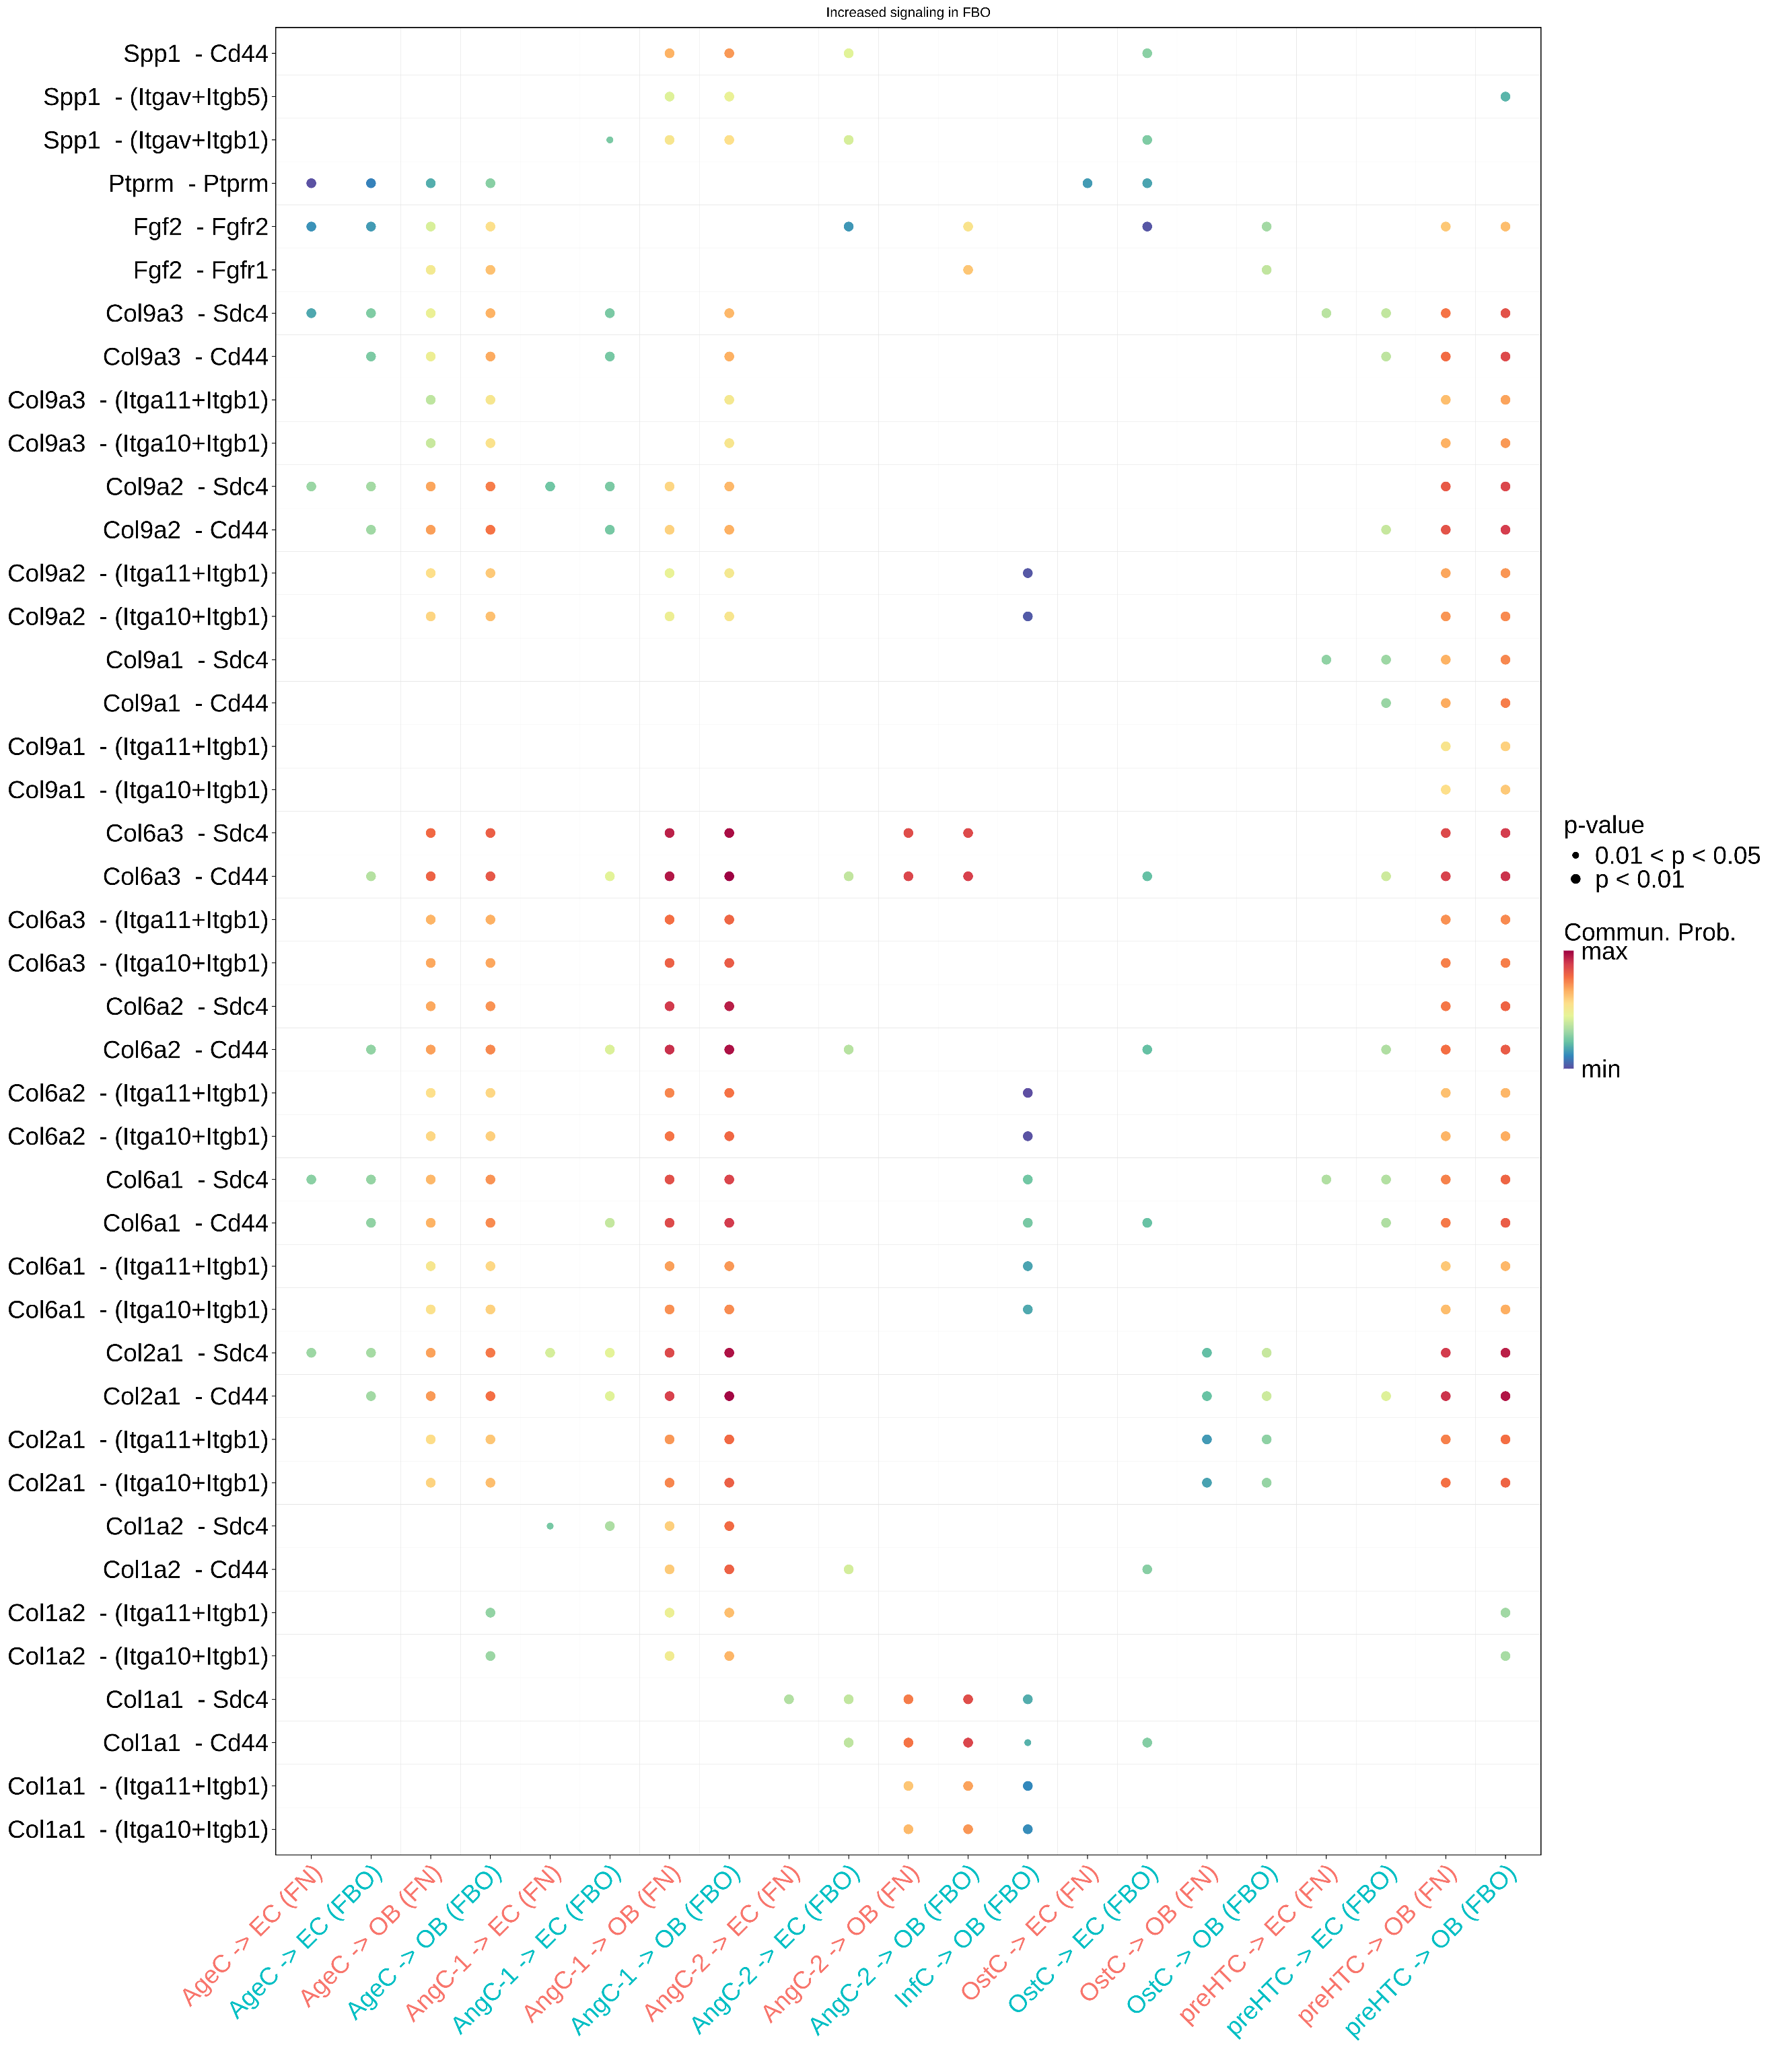

**Figure. S19.** Dotplot showed the signal pathway information of the interaction between interest cell types.

**
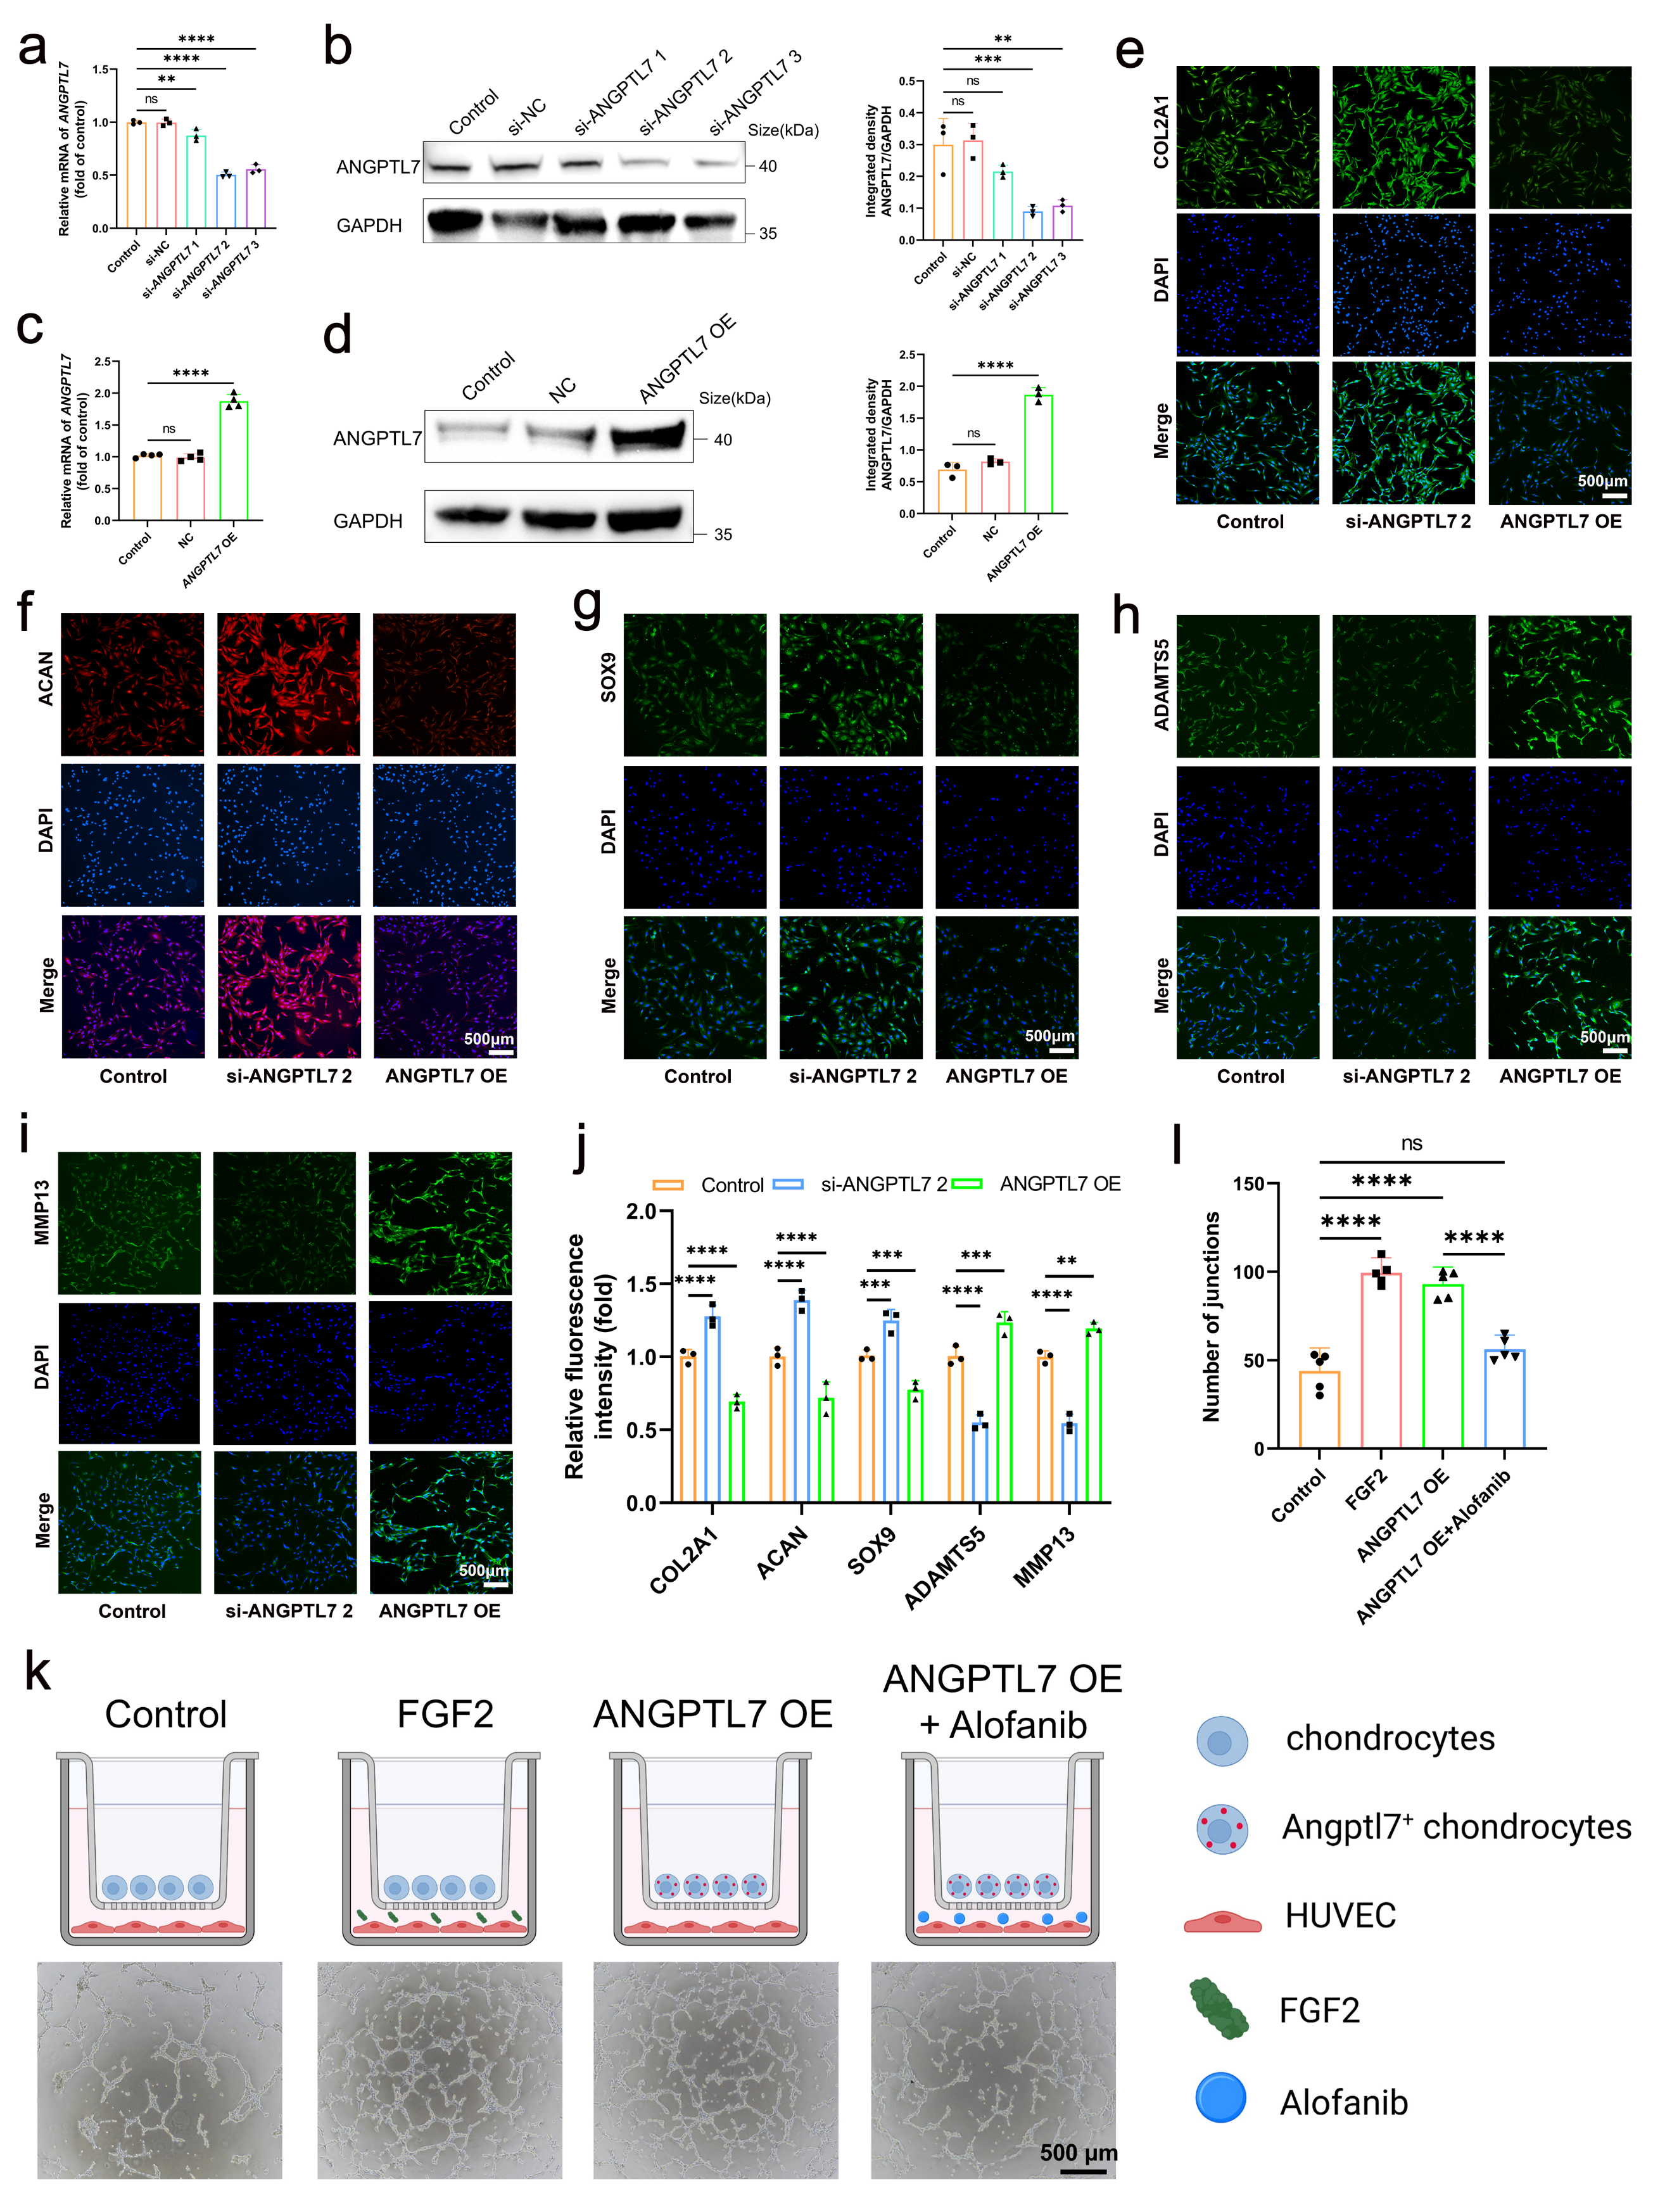
**

**Figure. S20.** Verification for the effects of *ANGPTL7*^+^ chondrocytes in KOA development. **a** Small interfering RNA (siRNA)-mediated knockdown of *ANGPTL7* gene expression in human chondrocytes was assessed using qPCR. **b** Western blot assay and semi-quantitative analysis of ANGPTL7 protein expression. **c** Lentivirus-mediated overexpression (OE) of *ANGPTL7* gene expression was assessed using qPCR. **d** Overexpression of ANGPTL7 was verified by the WB analysis. **e-i** Representative micrographs of immunofluorescence staining of COL2A1 **(e)**, ACAN **(f)**, SOX9 **(g)**, ADAMTS5 **(h)** and MMP13 **(i)** in human chondrocytes treated with PBS, si-ANGPTL7 2, and ANGPTL7-overexpressing lentivirus. Scale bar = 500 μm. **j** Semi-quantitative analysis of the fluorescence intensity of the tested proteins. **k** To verify that *ANGPTL7*^+^ chondrocytes promoted angiogenesis through the FGF2-FGFR2 signaling pathway, the tube formation assay was conducted using HUVEC cells. The HUVEC cells were co-cultured with the normal chondrocytes or *ANGPTL7*^+^ chondrocytes, respectively. And FGF2 and Alofanib (FGFR2 inhibitor) were added to the lower layer of HUVEC culture medium. Scale bar = 500 μm. **l** The number of junctions formed by the HUVECs under different treatments was quantitatively analyzed. Data are shown as mean ± SD, n = 3 per group. *P* values were determined by one-way ANOVA with a Tukey post hoc test for (**a-d, j** and **l**).

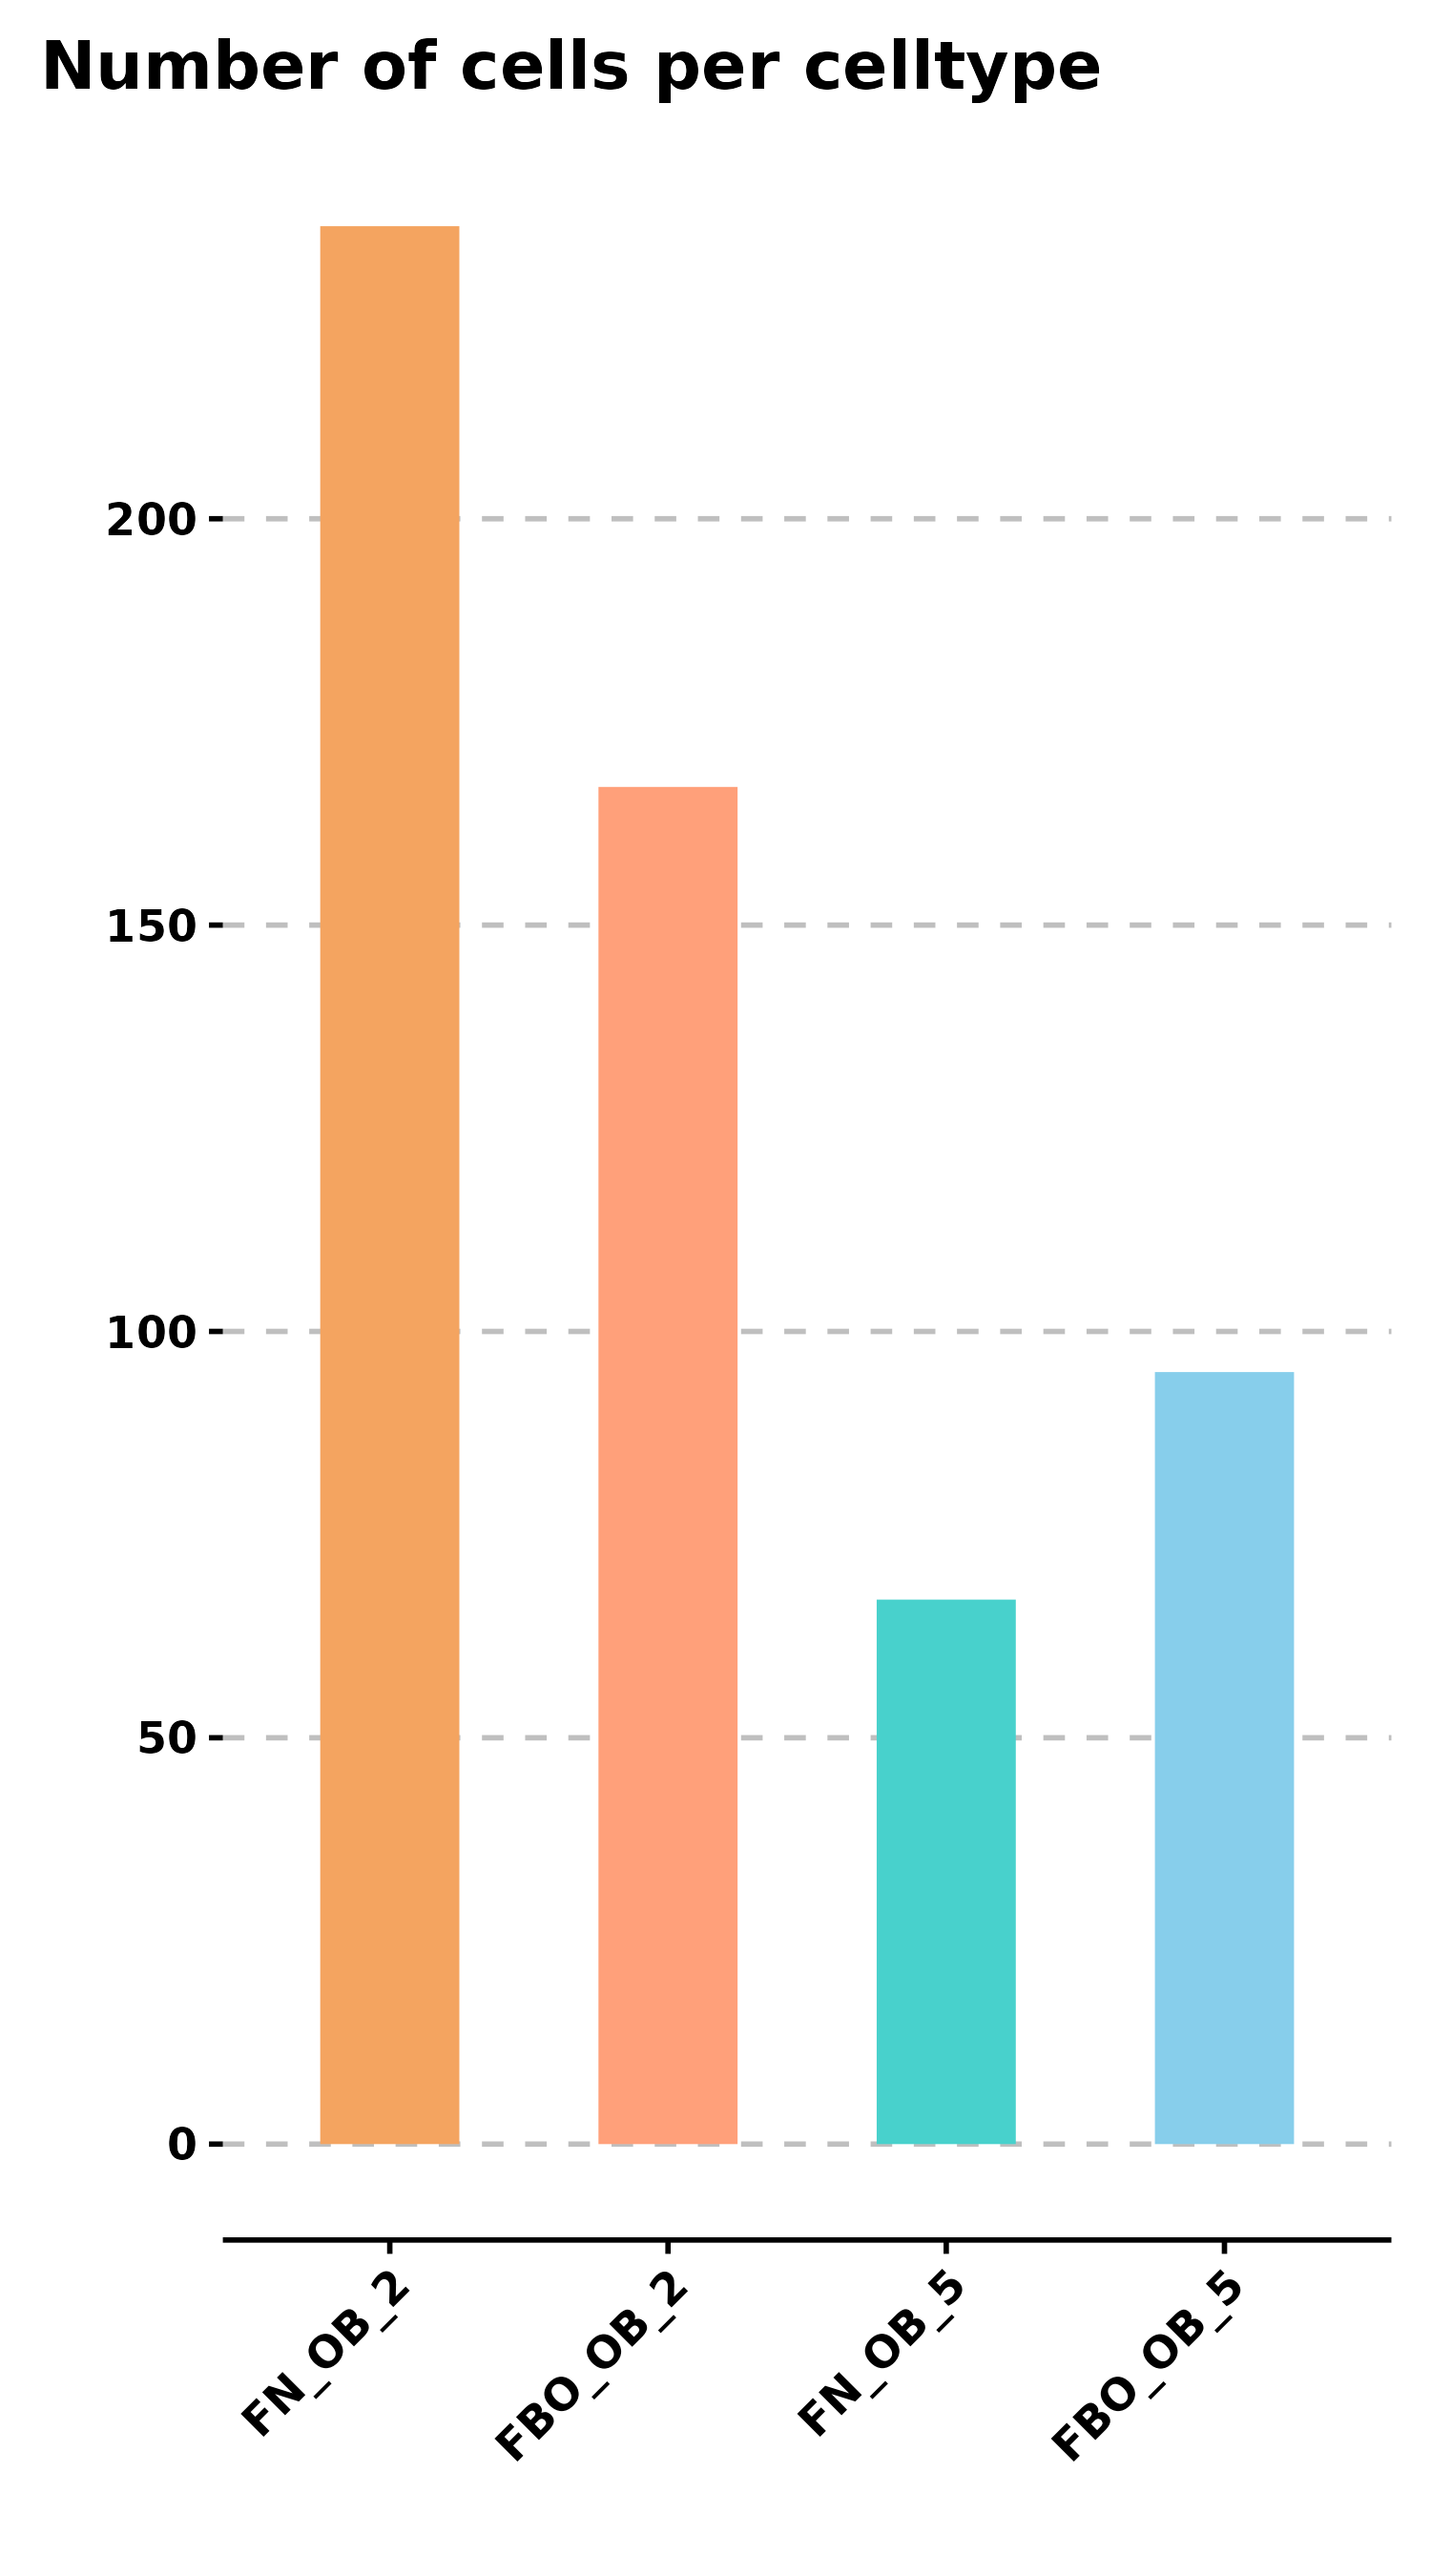

**Figure. S21.** Barplot shows the number of OB5 and OB2 in FN and FBO groups.

**
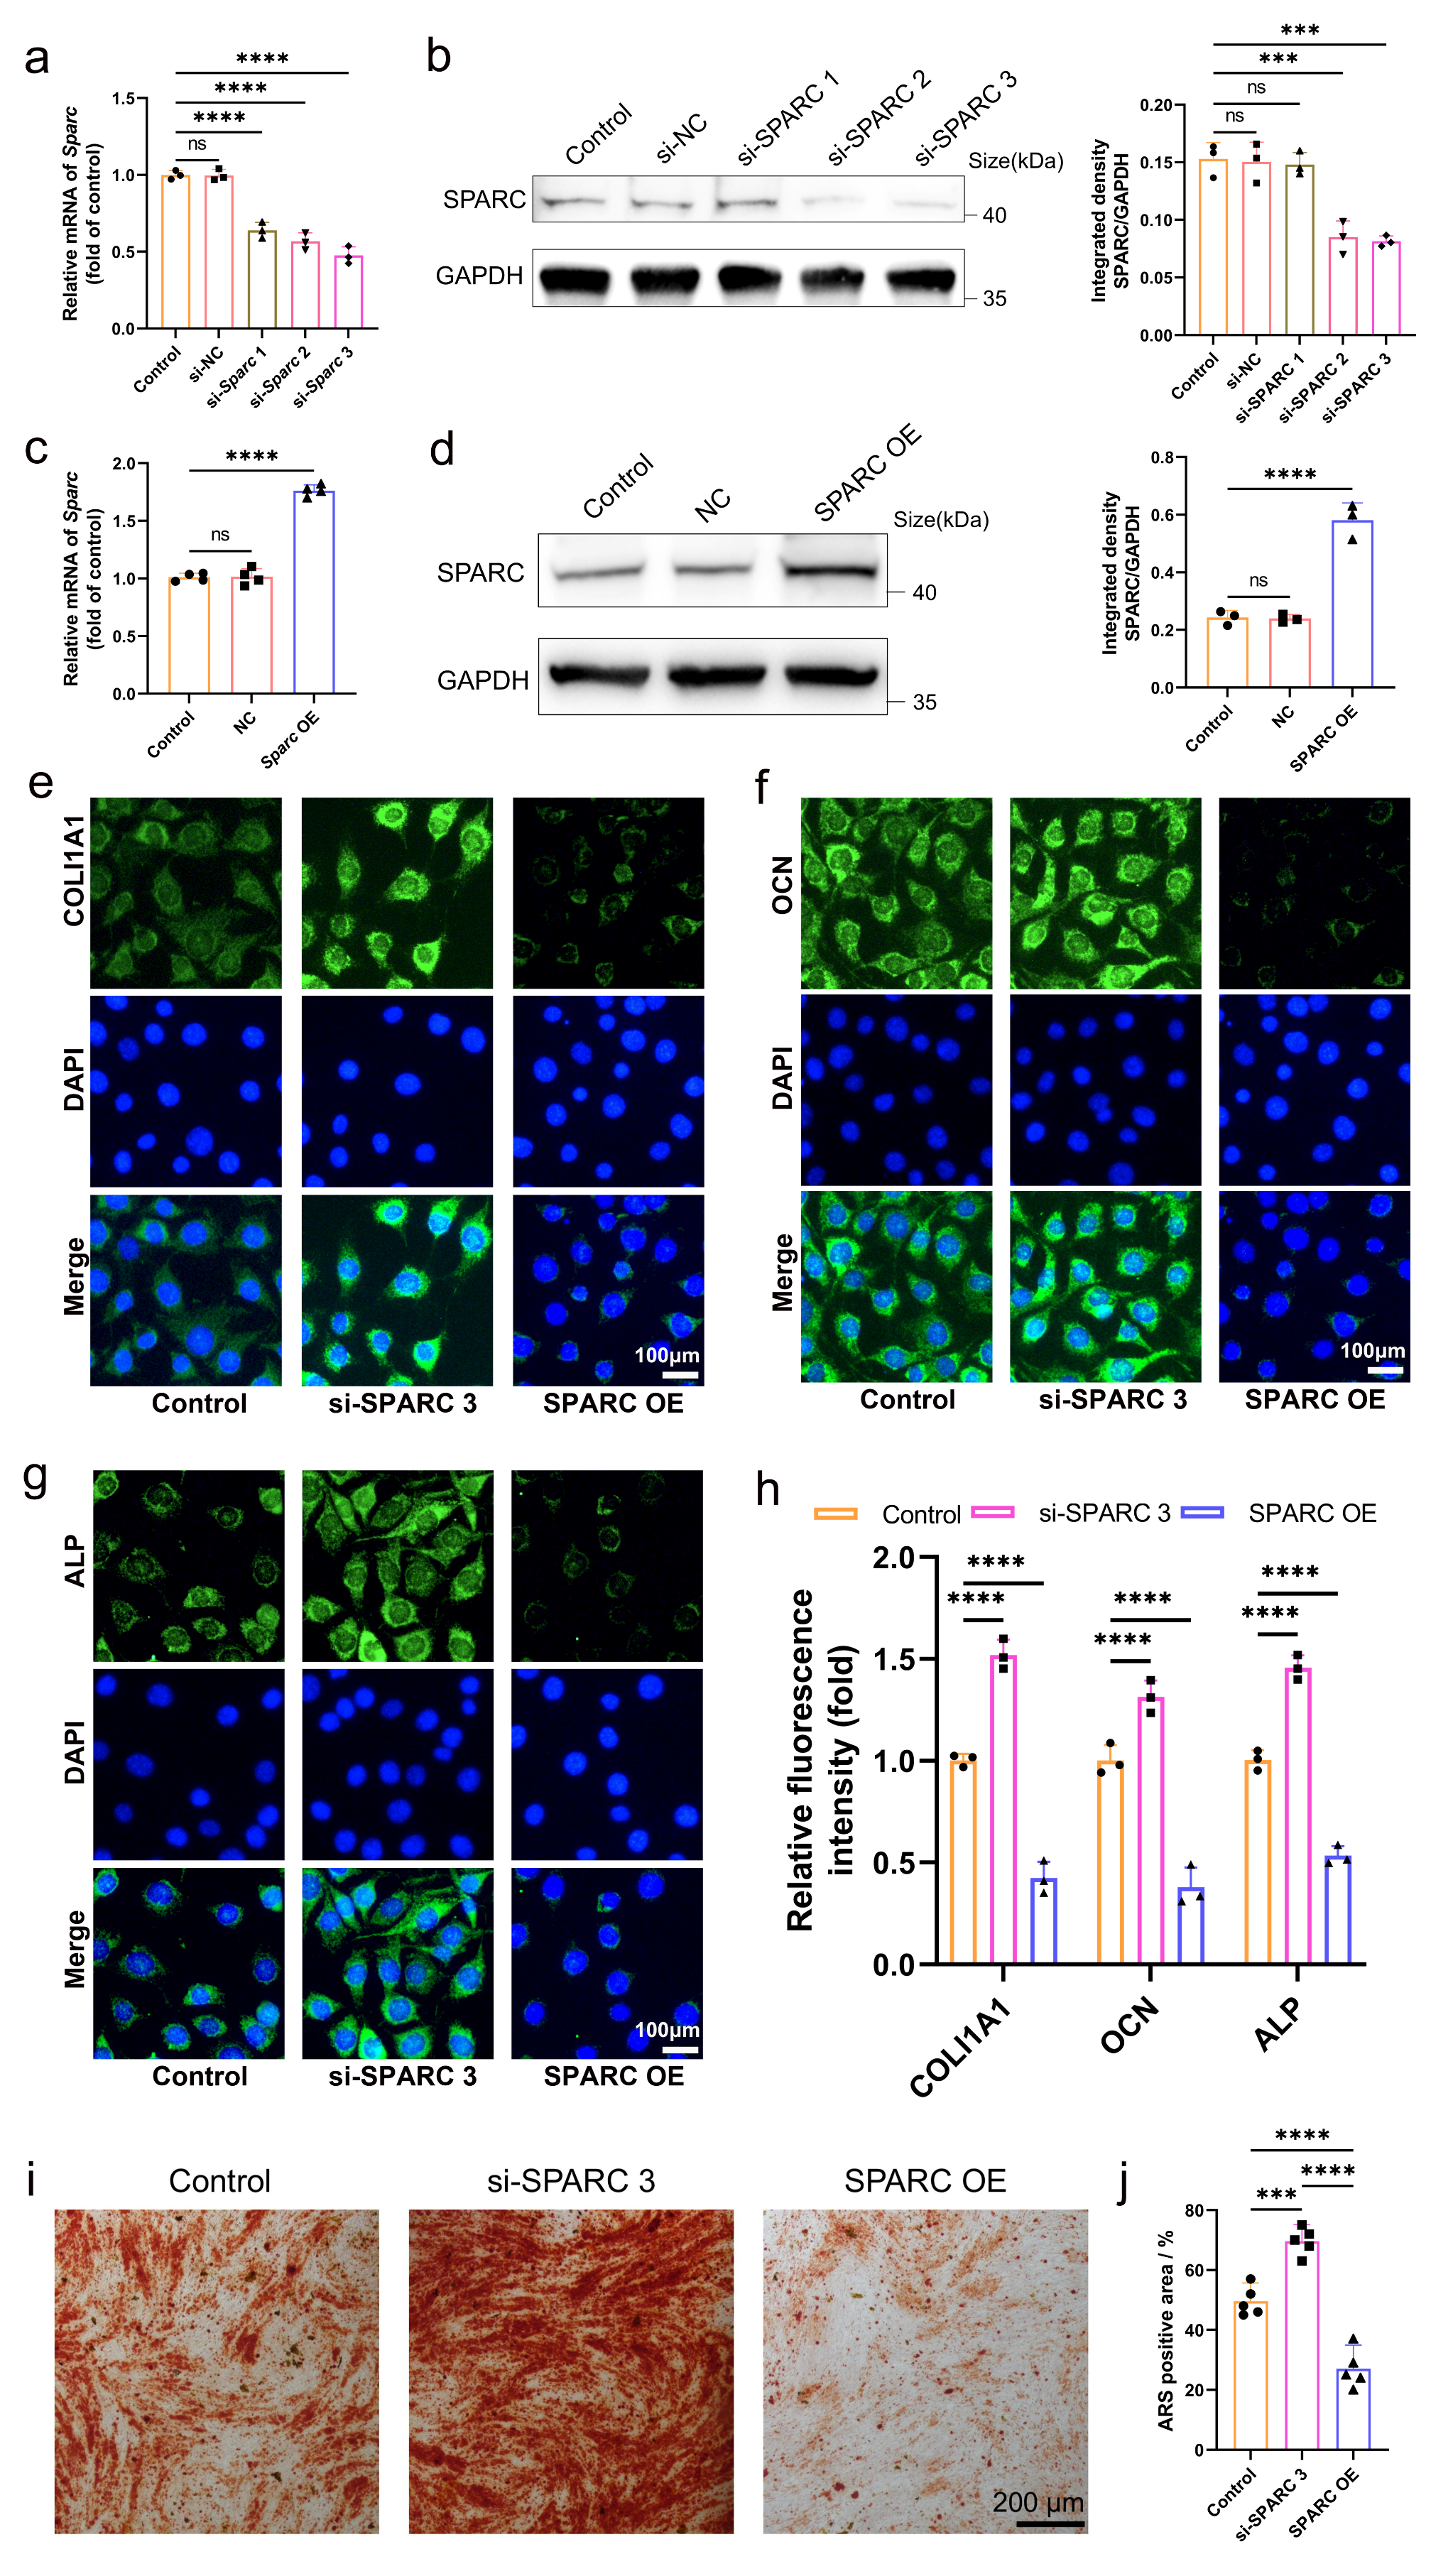
**

**Figure. S22.** Verification for the effects of *Sparc* gene in the osteoblast differentiation. **a** Small interfering RNA (siRNA)-mediated knockdown of *Sparc* gene expression in osteoblast-like *MC3T3* cells was assessed using qPCR. **b** Western blot assay and semi-quantitative analysis of SPARC protein expression. **c** Lentivirus-mediated overexpression (OE) of *Sparc* gene expression was assessed using qPCR. **d** Overexpression of SPARC was verified by the WB analysis. **e-g** Representative micrographs of immunofluorescence staining of COL1A1 **(e)**, OCN **(f)**, and ALP **(g)** in osteoblast-like *MC3T3* cells treated with PBS, si-SPARC 3, and SPARC-overexpressing lentivirus. Scale bar = 100 μm. **h** Semi-quantitative analysis of the fluorescence intensity of the tested proteins. **i** Alizarin Red staining (ARS) was performed for osteoblast-like *MC3T3* cells treated with PBS, si-SPARC 3, and SPARC-overexpressing lentivirus. Scale bar = 200 μm. **j** Semi-quantification for the ARS staining. Data are shown as mean ± SD, n = 3 per group. *P* values were determined by one-way ANOVA with a Tukey post hoc test for (**a-d, h** and **j**).

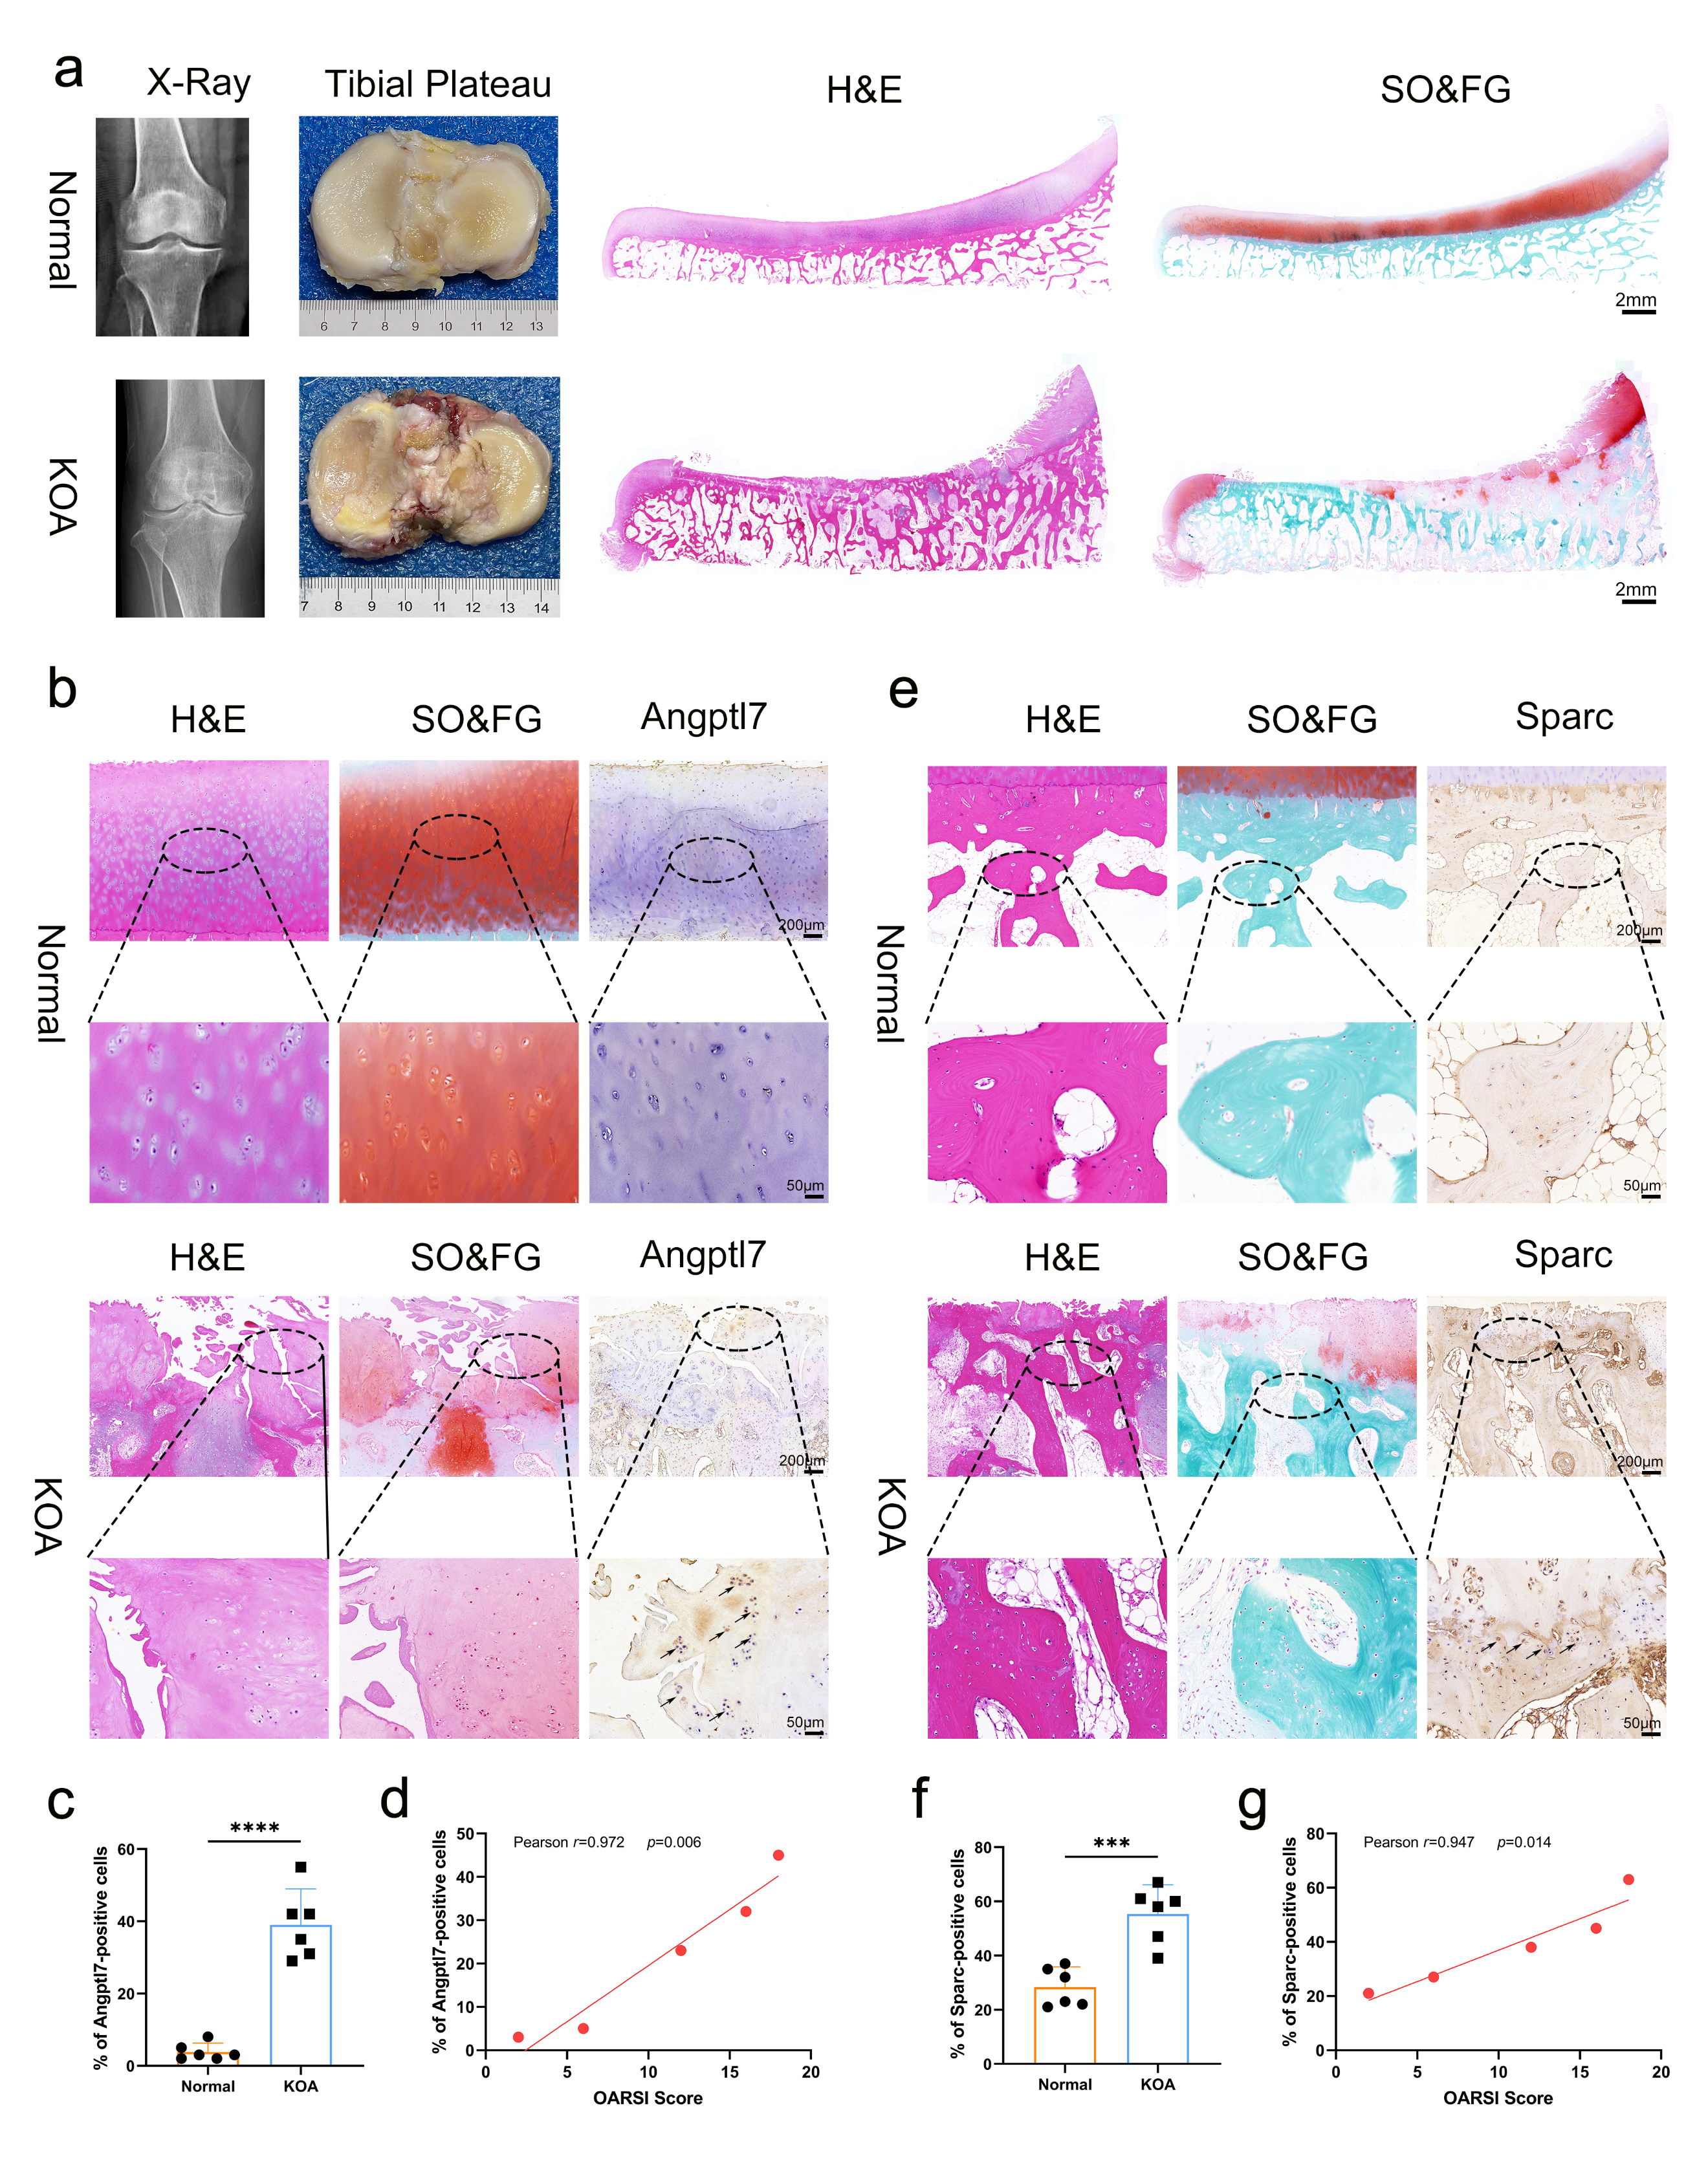

**Figure. S23.** Positive correlation between the expression level of *ANGPTL7* and *SPARC* genes with KOA progression. **a** Representative radiographic and macroscopic of tibial plateaus, and micrographs of H&E and SO&FG staining in coronal sections of tibial plateaus from the normal and KOA groups, Scale bar = 2 mm. **b** Representative micrographs of immunohistochemical staining of ANGPTL7 in coronal sections of the tibial plateaus in the normal and KOA groups, Scale bar = 200 μm, 50 μm. **c** Semi-quantitative analysis of immune-positive percentage of ANGPTL7 in tibial plateaus from the normal and KOA groups. **d** Correlation analysis between the percentage of ANGPTL7 immuno-positive cells and OARSI score in KOA patients. **e** Representative micrographs of immunohistochemical staining of SPARC in coronal sections of the tibial plateaus in the normal and KOA groups, Scale bar = 200 μm, 50 μm. **f** Semi-quantitative analysis of immune-positive percentage of SPARC in tibial plateaus from the normal and KOA groups. **g** Correlation analysis between the percentage of SPARC immuno-positive cells and OARSI score in KOA patients. Data are shown as mean ± SD, n = 3 per group. *P* values were determined by unpaired, two-tailed t-test for **c** and **f**, pearson correlation coefficients was performed by correlation analysis for **d** and **g.**

**Table S1 Clinical and demographic data of KOA patients included in this study**

KOA: knee osteoarthritis; CRP: c-reactive protein; ESR: erythrocyte sedimentation rate; HB: hemoglobin; ALB: albumin; Bp: blood pressure; Bs: blood sugar. F: female; M: male; R: right; L: left.

**Table S2 Cell numbers before and after the quality control**

| Groups | Before QC | After QC | Keep (%) |
| --- | --- | --- | --- |
| FB | 13600 | 11250 | 82.72 |
| FBO | 12815 | 9548 | 74.51 |
| FN | 10806 | 8870 | 82.08 |
| FO | 27413 | 21809 | 79.56 |
| MB | 9606 | 7367 | 76.69 |
| MN | 7843 | 6647 | 84.75 |
| Total | 82083 | 65491 | 79.79 |

QC: quality control

**Table S3 Primer sequences of related genes for the qPCR*.***

| Genes | Forward sequence (5'→3') | Reverse sequence (5'→3') |
| --- | --- | --- |
| *GAPDH* | TCAAGATCATCAGCAATGCC | CGATACCAAAGTTGTCATGGA |
| *PIEZO1* | CAACGAGAAGCACATGCTG | ATTAGGGATGACCACAGACTG |
| *ADAMTS5* | GTTTACTCGGGAGGATTTATGTG | TCTGGAGAACATATGGTCCC |
| *MMP13* | CTGGGCCAAATTATGGAGGA | GAAACAAGTTGTAGCCTTTGGA |
| *COL2A1* | AGGAGACAGAGGAGAAGCT | CTTGAGGACCCTGGATTCC |
| *ACAN* | CTGACCAGACTGTCAGATACC | TCCTCACACCAGGAAACTC |
| *SOX9* | CTCTGGAGACTTCTGAACGA | ACTTGTAATCCGGGTGGTC |
| *ANGPTL7* | GCCCAAGTTGCCAACCTTAG | AGGGAAGAGCAGTCGTAGATG |
| *Sparc* | GTGGAAATGGGAGAATTTGAGGA | CTCACACACCTTGCCATGTTT |

**Table S4 Detailed information for the primary antibodies used in this study**

| Primary antibody | Brand | Catalog No. | Application |
| --- | --- | --- | --- |
| anti-TRAP | FUJIFILM Wako | 294-67001 | IHC-P |
| anti-OSTEOCALCIN | abcam | ab93876 | IHC-P |
| anti-PIEZO1 | ABclonal | A23380 | IHC-P |
| anti-PIEZO1 | HUABIO | M1005-2 | IF |
| anti-ADAMTS5 | HUABIO | ER1903 | IF |
| anti-MMP13 | HUABIO | ET1702 | IF |
| anti-COL2A1 | ABclonal | A1560 | IF |
| anti-ACAN | HUABIO | ET1704 | IF |
| anti-SOX9 | Invitrogen | 702016 | IF |
| anti-RPL11 | Invitrogen | PA5-27468 | IHC-P |
| anti-THBS1 | HUABIO | HA721916 | IHC-P |
| anti-CCN1 | Invitrogen | PA5-78022 | IHC-P |
| anti-COL1A1 | ABclonal | A22090 | IHC-P |
| anti-TIMP2 | ABclonal | A16439 | IHC-P |
| anti-CD31 | abcam | ab182981 | Multiplex IF |
| anti-EMCN | ABclonal | A22662 | Multiplex IF |
| anti-OSTERIX | abcam | ab209484 | Multiplex IF |
| anti-SMOC2 | Abiowell | AWA58230 | Multiplex IF |
| anti-ANGPTL7 | HUABIO | ER62667 | Multiplex IF |
| anti-COL9A3 | ABclonal | A9798 | Multiplex IF |
| anti-APOE | ABclonal | A0304 | Multiplex IF |
| anti-COL1A1 | ABclonal | A22090 | Multiplex IF |
| anti-CCL2 | ABclonal | A7277 | Multiplex IF |
| anti-FGF2 | ABclonal | A11488 | Multiplex IF |
| anti-FGFR2 | ABclonal | A2074 | Multiplex IF |
| anti-SPARC | ABclonal | A14494 | IHC-P |
| anti-ECM1 | ABclonal | A16368 | IHC-P |
| anti-MGP | ABclonal | A5439 | IHC-P |
| anti-SRGN | ABclonal | A6951 | IHC-P |
| anti-RUNX2 | HUABIO | ET1612-47-50 | IHC-P |
| anti-IBSP | Invitrogen | PA5-114915 | IHC-P |
| anti-ALPL | Invitrogen | MA5-24845 | IHC-P |
| anti-BMP2 | ABclonal | A0231 | IHC-P |
| anti-TNFRSF12A | HUABIO | ET1611-93 | IHC-P |
| anti-ECRG4 | HUABIO | ER63314 | IHC-P |
| anti-FGF2 | ABclonal | A11488 | IHC-P |
| anti-CYTL1 | Proteintech | 15856-1-AP | IHC-P |
| anti-ARHGEF12 | Proteintech | 22441-1-AP | IHC-P |
| anti-CAMP | Invitrogen | JJ2-072 | IHC-P |
| anti-COL10A1 | ABclonal | A13288 | IHC-P |
| anti-ANGPTL7 | Invitrogen | PA5-36575 | WB |
| anti-SPARC | ABclonal | A14494 | WB |

**Table S5 Key Resources**

| ENSEMBL Genome | “https://www.ensembl.org” |
| --- | --- |
| Gene Ontology | “http://geneontology.org” |
| KEGG | “https://www.kegg.jp” |
| STRING | “https://string-db.org” |
| Msigdb | “https://www.gsea-msigdb.org/gsea/msigdb/” |
| wikipath | “https://www.wikipathways.org/index.php/WikiPathways” |
| panther | “http://pantherdb.org” |

**Table S6 SiRNA sequences*.***

| SiRNA | 21nt guide (5′→3′) | 21nt passenger (5′→3′) |
| --- | --- | --- |
| siANGPTL7-1 | AAUAGUUCAUCCUGUUUACUG | GUAAACAGGAUGAACUAUUUA |
| siANGPTL7-2 | GAAGGUAGAUGGUGUUAUAGU | UAUAACACCAUCUACCUUCAG |
| siANGPTL7-3 | GAGACUCAAGCUUUGAGAAAG | UUCUCAAAGCUUGAGUCUCUG |
| siSparc-1 | UAAUGUAUUCAGUUAAAUCUA | GAUUUAACUGAAUACAUUAAC |
| siSparc-2 | GAGACUUUGAGAAGAACUACA | UAGUUCUUCUCAAAGUCUCGG |
| siSparc-3 | GGUGCUAACAUAGAUUUAACU | UUAAAUCUAUGUUAGCACCUU |

**Supplementary Video:**

**Movie S1. Activities of bipedal mice in feeding cage**

Following bilateral forelimb and tail amputation surgery, C57 mice received attentive care, including the provision of corn cob bedding conducive to the trauma model. Daily observation of bipedal exhibited normal behavior within the cage, displaying no difficulties with eating, drinking, or mobility.

How the deposited data were processed for this re-analysis (not part of the article)

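Cells of the femoral condyles of mice were measured in 6 libraries, 1 per group, each made from 10 condyles of 5 mice at 22 weeks of age. The bipedal surgery was done in week 3 and the ovariectomy in week 10. The deposited values are raw UMI counts per gene and cell, which the authors made from SeekOne DD 3' libraries, without normalization, as deposited; the results text of the paper names a modified STRT protocol instead. The paper's text does not name the aligner, the genome build, the annotation release or the step that called cells; Supplementary Table S5 lists Ensembl as a genome resource. The matrices hold 28158 genes, 13 of them mitochondrial, and gene names were taken from the files.

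Cells with more than 250 genes and under 10% mitochondrial counts were kept, and no doublets were removed. Counts were scaled to 10000 per cell and logged, and 2000 variable genes, 25 principal components and Harmony over the libraries were used, the last re-implemented. A graph of 20 neighbours was clustered by the Leiden method, in place of the Louvain method of Seurat, at a resolution of 0.8. Clusters were named for 15 cell types from markers fixed before the data were examined, partly from the paper and partly from general knowledge. A marker counted as found at a log2 fold of at least 1 over the other cells and in at least 10% of the cluster's cells, and a name needed at least 3 markers, no fewer found than missing, and 50 cells. A cluster with at least 3 markers of a second class was left unnamed where a blood class met another kind, or no fewer were found than missing. The pair of chondrocyte and osteoblast was exempt from this, which the cluster led by Angptl7 needed for its name. Chondrocyte-like cells were clustered again at a resolution of 0.2. Sub-clusters with at least 3 blood markers and more of these than of their own class, or with at least 10 markers of another class, were left out, by a rule set after the data were examined. Only the chondrocyte list has as many as 10 markers, so no sub-cluster could be left out for osteoblast, progenitor or endothelial markers. The Angptl7-led, preHTC-like and Prg4-led sub-clusters are those of at least 100 cells with the highest fold of Angptl7, then Col9a1, then Prg4, each used once; this rule was also made after the data were examined, and without Harmony or with the genes of the study's figures left out of the clustering it picks other cells as Angptl7-led.

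Within a class, UMIs were summed per library and given as CPM with exact Poisson 95% intervals, log2 ratios with exact conditional binomial ones and shares with Clopper-Pearson ones, all for counting error only. A count of 0 was taken to allow up to 3 counts. Libraries were compared in pairs, FB, FO and FBO with FN and MB with MN, and with 1 library per group no test was made. A list's median log2 ratio was ranked among 10000 random lists of genes, each drawn from the 201 genes nearest in mean CPM, over genes of at least 10 CPM. The genes named are those the study names or draws, the 3 largest and 3 smallest log2 ratios of FBO against FN in each of chondrocyte-like, endothelial-like and osteoblast-like cells among genes of at least 100 CPM and 30 UMIs in the higher library, sex genes and markers of free RNA; this rule was fixed before the data were examined. Osteoblast-like cells of FN and FBO were split by k-means into 2 clusters from 10 starts, on principal components without the genes of Fig. 9f.

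The intervals were tested on simulated data in which 1 gene in 10 was changed by 1 log2 unit. They held the true value for 95.5% of 8255 genes at the depth of chondrocyte-like, 96.0% of 8419 at that of osteoblast-like and 98.4% of 7672 at that of endothelial-like cells. Of the unchanged genes, 5.26%, 3.93% and 1.52% had intervals without 0, in the same order. Between random parts of the FN cells, over 20 divisions, a median of 9.20% of genes in osteoblast-like and 4.45% in endothelial-like cells did.

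The 13 alternatives set before the data were examined were a stricter filter of at least 500 genes and under 5% mitochondrial counts, removal of simulated doublets at 0.8% per 1000 cells, no Harmony, cluster resolutions of 0.4 and 1.2, classing each cell by its own marker UMIs, scaling by the median of gene ratios, the mean of per-cell CPM, subtraction of free RNA, a sub-cluster resolution of 0.4, the k-means split with the genes of Fig. 9f, a minimum of 50 CPM for lists and thinning to 1000 UMIs per cell. Another 4 were added later: left out sub-clusters kept, the Angptl7-led sub-cluster left out, 107 genes of the study's figures left out of the clustering, and the smaller osteoblast cluster left out before a second split. The pathway scores of AUCell, the interactions of CellChat and the trajectories of Monocle 2 were not computed, as the gene sets and tools were not at hand, and the human data were not analysed here. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, python-igraph 0.11.9, leidenalg 0.10.2 and Matplotlib 3.10.9 were used.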

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

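All tests in this part except those of Camp in B cell-like cells were chosen only after the result was seen. The genes below other than Camp were named by the size of their log2 ratio between FBO and FN, and the paper does not report on them. With 1 library per group, a difference between the groups cannot be told apart from one between single libraries.

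Camp in osteoblast-like cells had a log2 ratio of 0.80 between FB and FN and of -0.93 between MB and MN, which differ by 1.73. This difference between the sexes was not tested, as each ratio compares single libraries. Camp moved in the same directions in B cell-like cells, at 0.74 (95% interval 0.65 to 0.83) in females and -1.14 (95% interval -1.22 to -1.07) in males, as also in T cell-like cells at 0.88 and -1.09 and in progenitor-like cells at 0.69 and -1.29; in granulocyte-1-like cells the values were 0.44 and 0.0014. Other abundant granulocyte genes fell with Camp in osteoblast-like cells in males, Ngp at -1.09, S100a8 at -1.25 and S100a9 at -1.11. In females S100a9 rose there by 0.62 and Lcn2, also a granulocyte gene, by 0.52 (95% interval 0.13 to 0.91). The summed share of granulocyte genes in these cells was 0.273% of UMIs in FN and 0.349% in FB. But Ngp was at 0.073 (95% interval -0.13 to 0.27) and S100a8 at 0.093 (95% interval -0.016 to 0.20). Ngp and S100a8 argue against a larger amount of granulocyte RNA of the same composition as the whole cause of the rise of Camp. A candidate explanation for the male difference is free RNA of granulocytes that differs in amount between the libraries. For the female difference, free RNA of granulocytes that hold more Camp and a change in the cells themselves cannot be told apart. In smooth muscle-like cells Camp moved the other way in both sexes, at -0.78 and 0.75, which such a difference in free RNA alone does not account for. Of the smooth muscle-like cells, 46.9% were scored as doublets in FN and 9.56% in FB, and 0% of 26 cells in MN and 19.8% in MB. This share moved in the direction of Camp, so doublets stay open as a source of Camp in that class. A difference between the sexes in the response of osteoblasts stays open as well, and was not tested.

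Hbb-bt was higher in FBO in chondrocyte-like cells, at 1.67, and in osteoblast-like cells, at 1.82, and so was Hba-a1 in osteoblast-like cells, at 1.68. These are hemoglobin genes of erythrocytes, and in B cell-like cells Hbb-bt was higher by 1.62 (95% interval 1.51 to 1.74). It rose by 1.70 in T cell-like, 1.67 in progenitor-like, 1.59 in granulocyte-1-like and 1.58 in monocyte-macrophage-like cells. The rise was larger in reticular-like cells, at 2.48, and absent in erythrocyte-like cells, at -0.13. The increase was thus not confined to chondrocyte-like and osteoblast-like cells. Free RNA of erythrocytes may account for this; a change in chondrocytes and osteoblasts of FBO mice stays open and was not tested.

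Gm48099 was lower in FBO in chondrocyte-like cells, at -1.67, and at -1.71 (95% interval -1.83 to -1.59) in B cell-like cells. It was also lower in chondrocyte-like cells of FB, at -2.09, and of FO, at -3.03, against FN. A difference between the libraries shared by the cell classes may explain it; an effect of both treatments on many cell types stays open and was not tested.

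Apobec1 was higher in FBO in chondrocyte-like cells, at 2.02. In B cell-like cells it differed by 0.26 (95% interval 0.15 to 0.37), which argues against a difference of that size shared by all cell classes. In chondrocyte-like cells its log2 ratio to FN was -1.35 in FB and 2.26 in FO, and between MB and MN it was 0.58. It stood higher than in FN in both ovariectomized groups, at 147 CPM in FO and 124 CPM in FBO. But it was at 188 CPM in MN and 281 CPM in MB, so a high level was not confined to ovariectomized mice. In FO it was also higher than in FN in T cell-like cells, at 1.95, and osteoblast-like cells, at 1.48, but lower in B cell-like cells, at -0.32. An effect of the ovariectomy on chondrocytes and a difference between the single libraries both stay open and were not tested.

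Gm30211 was higher in FBO in chondrocyte-like cells, at 1.75, and in osteoblast-like cells, at 2.17. Its log2 ratio was 4.71 in T cell-like, 2.09 in monocyte-macrophage-like and 0.20 in B cell-like cells. In progenitor-like cells it was 0.68 (95% interval 0.36 to 0.99), below the 1.75 of chondrocyte-like and the 2.17 of osteoblast-like cells. Free RNA that reached these classes alike would give values of like size. B cell-like cells themselves changed little. Both argue against free RNA of B cells as the whole cause. RNA of other blood cells, and a change in chondrocyte-like and osteoblast-like cells of FBO mice, stay open and were not tested.

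In endothelial-like cells, Zfp711 was at 5.82, from 1 UMI in FN and 36 in FBO, and Igfbp5 at 3.55, from 9 and 67. Ccl21a was at -5.79 (95% interval -11.11 to -3.28), from 87 and 1 UMIs, and Atxn1 at -3.32 (-5.65 to -1.68), from 47 and 3, while Zfp711 had an interval of 3.25 to 11.16. Cyp1a1, with 30 UMIs in FN and 0 in FBO, was at least 6.37-fold lower when the 0 is taken as up to 3 counts. By the 95% interval its log2 ratio was at most -2.28, which is a looser bound. Of the UMIs in the higher library, 1 cell held 100% for Zfp711, 92.5% for Igfbp5 and 96.7% for Cyp1a1, so single cells may explain these 3 differences. For Ccl21a, 1 cell held 57.5% and 3 cells held all of its UMIs, so a few cells may explain that difference. For Atxn1 that share was 44.7%, with UMIs in 10 of 27 cells, which argues against 1 cell as the source of most of its UMIs. A difference between endothelial cells of FN and FBO mice stays open for these genes and was not tested.

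In osteoblast-like cells of FBO against FN, Fbxo36 was at -3.78 and at 1.44 without Harmony, Csmd1 at -2.19 and Col8a1 at -1.92. Against FN, these genes were also lower in FB, at -3.70, -2.37 and -1.78, and in FO, at -4.27, -0.98 and -0.84, so FN stands apart from the 3 other female libraries. The log2 ratio of Fbxo36 in chondrocyte-like cells was 0.29 (95% interval -0.31 to 0.92), which argues against a difference of that size shared by the cell classes, and 0.806% of its FN UMIs lay in the smaller of the 2 osteoblast clusters, which argues against that cluster as its source. In FN, 1 cell held 95.2% of its UMIs, so a single cell may explain it. For Csmd1 and Col8a1, 93.5% and 82.5% of the FN UMIs lay in the smaller cluster, which has 18 cells in FN and 15 in FBO. These few cells of FN may account for both differences between FBO and FN, and an effect of the treatments on osteoblasts stays open and was not tested.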

How the results depend on the processing

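Each result was computed again under those that bear on it of 13 alternatives set before the data were examined and of 4 chosen after seeing the data: keeping the left out sub-clusters, leaving out the Angptl7-led sub-cluster, clustering without the genes of the study's figures, and splitting the osteoblast-like cells again without the smaller cluster. Below, a value moved if it left the counting interval of the value reported, and a count if it changed by more than 1.5 times; a sign change is listed where the interval of the value reported left out 0. The cause of a change was not tested unless one is given.

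All 12 genes of Fig. 7d and all 21 of Supplementary Fig. 13a had the sign drawn in each of 12 alternatives. Other tallies varied, from 8 to 9 of the 9 genes of Fig. 7f, from 17 to 20 of the 20 genes of Supplementary Fig. 15a and from 13 to 17 of the 20 comparisons of Fig. 9d. Several log2 ratios kept their direction in each alternative that gave them. In chondrocyte-like cells between FBO and FN, the log2 ratio ranged over 0.29 to 0.37 for Ccn1, 0.26 to 0.33 for Rpl11, 0.075 to 0.35 for Thbs1 and 0.17 to 0.27 for Piezo1, and between FO and FN over -0.58 to -0.22 for Piezo1. In osteoblast-like cells it ranged over 0.83 to 1.54 for Col1a1 and -0.42 to -0.041 for Timp2 between FBO and FN, and for Piezo1 over 0.059 to 0.32 in FBO and -0.55 to -0.19 in FO against FN. Values whose intervals included 0 changed sign without being counted here: Piezo1 in osteoblast-like cells between FB and FN ranged over -0.067 to 0.16, Fgfr2 in endothelial-like cells over -2.89 to 0.058 and Fgfr1 over -1.52 to 0.014.

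With the stricter filter on cells, the chondrocyte-like share of cells was 18.0% in FN and 20.9% in FBO. Of the chondrocyte-like cells, 31.4% were Angptl7-led and 28.3% were preHTC-like. The first osteoblast cluster held 19.0% in FN and 26.8% in FBO. The sign drawn was found for 20 of 21 genes of Fig. 9f. Log2 ratios moved beyond the counting interval for FBO against FN in osteoblast-like cells, Col1a1 to 0.83. Of 199 values of single genes and other classes, 193 stayed within the interval, 6 moved and 0 changed sign.

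With simulated doublets removed, the chondrocyte-like share of cells was 17.9% in FN and 21.1% in FBO. Among chondrocyte-like cells, 41.6% were Prg4-led, 31.4% were Angptl7-led and 26.4% were preHTC-like. In the k-means split, the first cluster held 40.7% in FN and 43.3% in FBO. The direction of the study held for 4 of 9 genes of Supplementary Fig. 15b and 20 of 21 genes of Fig. 9f. Beyond the counting interval, log2 ratios moved for FBO against FN in chondrocyte-like cells, Thbs1 to 0.33, and for FBO against FN in osteoblast-like cells, Col1a1 to 1.54. The sign changed for FO against FN in chondrocyte-like cells, Cxcl2 to -0.061. Of 196 values of single genes and other classes, 144 stayed within the interval, 51 moved and 1 changed sign.

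Without Harmony, the chondrocyte-like share of cells was 9.91% in FN and 13.0% in FBO. Of the chondrocyte-like cells, 57.5% were Prg4-led and 17.0% were Angptl7-led. The first osteoblast cluster held 82.3% in FN and 83.0% in FBO. Of the lists, the sign drawn was that of 4 of 7 genes of Fig. 7e, 5 of 9 genes of Supplementary Fig. 15c and 3 of 8 comparisons of Fig. 9e. Log2 ratios moved beyond the counting interval for FB against FN in chondrocyte-like cells, Piezo1 to -0.18, for FBO against FN in chondrocyte-like cells, Ccn1 to 0.29 and Thbs1 to 0.075, for FBO against FN in osteoblast-like cells, Timp2 to -0.42, and for FBO against FN in Angptl7-led cells, Fgf2 to -0.20. A change of sign was found for FB against FN in chondrocyte-like cells, Fgf2 to -0.10, for FB against FN in osteoblast-like cells, Tyrobp to -0.35, for FO against FN in chondrocyte-like cells, Txnip to 0.39, for FO against FN in osteoblast-like cells, Bmp2 to 0.055, Tgfb2 to 0.48, Omd to 0.92 and Thbs1 to -0.32, for FBO against FN in Angptl7-led cells, Pkd1 to -0.27, Id2 to -1.30, Ccn1 to -0.24, Col1a2 to -0.73, Rpl11 to -0.016, Thbs1 to -0.75, Sparc to -0.27, Ecm1 to -1.61, Mgp to 0.49, Runx2 to 0.17 and Ibsp to 0.19, and for FBO against FN in osteoblast-like cells, Ecm1 to -0.41, Bmp2 to 0.0078 and Fbxo36 to 1.44. Values of the Angptl7-led sub-cluster compare other cells, since 38 of its 1692 cells were among the 4774 reported and 4002 of the latter lay in unnamed clusters; most of these are missing from the chondrocyte-like class as well. Of 194 values of single genes and other classes, 85 stayed within the interval, 88 moved and 21 changed sign. No preHTC-like values could be taken, because Col9a1 stood highest in the sub-cluster already taken for the Angptl7-led one.

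At a cluster resolution of 0.4, the chondrocyte-like share of cells was 18.0% in FN and 21.0% in FBO. Among chondrocyte-like cells, 36.6% were Prg4-led, 34.4% were Angptl7-led and 28.9% were preHTC-like. In the k-means split, the first cluster held 18.1% in FN and 21.9% in FBO. The sign drawn was found for 20 of 21 genes of Fig. 9f. Of 162 values of single genes and other classes, 139 stayed within the interval, 23 moved and 0 changed sign. No cluster was endothelial-like, so results of that class have no value there.

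At a cluster resolution of 1.2, the chondrocyte-like share of cells was 14.9% in FN and 17.8% in FBO. Of the chondrocyte-like cells, 42.5% were Prg4-led, 26.0% were Angptl7-led and 31.5% were preHTC-like. The first osteoblast cluster held 56.0% in FN and 56.0% in FBO. The direction of the study held for 4 of 8 comparisons of Fig. 9e. Beyond the counting interval, log2 ratios moved for FBO against FN in osteoblast-like cells, Col1a1 to 0.86, and for FBO against FN in Angptl7-led cells, Fgf2 to -0.092. The sign changed for FB against FN in osteoblast-like cells, Bglap2 to -0.026, and for FBO against FN in Angptl7-led cells, Runx2 to 0.27 and Ibsp to 0.51. Of 199 values of single genes and other classes, 144 stayed within the interval, 52 moved and 3 changed sign.

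With each cell classed by its own marker UMIs, the chondrocyte-like share of cells was 10.4% in FN and 13.2% in FBO. In the k-means split, the first cluster held 56.2% in FN and 58.1% in FBO. Of the lists, the sign drawn was that of 5 of 9 genes of Supplementary Fig. 13c and 4 of 9 genes of Supplementary Fig. 15b. Log2 ratios moved beyond the counting interval for FO against FN in chondrocyte-like cells, Piezo1 to -0.58, and for FBO against FN in osteoblast-like cells, Col1a1 to 0.84. A change of sign was found for FB against FN in chondrocyte-like cells, Fgf2 to -0.012, for FB against FN in osteoblast-like cells, Col1a2 to -0.18, Bglap2 to -0.10, Bglap to -0.0095 and Omd to -0.0063, and for FBO against FN in progenitor-like cells, Mgp to 0.49. Of 161 values of single genes and other classes, 72 stayed within the interval, 83 moved and 6 changed sign. This alternative has no clusters and gives no value for a sub-cluster.

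At a sub-cluster resolution of 0.4, among chondrocyte-like cells, 18.6% were Prg4-led, 19.2% were Angptl7-led and 16.7% were preHTC-like. The sign drawn was found for 4 of 8 comparisons of Fig. 9e. Beyond the counting interval, log2 ratios moved for FBO against FN in Angptl7-led cells, Fgf2 to -0.061. The sign changed for FBO against FN in Prg4-led cells, Mgp to -0.014, for FBO against FN in preHTC-like cells, Mgp to -0.19, and for FBO against FN in Angptl7-led cells, Runx2 to 0.35 and Ibsp to 0.51. Of 37 values of single genes and other classes, 17 stayed within the interval, 16 moved and 4 changed sign.

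Scaling by the median of gene ratios changed only log2 ratios. Log2 ratios moved beyond the counting interval for FO against FN in chondrocyte-like cells, Piezo1 to -0.38, and for FO against FN in osteoblast-like cells, Piezo1 to -0.19. A change of sign was found for FB against FN in chondrocyte-like cells, Piezo1 to 0.087. Of 177 values of single genes and other classes, 134 stayed within the interval, 43 moved and 0 changed sign. With the mean of per-cell CPM, beyond the counting interval, log2 ratios moved for FO against FN in chondrocyte-like cells, Piezo1 to -0.54, for FBO against FN in chondrocyte-like cells, Piezo1 to 0.17 and Thbs1 to 0.35, and for FBO against FN in osteoblast-like cells, Col1a1 to 1.43 and Timp2 to -0.24. The sign changed for FBO against FN in preHTC-like cells, Mgp to -0.027. Of 177 values of single genes and other classes, 115 stayed within the interval, 61 moved and 1 changed sign. With free RNA subtracted, log2 ratios moved beyond the counting interval for FO against FN in chondrocyte-like cells, Piezo1 to -0.22. A change of sign was found for FO against FN in chondrocyte-like cells, Cxcl2 to -0.15. Of 165 values of single genes and other classes, 142 stayed within the interval, 22 moved and 1 changed sign.

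With the genes of Fig. 9f used in the k-means split, the first osteoblast cluster held 21.8% in FN and 33.2% in FBO. The direction of the study held for 20 of 21 genes of Fig. 9f. A minimum of 50 CPM for a list changed percentiles only, of which 15 of 19 stayed and 4 moved. Thinning each cell to 1000 UMIs moved 11 of 12 shares of cells with a Piezo1 UMI.

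Among the alternatives chosen after seeing the data, with the left out sub-clusters kept, the chondrocyte-like share of cells was 18.5% in FN and 21.8% in FBO. In the k-means split, the first cluster held 45.7% in FN and 52.2% in FBO. Of the lists, the sign drawn was that of 21 of 21 genes of Fig. 9f. Beyond the counting interval, log2 ratios moved for FO against FN in chondrocyte-like cells, Piezo1 to -0.58, and for FBO against FN in osteoblast-like cells, Col1a1 to 1.06. The sign changed for FBO against FN in osteoblast-like cells, Mgp to 0.63. Of 162 values of single genes and other classes, 120 stayed within the interval, 41 moved and 1 changed sign. With the Angptl7-led sub-cluster left out, log2 ratios moved beyond the counting interval for FO against FN in chondrocyte-like cells, Piezo1 to -0.50, and for FBO against FN in chondrocyte-like cells, Ccn1 to 0.31, Rpl11 to 0.27 and Thbs1 to 0.12. A change of sign was found for FB against FN in chondrocyte-like cells, Fgf2 to -0.061, and for FO against FN in chondrocyte-like cells, Txnip to 0.30. Of 63 values of single genes and other classes, 24 stayed within the interval, 37 moved and 2 changed sign. With the smaller osteoblast cluster left out and the rest split again, the first osteoblast cluster held 41.1% in FN and 40.8% in FBO. The sign drawn was found for 20 of 21 genes of Fig. 9f.

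With the genes of the study's figures left out of the clustering, the chondrocyte-like share of cells was 9.72% in FN and 12.4% in FBO. Of the chondrocyte-like cells, 59.9% were Prg4-led, 1.46% were Angptl7-led and 6.09% were preHTC-like. The direction of the study held for 11 of 21 genes of Supplementary Fig. 17f and 3 of 8 comparisons of Fig. 9e. Beyond the counting interval, log2 ratios moved for FBO against FN in chondrocyte-like cells, Rpl11 to 0.26 and Thbs1 to 0.11, for FBO against FN in osteoblast-like cells, Col1a1 to 0.92, and for FBO against FN in Angptl7-led cells, Fgf2 to 1.07. The sign changed for FB against FN in chondrocyte-like cells, Fgf2 to -0.031, for FO against FN in chondrocyte-like cells, Txnip to 0.38, for FBO against FN in Angptl7-led cells, Bmp2 to 1.22, Tnfrsf12a to -0.19, Cdkn1a to -0.15, Anxa1 to -0.29, Id2 to -0.82, Ccn1 to -0.49, Col1a2 to -0.81, Rpl11 to -0.16, Thbs1 to -1.74, Ecrg4 to -0.081, Mgp to 0.047, Runx2 to 0.13 and Ibsp to 2.92, for FBO against FN in osteoblast-like cells, Mgp to 0.22, and for FBO against FN in preHTC-like cells, Sparc to -0.30. Here too the Angptl7-led sub-cluster consisted of other cells, 148 of which 9 were among the 4774, while 3799 of these were unnamed. Bmp2 in Angptl7-led cells belongs to Supplementary Fig. 17f and to Fig. 9e and is counted in both below. Of 196 values of single genes and other classes, 114 stayed within the interval, 64 moved and 18 changed sign.

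The depth limits some results. In endothelial-like cells, with 64447 UMIs in FN and 41066 in FBO, 13.3% of genes with a simulated change of 1 log2 unit had an interval without 0, against 77.9% in osteoblast-like and 100% in chondrocyte-like cells. With 1 library per group, no setting says how far 2 libraries of the same group would differ.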

Differences from the paper's values

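Clustering at the resolution of the methods gave 40 clusters, against the paper's 26. At a cluster resolution of 0.4 there were 28, which is within 1.5 times the paper's number, while without Harmony there were 40 and at a resolution of 1.2 there were 50. The endothelial-like class had 192 cells, against the paper's 553 endothelial cells. It had 160 with the stricter filter on cells, 168 with simulated doublets removed, 208 without Harmony, 180 at a cluster resolution of 1.2 and 1506 with each cell classed by its own marker UMIs, and none was found at a resolution of 0.4; none of the alternatives set before the data were examined closed the gap.

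The preHTC-like sub-cluster had 4632 cells, against the paper's 2651 prehypertrophic chondrocytes. It had 3757 with simulated doublets removed and 2605 at a sub-cluster resolution of 0.4, both within 1.5 times the paper's number. The stricter filter gave 4135, a cluster resolution of 0.4 gave 4791 and one of 1.2 gave 4511. Without Harmony the sub-cluster with the highest Col9a1 was already taken for the Angptl7-led one, but another, of 2439 cells, held 6 markers of preHTC and lies within 1.5 times the paper's number. With the genes of the study's figures left out of the clustering, chosen after seeing the values, sub-clusters of 3307 and 618 cells held such markers, and the first lies within 1.5 times the paper's number. The sub-cluster with InfC markers had 91 cells, against the paper's 363, and 112 without Harmony; under the other alternatives that cluster again, no sub-cluster with these markers was kept, so among kept sub-clusters none of the alternatives set before the data were examined closed the gap. Sub-clusters with InfC markers that were left out for their blood cell genes had 301 cells at a cluster resolution of 0.4 and 347 without Harmony, both within 1.5 times the paper's number, as was one of 412 cells with the genes of the study's figures left out of the clustering, chosen after seeing the values. The paper also names AngC-1 and AgeC, and no sub-cluster took either name under the clusterings tried. By the fixed lists, AngC-2 was named only without Harmony, with 5734 cells, and with the genes of the study's figures left out of the clustering, chosen after seeing the values, with 6079 cells; both are sub-clusters led by Prg4 or Msmp and not by Angptl7, and in both Angptl7 was not among the 10 leading genes.

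In the Angptl7-led cells between FBO and FN, the log2 ratio of Cdk8 was -1.65, against the paper's value of about -1.4 in Supplementary Fig. 17f, read by eye; that of Cst3 was 0.26 against the paper's about 0.52 in Supplementary Fig. 17f, read by eye, and that of Cebpb 1.33 against the paper's about 0.98 in Supplementary Fig. 17f, read by eye. These values differ from the paper's by more than the counting interval of the ratio reported, and by that measure none of the alternatives set before the data were examined closed the gap for Cdk8, Cst3 or Cebpb. Cst3 was at 0.61 at a cluster resolution of 1.2 and at 0.62 at a sub-cluster resolution of 0.4, and at 0.68 without Harmony, in other cells; these 3 values lie within 1.5 times the paper's, as those reported for Cdk8 and Cebpb do.

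Some directions differ from those the paper draws or states. The paper states that Piezo1 in chondrocytes followed the pathway scores, which were higher in FB than in FN (Fig. 6c), while the log2 ratio was -0.11. It had that direction at 0.087 with scaling by the median of gene ratios. For Sparc, Ecm1, Mgp and Srgn, the paper states that FBO was higher than FN in every cell group; 15 of the 20 log2 ratios were above 0. Sparc in osteoblast-like cells was at -0.019. The ratio had that direction at 0.31 with simulated doublets removed, 0.37 at a cluster resolution of 1.2, 0.42 with each cell classed by its own marker UMIs and 0.30 with the mean of per-cell CPM, and 0.13 with the left out sub-clusters kept, chosen after seeing the values. Mgp in the same cells was at -0.57. This value had that direction only at 0.63 with the left out sub-clusters kept and 0.22 with the genes of the study's figures left out of the clustering, chosen after seeing the values. In progenitor-like cells Mgp was at -0.062. It had that direction at 0.49 with each cell classed by its own marker UMIs. In Angptl7-led cells Mgp was at -0.34. The ratio had that direction at 0.49 without Harmony, and 0.047 with the genes of the study's figures left out of the clustering, chosen after seeing the values. In both of these the sub-cluster consisted of other cells. Srgn in preHTC-like cells was at -0.12. None of the alternatives gave that direction.

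In osteoblast-like cells, 3 of the 4 genes of Fig. 9e, which the paper gives as lower in FBO in some osteoblasts, were lower, and Alpl was at 0.10. This value had that direction at -0.13 with simulated doublets removed and -0.10 with the mean of per-cell CPM. For Fig. 7f, 8 of the 9 genes had the direction drawn, and Thbs1, drawn as higher, was at -0.016. It had that direction at 0.42 with simulated doublets removed, 0.14 without Harmony, 0.017 with each cell classed by its own marker UMIs, 0.54 with the mean of per-cell CPM and 0.0037 with free RNA subtracted, and 0.30 with the left out sub-clusters kept and 0.042 with the genes of the study's figures left out of the clustering, chosen after seeing the values. For Supplementary Fig. 10, 1 of the 2 genes compared between FB and FN had it, and Arhgef12 in endothelial-like cells, drawn as higher in FB, was at -0.22. The ratio had that direction at 0.16 with each cell classed by its own marker UMIs, 0.032 with scaling by the median of gene ratios and 0.24 with the mean of per-cell CPM. For Supplementary Fig. 15b, 7 of the 9 genes had it; Foxp1, drawn as higher in FO, was at -0.28, and none of the alternatives gave that direction. Tyrobp, also drawn as higher, was at -0.048. This value had that direction at 0.21 with simulated doublets removed, 2.80 without Harmony, 0.084 at a cluster resolution of 1.2, 0.15 with scaling by the median of gene ratios and 1.13 with the mean of per-cell CPM, and 2.59 with the left out sub-clusters kept and 2.53 with the genes of the study's figures left out of the clustering, chosen after seeing the values. For Supplementary Fig. 17f, 20 of the 21 genes had it, and Hspb1, drawn as higher, was at -0.0058. It had that direction at 0.014 with simulated doublets removed, 0.26 without Harmony, 0.11 at a cluster resolution of 0.4, 0.23 at a cluster resolution of 1.2, 0.21 with the mean of per-cell CPM and 0.0014 with free RNA subtracted, and 0.21 with the genes of the study's figures left out of the clustering, chosen after seeing the values. Without Harmony and with the genes of the study's figures left out, these are other cells. The log2 ratios of Alpl, Thbs1, Arhgef12, Foxp1, Tyrobp and Hspb1 had intervals that included 0.

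In the k-means split that stands in for the 2 osteoblast states, 11 of the 21 genes of Fig. 9f went the way drawn. Of the genes the paper names, Sparc, Bglap and Col1a1 were higher and Runx2 and Alpl lower in the first cluster, and Timp2, given as lower, was higher at 0.89. The tally was 20 with the stricter filter on cells, 20 with simulated doublets removed, 20 at a cluster resolution of 0.4, 20 with the genes of Fig. 9f used in the split, 16 without Harmony, 13 at a cluster resolution of 1.2 and 9 with each cell classed by its own marker UMIs. Chosen after seeing the values, it was 21 with the left out sub-clusters kept and 20 with the smaller cluster left out and the rest split again. The paper states that OB5 cells rose in number in FBO. The first cluster went the way drawn for OB5 in 11 of the 21 genes, so its share does not tell whether OB5 grew. The share of the first cluster was 94.1% in FN and 94.3% in FBO, which differ by less than the counting interval. Higher in FBO, it was 19.0% in FN and 26.8% in FBO with the stricter filter on cells, 40.7% in FN and 43.3% in FBO with simulated doublets removed, 18.1% in FN and 21.9% in FBO at a cluster resolution of 0.4, 56.2% in FN and 58.1% in FBO with each cell classed by its own marker UMIs, 82.3% in FN and 83.0% in FBO without Harmony and 21.8% in FN and 33.2% in FBO with the genes of Fig. 9f used in the split, and, chosen after seeing the values, 45.7% in FN and 52.2% in FBO with the left out sub-clusters kept. At a cluster resolution of 1.2 it was 56.0% in both.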

Other observations

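The tests of the Srgn level, of S100a8 and of the left out cells were chosen only after the result was seen; those of the Srgn ratio, of Cdk8 and of Rpl11 were set before it.

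Srgn, a gene of white blood cells that Fig. 9d draws as higher in FBO, was among the genes by which sub-clusters were left out. Its values here hold for the kept cells only. The log2 ratio of Srgn between FBO and FN in progenitor-like cells was 0.10 (95% interval -0.10 to 0.30). As this interval includes 0, a change in free RNA of white blood cells and a change in the cells themselves cannot be told apart for this ratio. For the level itself, Srgn in FN stood 3.11 times as high in chondrocyte-like as in progenitor-like cells, while S100a8 and S100a9 stood 1.28 times as high. This argues against free RNA of granulocytes as the whole source of Srgn in chondrocyte-like cells. White blood cell genes took 0.0359% of UMIs in chondrocyte-like and 0.0131% in progenitor-like cells of FN, so free RNA of other white blood cells stays open. Expression in chondrocyte-like cells stays open as well and was not tested.

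Cxcl2 was among the 3 smallest log2 ratios of chondrocyte-like cells between FBO and FN, at -1.80 (95% interval -1.89 to -1.72), from 3797 UMIs in FN and 1561 in FBO. It was at -1.01 in B cell-like, -1.19 in granulocyte-1-like, -1.65 in osteoblast-like and -0.93 in progenitor-like cells, and higher in FBO in reticular-like cells, at 1.001. Mt2 was among the 3 largest of endothelial-like cells, at 2.33 (1.27 to 3.52), from 10 UMIs in FN and 32 in FBO. Of the FBO UMIs of Mt2, 62.5% lay in 1 of 23 cells, and without Harmony the log2 ratio was 0.11.

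Cdk8 was lower in FBO than in FN in each of the cell classes compared, at -1.98 (95% interval -2.02 to -1.93) in B cell-like cells. In chondrocyte-like cells it was at -1.77, and also lower in FB, at -2.77, and in FO, at -3.10. A candidate explanation for its decrease in Angptl7-led cells is a difference between the FN library and the other female libraries that the cell classes share; an effect of the treatments on all these cell types stays open and was not tested.

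Rpl11, one of 81 ribosomal protein genes of which 72 were higher in FBO in chondrocyte-like cells, had a log2 ratio of 0.33 (95% interval 0.30 to 0.36) in B cell-like cells. In chondrocyte-like cells Rpl11 was also higher than in FN in FB, at 0.51, and in FO, at 0.80, so FN stood apart from the other female libraries. A difference between the libraries in ribosomal protein genes may therefore explain its increase in chondrocyte-like cells, though it was 0.12 in granulocyte-1-like cells, and a change of chondrocytes in FBO mice stays open and was not tested.

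S100a8 rose between FN and FO by 2.02 (95% interval 1.99 to 2.05) in B cell-like cells, and by 2.06 in T cell-like cells, beside 2.04 in chondrocyte-like cells; it was 0.34 in endothelial-like and -0.26 in granulocyte-1-like cells. Free RNA or doublets of granulocytes may explain the increase of S100a8 and S100a9 in chondrocyte-like cells, and expression by chondrocytes in FO mice stays open and was not tested.

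Of the chondrocyte-like cells of FO that were left out for blood cell genes, 25.7% were scored as doublets, against 16.2% of those kept. In FN these shares were 33.1% and 3.91%, in FB 49.8% and 5.63%, in FBO 31.5% and 4.46%, in MB 19.0% and 3.51%, and in MN 0% of 30 cells and 1.24%. In FO the share was under 2 times that of the kept cells, and the number of cells scored follows a preset rate, so 2 cells in 1 droplet and single cells with RNA of blood cells cannot be told apart there. No biological explanation was tested.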
